# Genome-wide analyses of Shavenbaby target genes reveals distinct features of enhancer organization

**DOI:** 10.1186/gb-2013-14-8-r86

**Published:** 2013-08-23

**Authors:** Delphine Menoret, Marc Santolini, Isabelle Fernandes, Rebecca Spokony, Jennifer Zanet, Ignacio Gonzalez, Yvan Latapie, Pierre Ferrer, Hervé Rouault, Kevin P White, Philippe Besse, Vincent Hakim, Stein Aerts, Francois Payre, Serge Plaza

## Abstract

**Background:**

Developmental programs are implemented by regulatory interactions between Transcription Factors (TFs) and their target genes, which remain poorly understood. While recent studies have focused on regulatory cascades of TFs that govern early development, little is known about how the ultimate effectors of cell differentiation are selected and controlled. We addressed this question during late *Drosophila *embryogenesis, when the finely tuned expression of the TF Ovo/Shavenbaby (Svb) triggers the morphological differentiation of epidermal trichomes.

**Results:**

We defined a sizeable set of genes downstream of Svb and used *in vivo *assays to delineate 14 enhancers driving their specific expression in trichome cells. Coupling computational modeling to functional dissection, we investigated the regulatory logic of these enhancers. Extending the repertoire of epidermal effectors using genome-wide approaches showed that the regulatory models learned from this first sample are representative of the whole set of trichome enhancers. These enhancers harbor remarkable features with respect to their functional architectures, including a weak or non-existent clustering of Svb binding sites. The *in vivo *function of each site relies on its intimate context, notably the flanking nucleotides. Two additional *cis*-regulatory motifs, present in a broad diversity of composition and positioning among trichome enhancers, critically contribute to enhancer activity.

**Conclusions:**

Our results show that Svb directly regulates a large set of terminal effectors of the remodeling of epidermal cells. Further, these data reveal that trichome formation is underpinned by unexpectedly diverse modes of regulation, providing fresh insights into the functional architecture of enhancers governing a terminal differentiation program.

## Background

Many studies have established that transcriptional networks control development, through determining specific programs of genome expression [1]. These gene regulatory networks (GRNs) are implemented by transcription factors (TFs) that bind to regulatory DNA sequences, known as enhancers or *cis*-regulatory modules (CRMs), to control the transcription of nearby genes. Although recruited to target genes via their DNA binding properties [2], TFs recognize only short and often degenerate motifs (reviewed in [3,4]). Consequently, thousands of putative binding sites (BSs) are scattered throughout the genome, hampering efficient prediction of CRMs [3,5,6]. The fine structure of enhancers as well as putative general rule(s) underlying their organization remain, however, poorly understood.

Although animals encode hundreds of TFs, only a few of them have been studied in detail to elucidate the regulatory logic of their target enhancers [7,8]. In *Drosophila*, current knowledge of enhancer structure mainly comes from works on early development - for example, TFs controlling segmentation and mesoderm specification [9-12]. Within these early acting networks, several studies have shown that the local enrichment for BSs (homotypic or heterotypic clustering) in evolutionarily conserved regions is a general signature of active enhancers [13-15]. Functionally related enhancers (driving similar expression patterns) often share a combination or code of *cis*-regulatory motifs, together defining a specific program of expression [11,16-18]. Whether enhancers rely on a constrained organization of *cis*-regulatory motifs or can accommodate flexibility in their number, composition and positioning is still debated (reviewed in [4,19,20]). While several studies have shown that regulatory codes are efficient to predict expression pattern [9,11,16], recent large-scale work suggests that developmental enhancers may have a more flexible architecture [10,20]. However, in-depth analyses of individual enhancers [21-24] have revealed an unexpected level of functional constraint in their intimate architecture. It has been proposed that constrained enhancers could be critical when TFs display limiting concentrations [25] - for example, to accurately integrate gradients [26]. On the other hand, enhancers that do not hold integrative properties might be of simpler architecture [27,28]. Distinguishing between these possibilities thus requires detailed analyses of the structure and regulatory logic of CRM-TF interactions that occur at late developmental stages.

Here, we focus on a GRN that controls cell morphogenesis during terminal differentiation of the *Drosophila *embryonic epidermis. The subset of epidermal cells that express the TF Ovo/Shavenbaby (Svb) [29] undergo localized changes in cell shape leading to the formation of dorsal hairs and ventral denticles, collectively referred to as trichomes [30]. Svb triggers the expression of various classes of cellular effectors in trichome cells. Developmental and genetic analyses have established that trichome formation relies on their collective action, acting together as a developmental module to promote cell shape reorganization [31-33]. The mechanisms underlying the co-expression of Svb-regulated genes in trichome cells remained yet poorly understood. A first level of regulation resides in the activity of Svb itself, which is controlled in a post-translational manner in response to small peptides encoded by the gene *polished-rice *(*pri*) [34]. Pri peptides trigger amino-terminal truncation of the Svb protein, switching its activity from a full-length repressor to a cleaved activator [34], therefore providing temporal control to the program of trichome formation [32]. However, little is known concerning how this TF recognizes and selects its target genes. Besides definition of DNA-binding specificity *in vitro *[35] and the identification of a few targets regulated by Ovo germline-specific isoforms [35,36], only a single epidermal enhancer dependent on Svb has been identified so far [31]. Thus, whether or not Svb targets genes that are co-expressed in trichome cells and have similar *cis*-regulatory elements remained an open question.

To address this question, we designed a set of computational modeling coupled to experimental approaches to identify and investigate the *cis*-regulatory logic of Svb-dependent enhancers. By systematic *in vivo *assays, we first identified a robust set of Svb target effectors, specifically expressed in trichome cells at the time of their morphological differentiation. We then searched for and identified 14 Svb-dependent epidermal enhancers driving their expression in trichome cells and investigated their functional organization. Computational analyses and experimental dissection led to a refinement of the Svb BSs bound *in vivo *and the identification of two additional motifs required for enhancer activity. Our studies further reveal that the distribution of these *cis*-regulatory motifs does not follow a stereotypical organization. Coupled to chromatin immunoprecipitation (ChIP)-seq and microarray profiling, the models built from these fine scale experiments allow efficient genome-wide identification of new enhancers that drive the specific expression of trichome effectors. In summary, our results show that enhancers driving co-expression in cells of a late GRN have variable composition and respective organization of *cis*-regulatory motifs, extending the idea that co-expressed developmental enhancers can have diverse *cis*-regulatory architectures [11,37], including for those mediating terminal stages of cell differentiation.

## Results

### Enrichment of conserved binding sites in Svb downstream genes

Previous work has identified a dozen genes activated by Svb, each contributing to epidermal cell remodeling [31,33,38,39]. To investigate the *cis*-regulatory logic of Svb-dependent targets, we first sought to define a larger set of Svb downstream genes appropriate for *in silico *analyses. We therefore analyzed additional candidates selected because of their expression in subsets of epidermal cells (from the Berkeley *Drosophila *Genome Project) using *in situ *hybridization. Of 57 candidates, we identified 21 Svb-dependent genes, that is, those downregulated in *svb *mutants and upregulated following *svb *ectopic expression (Figure 1a; Figure S1A in Additional file 1 (legend in Additional file 2)), while the other 36 epidermal genes were found to be independent of Svb (Additional file 1, Figure S1B). Together with genes identified previously [31,33,38,39], this constitutes a robust set of 39 genes activated by Svb to be expressed in trichome cells. We used these 39 Svb targets to examine whether they display an evolutionarily conserved signature in their non-coding regions when compared with all *Drosophila *genes, or the 36 epidermal genes independent of *svb *as a negative control. cisTargetX aims at detecting motifs enriched among a group of co-expressed genes - for example, to predict direct targets of a TF [40]. It exploits a library of >3,000 motifs, including TF BSs and ultra-conserved DNA words [41], each motif being ranked with a score representative of both clustering and evolutionary conservation [40]. When applied to Svb targets, four of the top five motifs match the consensus CnGTT (Figure 1b; Figure S1C in Additional file 1), characteristic of the Ovo/Svb BS CnGTTa as defined *in vitro *[35]. From the 39 input genes, CisTargetX determined an optimal subset of 16 Svb direct targets, having the highest scores for the OvoQ6 motif (Figure 1b; Figure S1C in Additional file 1) [35,36]. OvoQ6 was specific to Svb targets since it was not detected in control epidermal genes (Figure S1C in Additional file 1). In contrast, motifs matching the BS of TFs involved in general epidermis differentiation, such as Grainy head [42] or Vrille/c-EBP [43], were highly ranked in Svb-independent genes (Figure S1C in Additional file 1) while lowly ranked in Svb downstream genes. Hence, OvoQ6 motifs appear to be a signature of a subset of genes activated by Svb, a result consistent with their direct regulation.

**Figure 1:**
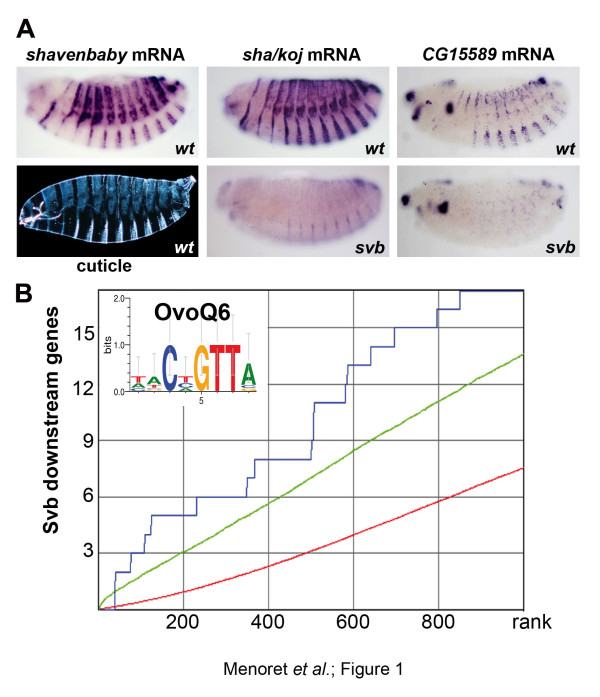
**Enrichment in binding sites defines an evolutionarily conserved signature of *svb *downstream genes**. **(a) **Expression of *svb *mRNA determines the epidermal cells that form trichomes, visible on the larval cuticle. *In situ *hybridization shows mRNA expression of two *svb *downstream genes, *shavenoid *(*sha/koj*) and *CG15589*, in wild-type (wt; top) and *svb *mutant embryos (bottom). **(b) **Receiver operating characteristic curve showing significant enrichment in putative Svb binding sites (OvoQ6 position weight matrix) among the 39 Svb downstream genes (y-axis) compared to a randomized set of 1,000 *Drosophila *genes (x-axis) using cisTargetX. The blue curve shows the detection of Svb downstream genes, the red curve a random distribution, and the green curve shows a 2 sigma interval from random.

### Distribution of Svb binding site clusters poorly correlates with enhancer activity

We then examined the genomic distribution of OvoQ6 motifs within Svb target loci showing significant enrichment compared to random *Drosophila *genes. We found that each target gene contained evolutionarily conserved OvoQ6 scattered throughout intergenic and intronic regions (Figure 2a, b), instead of OvoQ6 clusters enriched locally (even using relaxed conditions of at least two sites per kilobase). To delineate which regions mediate epidermal expression, we generated a series of transgenic reporters that systematically scan two Svb downstream genes. We focused on *singed *since it encodes Fascin, a conserved regulator of actin organization [44], and *shavenoid*, which encodes a pioneer protein but displays an extreme trichome phenotype upon inactivation [31]. Although most regions with OvoQ6 sites did not show embryonic expression, we identified three sequences, one in *singed *(*snE1*) and two in *shavenoid *(*sha1 *and *sha3*), that drove expression in the epidermis, specifically in trichome cells (Figure 2a, b). Unexpectedly, one of the three sequences, *sha1*, displays a single recognizable OvoQ6 motif (see below) in *D. melanogaster*, as well as in sibling species. The activity of all three regions was lost when introduced into a *svb *null mutant background, showing that they are functional Svb target enhancers (Figure 2a, b). cisTargetX predicts the location of putative enhancers within each gene [40] and two out of three enhancers defined *in vivo *matched these predictions, in one case (*sha3*) at the highest rank for this gene (Figure 2c). We therefore investigated whether evolutionarily conserved OvoQ6 sites were sufficient to predict trichome enhancers and assayed 18 additional regions (Figure 2c) taken from the top 100 predictions. Transgenic reporter assays identified four novel sequences from *CG15589*, *cypher*, *dusky-like *and *neyo *driving expression in the epidermis. We verified in each case that they were specifically expressed in all (*dyl2*, *nyo1*) or subsets (*15589*, *cyrA*) of trichome cells where Svb is active. Consistently, these four enhancers depended on Svb since they displayed a strong reduction in their expression in the absence of *svb *(Figure 2c). Hence, analysis of Svb downstream targets shows that they are enriched in OvoQ6 BSs, a feature well conserved across *Drosophila *species. However, putative trichome enhancers predicted from evolutionary conservation and clustering of OvoQ6 sites were validated at a rate of only 28% (6/21; Figure 2c), most tested regions being devoid of activity in embryos, suggesting that other criteria distinguish enhancers from negative regions.

**Figure 2:**
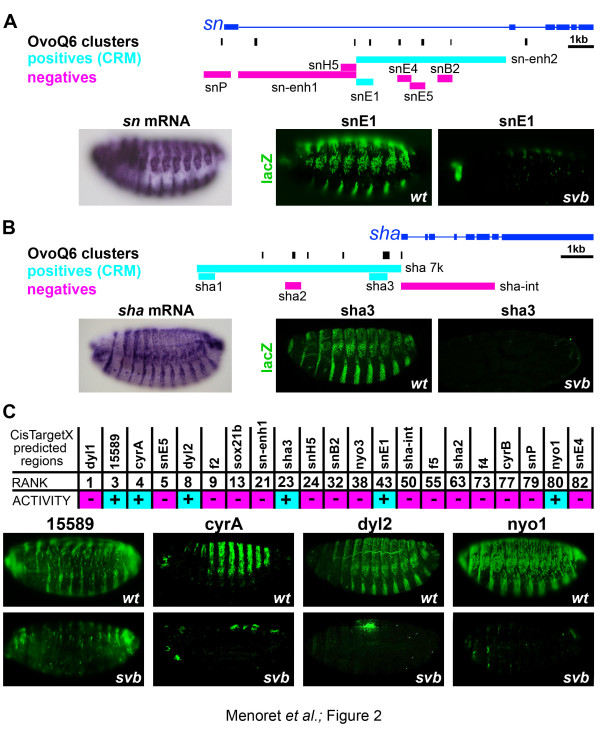
**A subset of Svb binding sites corresponding to functional enhancers**. Svb-dependent trichome enhancers were identified by transgenic reporter gene assays, from a systematic scanning of the **(a) ***singed *(*sn*) and **(b) ***shavenoid *(*sha*) genes and **(c) **regions predicted by cisTargetX. (a,b) Vertical black lines represent evolutionarily conserved OvoQ6 clusters (at least two motifs in a 1 kb window), as predicted by cisTargetX. Horizontal boxes summarize regions tested by transgenic assays, using immunostaining of the lacZ reporter (green). Negative regions (pink) do not drive specific expression in the embryonic epidermis. Regions in cyan display enhancer activity reproducing endogenous expression in trichome cells (as assayed by mRNA *in situ *hybridization, purple). The *snE1 *and *sha3 *enhancers are under the control of Svb, as demonstrated by reduced expression in *svb *mutants. (c) Putative enhancers (CRMs) predicted by cisTargetX, from clustering and/or evolutionary conservation of OvoQ6 sites. Pictures show expression of positive enhancers (cyan) in wild-type (wt; top) and *svb *mutant (bottom) embryos. Additional regions (pink) showed no detectable activity during embryogenesis.

We noticed that OvoQ6 clusters failed to predict a number of active enhancers. This was the case for *sha1 *(Figure 2) and *Emin*, an epidermal enhancer previously identified in the gene *miniature *[31]. Examination with Cluster-Buster [45] and Swan [46] did not detect supplementary OvoQ6 in *sha1 *or *Emin *sequences (even in *D. melanogaster *only), explaining why these enhancers, containing a single Svb BS, are not included in *in silico *predictions. Six additional enhancers identified during initial stages of this study using alternative prediction criteria (Figure S1C in Additional file 1) were not highly ranked by cisTargetX because they lack BS clustering and/or evolutionary conservation. These data therefore show that BS clustering is not an absolute requisite for Svb regulation (Figure 2c), suggesting that additional sites are required to discriminate between enhancers and inactive regions.

### *De novo *motif discovery identifies a specific signature of Svb binding sites active *in vivo*

To search for putative active Svb binding sites, we compared the two sets of experimentally tested regions - that is, the 14 enhancers (positive) and 25 inactive regions (negative) - using *Imogene*, an algorithm designed for *de novo *motif discovery [47]. Briefly, we systematically searched, *ab initio*, for 10 bp motifs that are evolutionarily conserved across Drosophilidae and display a distribution within each region statistically different from background sequences. We then evaluated how well each motif discriminated between enhancers and inactive regions and ranked these *de novo *motifs accordingly (Figure 3a). Strikingly, the most discriminative motif overlaps OvoQ6 (CnGTTa), with a similar core consensus but extending to adjacent nucleotides (*A*CHGTT*AK*). A second discriminative motif (WAGAAAGCSR), called the blue motif, was also found, and is discussed below.

**Figure 3:**
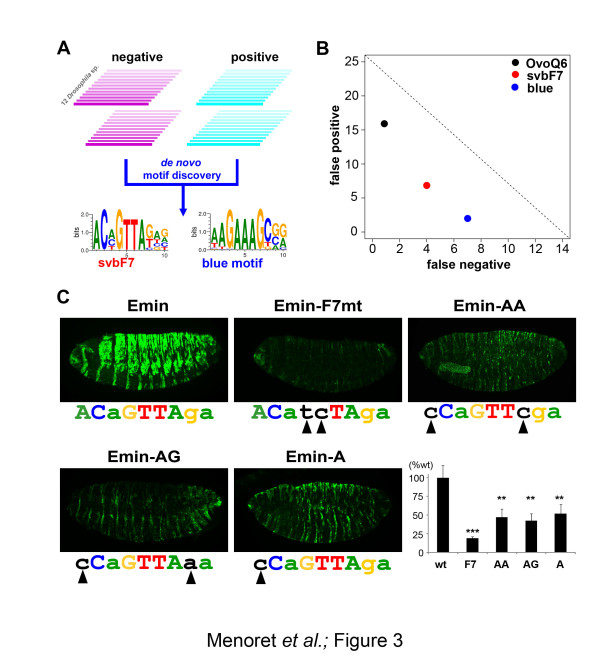
**Computational analyses allow refinement of functional Svb binding sites**. **(a) **Statistical analysis of positive enhancers versus negative regions (intergenic genomic sequences used as background) was performed for *de novo *discovery of motifs, showing evolutionary conservation across *Drosophila *species and characteristics of active enhancers. **(b) **The svbF7 and blue motifs perform best in discriminating between positive enhancers and negative regions as illustrated by the Pareto plot. **(c) **While disruption of the core CnGTT OvoQ6 motif abolished *Emin *activity, point mutations that affect the 5' and 3' flanking nucleotides strongly reduced epidermal expression, as shown by anti-lacZ immuno-staining and quantification of fluorescence signals. wt, wild type. Error bars represent the standart deviation. *** *P*-value < 0.001; ** *P*-value < 0.01.

The *A*CHGTT*AK *motif, hereafter called svbF7, was sufficient to detect 10 out of 14 enhancers (Figure 3b). The proportion of svbF7-positive enhancers reached 13/14, when relaxing the penalty imposed for poor conservation [47]. In contrast, svbF7 was found in only 6/25 negative regions (Figure 3b), even when lowering the threshold (data not shown). Once added to the cisTargetX library, svbF7 is the most significant motif found in the set of 39 Svb downstream genes (Figure S1C, D in Additional file 1). It also increased the accuracy of enhancer predictions, with 3 additional positives (*32159*, *Emin *and *EminB*) while 9 negatives were removed from the top 100 cisTargetX regions (Figure S1C in Additional file 1). Hence, svbF7 performs better than OvoQ6 or any other related motifs [48] (Figure 3b; Figure S1D in Additional file 1). To evaluate whether this slight extension of the Svb BS was relevant for activity, we substituted nucleotides flanking the core CnGTTa in the single svbF7 of *Emin *- that is, we altered the svbF7 motif without disrupting the OvoQ6 consensus sequence (Figure 3c). When assayed *in vivo*, different patterns of flanking substitutions, including a single point mutation of the 5' A residue, were sufficient to strongly reduce *Emin *expression (Figure 3c). This demonstrates the functional importance of flanking nucleotides within the svbF7 motif for CRM activity. Hence, our computational analysis of Svb-dependent enhancers has discovered a refined nucleotide sequence required for *in vivo *regulation.

### Trichome enhancers use different combinations of *cis*-regulatory motifs

Having shown the role of svbF7 in *Emin*, we investigated its functional significance in other enhancers. We focused on enhancers containing from one to three predicted SvbF7 sites, to address the importance of single versus clustered BSs for trichome cell expression. As observed for *Emin*, disruption of the single svbF7 site abolished the activity of both *sha1 *and *nyo1 *(Figure 4a, b). The mutation of svbF7 also decreased the activity of *tyn2*, albeit weakly and only in ventral cells (Figure 4c). In this enhancer, however, we detected a second putative site that appears less conserved across species. Its inactivation strongly reduced expression (Figure 4), showing that this site mainly contributes to *tyn2 *activity. For *sha3 *and *dyl2*, which contain two and three svbF7 sites, respectively, simultaneous inactivation of these sites abrogated expression (Figure 4d, e). The individual disruption of svbF7 sites nonetheless led to varying defects. The two svbF7 sites of *sha3 *are partly redundant, their individual knockout showing similar and limited impacts when compared to their simultaneous knockout (Figure 4d-g). In contrast, a single svbF7 site plays a major role in *dyl2 *activity, whereas the two others contribute marginally to expression pattern or levels (Figure 4e, h). Hence, the disruption of svbF7 leads to reduced expression for all enhancers that have been tested, confirming the functional importance of this motif. Nevertheless, the introduction of two copies of the svbF7 motif within negative regions (*sha2 *and *12063*) was not sufficient to promote expression in trichome cells. In addition, the individual inactivation of multiple svbF7 sites has different consequences on enhancer activity, suggesting that additional elements are likely to modulate, locally, the *in vivo *function of svbF7.

**Figure 4:**
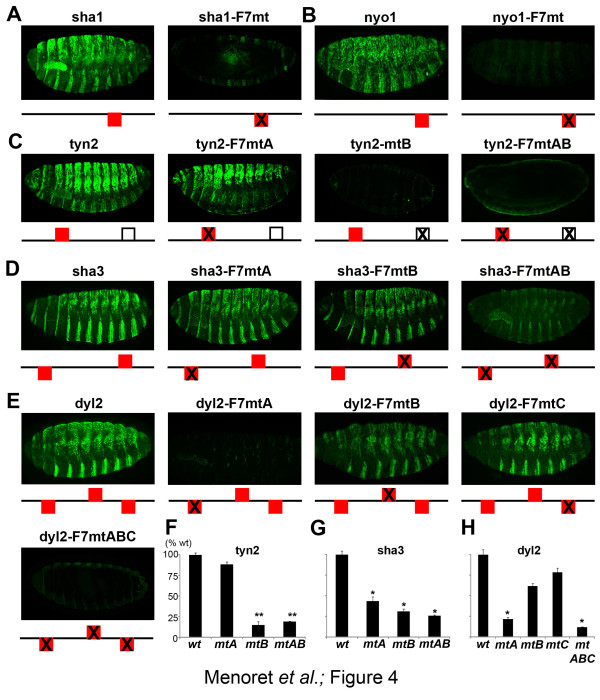
***In vivo *role of svbF7 motifs in Svb-dependent enhancers**. Anti-LacZ staining (green) shows modifications of reporter gene expression resulting from individual and simultaneous inactivation of svbF7 motifs in **(a) ***sha1*, **(b) ***nyo1*, **(c) ***tyn2*, **(d) ***sha3 *and **(e) ***dyl2 *enhancers. Red boxes schematize evolutionarily conserved svbF7 motifs; the open black box, a site that does not appear conserved across Drosophilidae. **(f-h) **Quantification of residual activity following individual disruption of svbF7 sites. **P-value < 0.01; *P-value < 0.05. wt, wild type. Error bars represent the standart deviation.

We thus searched for additional *cis*-regulatory motifs and evaluated their contribution to the activity of trichome enhancers. As a first approach, we performed a systematic mutagenesis of the *Emin *enhancer by linker scanning (Figure 5a). In addition to svbF7, whose inactivation abolished *Emin *activity (F7mt), the mutation of three regions (8mt, 9mt and 10mt) strongly decreased epidermal expression, two others (3mt, 4mt) affecting only the *Emin *pattern ventrally (Figure 5a). These results show that while Svb acts as a main switch for *Emin *activity, other motifs are required for complete expression. Interestingly, our *de novo *motif discovery identified a second discriminative motif (WAGAAAGCSR), hereafter called the blue motif, enriched in positive regions and evolutionarily conserved in 7 out of 14 enhancers (Figures 3a, b and 5b). Mutations that disrupted the blue motif (9mt and 8mt) of *Emin *displayed the strongest effect, besides svbF7 knockout (Figure 5a). These unbiased data show that the blue motif represents an element that, in addition to svbF7, is critical for *Emin *activity. To further test its contribution to the activity of trichome enhancers, we mutated the blue motif in two other enhancers that contain a single occurrence of it (Figure 5b). As observed for *Emin*, disruption of the blue motif reduced *snE1 *expression (Figure 5c). Furthermore, the blue motif plays a key role in *sha3 *activity, its inactivation abolishing expression (Figure 5c), similar to the simultaneous mutation of both svbF7 sites (Figure 4d). In addition, we noticed that one important region for *Emin *expression (10mt; Figure 5a) matches an 8mer (TTATGCAA), previously predicted as a regulatory element from discovery of ultra-conserved DNA words in the genome of distant *Drosophila *species [41]. Although not sufficient by itself to discriminate between active enhancers and negative regions (data not shown), this motif, which we call the yellow motif, was nevertheless retrieved in six additional trichome enhancers (Figure 5b). To further assay *in vivo *the role of the yellow motif, we generated mutant versions of the *17058 *and *nyo1 *enhancers that disrupt their yellow motifs. As observed for *Emin*, mutation of the yellow motif led to a strong decrease in the expression driven by both *nyo1 *and *17058 *(Figure 5d), showing that the yellow motif represents a functional *cis*-regulatory element in a subset of enhancers.

**Figure 5:**
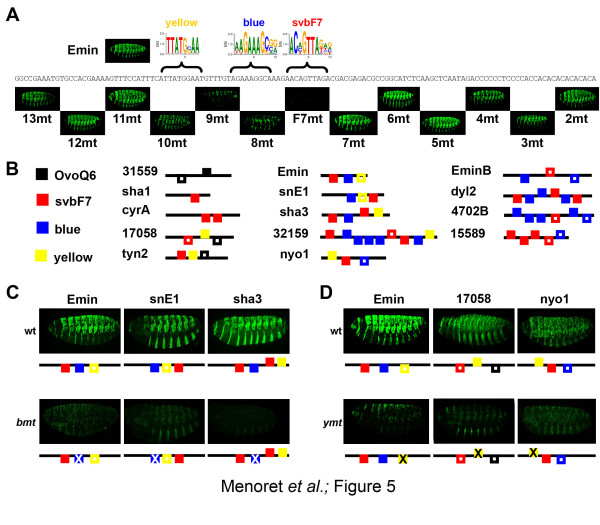
**Svb-dependent enhancers use various combinations of *cis*-regulatory elements**. **(a) **Linker-scanning mutagenesis of *Emin *identifies other 10 bp regions required for full transcriptional activity, as deduced from altered patterns of lac-Z immuno-staining (green). Positions of SvbF7, blue and yellow motifs are indicated at the top. **(b) **Black, red, blue and yellow boxes schematize the distribution, number and orientation of OvoQ6, svbF7, blue and yellow motifs, respectively. Filled boxes represent motifs conserved across *Drosophila *species, open boxes those detected only in *D. melanogaster*. **(c) **Point mutations that disrupt the blue motif in *Emin*, *snE1 *and *sha3 *reduce the activity of all three enhancers, to 40 ± 14% (*P *< 0.03), 44 ± 6% (*P *< 0.001), 8 ± 4% (*P *< 0.001) of wild-type (wt) levels, respectively. **(d) **Point mutations that disrupt the yellow motif in *Emin*, *17058 *and *nyo1 *reduce the activity of all three enhancers, to 20 ± 7% (*P *< 0.03), 16 ± 8% (*P *< 0.03), 6 ± 3% (*P *< 0.03) of wild-type levels, respectively.

Taken together, these data support that svbF7 is a main feature of Svb targets, this motif being shared by the vast majority (13/14) of active enhancers. Our analyses have discovered two additional *cis*-regulatory elements, the blue and yellow motifs, present in overlapping subsets of trichome enhancers (9/14 and 7/14, respectively). While the three motifs are present in various patterns and combinations (Figure 5B; Figure S2 in Additional file 1), functional assays demonstrated that each of them contributes to the *in vivo *activity of this sample of trichome enhancers.

### Genome-wide prediction of Shavenbaby target enhancers

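Embryos aged 12 to 14 h that carried RSQ8, a *svb* rescue transgene expressing a Svb::GFP protein in trichome cells, were subjected to ChIP with an anti-GFP antibody in 2 independent replicates. Input chromatin from 1 sample served as the control. The authors aligned the reads to the *D. melanogaster* genome with Bowtie and called ChIP peaks on each replicate separately with MACS, at P below 1e-05 according to the methods. The files do not say whether the deposited lists hold these peaks or the loose-criteria peaks that the methods also mention. The processed file of each replicate lists the position of every ChIP peak and its MACS score, which is larger for stronger peaks. A processed file of the input was not in the files analysed here. Because the files do not say whether the score derives from a p or a q value, peak strength is given as the rank of a peak by score among all peaks of its replicate. The files hold no reads or read counts, so the depth behind each peak is unknown. Positions refer to genome release 5 and are counted from 1. From the peak lists, overlaps between replicates, distances to conserved motif instances and overlaps with tested regions were computed. Each was tested by circular permutation, in which the peaks, sites or regions were shifted along their chromosome arms by a random distance 100000 times, keeping their number, width and spacing. The smallest p that these shifts can give is 1e-05. Conserved svbF7, blue and yellow motif instances came from the lists in Additional file 4, of which the copies analysed here hold the first 1999 sites each. Every motif was therefore compared with ChIP peaks only on the part of the genome that its list covers in full.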

To address whether these *cis*-regulatory motifs were a relevant signature of the genome-wide set of enhancers regulated by Svb, we undertook ChIP-seq to obtain an extensive mapping of Svb binding sites in epidermal cells. To improve specificity, we used a Svb::GFP transgene driven in ventral and dorsal trichome cells by two complementary *svb *cis-regulatory regions [34], likely at levels comparable to endogenous since it rescues *svb *mutant phenotypes [49]. 

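The deposited lists held 5779 ChIP peaks for replicate 1 and 9295 for replicate 2, on average 7537 ± 2486 (SD, n = 2 replicates). Replicate 2 thus had 1.61 times as many peaks as replicate 1. The median width of a peak was 334 bp in replicate 1 and 273 bp in replicate 2. Chromosome arms 2L, 2R, 3L, 3R, 4 and X carried 5746 peaks in replicate 1 and 9136 in replicate 2. At least 1 bp was shared with a peak of the other replicate by 2523 replicate 1 peaks, or 43.7% (Wilson 95% confidence interval 42.4 to 44.9%). Among replicate 2 peaks, 2574 were overlapped, or 27.7% (interval 26.8 to 28.6%). On the 6 arms, 2505 replicate 1 peaks were overlapped, whereas circular shifts of the replicate 1 peaks gave 302 on average, an 8.3-fold excess (permutation p = 1e-05, the smallest that 100000 shifts can give). Counting peaks closer than 500 bp as a single peak lowered the numbers to 5319 in replicate 1 and 8128 in replicate 2.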

ChIP-seq data indicated that Svb was bound to almost 6,000 genomic sites, a large number of binding events being a feature shared by several *Drosophila *TFs [6,8,15]. Analysis of ChIP peaks with *i*-cisTarget [50] showed that svbF7 and OvoQ6 are the most enriched motifs. 

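The list of conserved svbF7 sites covered 2L, 2R, 3L and the part of 3R up to position 27048523, with 1999 of the 2354 sites. Within 10 kb on each side of the centers of the 4532 replicate 1 peaks in this part of the genome, svbF7 sites numbered 66.2 per 500 bp bin on average. The bins left and right of the center held 162 and 155 sites. A chi-square test of the 40 bins against a uniform count gave 327.2 (39 degrees of freedom, p = 3.3e-47). For the 7484 replicate 2 peaks, the mean was 98.6 sites per bin, the central bins held 187 and 197, and the chi-square value was 226.4 (p = 2.9e-28). With the peaks of both replicates listed together, 349 and 352 sites fell in the central bins against a mean of 164.8, with a chi-square value of 504.8 (p = 2.5e-82). A site can lie near several peaks, so the counts in the bins are not independent of each other, and the numbers of sites within 500 bp of a center were also compared with circular shifts. In replicate 1, 317 sites lay within 500 bp of a peak center and the shifts gave 94.6 on average, a ratio of 3.35 (permutation p = 1e-05, adjusted p = 1.8e-05). In replicate 2, the corresponding numbers were 384 and 155.2, a ratio of 2.47 (permutation p = 1e-05, adjusted p = 1.8e-05). The adjusted values come from the Benjamini-Hochberg procedure over 9 comparisons, which are the 3 motifs with each replicate and with both. Both replicates together gave a ratio of 2.81. Restricting the peaks to those overlapped by a peak of the other replicate moved this ratio most, to 4.89 for 4051 peaks. The remaining 7965 peaks, each called in a single replicate, had a ratio of 1.75 (permutation p = 1e-05). Shifted sites can fall anywhere on an arm. With both replicates, the windows of 10 kb on each side held 329.5 svbF7 sites per 1000 bp on average. This was also above the shifted mean of 249.7 within 500 bp of a center, so the ratios partly reflect the surroundings of the peaks. The paper takes the cross-correlation of svbF7 with peak centers in Figure 6a as evidence of the importance of this motif.

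**Figure D1:**
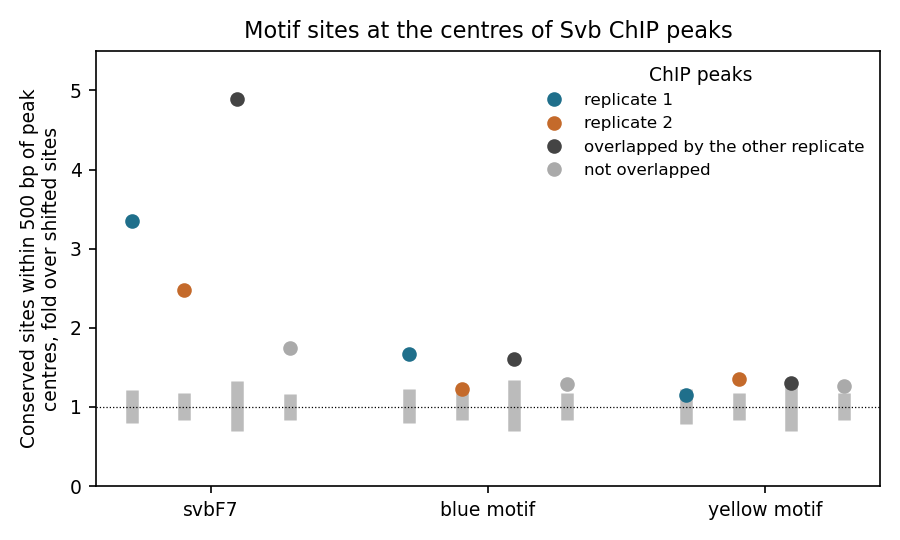
Conserved svbF7, blue and yellow motif sites within 500 bp of ChIP peak centers, as a ratio (vertical axis, fold) to the mean of circularly shifted sites, for replicate 1, replicate 2, peaks overlapped by the other replicate and peaks not overlapped, with grey bars for the middle 95% of the shifts. The svbF7 ratios lie between 1.75 and 4.89, all above their bars, and the blue and yellow ratios lie between 1.15 and 1.67. Shifted sites can fall anywhere on an arm, so the ratios also reflect the density of sites around the peaks.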

A strong cross-correlation between conserved svbF7 and the center of ChIP peaks confirmed the importance of this motif (Figure 6a). 

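Among the 4541 replicate 1 peaks on the part of the genome covered by the svbF7 list, 173 held a single conserved svbF7 site and 11 held at least 2, or 0.24% of the peaks. Of the 7503 replicate 2 peaks there, 203 held a single site and 10 held at least 2, or 0.13%. No peak held more than 3 sites. Peaks with at least 1 site made up 4.05% of replicate 1 (Wilson 95% confidence interval 3.52 to 4.67%) and 2.84% of replicate 2 (interval 2.49 to 3.24%). With circularly shifted sites, peaks holding at least 2 sites numbered 0.94 on average in replicate 1 and 1.16 in replicate 2 (permutation p = 1e-05 for each replicate, the smallest that the shifts can give). If the sites found inside peaks were spread over them independently in proportion to peak width, a Poisson model would give 4.65 peaks with at least 2 sites in replicate 1 (exact Poisson p = 0.0084) and 3.87 in replicate 2 (exact Poisson p = 0.0065). Over both replicates, 397 of 12044 peaks held a site and 21 of these, or 5.3%, held at least 2, with a region bound in both replicates counted in each. The share of peaks with at least 2 sites rose most, from 0.17% to 0.42%, when only peaks overlapped by the other replicate were counted. For these overlapped peaks, the Poisson model gave 13.3 peaks with at least 2 sites where 17 were observed (exact Poisson p = 0.19). The excess over this model was thus not past the threshold among overlapped peaks. The model gives every peak the same density of sites, so peaks that differ in density can exceed it without clustering. The paper reports that high svbF7 clustering was not detected and describes several svbF7 motifs in a ChIP peak as rare.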

As observed in our pilot analysis of enhancers, we did not detect high svbF7 clustering, multiple svbF7 motifs being rarely found within genome-wide ChIP peaks. Blue motifs (and to a lesser extent yellow motifs) also displayed a significant but weaker correlation with Svb peaks, consistent with wider genomic distribution (Figure 6a).

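The list of blue motif sites covered 2L and the part of 2R up to position 17045085, with 1999 of 6038 sites, and the list of yellow motif sites covered 2L up to position 16477982, with 1999 of 12179 sites. For the 4926 peaks of either replicate near blue motif sites, the 2 central bins held 166 and 177 sites against a mean of 138.7 per bin. The chi-square value was 82.2 (39 degrees of freedom, p = 6.5e-05). The highest bin, with 181 sites, lay 500 to 1000 bp left of the center, and the bin 3000 to 3500 bp right of it held 177. With 250 bp bins, the central bins held 62 and 82 sites against a mean of 69.35. The chi-square value thus also reflects bins away from the center. Within 500 bp of the peak centers lay 343 blue motif sites, 1.39 times the mean of 245.9 given by circular shifts (permutation p = 1e-05, adjusted p = 1.8e-05 over the 9 comparisons). The windows of 10 kb on each side held 277.4 sites per 1000 bp on average, also above the shifted mean. The ratio to shifts thus does not measure the center alone. The ratio was 1.67 in replicate 1 (permutation p = 1e-05) and 1.23 in replicate 2 (p = 0.0074, adjusted p = 0.0083). The chi-square test reached p = 0.0014 in replicate 1 and p = 0.33 in replicate 2. For the 2081 peaks of either replicate near yellow motif sites, the central bins held 156 and 167 sites against a mean of 129.8, with a chi-square value of 57.6 (p = 0.028). Yellow motif sites within 500 bp of the centers numbered 323, or 1.28 times the shifted mean of 252.8 (permutation p = 0.00032, adjusted p = 0.00041). Here the windows held 259.6 sites per 1000 bp on average, close to the shifted mean. In replicate 1 alone the ratio was 1.15 (permutation p = 0.10) and in replicate 2 it was 1.35 (p = 6e-05). On 2L up to position 16477982, where all 3 lists are complete, the ratio in replicate 1 was 3.29 for svbF7, 1.26 for the blue motif (permutation p = 0.048) and 1.15 for the yellow motif (p = 0.099). On the same part of 2L, replicate 2 gave 2.32 for svbF7, 0.96 for the blue motif (permutation p = 0.64) and 1.35 for the yellow motif (p = 7e-05). The differences between motifs and between replicates were not tested. The 2L comparison was chosen after seeing the data, and with the peaks of either replicate it moved the ratio of the blue motif most among the settings for both replicates, to 1.07 (permutation p = 0.25). For the yellow motif, the chi-square value over 40 bins moved most, and it rose to 87.1 (p = 1.5e-05) with only peaks overlapped by the other replicate and fell to 29.2 (p = 0.87) without replicate 2. The former set lists each shared region once per replicate, and by shifts its ratio was 1.31 (permutation p = 0.037). The paper relates the weaker correlation of blue and yellow motifs with Svb peaks to their wider genomic distribution.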

**Figure 6:**
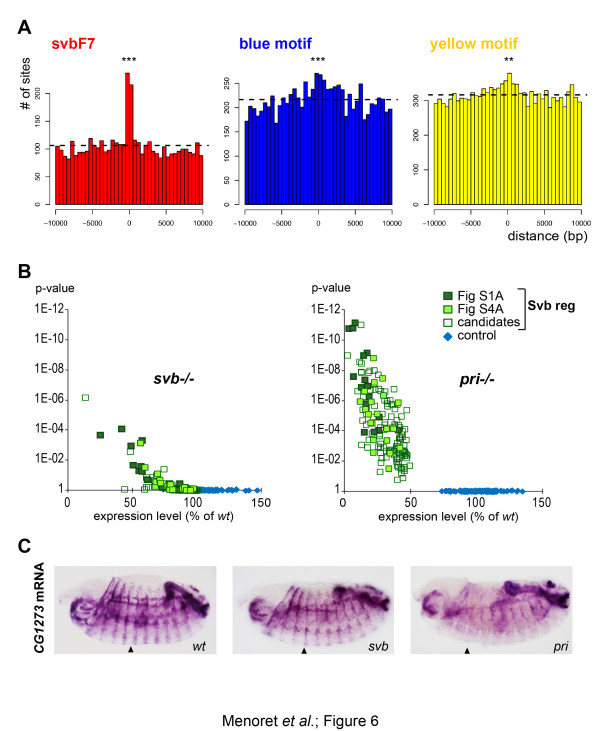
**Genome-wide profiling of embryonic genes regulated by Svb**. **(a) **Cross-correlation between conserved svbF7, blue or yellow motif instances and Svb ChIP-seq peaks throughout the whole genome. Plots show the number of motifs found in a 10 kb window on each side of the center of peaks. The *P*-value for correlation (Chi2 test) is <1E-46, <1E-9 and <1E-2 for svbF7, blue and yellow motifs, respectively. *** indicates a *P*-value < 0,001, ** < 0,01. Dashed line shows the average number of sites across the region. **(b) **Modifications in mRNA levels as measured by microarrays between wild-type (wt) and *svb *(left) or *pri *(right) embryos in Svb-regulated (green) and control (blue) sets of genes. Dark green dots represent known Svb targets (Figure S1A in Additional file 1), light green novel target genes as validated by *in situ *hybridization (Figure S4 in Additional file 1) and open dots additional candidates. **(c) **Whole mount *in situ *hybridization of *CG1273*, a Svb downstream target identified from microarray profiling, down-regulated in trichome cells (arrowheads show a raw of ventral trichome cells) of *svb *mutants and showing further reduced expression in *pri *mutant embryos.

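Bound regions without enhancer activity were counted among the regions of the pilot analysis, which the authors had chosen and assayed before the ChIP data. Of the 26 inactive regions with coordinates in Additional file 3, 16 (61.5%) were overlapped by a ChIP peak of either replicate. Replicate 1 peaks overlapped 11 of them, replicate 2 peaks overlapped 15, and 10 were overlapped in both replicates. Circular shifts of the regions along their chromosome arms gave 2.85 overlapped inactive regions on average (permutation p = 1e-05, the smallest that 100000 shifts can give). Many of these regions had been taken from scans of *singed* and *shavenoid* or from predictions based on OvoQ6 sites. An excess over shifted regions was therefore likely from the way they were chosen. The strongest peak in an inactive region was in *snE5* at *singed* (X, 7871996 to 7872659), where the replicate 1 peak ranked 994 of 5779 and the replicate 2 peak ranked 210 of 9295. Region *dyl1* at *dusky like* (3L, 4303968 to 4304768) was overlapped by peaks ranking 4622 in replicate 1 and 462 in replicate 2. In *f2* and *f5*, a pair of overlapping regions at *forked*, the same peaks ranked 1883 and 3131. Among the 14 active enhancers, 10 (71.4%) were overlapped by a peak, and the shares of active and inactive regions did not differ beyond what chance allows (Fisher's exact test, p = 0.73). The share was higher among active regions in every setting. The gap was widest in replicate 1 alone, with 71.4% against 42.3% (Fisher's exact test, p = 0.10), and narrowest in replicate 2 alone, with 64.3% against 57.7% (p = 0.75). With 14 active and 26 inactive regions, these tests do not exclude a difference. At *singed*, *snE4* and *snE5* also overlap and *snH5* lies inside *sn-enh1*. The inactive regions are therefore not independent in the count or in these tests. The number of inactive regions with a peak was lowest, at 10, when only the 2000 peaks of each replicate with the highest score were used, an alternative chosen after seeing the data. The paper reasons from the large number of bound regions that not all of them were likely to be functional in the regulation of target genes, and turned to expression profiling of mutant embryos.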

With the large number of Svb bound regions detected by ChIP-seq, it was unlikely that all of them were functional in the regulation of target genes [5,15]. Therefore, in order to identify the entire set of genes regulated by Svb, we performed microarray profiling, comparing wild-type to mutant embryos. In mRNA samples prepared from *svb *whole embryos, we often detected only a modest reduction in the levels of validated targets (Figure 6b; Figure S3 in Additional file 1), challenging unambiguous identification of Svb downstream genes. In the absence of *pri*, Svb behaves as a dominant repressor [34] and consistently we observed a stronger decrease in the levels of known Svb targets in *pri *mutants (Figure 6b, c; Figure S3 in Additional file 1), therefore providing an additional criterion to identify genes regulated by Svb. Henceforth, we selected the genes down-regulated in *svb *mutants and that also displayed a further (more than two-fold) reduction in their expression in *pri *mutants, as benchmarked for known Svb targets. This defined a set of 150 genes encompassing 16/39 Svb targets validated *in vivo *(Figure S1A in Additional file 1), as well as 42 additional epidermal candidates (Figure S3 in Additional file 1). Among these, we examined 23 genes by *in situ *hybridization and confirmed that 21 of them required Svb to be expressed in trichome cells (Figure 6b, c; Figure S4 in Additional file 1). These results therefore show that microarray profiling has defined a representative set of genes activated by Svb in trichome cells.

Focusing on this genomic set of Svb-regulated genes, we found 172 peaks associated with 85 genes (Figure S3 in Additional file 1), including 11 out of 14 active enhancers (Figure S7 in Additional file 1). 

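Peaks of either replicate overlapped 10 of the 14 active enhancers, with 10 overlapped in replicate 1 and 9 in replicate 2. Circular shifts of the 14 regions gave 1.42 overlapped enhancers on average (permutation p = 1e-05, the smallest that 100000 shifts can give). The enhancers had been found at Svb downstream genes, so an excess over shifts was likely from the way they were chosen. The strongest peaks were in enhancer *32159* of *dsx-c73A* (3L, 16435341 to 16436341), with rank 410 of 5779 in replicate 1 (16435418 to 16436400) and rank 21 of 9295 in replicate 2 (16435819 to 16436365). Enhancer *nyo1* of *nyobe* (3R, 27384231 to 27384921) held peaks ranking 419 and 197 in replicates 1 and 2. For *snE1* of *singed* (X, 7869678 to 7870390), the ranks were 910 and 162. Peaks in *EminB* of *miniature* (X, 11654097 to 11655097) ranked 2127 in replicate 1 and 332 in replicate 2. The other enhancers with peaks in both replicates were *sha3* (ranks 2253 and 2658), *15589* (2113 and 714), *dyl2* (4775 and 1297), *17058* (4070 and 651) and *31559* (3420 and 289). Enhancer *tyn2* of *trynity* (X, 77484 to 78384) was overlapped in replicate 1 only, by a peak of rank 5028, and the nearest replicate 2 peak lay 110 bp away. No peak overlapped *sha1*, *cyrA*, *Emin* or *4702B*. The nearest replicate 1 peak lay 211 bp from *4702B*, 222 bp from *cyrA*, 2182 bp from *Emin* and 5311 bp from *sha1*. Allowing a distance of 500 bp between peak and region raised the number of enhancers with a peak to 12, and using only the 2000 peaks with the highest score in each replicate, a setting chosen after seeing the data, lowered it to 8.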

Within the whole set of relevant Svb-bound regions, we retrieved the characteristic features of *cis*-regulatory motifs as defined previously. Although retrieved in many Svb-bound regions (Figure 6a; Figure S5 in Additional file 1), the enrichment of yellow motifs within ChIP peaks associated with Svb-regulated genes does not reliably reach a significant threshold, consistent with a broad genomic distribution [41]. In contrast, we found clear association of svbF7 motifs and to a lesser extent of blue motifs (Figure S5 in Additional file 1). Importantly, these motifs were not detected in peaks associated with a control set of genes independent of Svb (Figure S5 in Additional file 1), strongly supporting that they are hallmarks of Svb-target enhancers. As an independent way to evaluate this conclusion, we used *ab initio *analysis of ChIP peaks using PeakMotif [51]. This identified the motif ACAGTTA, which is characteristic of peaks associated with Svb downstream genes and extensively matches svbF7 (Figure S6 in Additional file 1). A second sequence (TGAAAAG), partly matching the blue motif, was also detected in about 50% of peaks, again only in Svb-regulated genes and not among control genes (Figure S6 in Additional file 1).

Hence, we interpret these results to imply that svbF7, and to a lesser extent the blue and/or yellow motif, would allow prediction of the location of additional trichome enhancers (Figure 7a). To evaluate this, we tested ChIPed regions containing svbF7 alone (*12017*, *14395*), svbF7 in association with either the blue motif (*mey2*, *EminC*, *actn*, *12017-2*) or the yellow motif (*31022*, *4914*), or all three motifs together (*9095*, *11175*) (Figure 7b; Figure S7 in Additional file 1). We found that 8/10 (80%) of these regions act as Svb-dependent enhancers when assayed *in vivo *(Figure 7b). 

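All 8 of the regions with enhancer activity were overlapped by ChIP peaks in both replicates. Ranked by score among the 5779 peaks of replicate 1 and the 9295 of replicate 2, the peaks in *EminC* of *miniature* (X, 11652670 to 11654154) held ranks 75 and 16. Those in *mey2* of *morpheyus* (3R, 27325605 to 27326605) ranked 134 and 170. In *31022* of *PH4alphaEFB* (3R, 26297285 to 26298528) the ranks were 404 and 60. The strongest peaks in *4914* (3L, 14670764 to 14672083) ranked 554 in replicate 1 and 3419 in replicate 2. Peaks in *9095* (X, 15046901 to 15047823) ranked 1088 and 601, and those in *actn* (X, 1925087 to 1927414) ranked 1828 and 2011. The strongest peaks in *11175* (2R, 16519573 to 16521416) held ranks 1977 and 1547, and those in *12017* (3L, 3283270 to 3284580) held ranks 2813 and 2079. Of the 2 regions without activity, *12017-2* (3L, 3279813 to 3281368) was overlapped by a replicate 1 peak of rank 3487, and the nearest replicate 2 peak lay 2358 bp away. The inactive region at *CG14395* (3R, 8494910 to 8496045) was overlapped in both replicates, by peaks of ranks 3697 and 6777. Since the authors selected the regions from the ChIP data, their overlap with peaks was partly fixed in advance. With peaks of either replicate, overlap did not separate the active from the inactive regions (Fisher's exact test, p = 1), and 8 regions against 2 cannot give a p below 0.022. Limiting both lists to their 2000 highest-scoring peaks, a choice made after seeing the data, left 7 active and 0 inactive regions with a peak (Fisher's exact test, p = 0.067).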

Indeed, they drove robust expression, specifically in trichome cells, and their activity was reduced in *svb *mutant embryos (Figure 7b). Moreover, these data confirm that trichome enhancers are generally built from different combinations of the three *cis*-regulatory motifs. For example, only a subset of newly predicted trichome enhancers relies on the blue motif, since *mey2*, *EminC*, *9095 *and *11175 *contain conserved blue motifs whereas *12017*, *31022 *and *4914 *do not (Figure 7b; Figure S7 in Additional file 1). In the case of the *actn *enhancer, there are four partly degenerate blue motifs in the sequence from *D. melanogaster *and sibling species, while it is not retrieved in more distant species, suggesting a turnover of *cis*-regulatory motifs (Figure S8 in Additional file 1). However, aside from a couple of fast evolving enhancers, we found in many cases remarkable conservation of svbF7, blue and yellow motif patterns within individual enhancers across distantly related *Drosophila *species (Figure 8; Figure S8 in Additional file 1).

**Figure 7:**
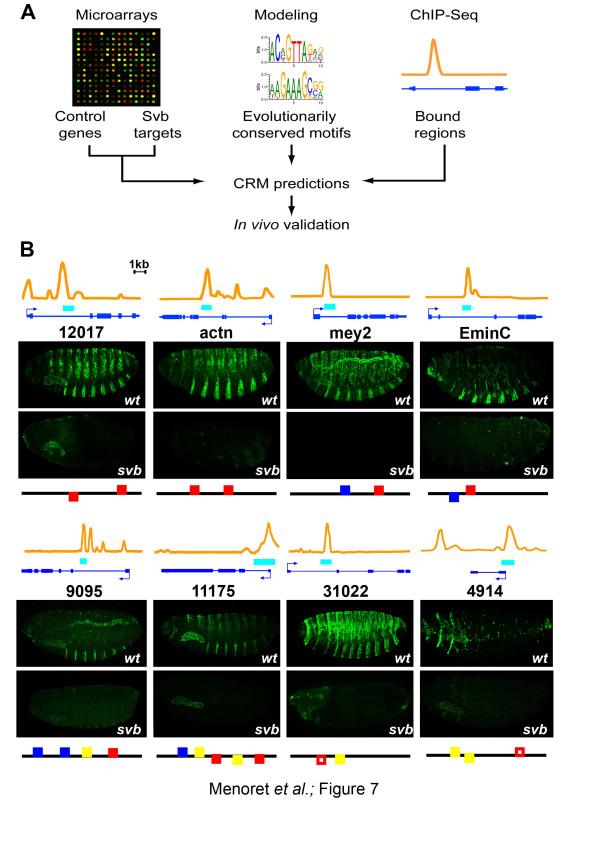
**Identification of Svb direct targets and their trichome enhancers using computational and *in vivo *experimental approaches**. **(a) **Flow diagram summarizing the pipeline used for enhancer prediction and validation. **(b) **Motif distribution coupled to ChIP-seq allows prediction of location of enhancers in Svb downstream targets. Graphs show ChIP intensity at the time of trichome formation (12 to 14 h of embryogenesis). Active enhancers are drawn as cyan rectangles. Pictures show reporter gene expression driven by corresponding regions in wild-type (wt) and *svb *mutant embryos, as revealed by anti-lacZ immunostaining (green). The composition, orientation and respective positioning of svbF7 (red), blue and yellow motifs is schematized by filled (evolutionarily conserved) and open (not traceable across species) boxes.

**Figure 8:**
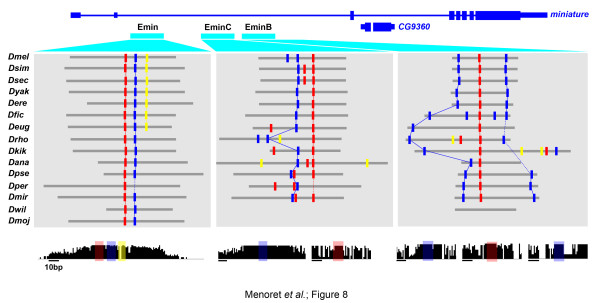
**Pattern of evolutionary conservation of the three enhancers driving *miniature *expression in trichome cells**. The position of epidermal enhancers is shown by cyan boxes and their respective architectures with respect to svbF7 (red), blue and yellow motifs are schematized across *Drosophila *species. Orthologous sequences were identified by BLAST and manually adjusted for optimized alignment. Motif search was performed in individual sequences taken independently, using the same threshold for each motif in all cases. Bottom histograms represent the pattern of evolutionary conservation across *Drosophila *species, focusing on individual regions harboring identified *cis*-regulatory motifs (color coded).

Therefore, the regulatory signatures derived from modeling and experimental dissection of a subset of enhancers helps in understanding how the Svb TF selects the genomic set of its direct targets. Furthermore, they collectively allow efficient identification of CRMs that specify the program of trichome-specific expression in response to Svb.

## Discussion

It is well established that the Shavenbaby TF determines trichome fate [29,32,52]; however, little was known on the repertoire of its direct target genes and mechanistic insights into the functional organization of trichome enhancers were lacking. Combining functional dissection, computational modeling and genome-wide profiling, we provide here a molecular map of the ultimate repertoire of genes and *cis*-regulatory elements implementing the network of trichome differentiation.

### Physical elements of the GRN governing trichome formation

Our results identify a high-confidence set of more than 150 genes activated by Svb in trichome cells. We confirmed 60 of these, showing complete or partial down-regulation in the absence of active Svb protein. While most genes are expressed in all trichome cells, some are restricted to trichome subsets, suggesting that they can contribute to the diversity of trichome shape and organization observed along the body [52]. Functional annotation (Gene Ontology and manual curation) indicates that Svb controls terminal players of trichome differentiation. In addition to novel factors of F-actin organization [31,39], extracellular matrix remodeling [31,33], cuticle formation [31,38] and pigmentation [31], we identify enzymes involved in oxidation-reduction, proteolysis and cell trafficking, further extending the repertoire of cellular functions involved in the terminal differentiation of trichome cells. Hence, a major role of Svb in trichome formation is to directly activate the expression of a battery of cell morphogenesis effectors. In support of this, ChIP-seq peaks are present in >70% of these Svb-dependent effector genes. Experimental assays further validated 22 functional enhancers driving the expression of genes encoding factors involved in cytoskeletal or extracellular matrix reorganization, sugar binding, proteolysis and additional enzymes.

Recent work has established that apparently redundant, or shadow, enhancers ensure robust expression of TFs [53,54]. For example, the transcription of *svb *itself involves separate enhancers that buffer the trichome pattern against variations in the genetic background and external conditions [53]. It has been proposed that shadow enhancers are required to drive acute expression of some key developmental regulators [55]. We define within both *shavenoid *and *miniature *separable enhancers (*sha1*, *sha3*, *Emin*, *EminB*, *EminC*) that mediate Svb regulation. These data indicate that apparently redundant enhancers may not be limited to regulatory factors operating at high hierarchic positions in gene networks. Instead, we provide evidence that several 'blue collar' effector genes display a similar regulatory architecture, suggesting that multiple enhancers represent an overlooked feature of the successive tiers of gene networks.

### Binding site clustering as a general signature of active enhancers?

Early acting enhancers often comprise multiple BSs for a given TF [56,57]. For example, conserved BS clusters have identified target enhancers of Dorsal [13] or Bicoid [58] and feature functional Twist-bound regions [15]. Of note, most algorithms developed for enhancer detection extensively use motif clustering as an important predictor [59]. We found a clear enrichment in putative Svb BSs (OvoQ6 motif) in its downstream genes; however, only a small proportion of these motifs mediate *in vivo *regulation. There is very limited, if any, clustering of Svb BSs in ChIP peaks associated with Svb target genes, and even genome-wide. 

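Genome-wide, the ChIP peaks that held conserved svbF7 sites were mostly those found in both replicates. On the part of the genome covered by the svbF7 list, 153 of 2009 replicate 1 peaks overlapped by a replicate 2 peak held a site, or 7.62% (Wilson 95% confidence interval 6.54 to 8.86%). Of the 2532 replicate 1 peaks without overlap, 31 held a site, or 1.22% (interval 0.86 to 1.73%). In replicate 2 the shares were 6.86% (141 of 2054) for overlapped peaks and 1.32% (72 of 5449) for the others. At least 2 sites were held by 17 of the 4063 overlapped peaks of both replicates, or 0.42%, where a Poisson model with the density of sites inside these peaks gave 13.3 (exact Poisson p = 0.19). For all peaks of both replicates, the same model gave 8.35 peaks with at least 2 sites where 21 were observed (exact Poisson p = 0.00017). Widening each peak by 250 bp at both edges brought the share of all peaks with at least 2 sites from 0.17% to 0.30%, with 36 peaks observed and 16.3 given by the model (exact Poisson p = 1.6e-05). Counting sites within 500 bp of the peak center brought the share to 0.32%, with 39 peaks observed and 19.6 given by the model (exact Poisson p = 7.5e-05). Regions bound in both replicates count in each in these numbers, so the peaks are not independent. The model also gives every peak the same density of sites, whereas overlapped peaks held sites more often than the others. Such a mixture of peaks can exceed the model without any clustering of sites, so the excess over all peaks does not show clustering. Svb target genes could not be assigned to peaks, because the gene annotation of genome release 5 was not in the files analysed here. The paper concludes that Svb binding sites show very limited, if any, clustering in ChIP peaks.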

Within the trichome enhancers we validated experimentally, 13 out of 22 display a single Svb site. Furthermore, for the enhancers *tyn2*, *sha3 *and *dyl2*, which contain two to three Svb BSs, the inactivation of individual sites has often limited consequences, as also reported for other TFs [60]. Even if some sites have been missed by computational approaches, the presence of multiple BSs within a short region is not a deterministic feature of active Svb-dependent enhancers.

These findings highlight a paradoxical discrepancy between the enrichment of putative BSs accumulated in Svb downstream genes and the limited number of those acting as *cis*-regulatory elements. Is there a role for this evolutionary accumulation of Svb-like motifs in Svb targets? For example, these sites with presumably weaker affinity (at least *in vivo*) can increase the local concentration of the TF facilitating regulation through a few BSs stably bound *in vivo*, as it has been suggested on thermodynamics grounds [61] or to explain the existence of thousands of binding events that are transcriptionally inactive [5,15].

### Trichome enhancers rely on diverse combinations of *cis*-regulatory motifs

We found that the motif bound by Svb *in vivo *is more constrained than the consensus defined from *in vitro *[35] or one-hybrid approaches [48]. This shows that slight sequence differences, not detected *in vitro*, can play a key role within genomic context [62], such as revealing the influence of co-factors [63].

In addition, other motifs influence which Svb BSs are functional as regulatory elements, a notion well in line with recent results on the *in vivo *specificity of Hox factors [64]. Our statistical approaches identified a more widely spread 'blue' motif. Importantly, only half of the enhancers comprise blue motifs, indicating that there are several ways to build Svb-responsive enhancers. Indeed, the systematic dissection of Emin disclosed an additional motif (TTATGCAA) ultra-conserved across Drosophilidae [41] and contributing to its activity. This 'yellow' motif is retrieved in half of the trichome enhancers, with or without blue motifs. It is, however, barely specifically enriched in Svb-bound regions and therefore was not predicted by our computational analyses (positives versus negative regions), showing the importance of unbiased functional dissection to disclose the full spectrum of *cis*-regulatory elements. Indeed, the disruption of either blue or yellow motifs strongly affects enhancer function in all tested cases, providing experimental evidence of their *cis*-regulatory activity.

Trichome enhancers thus display various combinations of motifs, from those containing only Svb BSs (5/22), Svb plus yellow (4/22), Svb plus blue (6/22) or all three together (7/22). These different motif compositions do not appear to correlate with distinct subclasses of gene function (DM, unpublished data). Furthermore, multiple enhancers from the same gene can harbor distinct combinations, as exemplified by *shavenoid *and to a lesser extent by *miniature *(Figure 8; Figure S6 in Additional file 1). Several studies have shown that motif composition may correlate with a given spatio-temporal pattern - for example, for neurogenic or muscular GRNs [11,16]. Since most trichome enhancers are often active in the very same population of cells, with highly similar dynamics, it is surprising to observe such diversity in their motif compositions. There are four enhancers restricted to dorsal trichome cells, but again they accommodate different motif compositions, with *EminB *and *4702B*, which contain blue motifs, versus *cyrA *and *31559*, which do not. These data thus indicate that trichome enhancers display diverse distributions of functional motifs, supporting that distinct *cis*-regulatory architectures drive highly similar spatio-temporal expression.

### Flexibility in *cis*-regulatory motifs among enhancers versus across species

Although highly constrained sequences, such as the interferon-β enhanceosome, do not seem widely spread [20], developmental enhancers may yet require some 'grammar' for motif positioning [23] - for example, with an optimal pair-wise spacing of motifs [64] that could reflect the cooperative binding of TFs. For trichome enhancers we did not detect any obvious bias in the number or respective arrangement of the *cis*-regulatory motifs they rely on (Figure S2 in Additional file 1). Likewise, recent results from the analysis of *Drosophila *cardiac enhancers support that similar expression patterns can be generated from divergent compositions and positioning of motifs [10,65].

That several different inputs lead to similar enhancer outputs does not, however, formally rule out the existence of constraints, even though they are not detected by 'horizontal' comparison of different enhancers within the same species. An independent way to evaluate this possibility is to look at the evolution of individual regulatory regions throughout species [15,21]. Across Drosophilidae, trichome enhancers often display similar numbers and organization of *cis*-regulatory motifs (Figure 8; Figure S6 in Additional file 1). Furthermore, besides turnover of some motifs, svbF7, blue and yellow motifs are often embedded within short-sized islands of high evolutionary conservation, when compared to neighboring sequences (Figure 8). Similar strong evolutionary conservation was also noticed for the binding site of Twist [62] and its partner TFs [15], although these studies did not examine evolution of the detailed pattern of motif positioning. These data therefore suggest that despite diverse arrangements of motifs, patterns of evolutionary conservation likely represent the signature of functional constraints that locally shape the architecture of individual enhancers.

## Materials and methods

### Fly strains and transgenic constructs

We used *btd*, *svb^1 ^*or *svb^R9 ^*[30,31] and *pri^1 ^*[34] stocks kept over green fluorescent protein (GFP) balancers. To delineate the epidermal enhancer of *sn *and *sha*, transgenic lines were initially generated using P-element-mediated transformation (Fly Facility) and at least three independent insertions were analyzed for each construct. We then switched to the PhiC31 system (Bestgene, Chino Hills, CA, USA) to quantify effects of mutations, with all constructs integrated at the same location (*zh-86F*), except for *sha1*, *sha3 *and *snE1*, for which mutant versions were assayed in P-elements for homogeneity (Additional file 3). Genomic regions were amplified and cloned into pCasper or pAttB lacZ derivatives. QuikChange II XL site-directed mutagenesis (Agilent Technologies, Santa Clara, CA, USA) was used to introduce point mutations in enhancers, or CCGCCGGCGG stretches for linker scanning of *Emin*. All constructs were verified by sequencing. Details (genomic position) of the CRM are given in Additional file 3.

### Embryo staining

Dig- or biotin-labeled antisense RNA probes were used for *in situ *hybridization following standard protocols and embryos imaged using a Nikon Eclipse90i microscope. For immunodetection of lacZ reporter expression, 10- to 14-h embryos were stained using anti-β-galactosidase (1/1,000; Cappel, MP Biomedical, Solon, OH USA) and Alexafluor488 (Molecular Probes, Life Technologies, Carlsbad, CA, USA). Pictures were taken with a Leica SP2 confocal microscope, using the same settings to allow quantitative comparisons.

### Microarrays

We hand selected 13- to 15-h *svb^R9 ^*or *pri^1 ^*embryos using GFP balancers. We subjected 200 embryos to trizol (Invitrogen, Life Technologies, Carlsbad, CA, USA) extraction and RNA quality was monitored using Agilent Chip. Five independent samples of each genotype were used for microarrays (Affymetrix, Santa Clara, CA, USA; IGBMC, Strasbourg, France). Data extraction and normalization were performed using Affymetrix software and statistical analyses with R. A more than two-fold difference in expression levels between mutant genotypes was the most efficient criterion to retrieve Svb downstream genes (with a false discovery rate of 0.01 for *pri*). The top 150 genes down-regulated in both *pri *and *svb *mutants defined the set of Svb-regulated genes. One-hundred genes showing irrelevant variation of their expression (*P*-value > 0.8, false discovery rate >0.99) were used as a negative control set. The data discussed in this article have been deposited in NCBI's Gene Expression Omnibus [66] and are accessible through GEO series accession number GSE48997. Details are given in Additional file 3.

### ChIP-seq

A *svb *rescue construct (RSQ8) [34] was used for ChIP-seq experiments. It expresses a Svb-GFP protein under the control of two *svb *enhancers (medial and proximal) driving specific expression in epidermal trichome cells. Stocks were expanded to fill three population cages. Adults were allowed to lay eggs for 2 hours on apple juice plates covered with yeast. Embryos deposited on the plates were aged for 12 h at 25°C. Chromatin was collected from approximately 100 mg of whole embryos for each replicate chromatin collection. ChIP was done with an anti-GFP antibody as described [8]. Data presented are from two independent replicates. Peaks were called for single replicates using MACS *P *< 0.00001 for downstream computational analyses. 

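Peak strength was compared between replicates over the 2523 replicate 1 peaks overlapped by a replicate 2 peak, each paired with the overlapping peak. Across these pairs of peaks, which are not independent replicates, the scores had a Spearman rho of 0.51 and a Pearson r of 0.51 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give). When the peaks of each replicate were divided by score into 5 groups of equal size, the share overlapped by the other replicate was 38.8% in the group with the lowest scores and 59.9% in the group with the highest scores of replicate 1. The replicate 1 groups between these had shares of 37.1, 38.2 and 44.3%, so the share did not rise over the lower groups. In replicate 2 it rose at every step, from 7.3% to 69.9%. Among shared peaks, the strongest in replicate 2 lay on 3R from 21943172 to 21943765, and the replicate 1 peak at this position ranked 2235. The next lay on 2L from 540492 to 541333 with rank 28 in replicate 1, and the peak on X from 1026518 to 1026971 ranked 3 in both replicates. The others, in order of score in replicate 2, were on 2L from 8840415 to 8841162, 3R from 19286364 to 19286900, 3R from 4780358 to 4782582, 2L from 15913414 to 15913999, 3L from 18095137 to 18095895, 3L from 6968837 to 6969422 and X from 4916859 to 4918446. Their ranks in replicate 1 were 84, 143, 97, 27, 34, 353 and 102. A conserved svbF7 site lay inside the peaks on 2L from 15913414 and on 3L from 18095137, and inside none of the other 6 on arms that the svbF7 list covers. Restricting each replicate to its 2000 highest-scoring peaks, a setting chosen after seeing the data for the correlation, lowered rho to 0.30 over 795 pairs.

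**Figure D2:**
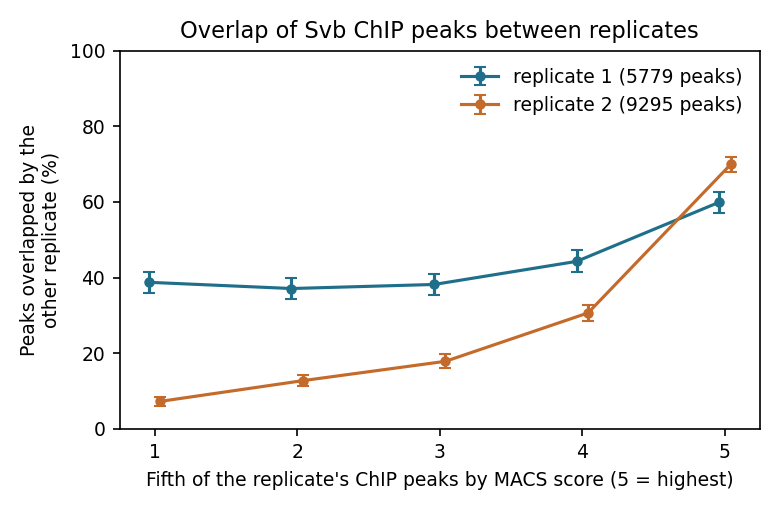
Share of ChIP peaks overlapped by a peak of the other replicate (vertical axis, %) in 5 groups of equal size by MACS score (horizontal axis, lowest to highest), for replicate 1 and replicate 2, with Wilson 95% confidence intervals as error bars. From the lowest to the highest group, the shares are 38.8, 37.1, 38.2, 44.3 and 59.9% in replicate 1. In replicate 2 the share rises at every step, from 7.3 to 69.9%.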

MACS was used to call loose criteria peaks for two replicates of RSQ8 12- to 14-h embryos. Those peaks were then used for an IDR (Irreproducible Discovery Rate) analysis (IDR = 0.02). DNA sequencing libraries were generated with Nextera DNA Sequencing Library kits (VWR, Radnor, PA, USA) Details are given in Additional files 3 and 4. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [66] and are accessible through GEO series accession number GSE48791.

### Motif detection and genome analysis

Detection of motifs enriched in Svb-dependent and Svb-independent epidermal genes was performed using cisTargetX [40]. For *de novo *motif discovery, genomic sequences of enhancer and negative regions were processed through a C++ program and statistical operations performed within the R software, as described [47]. To compute the cross-correlation between conserved motif instances and Svb ChIP-Seq data, we defined a 10 kb window centered around each ChIP peak, collected distances of each motif to the peak center and plotted these values using a 500 bp bin. In the cases of Svb-regulated and control genes, each ChIP peak was associated with the nearest transcription start site. Further details are available in Additional files 3 and 4.

## List of abbreviations used

bp: base pair; BS: binding site; ChIP: chromatin immunoprecipitation; CRM: *cis*-regulatory module; GFP: green fluorescent protein; GRN: gene regulatory network; TF: transcription factor.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

SA, FP and SP designed the experiments, MS, HR and VH statistical analyses; DM, MS, IF, RS, JZ, IG, YL, PF, SA and SP performed the experiments and are listed according to their contributions. SP and FP wrote the paper and all authors commented on the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplementary figures**. Click here for file

Additional file 2 **Legends to the supplementary figures**. Click here for file

Additional file 3 **Supplementary information (details of experimental procedure, constructs, and so on)**. Click here for file

Additional file 4 **bed files (BS prediction, Chip-seq)**. Click here for file

# Supplementary material for: Genome-wide analyses of Shavenbaby target genes reveals distinct features of enhancer organization
**Source:** Genome Biol. 2013 Aug 23;14(8):R86. doi: 10.1186/gb-2013-14-8-r86

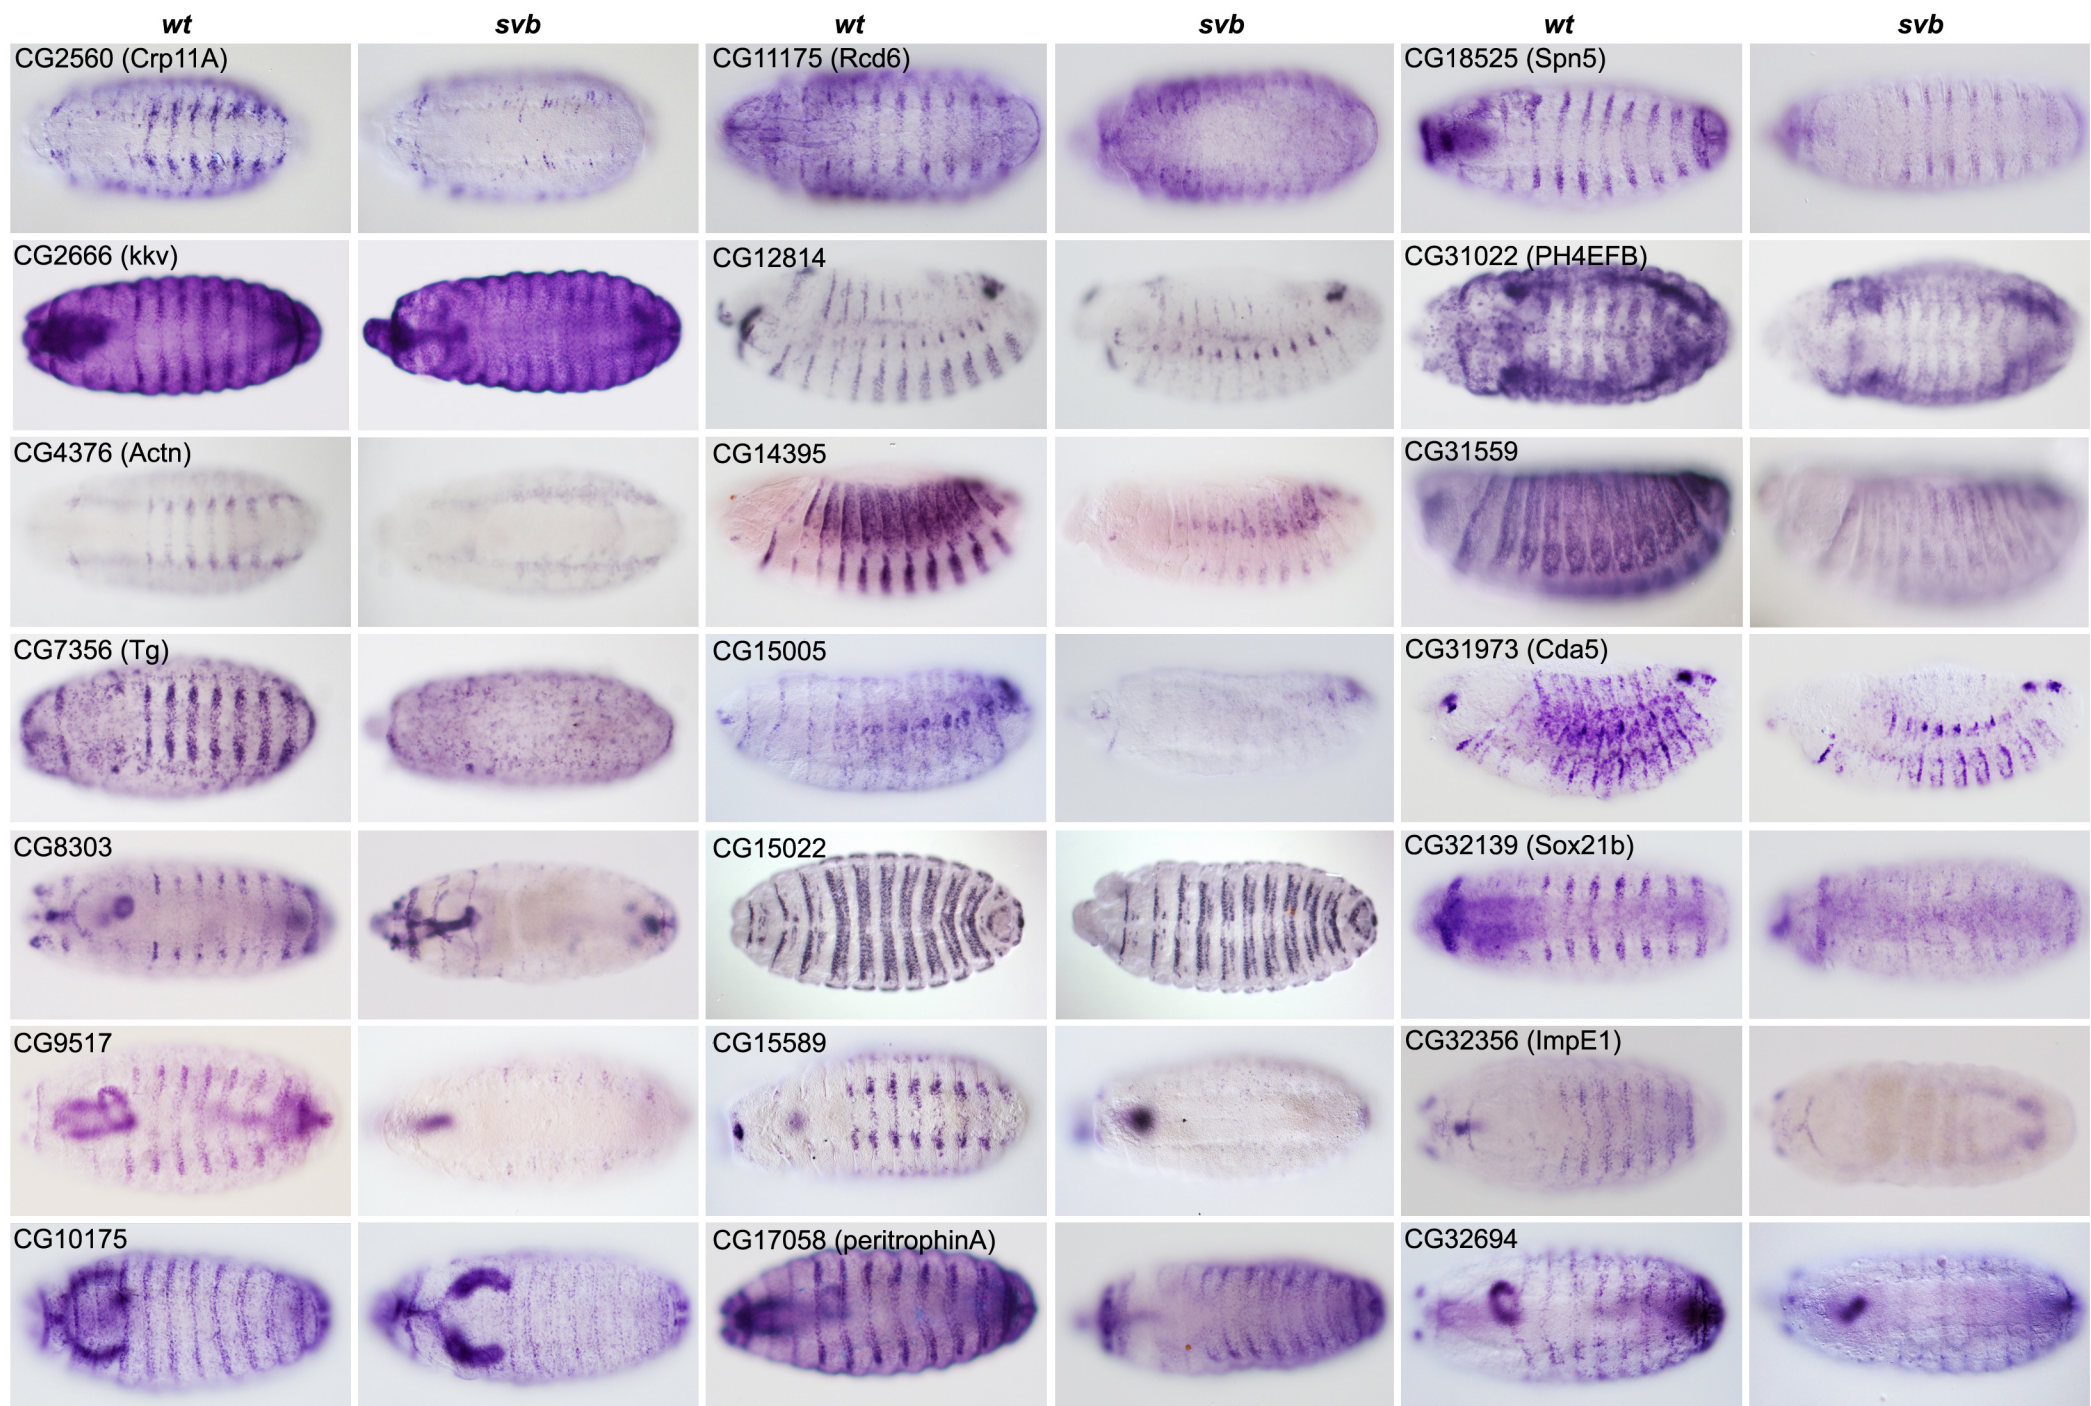

**Menoret *et al.*; Figure S1A**

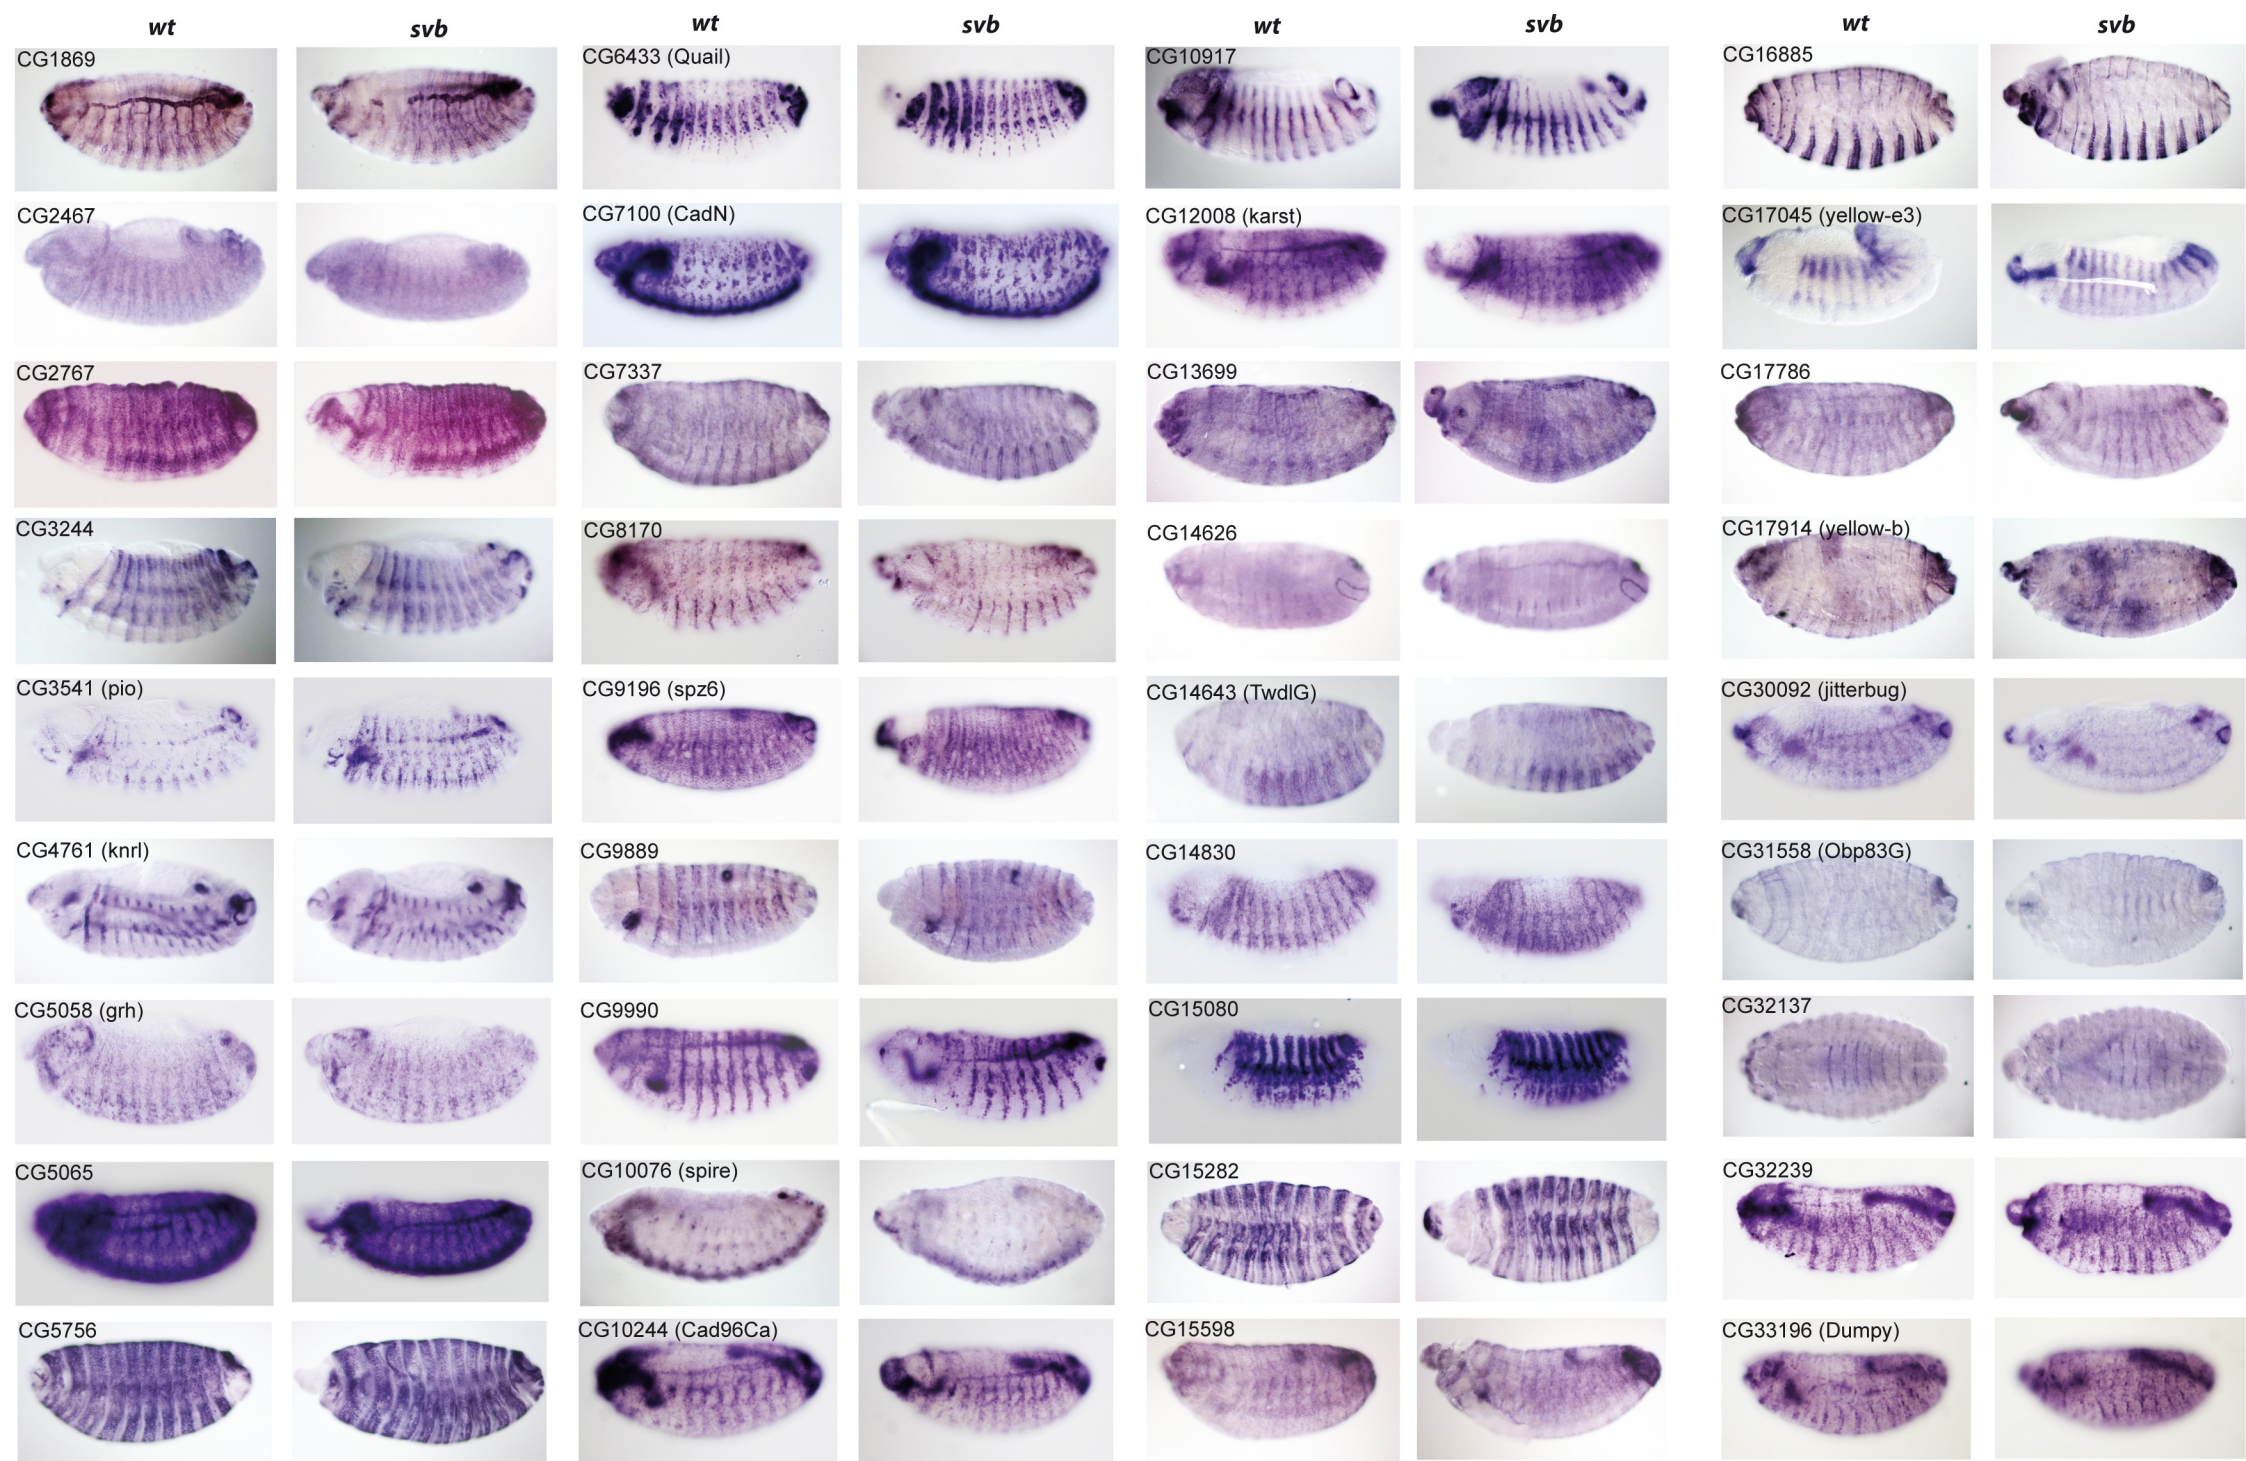

Menoret *et al.*; Figure S1B

**cis-TargetX motifs detection**  
epidermal control genes

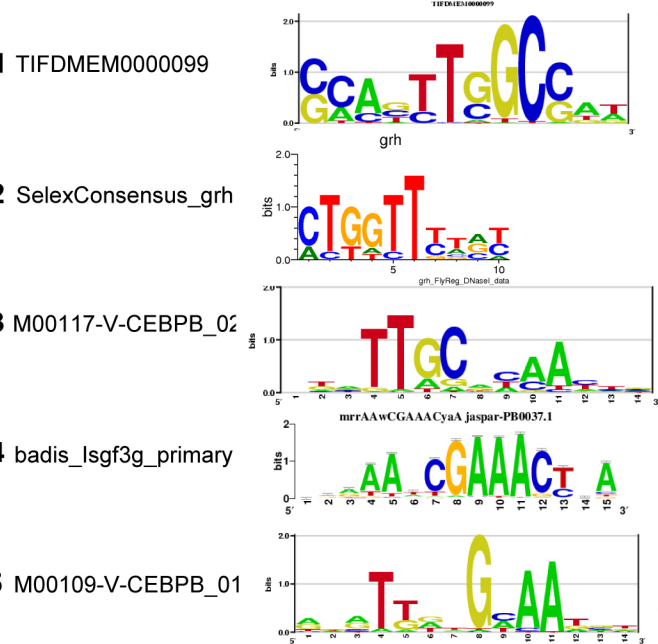

39 SvB downstream genes

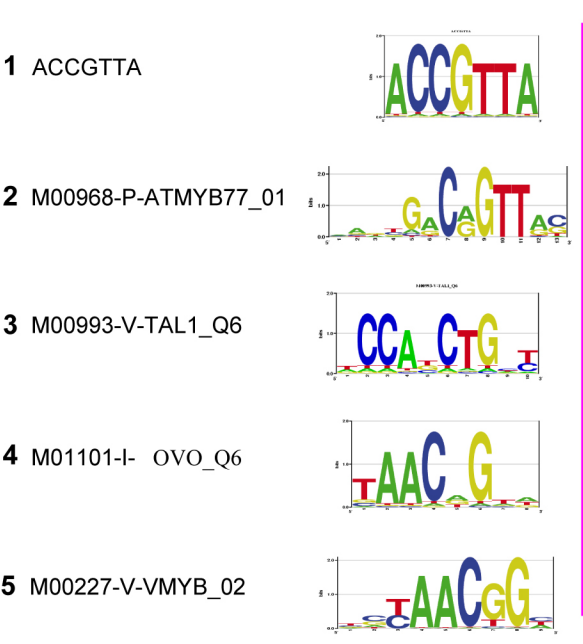

39 SvB downstream genes + SvBF7 & BM

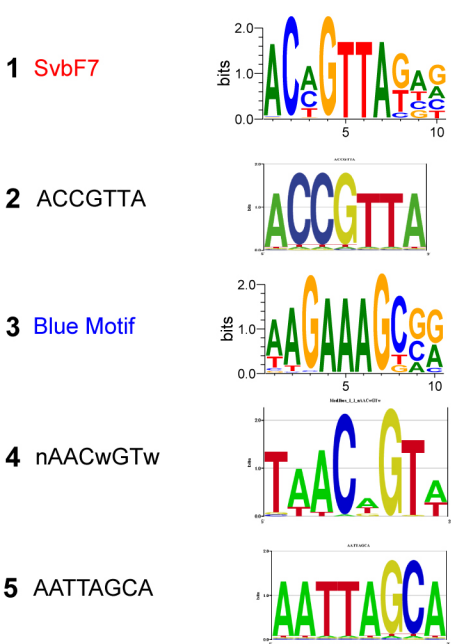

**Ranking of genomic predicted regions**

| CisTargetX<br>predicted<br>CRMs | dyl1 | 15589 | cyrA | snE5 | dyl2 | pmin | f2 | 32159 | Emin | sox21b | sn-enh1 | sha3 | snH5 | snB2 | nyo3 | snE1 | sha-intron | EminB | f5 | sha2 | f4 | cyrB | snP | nyo1 | snE4 |
|---------------------------------|------|-------|------|------|------|------|----|-------|------|--------|---------|------|------|------|------|------|------------|-------|----|------|----|------|-----|------|------|
| OvoQ6                           | 1    | 3     | 4    | 5    | 8    | ND   | 9  | ND    | ND   | 13     | 21      | 23   | 24   | 32   | 38   | 43   | 50         | ND    | 55 | 63   | 73 | 77   | 79  | 80   | 82   |
| svbF7                           | 11   | 1     | 2    | 52   | 15   | 21   | ND | 24    | 26   | ND     | 104     | 34   | ND   | 58   | 7    | 38   | ND         | 55    | ND | 10   | ND | ND   | ND  | 97   | ND   |

**Additional epidermal CRMs identified**

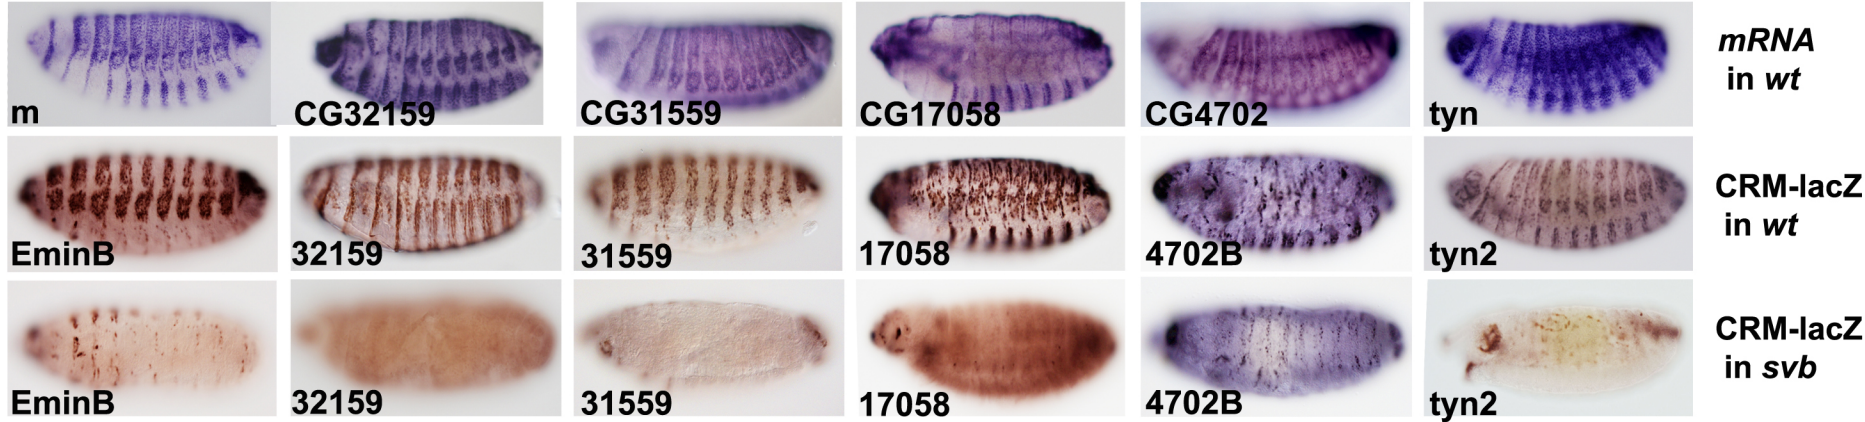

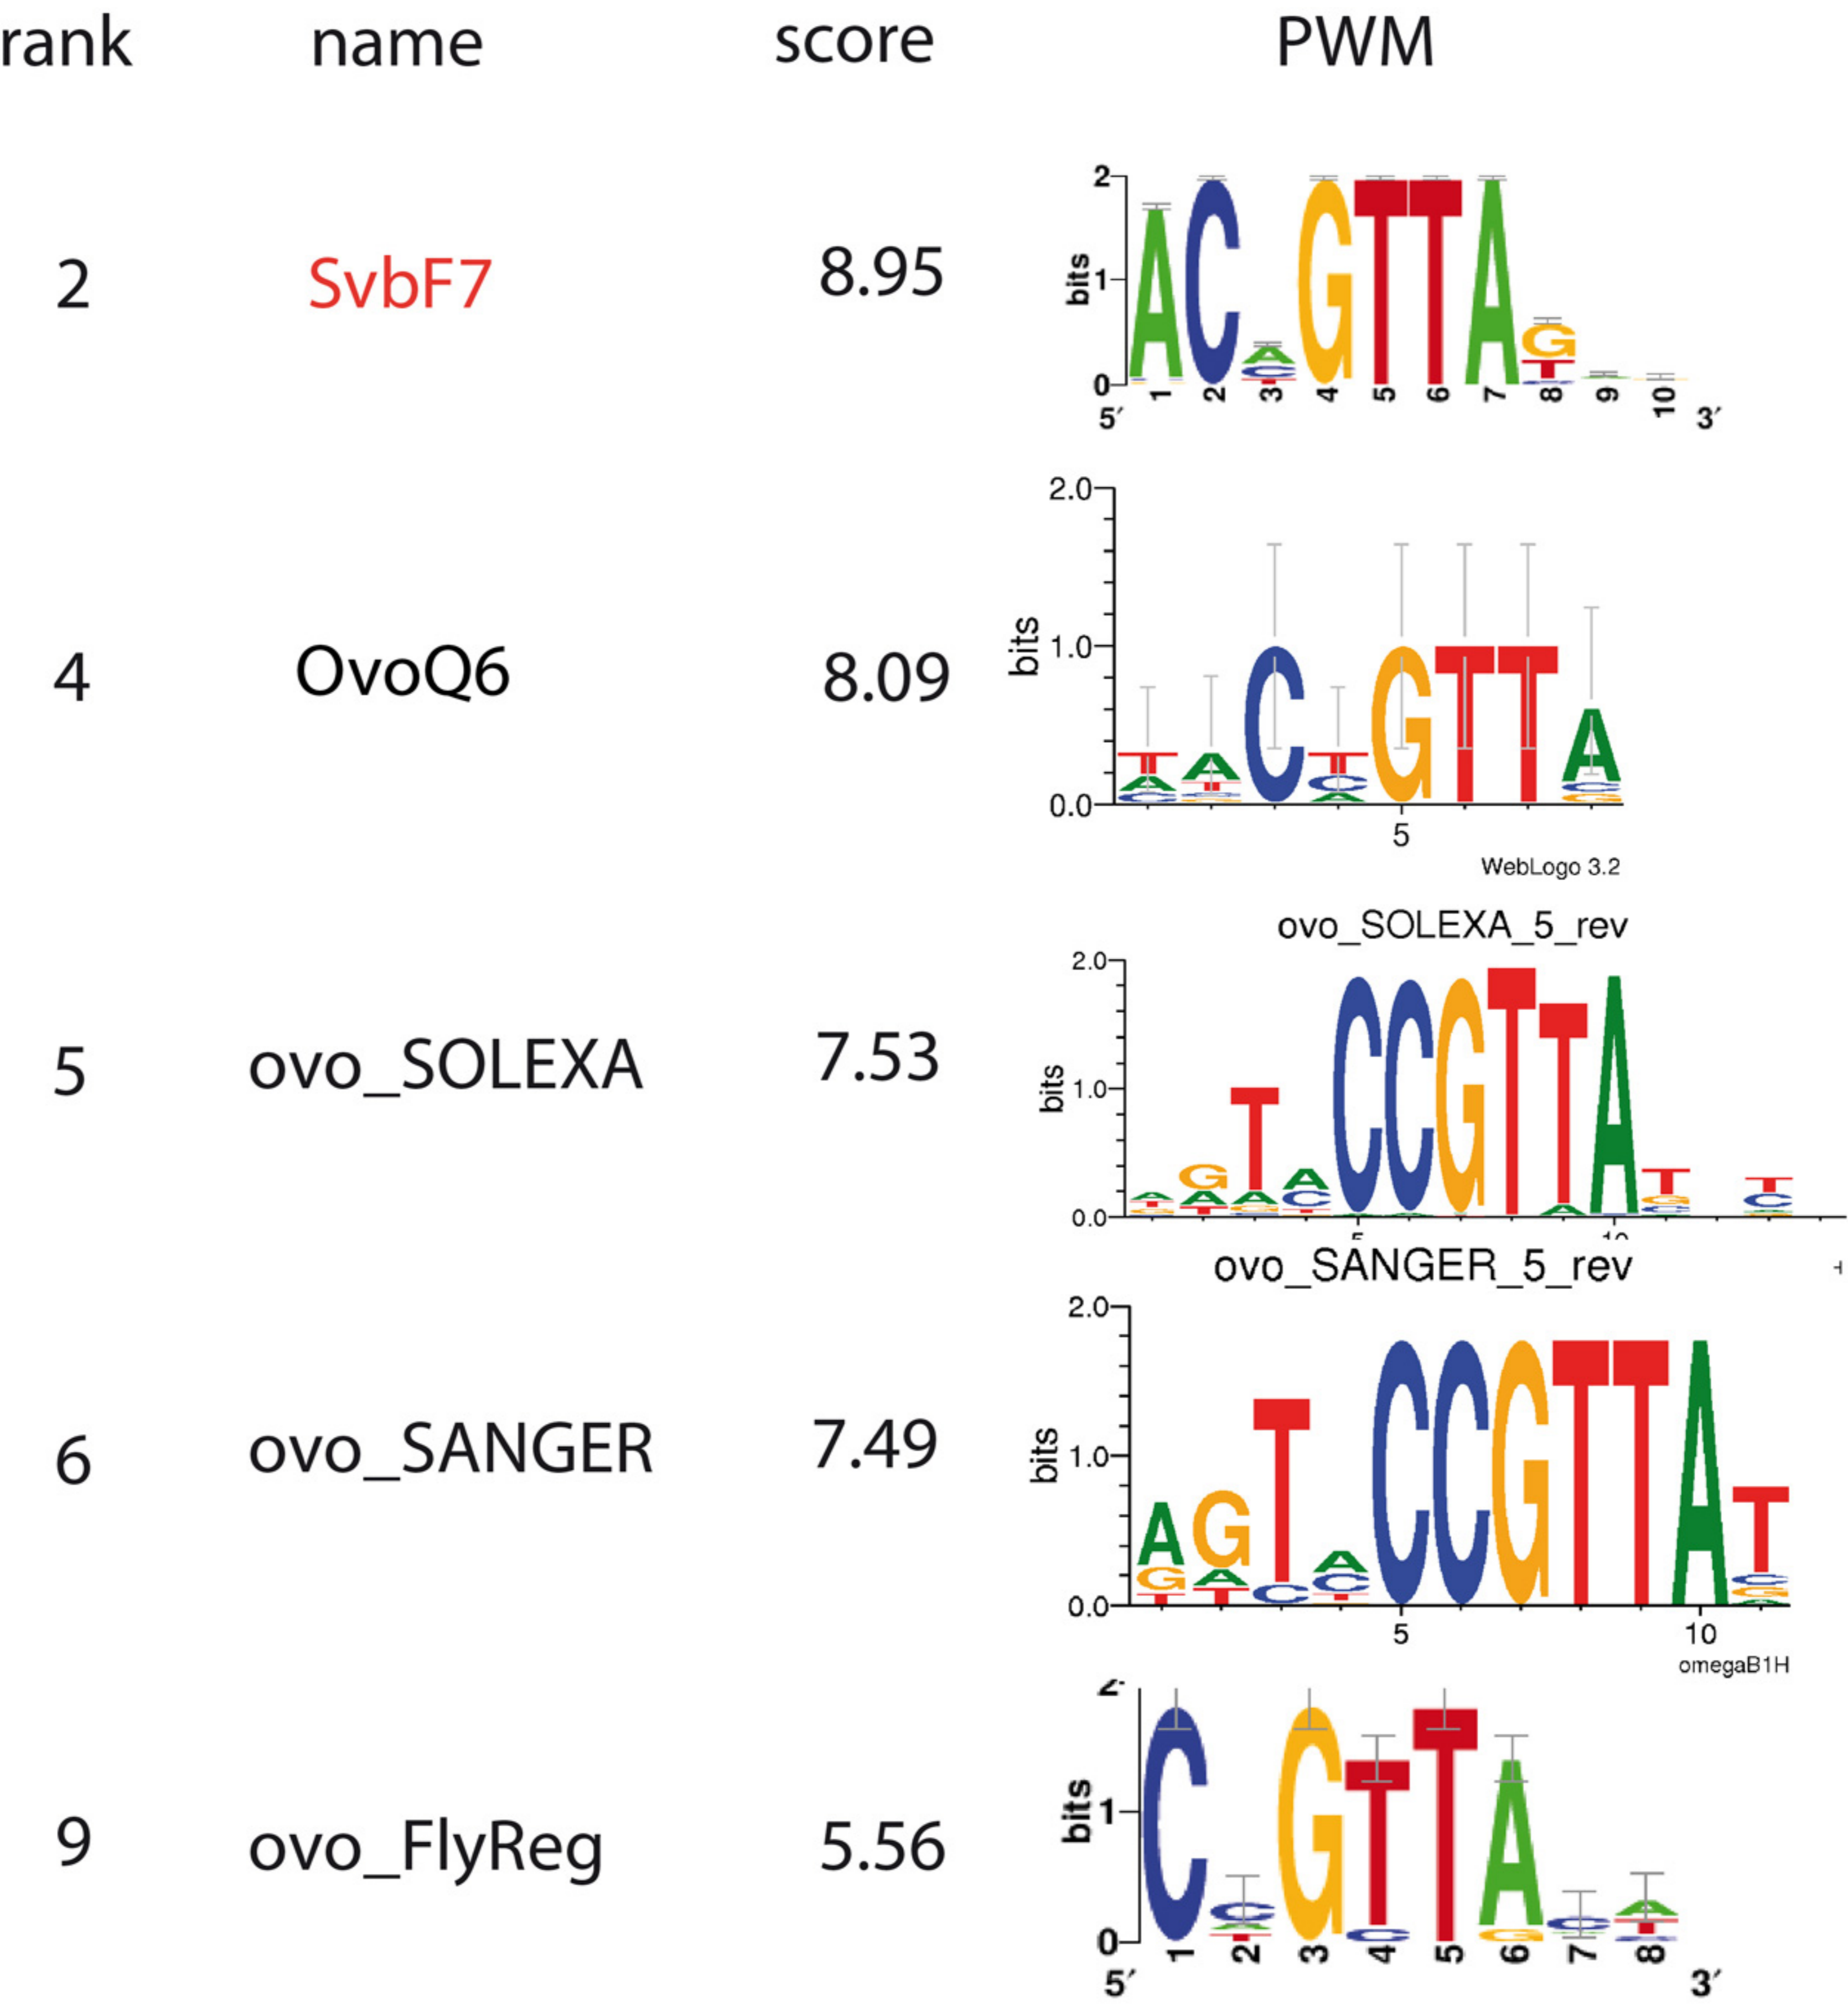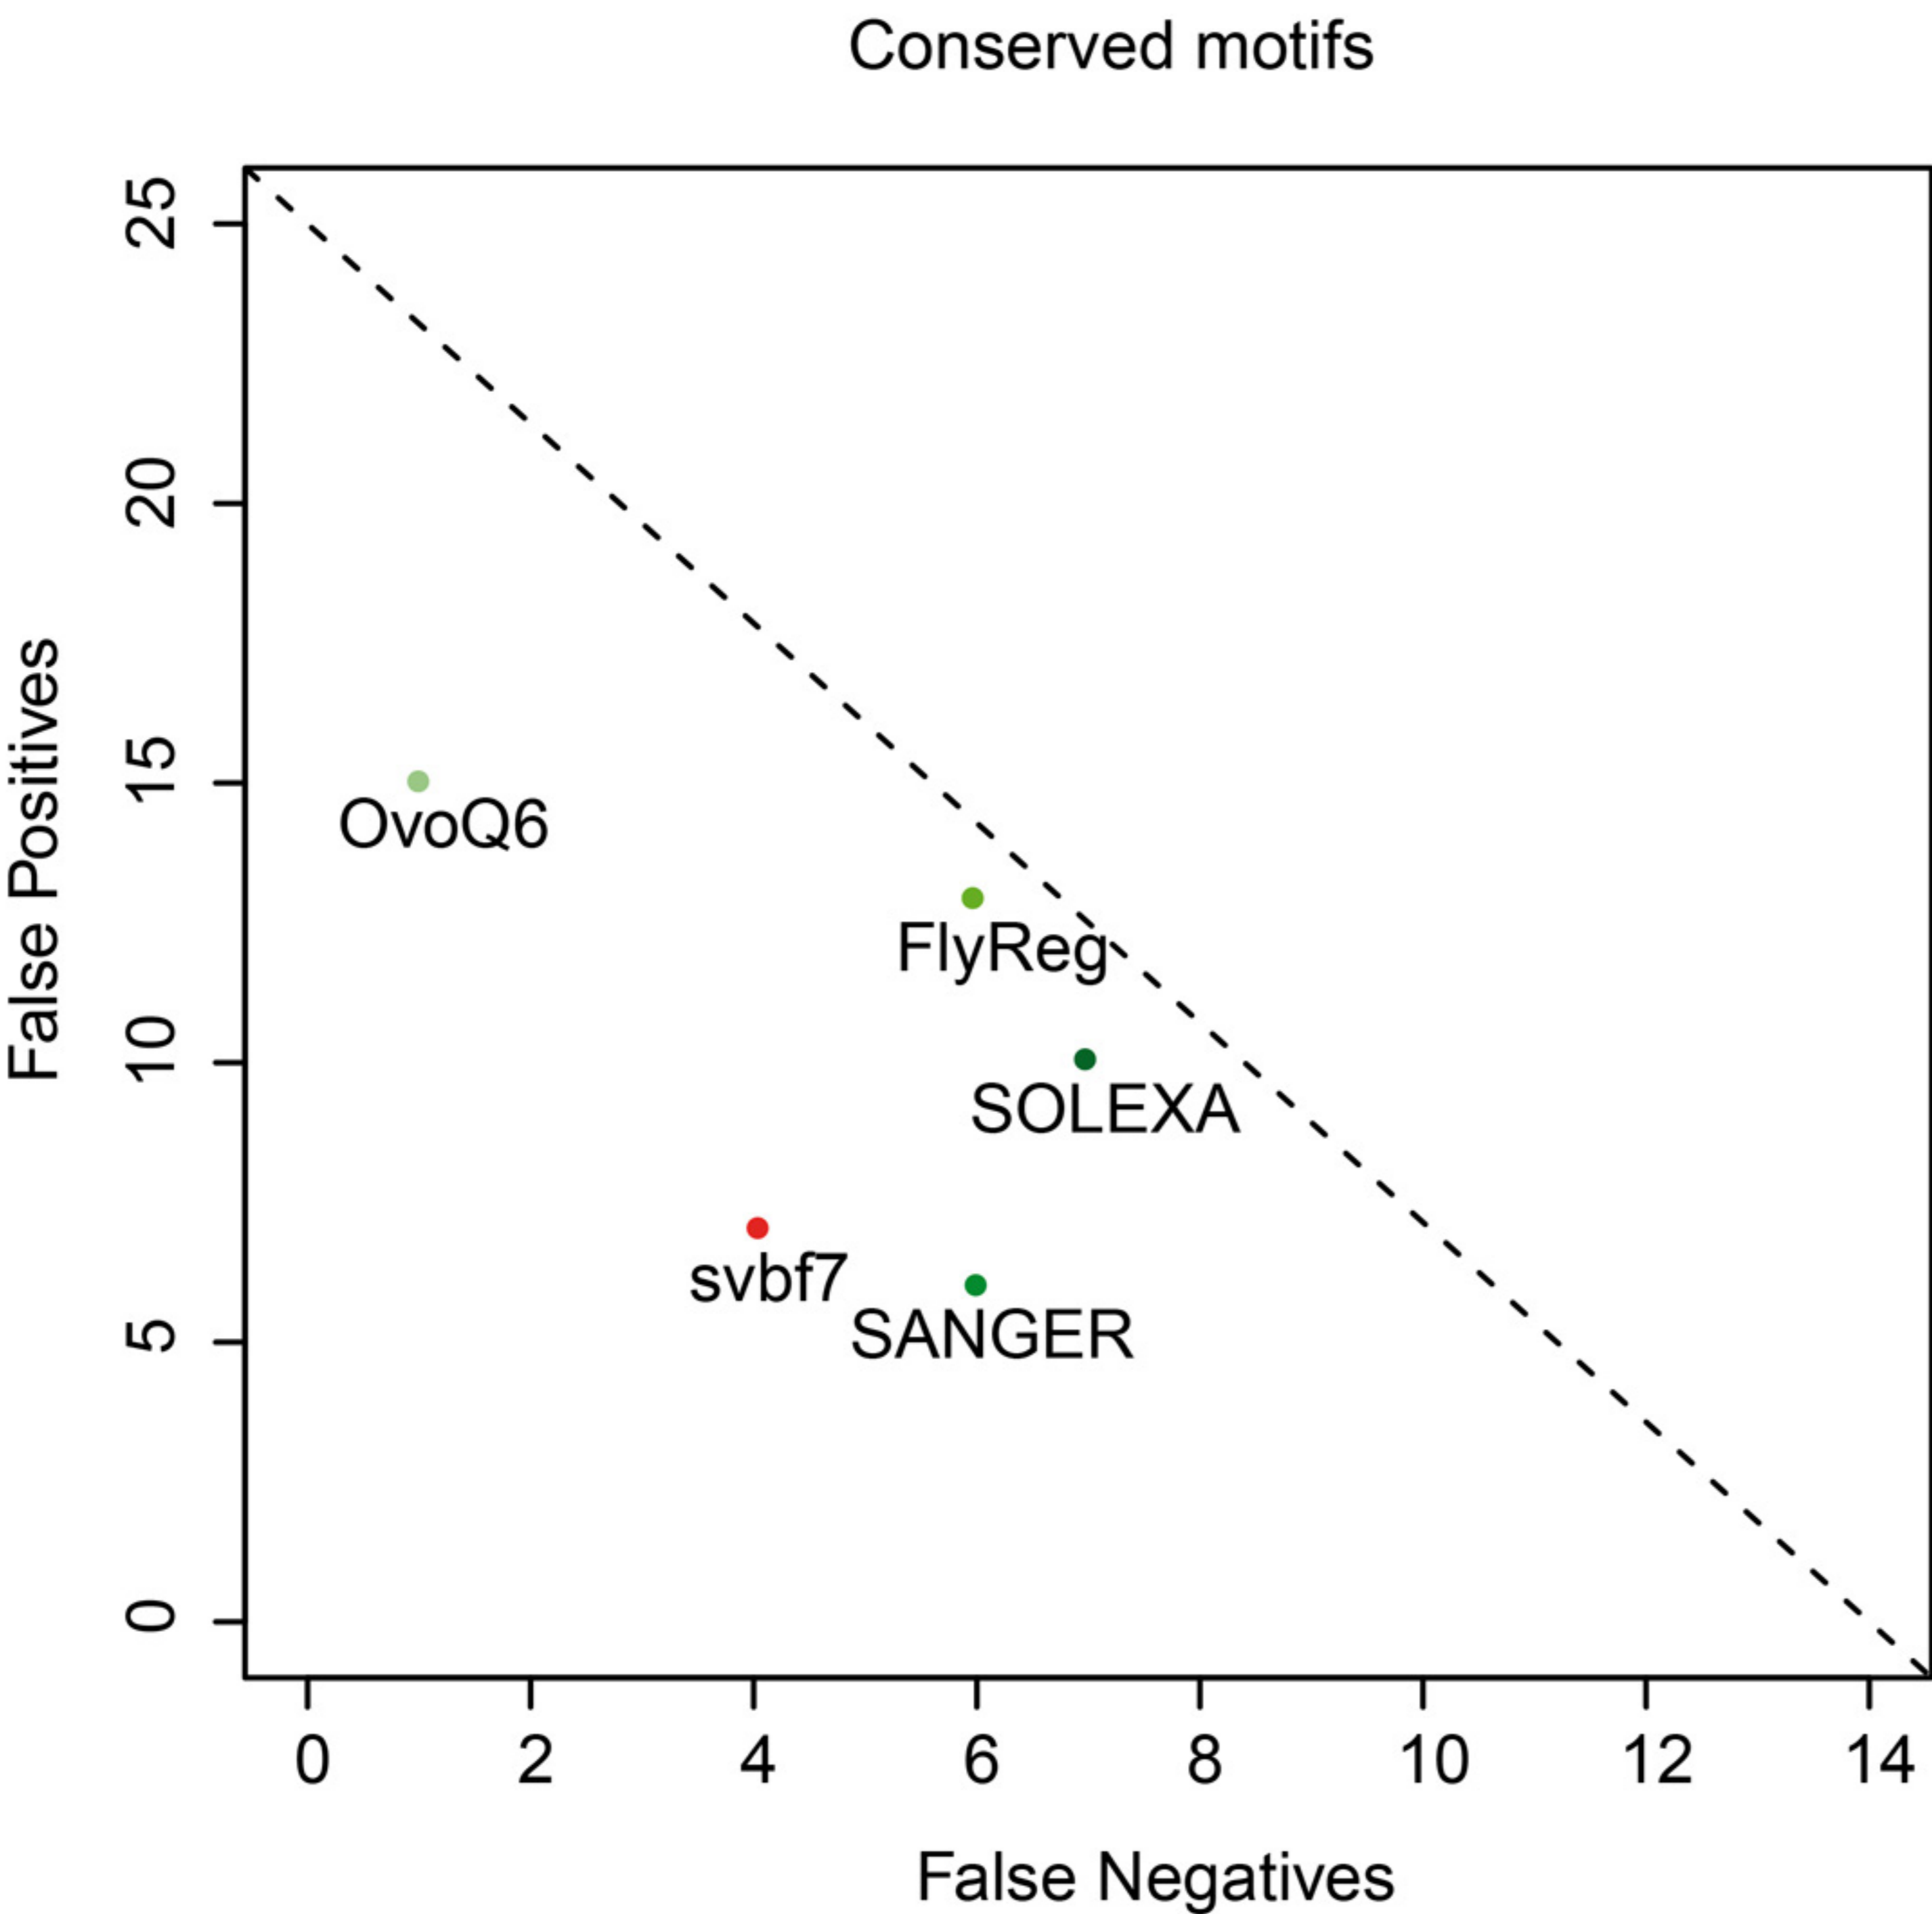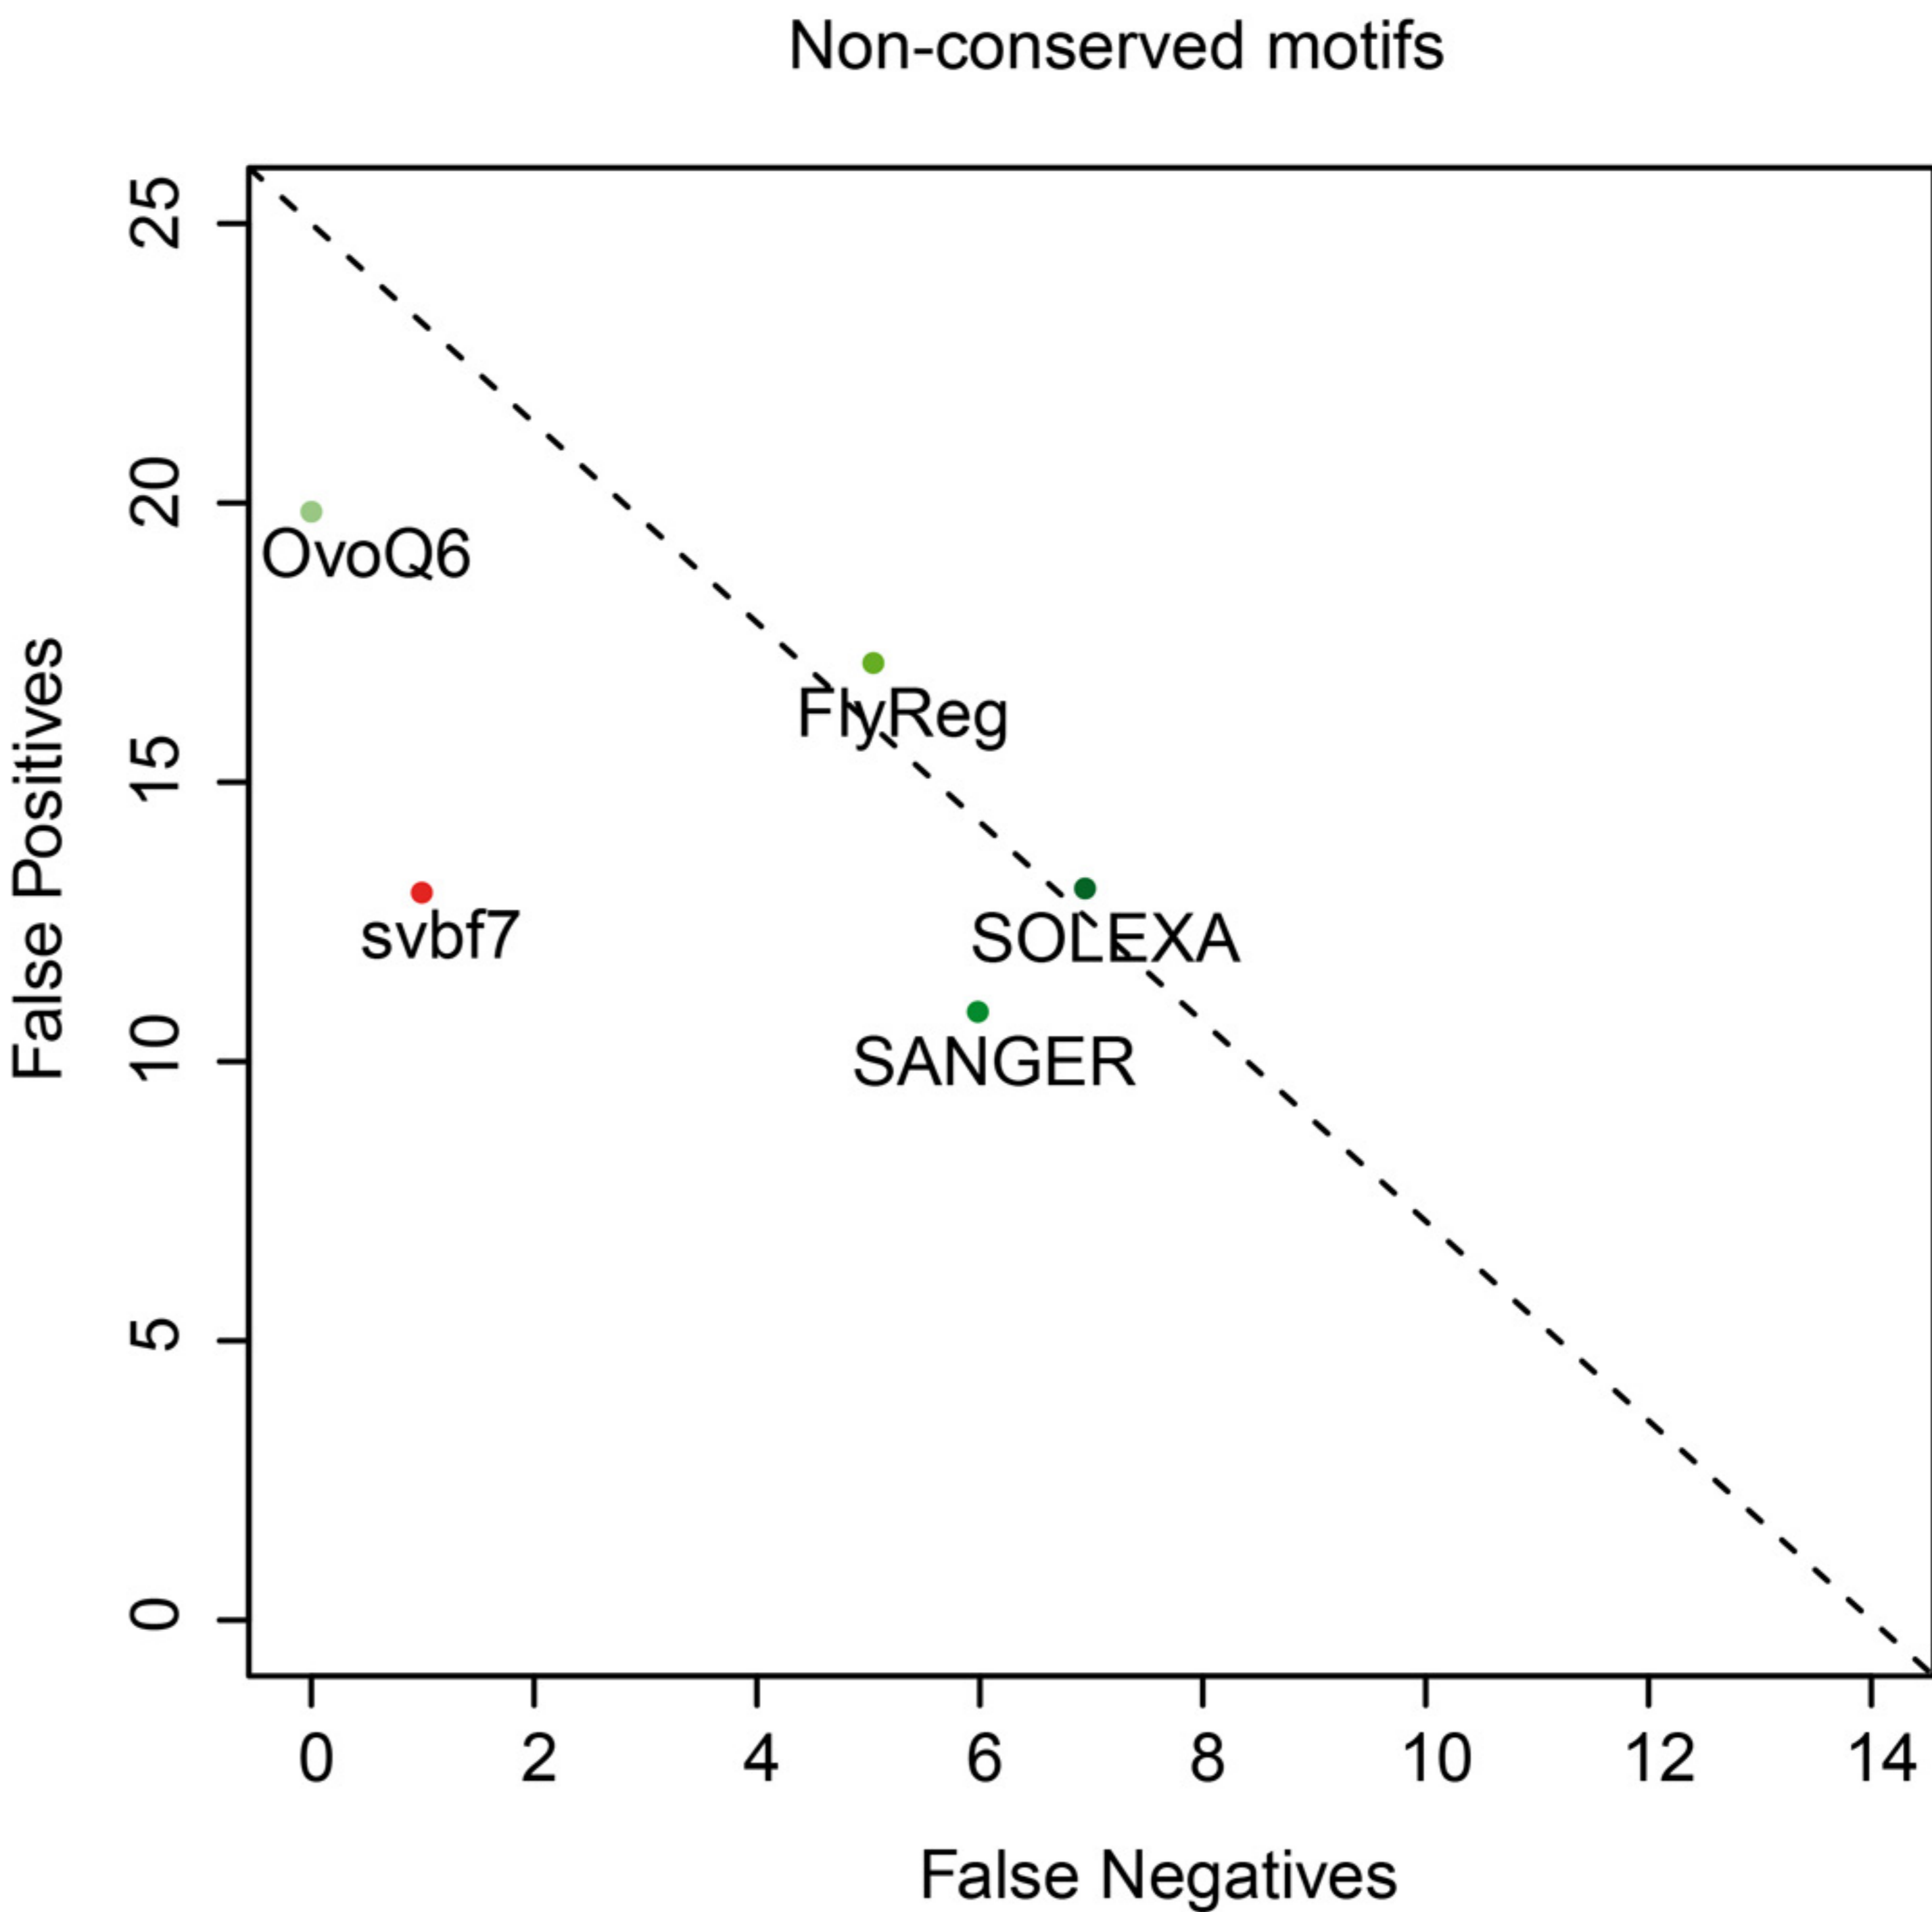

Menoret *et al.*; Figure S1D

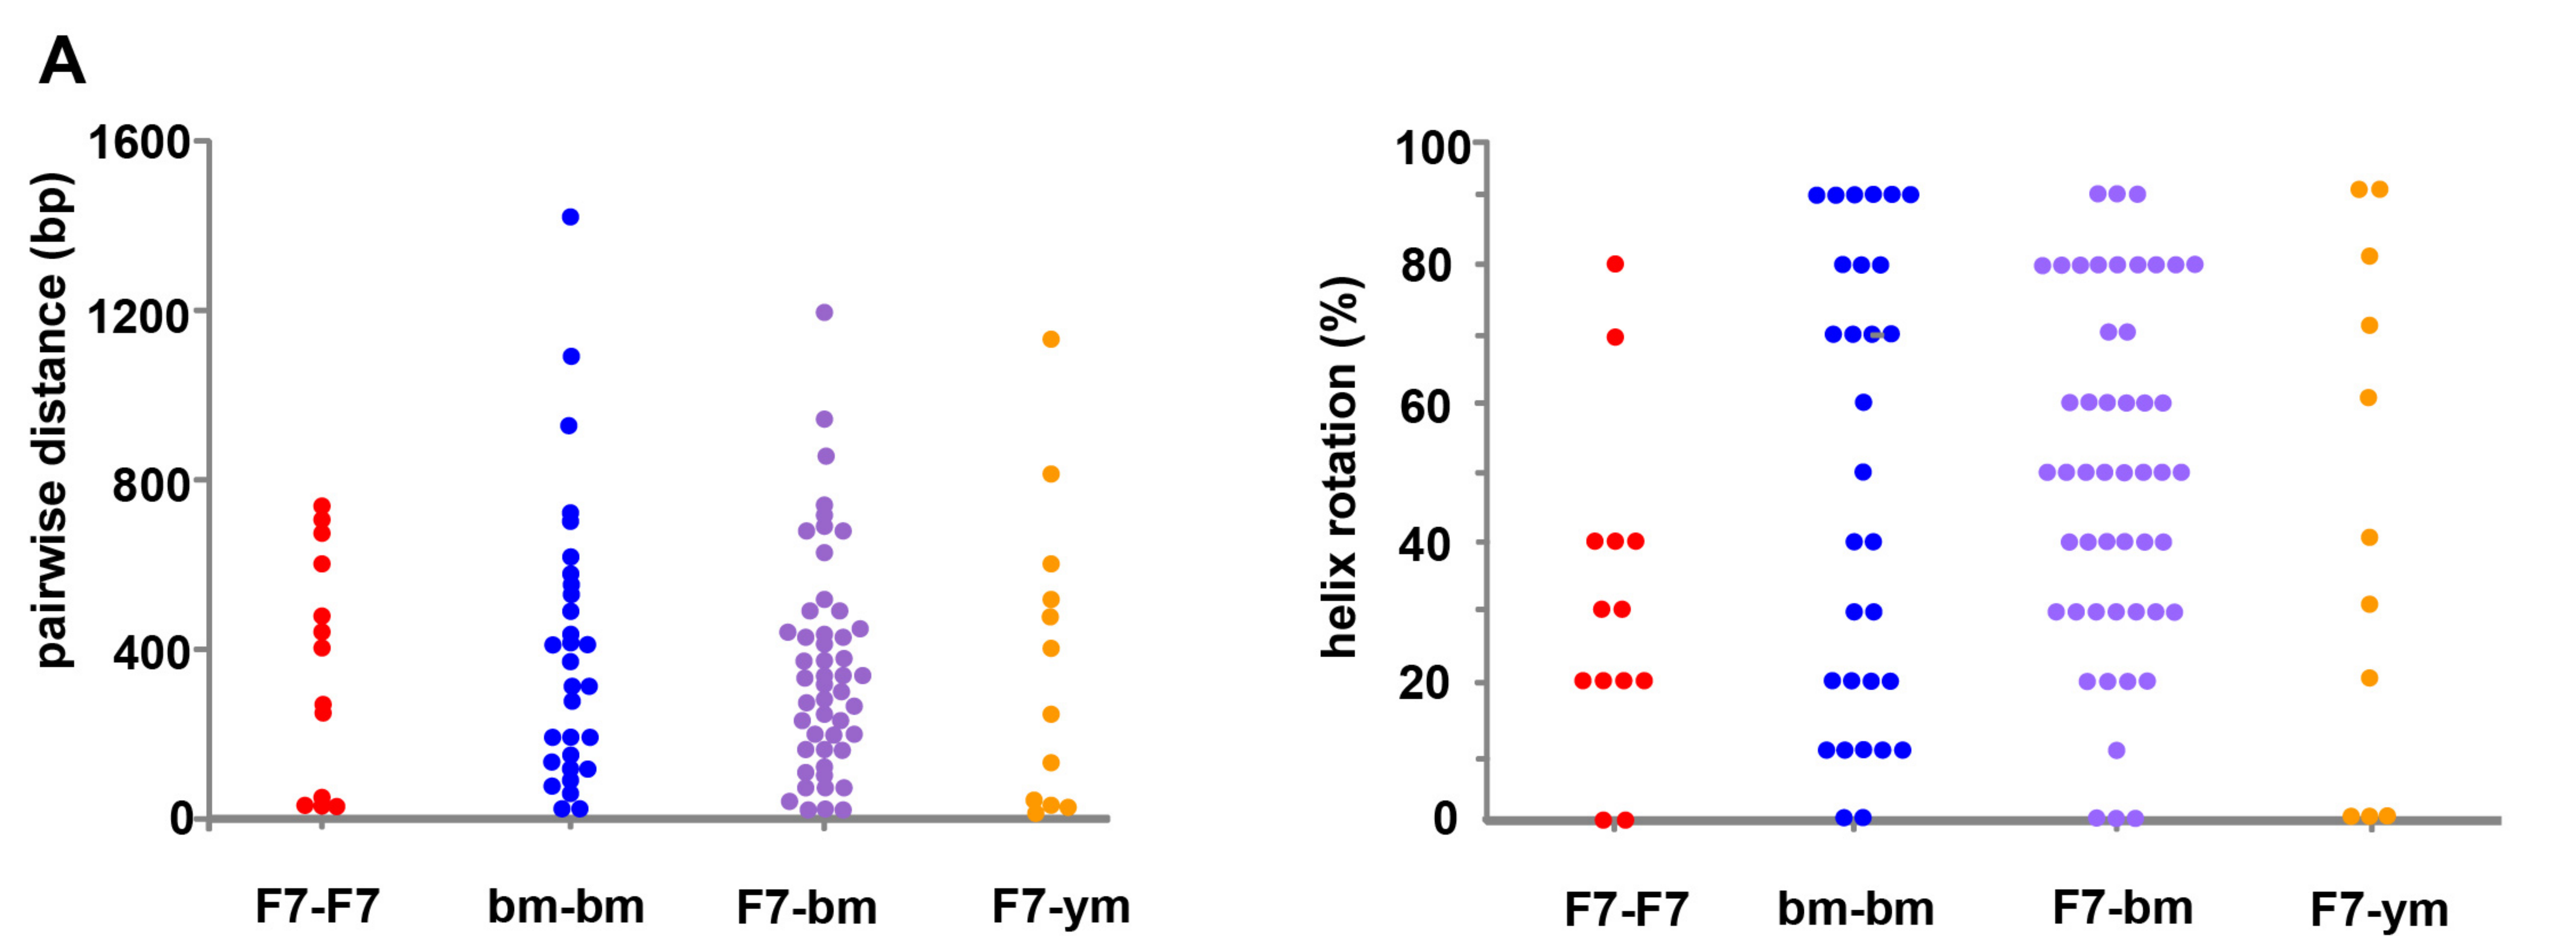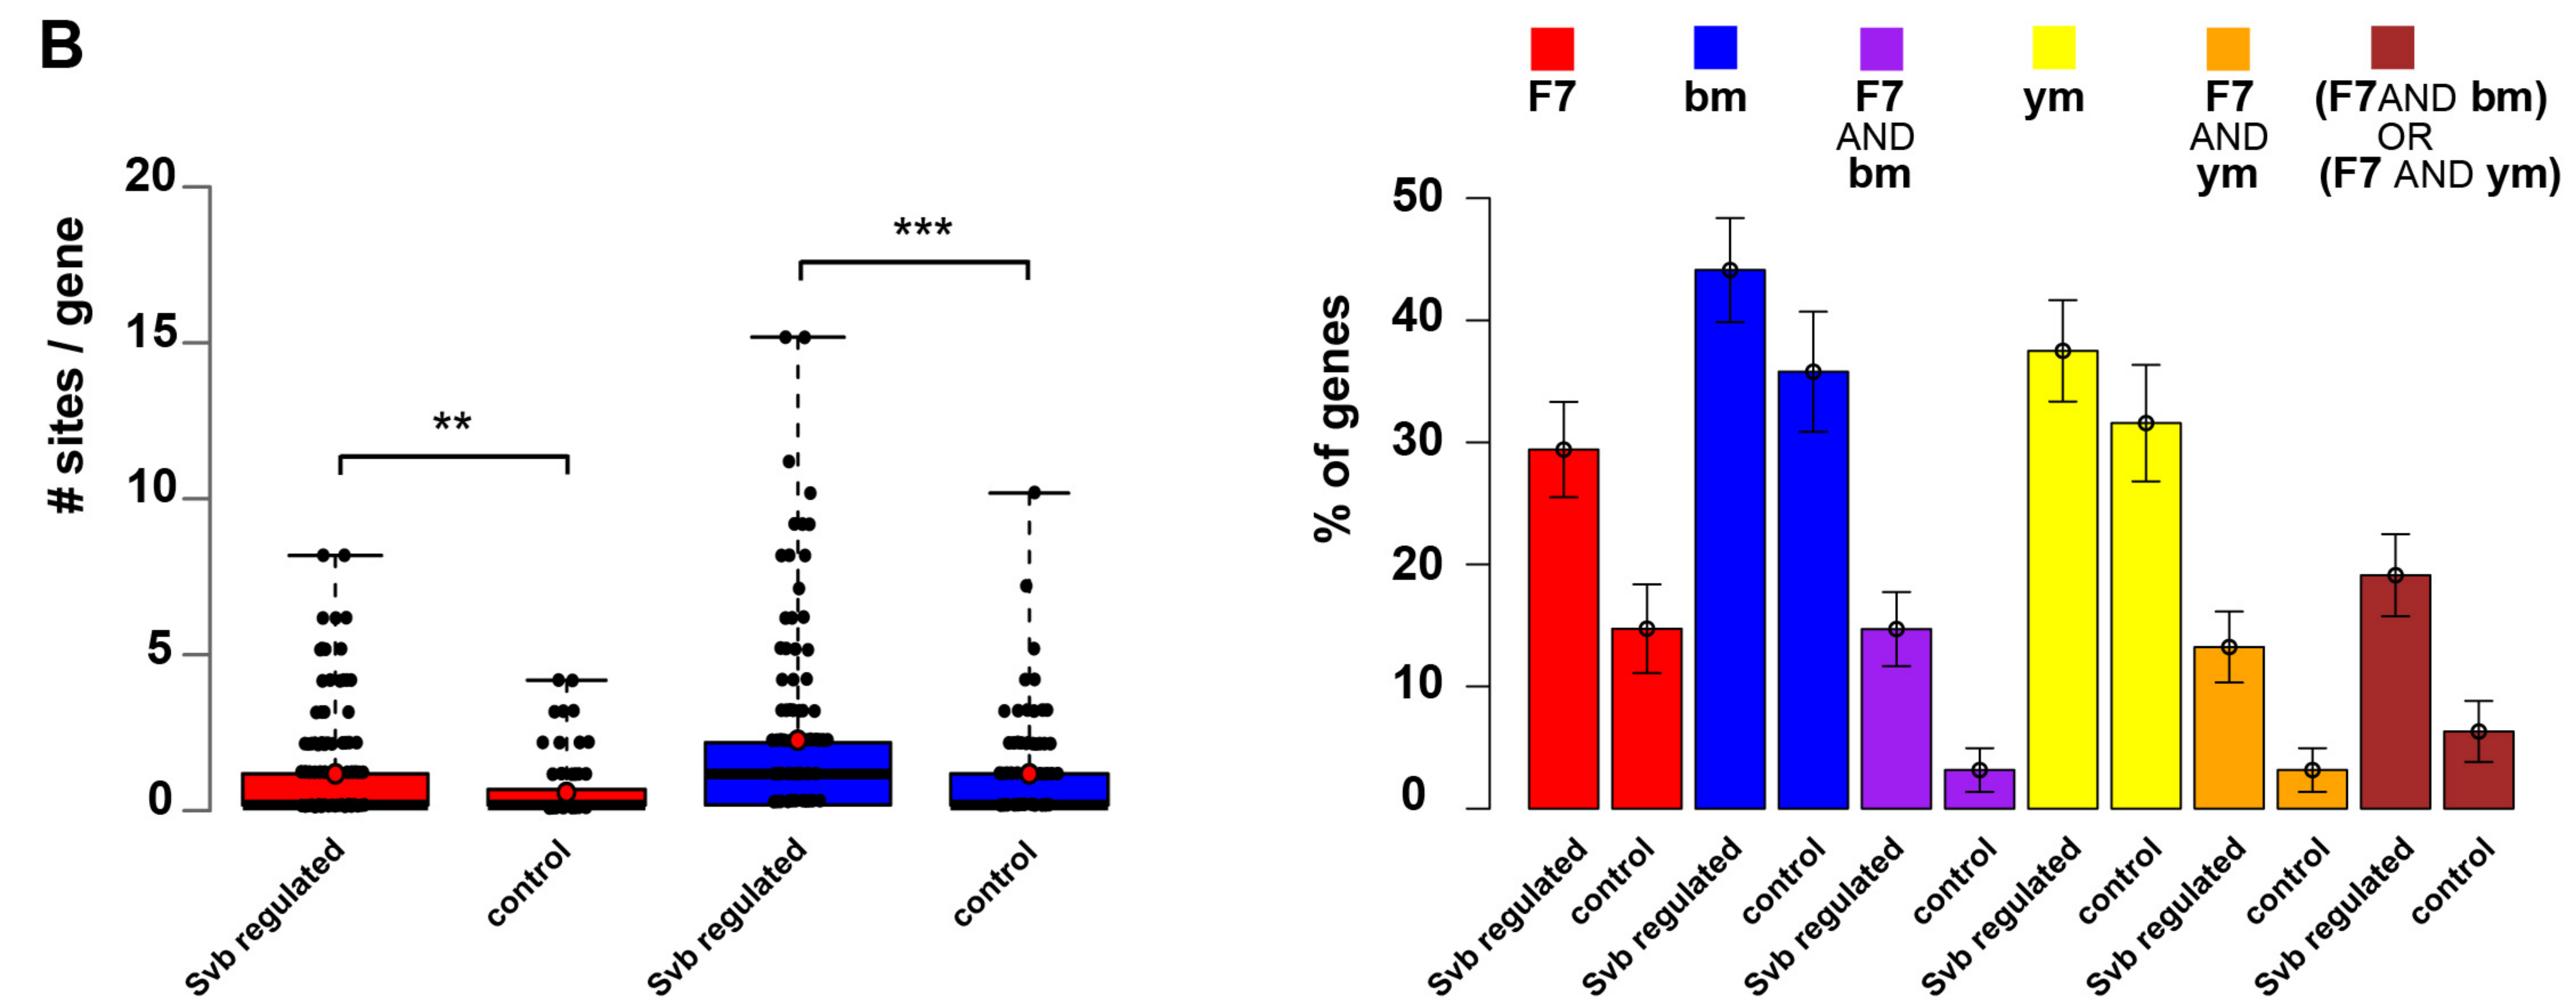

|                         |         |                                      |         |                              |      |      |     |     |     |     |     |     |                |     |                  |
|-------------------------|---------|--------------------------------------|---------|------------------------------|------|------|-----|-----|-----|-----|-----|-----|----------------|-----|------------------|
| <a href="#">sec23</a>   | CG1250  | secretory pathway                    | stripes | salivary gland               | 94,5 | 41,8 | yes | ND  | no  | no  | no  | yes | 136            | yes | this work, FigS4 |
| <a href="#">CG31559</a> | CG31559 | thioredoxin                          | stripes | foregut                      | 94,8 | 14,3 | yes | yes | no  | yes | yes | yes | 90,236,92      | yes | this work, FigS1 |
| <a href="#">CG11771</a> | CG11771 | proteolysis                          | no      | all gut & muscle system      | 95,0 | 45,4 | ND  | ND  | yes | no  | yes | no  |                | yes |                  |
| <a href="#">CG9095</a>  | CG9095  | cell adhesion                        | stripes |                              | 95,4 | 36,9 | yes | yes | yes | yes | yes | yes | 89,265,200,111 | yes | this work, FigS4 |
| ---                     | GM01028 | unknown                              | ND      | ND                           | 95,6 | 42,4 | ND  | ND  | no  | no  | no  | yes | 79             | no  |                  |
| <a href="#">CG32039</a> | CG32039 | unknown                              | no      |                              | 95,7 | 26,7 | ND  | ND  | no  | no  | yes | yes | 122            | yes |                  |
| <a href="#">CG1753</a>  | CG1753  | cystein biosynthesis                 | no      | midgut                       | 96,0 | 26,3 | ND  | ND  | no  | yes | no  | yes | 154,93         | yes |                  |
| <a href="#">CG4822</a>  | CG4822  | unknown                              | ND      | ND                           | 96,3 | 43,6 | ND  | ND  | yes | yes | no  | yes | 63             | no  |                  |
| <a href="#">CG8112</a>  | CG8112  | unknown                              | no      | yolk nuclei                  | 96,8 | 30,2 | ND  | ND  | no  | yes | yes | yes | 280            | yes |                  |
| <a href="#">ect</a>     | CG6611  | tube development                     | stripes | oesophagus & anal pad        | 96,9 | 19,7 | yes | no  | yes | yes | yes | yes | 361            | yes | this work, FigS4 |
| <a href="#">CG15239</a> | CG15239 | unknown                              | stripes | salivary gland               | 97,0 | 19,4 | ND  | ND  | yes | yes | yes | yes | 166            | yes |                  |
| <a href="#">CG9689</a>  | CG9689  | unknown                              | stripes | oesophagus & post spiracle   | 97,1 | 43,7 | ND  | ND  | no  | yes | no  | no  |                | yes |                  |
| <a href="#">mRpl45</a>  | CG6949  | translation & transport              | no      | ubiquitous                   | 97,2 | 22,6 | ND  | ND  | no  | no  | no  | no  |                | yes |                  |
| <a href="#">CG8213</a>  | CG8213  | proteolysis                          | ND      | ND                           | 97,3 | 13,7 | ND  | ND  | yes | yes | yes | no  |                | yes |                  |
| <a href="#">CG2263</a>  | CG2263  | phenylalanyl-tRNA aminoacylation     | no      | ubiquitous                   | 97,4 | 46,9 | ND  | ND  | no  | yes | no  | yes | 109            | yes |                  |
| <a href="#">Rpb8</a>    | CG11246 | transcription                        | no      | midgut                       | 97,8 | 45,1 | ND  | ND  | no  | no  | yes | yes | 81             | yes |                  |
| <a href="#">qua</a>     | CG6433  | actin binding                        | stripes | all gut & lymph gland        | 97,8 | 43,1 | no  | no  | yes | yes | yes | no  |                | yes | this work, FigS1 |
| <a href="#">CG11227</a> | CG13630 | proteolysis                          | ND      | ND                           | 97,8 | 47,0 | ND  | ND  | yes | no  | yes | no  |                | no  |                  |
| <a href="#">CG9205</a>  | CG9205  | unknown                              | ND      | ND                           | 98,0 | 44,9 | ND  | ND  | no  | yes | yes | no  |                | yes |                  |
| <a href="#">Nf-YA</a>   | CG3891  | transcription & phagocytosis         | no      | ubiquitous                   | 98,3 | 39,6 | ND  | ND  | no  | yes | no  | yes | 91             | yes |                  |
| <a href="#">kar</a>     | CG12286 | transmembrane transport              | no      | midgut & amnioserosa         | 98,3 | 42,8 | ND  | ND  | no  | no  | yes | no  |                | yes |                  |
| <a href="#">CG31717</a> | CG31717 | unknown                              | ND      | ND                           | 98,4 | 45,2 | ND  | ND  | yes | yes | yes | no  |                | no  |                  |
| <a href="#">Past1</a>   | CG6148  | endocytosis                          | no      | midgut & salivary gland      | 98,4 | 46,6 | ND  | ND  | no  | yes | yes | yes | 66             | yes |                  |
| <a href="#">bw</a>      | CG17632 | eye pigment biosynthesis             | no      | malpighian tubule & fat body | 98,4 | 37,4 | ND  | ND  | no  | yes | no  | no  |                | yes |                  |
| <a href="#">mRpl51</a>  | CG13098 | translation                          | no      | midgut & muscle system       | 98,5 | 39,3 | ND  | ND  | no  | no  | no  | no  |                | yes |                  |
| <a href="#">pk</a>      | CG11084 | planar polarity                      | no      | ubiquitous                   | 98,6 | 45,5 | ND  | ND  | yes | yes | yes | yes | 190,178,125    | yes |                  |
| <a href="#">CG5171</a>  | CG5171  | trehalose biosynthesis               | no      | amnioserosa & yolk nuclei    | 98,9 | 37,8 | ND  | ND  | no  | yes | no  | yes | 351,159,153    | yes |                  |
| <a href="#">CG13365</a> | CG13365 | unknown                              | no      |                              | 98,9 | 43,2 | ND  | ND  | no  | yes | no  | yes | 518            | yes |                  |
| <a href="#">CG5742</a>  | CG5742  | neurogenesis                         | no      | ubiquitous                   | 98,9 | 43,8 | ND  | ND  | no  | no  | yes | no  |                | yes |                  |
| <a href="#">PKD</a>     | CG7125  | intracellular signal transduction    | ND      | ND                           | 99,0 | 46,5 | ND  | ND  | no  | yes | yes | yes | 941,94         | yes |                  |
| <a href="#">CG11127</a> | CG11127 | unknown                              | no      |                              | 99,1 | 47,2 | ND  | ND  | no  | yes | yes | no  |                | yes |                  |
| <a href="#">Fib</a>     | CG9888  | centrosome organization              | no      | ubiquitous                   | 99,1 | 49,2 | ND  | ND  | no  | no  | no  | no  |                | yes |                  |
| <a href="#">CG30423</a> | CG30423 | unknown                              | ND      | ND                           | 99,1 | 43,0 | ND  | ND  | yes | yes | yes | no  |                | no  |                  |
| <a href="#">CG3842</a>  | CG3842  | redox process                        | stripes | foregut & anal pad           | 99,2 | 14,1 | ND  | ND  | no  | no  | no  | yes | 213,160,74     | yes |                  |
| <a href="#">CG15743</a> | CG15743 | phosphatidylinositol phosphorylation | no      | salivary gland               | 99,9 | 44,9 | ND  | ND  | no  | no  | yes | no  |                | yes |                  |

Menoret *et al.*; Figure S3

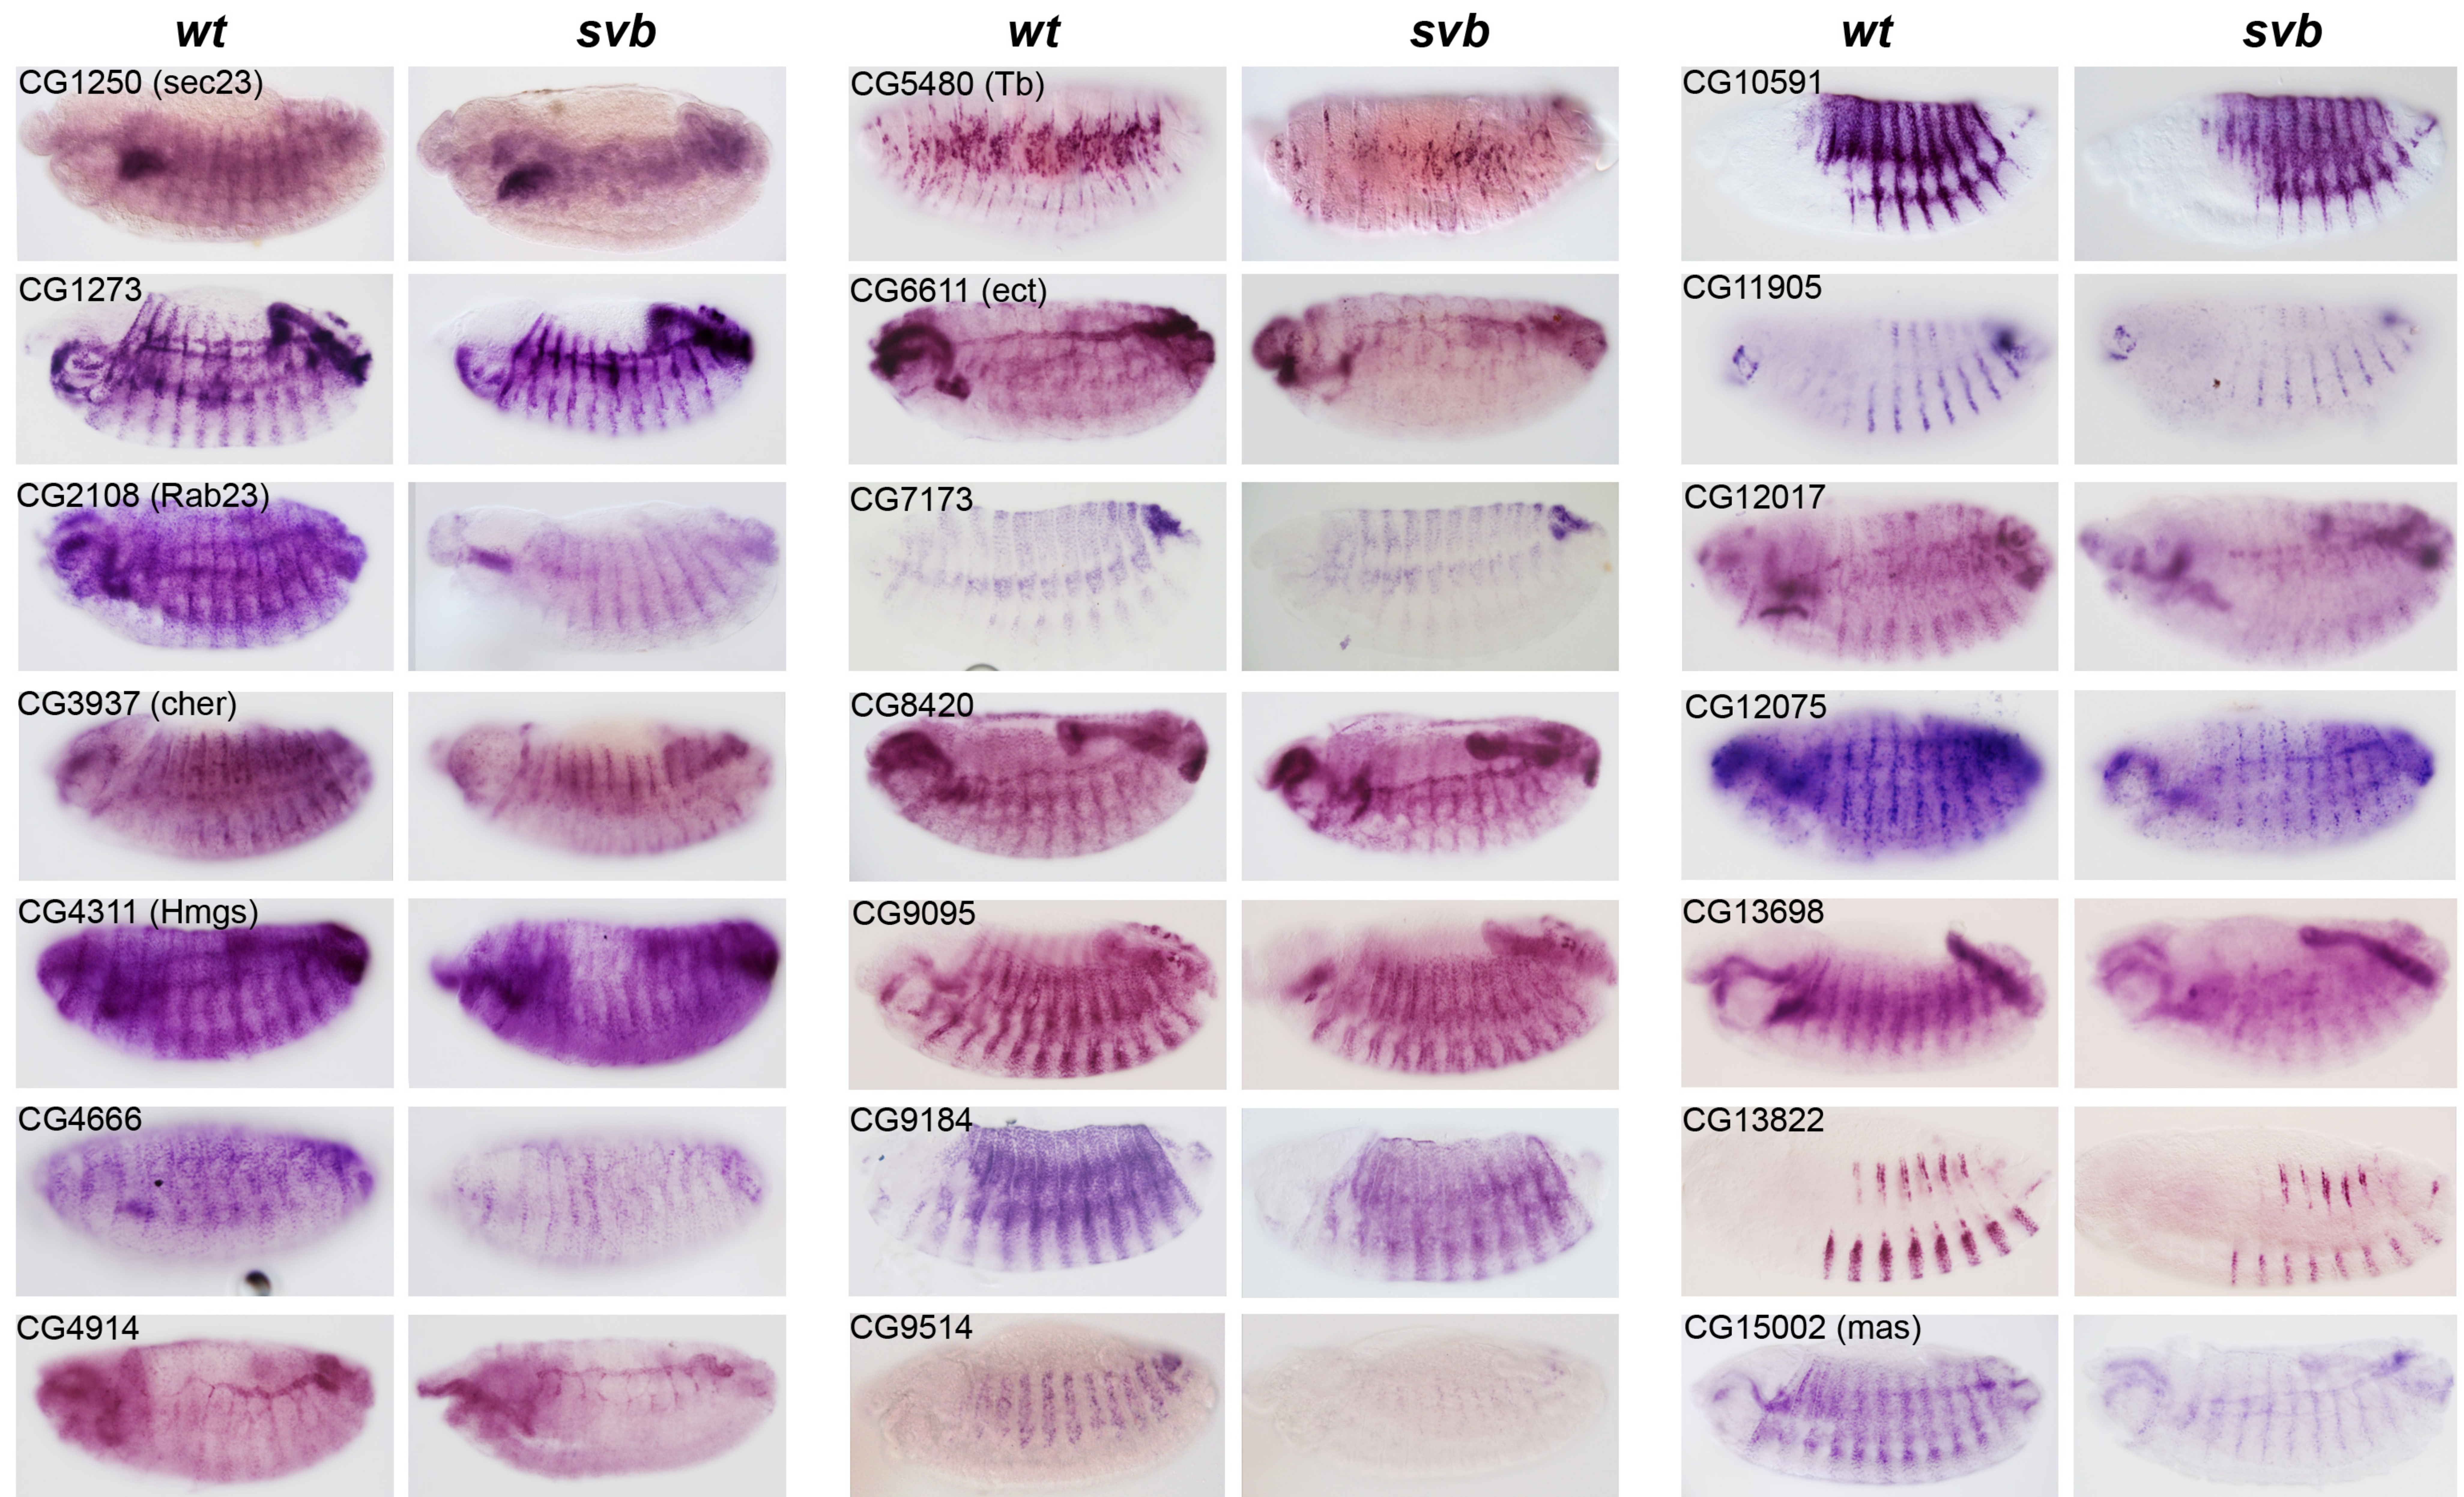

Menoret *et al.*; Figure S4

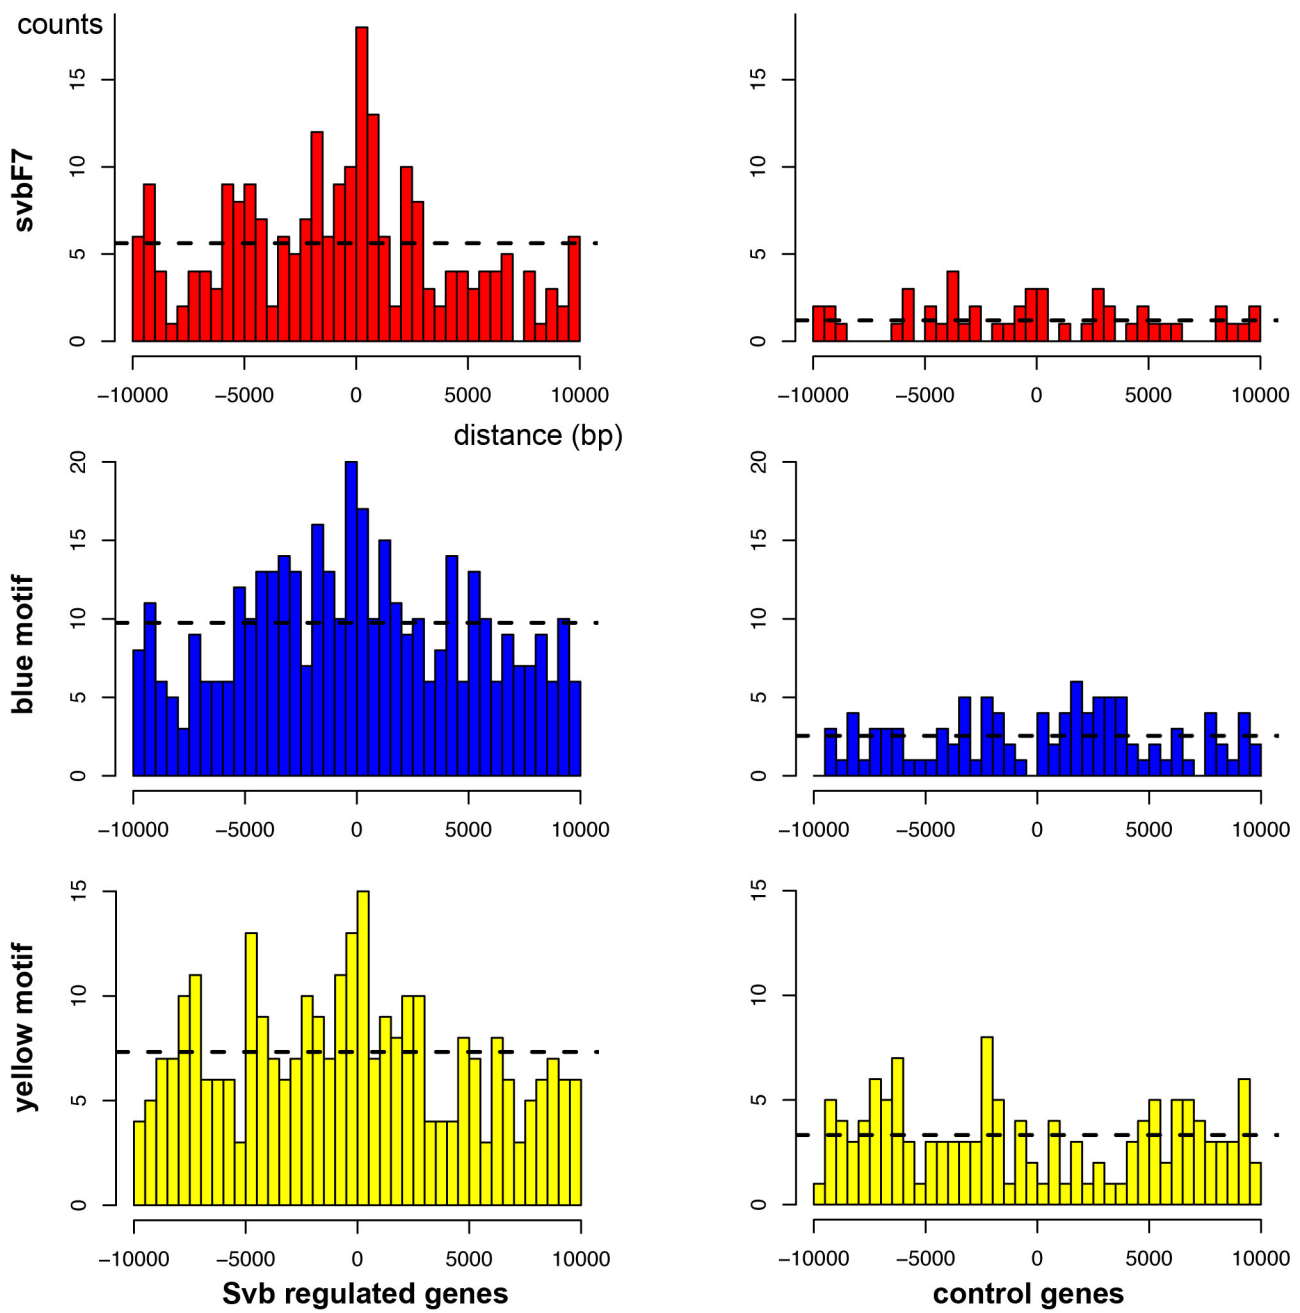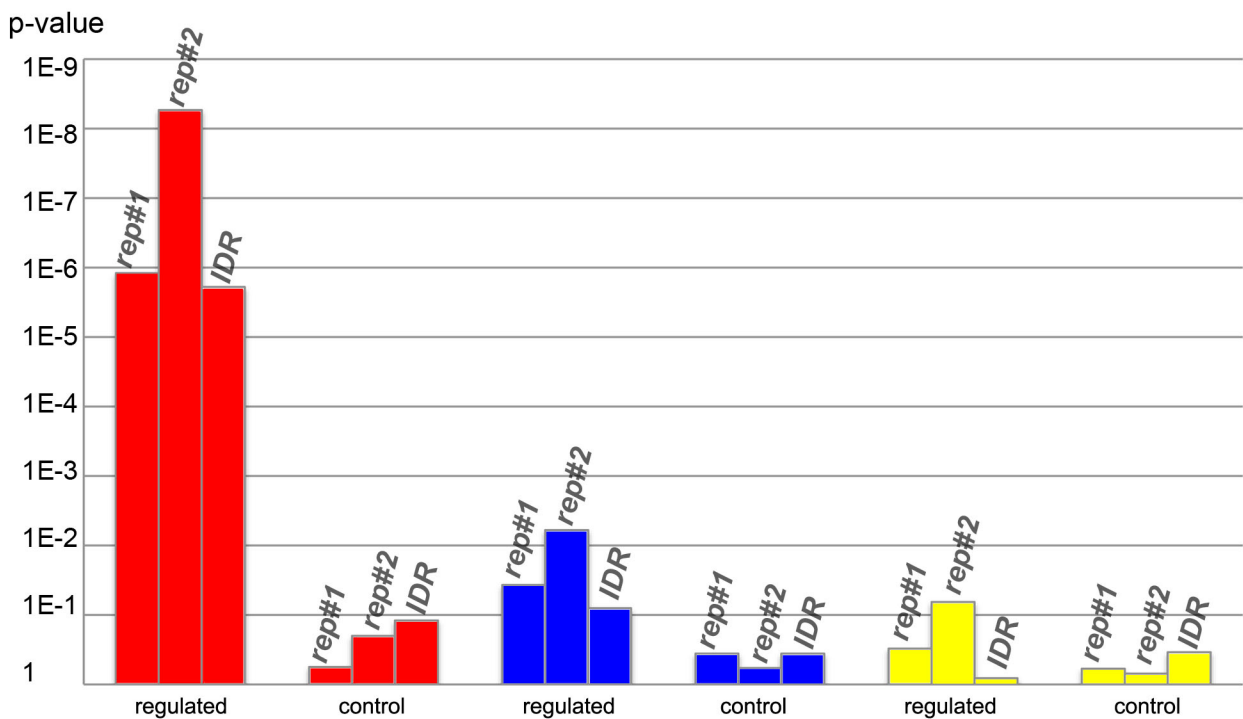

# Svb regulated genes

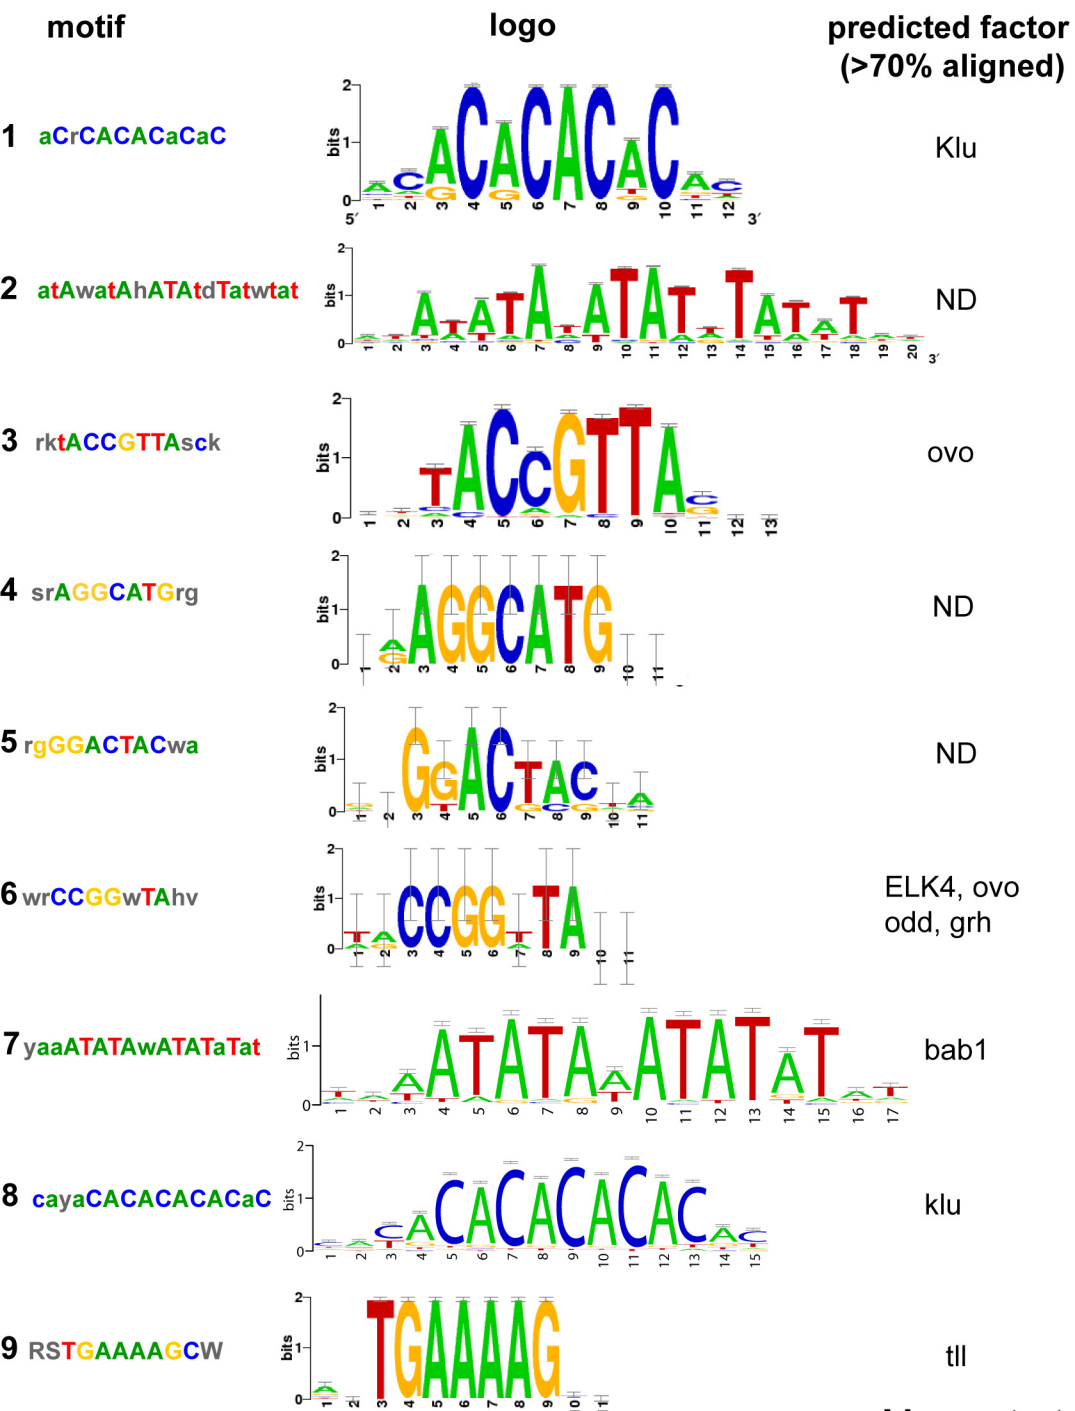

# control genes

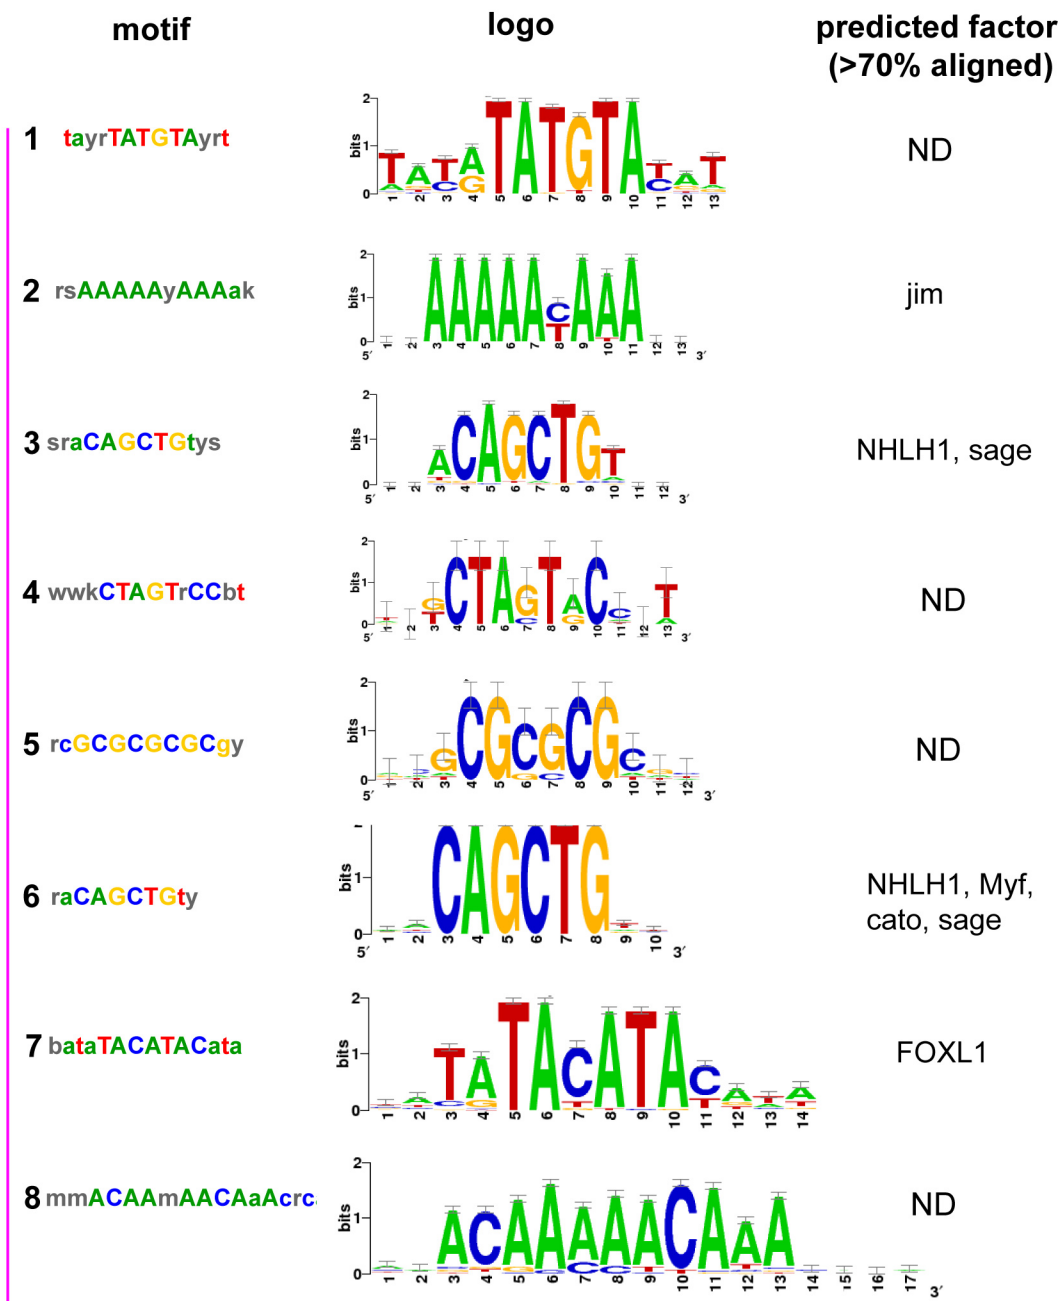

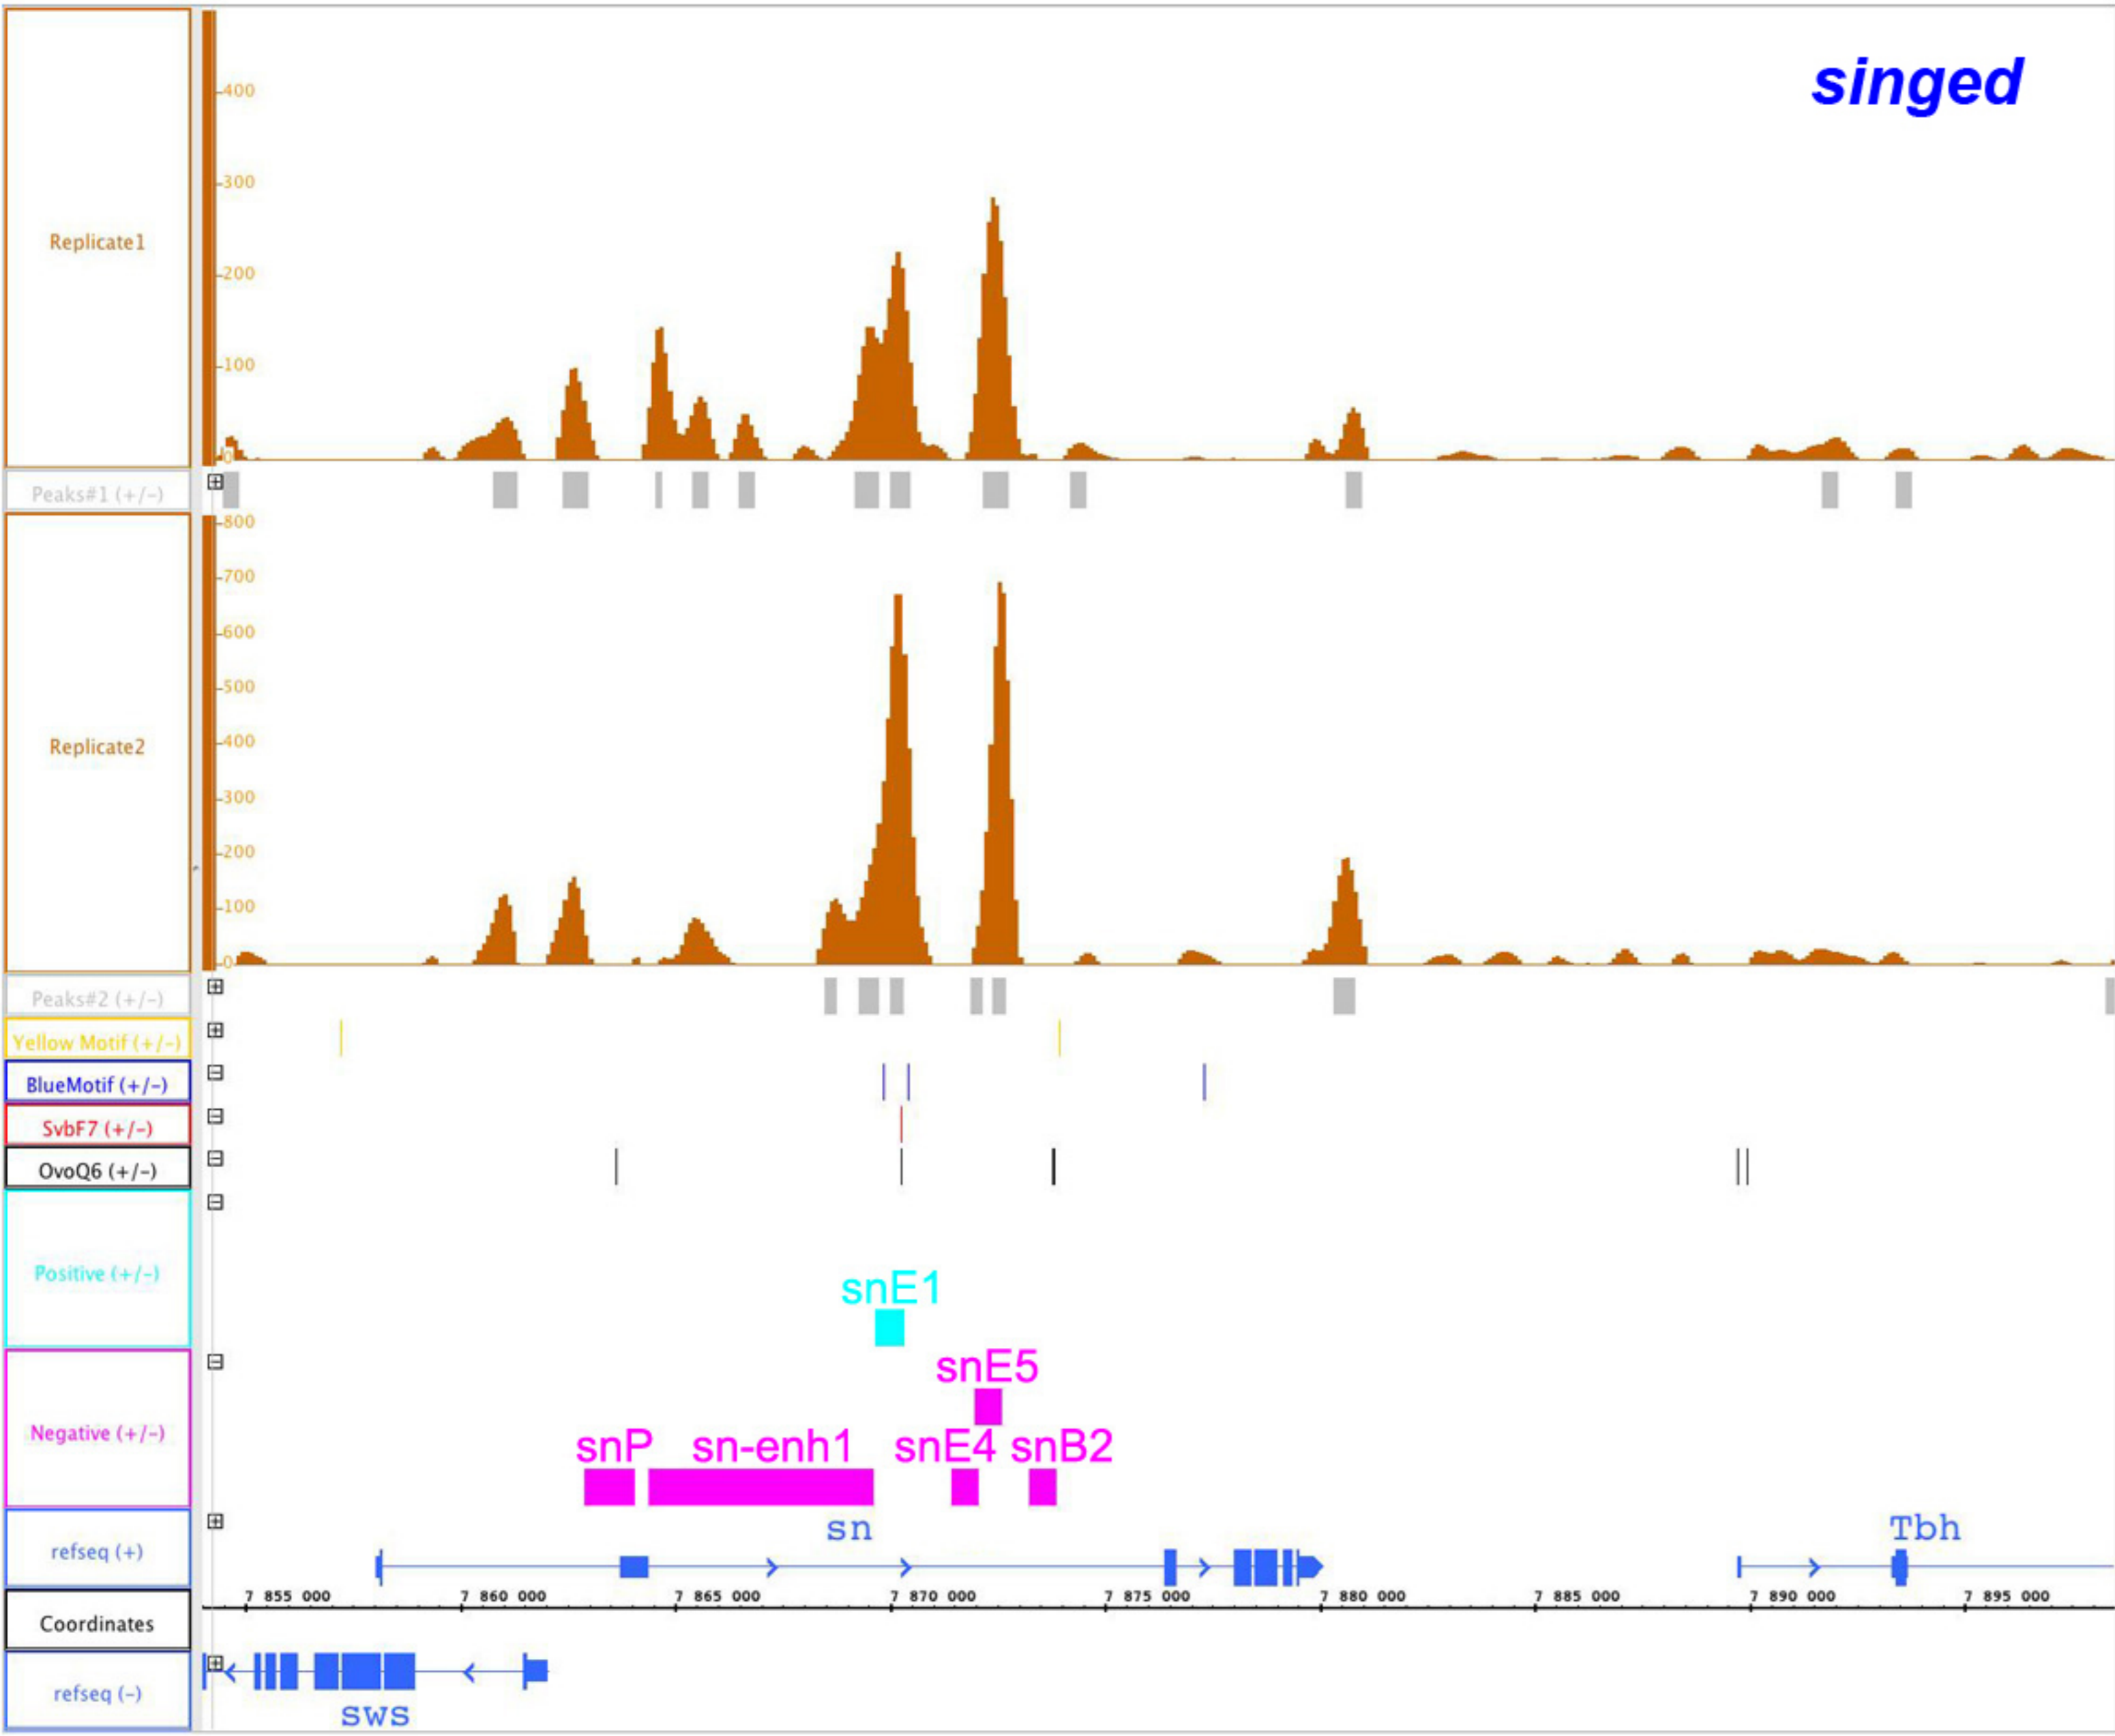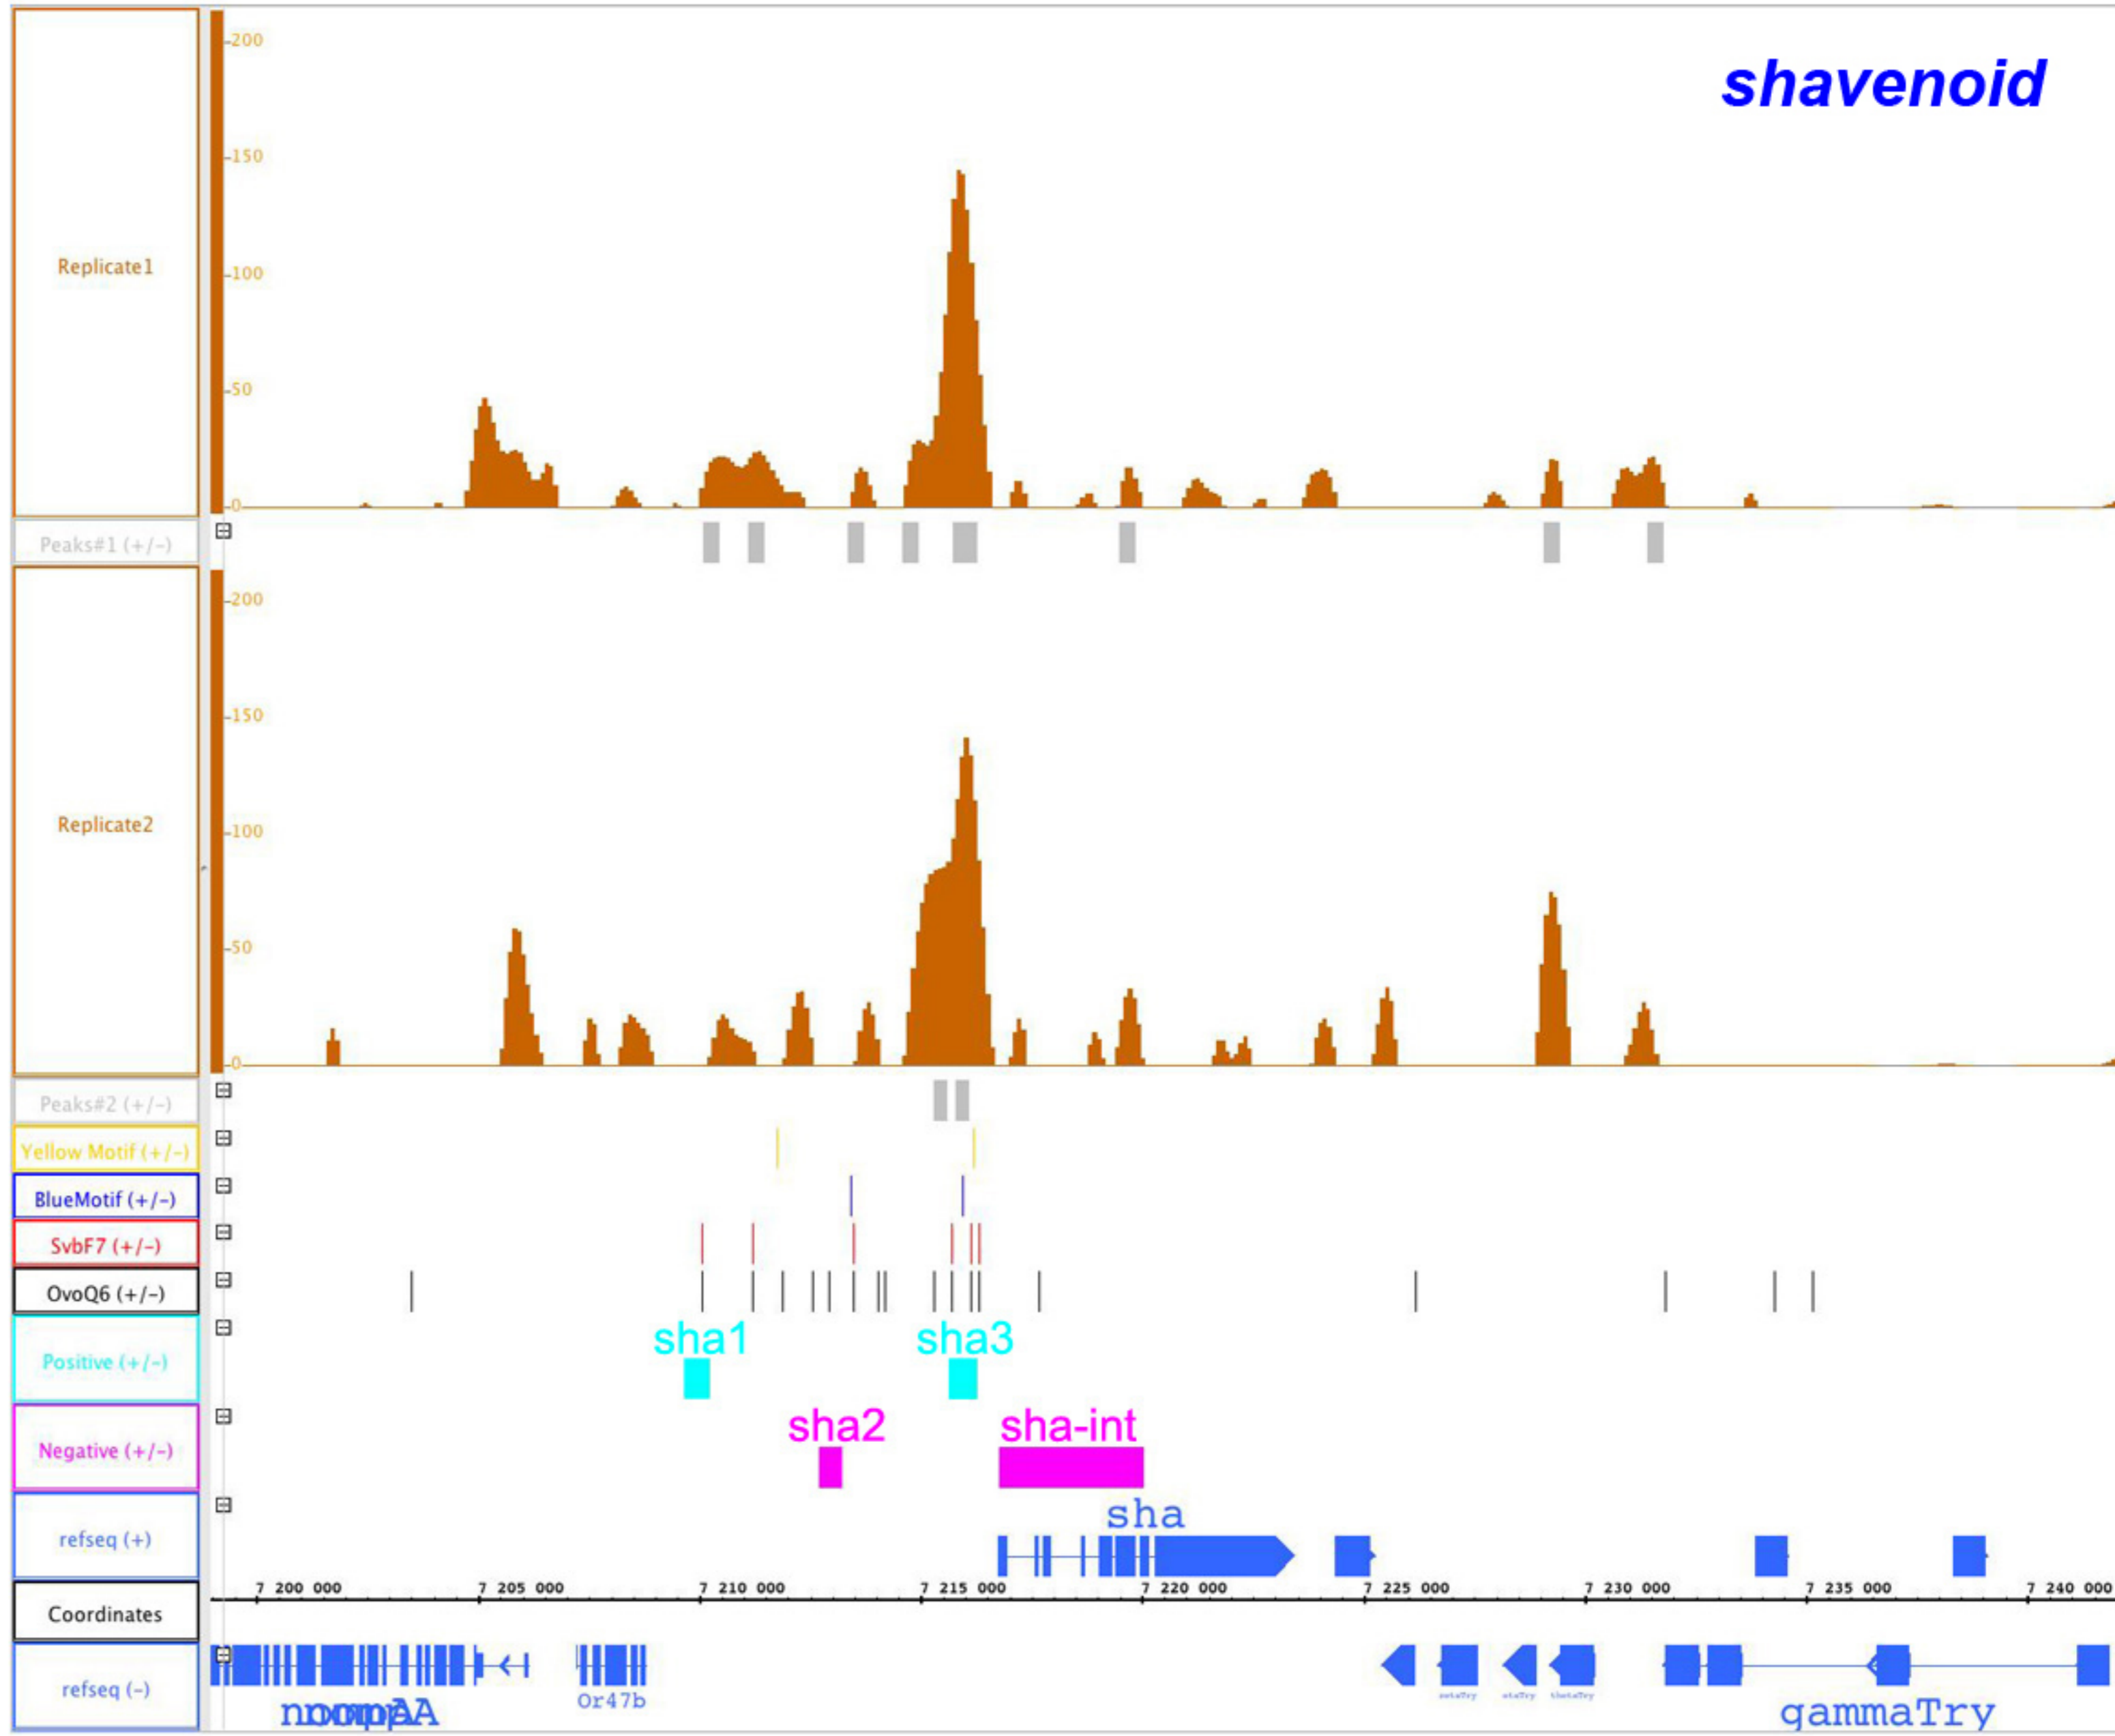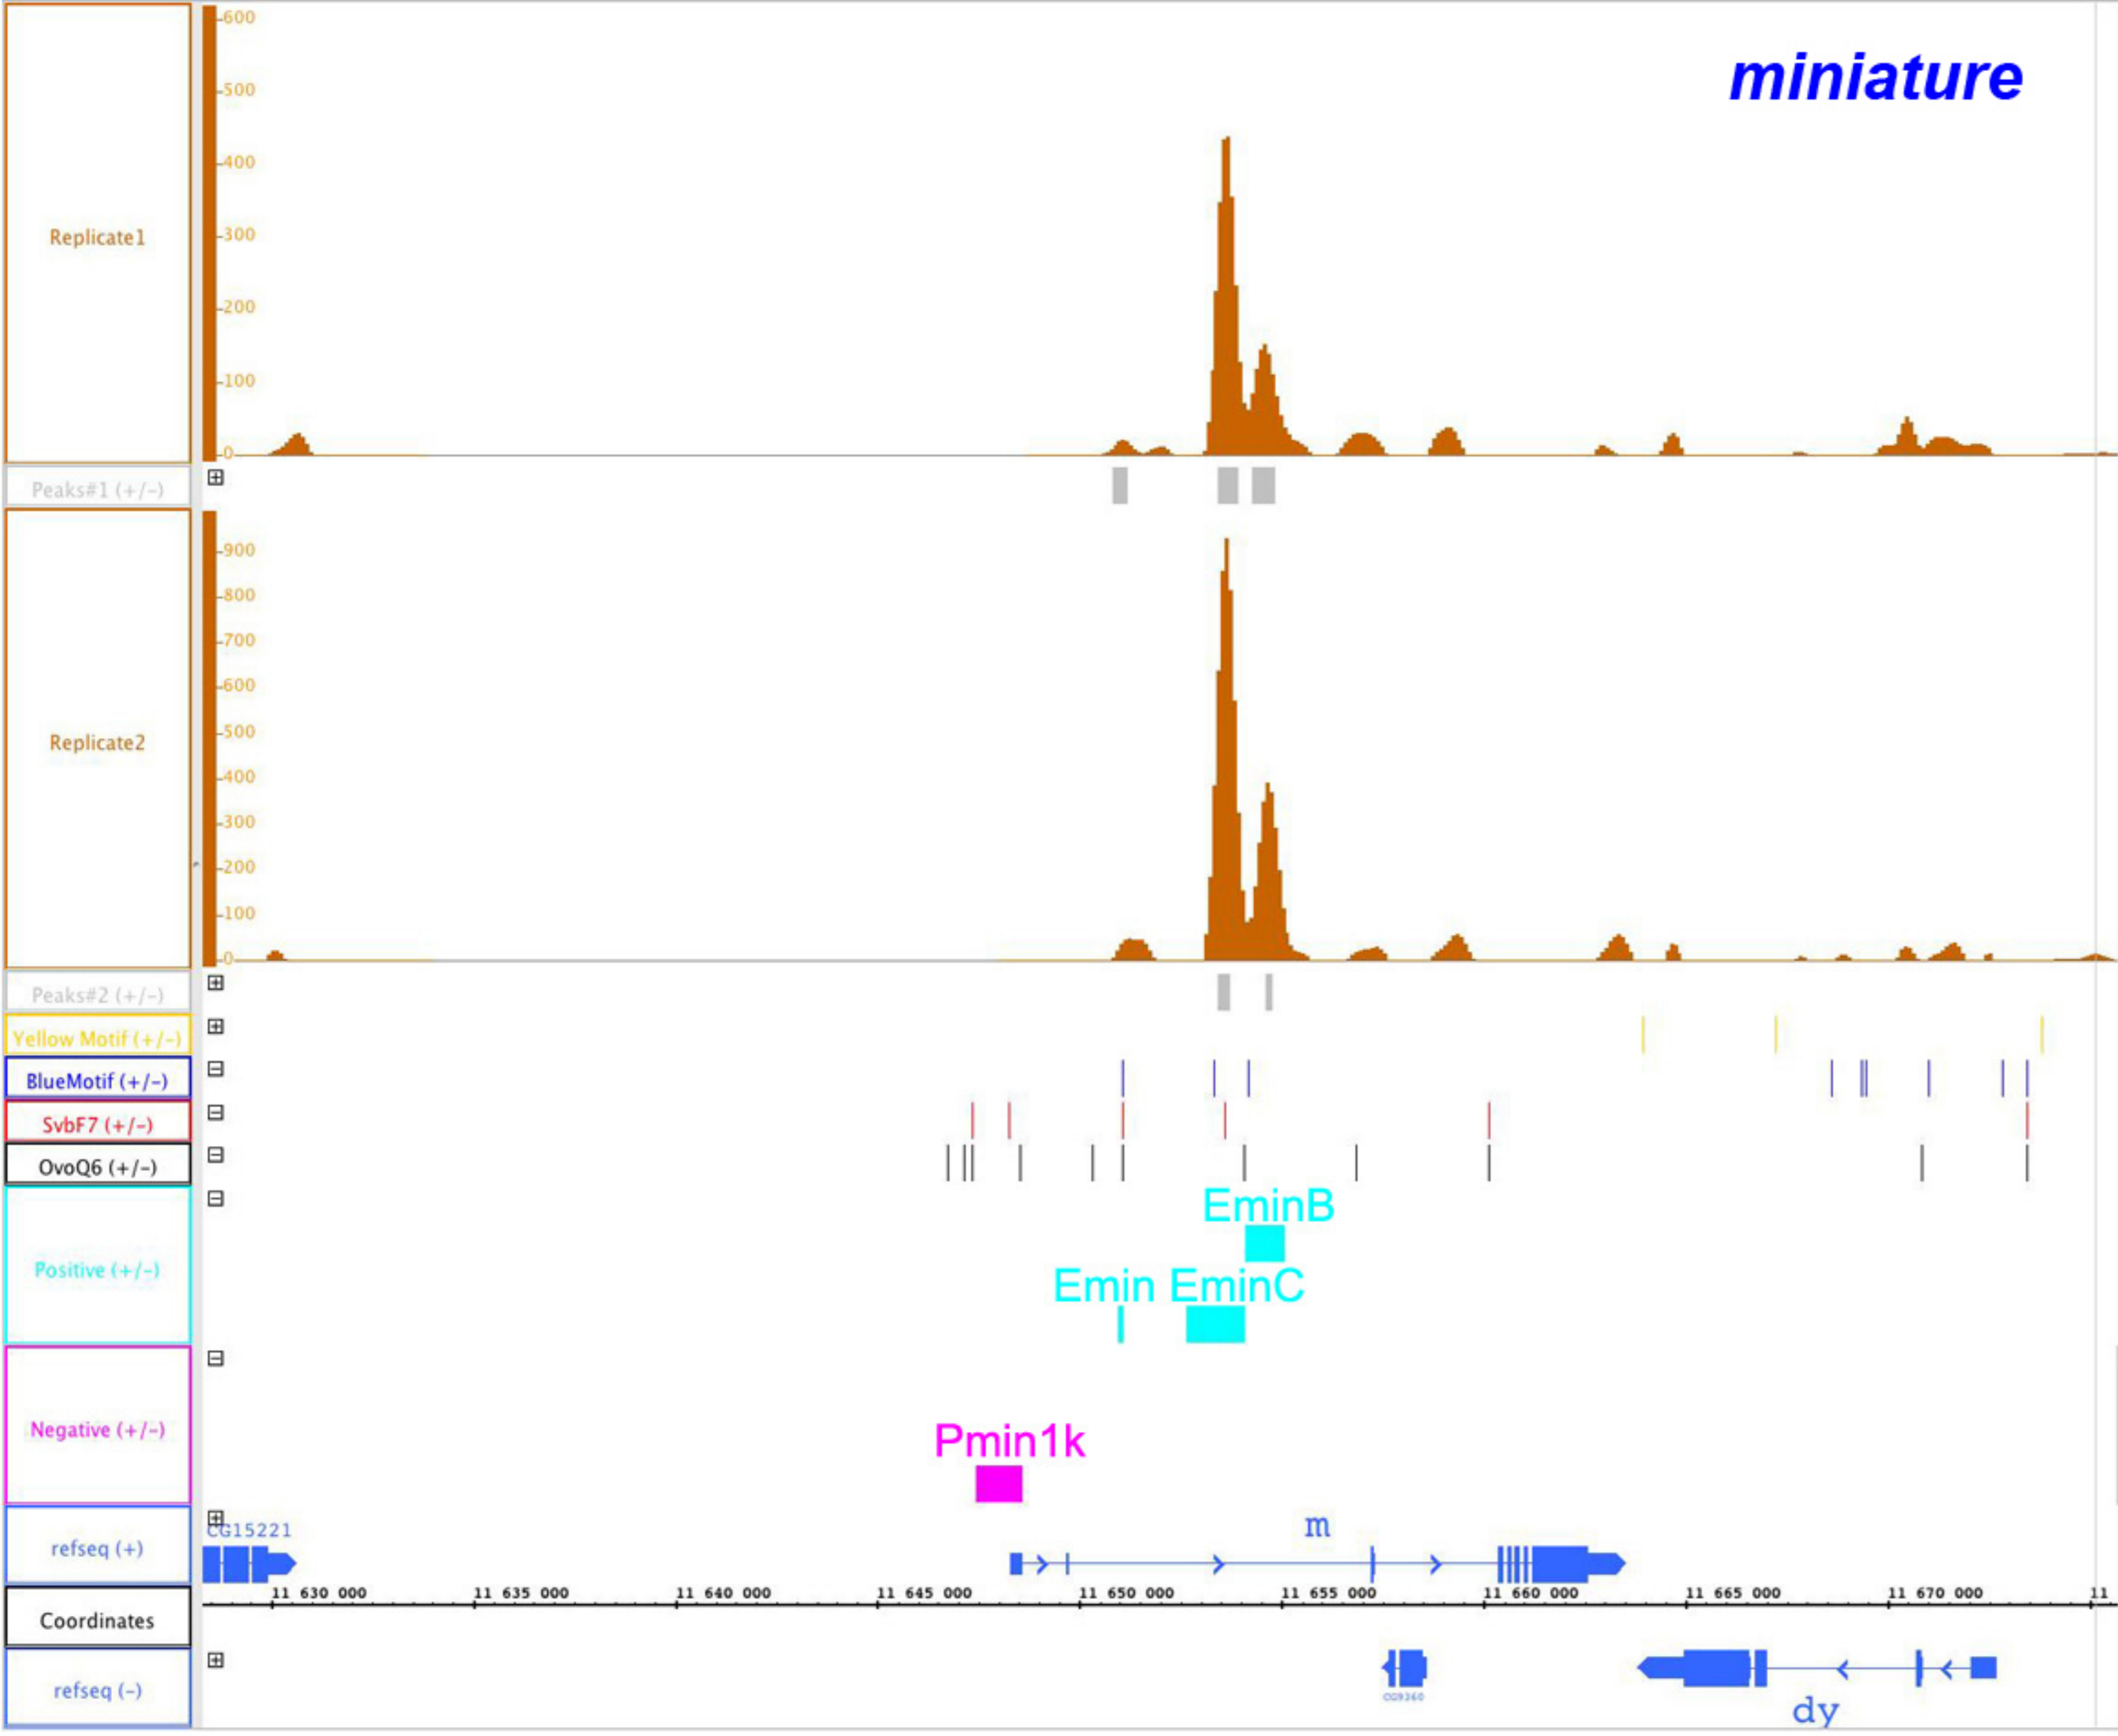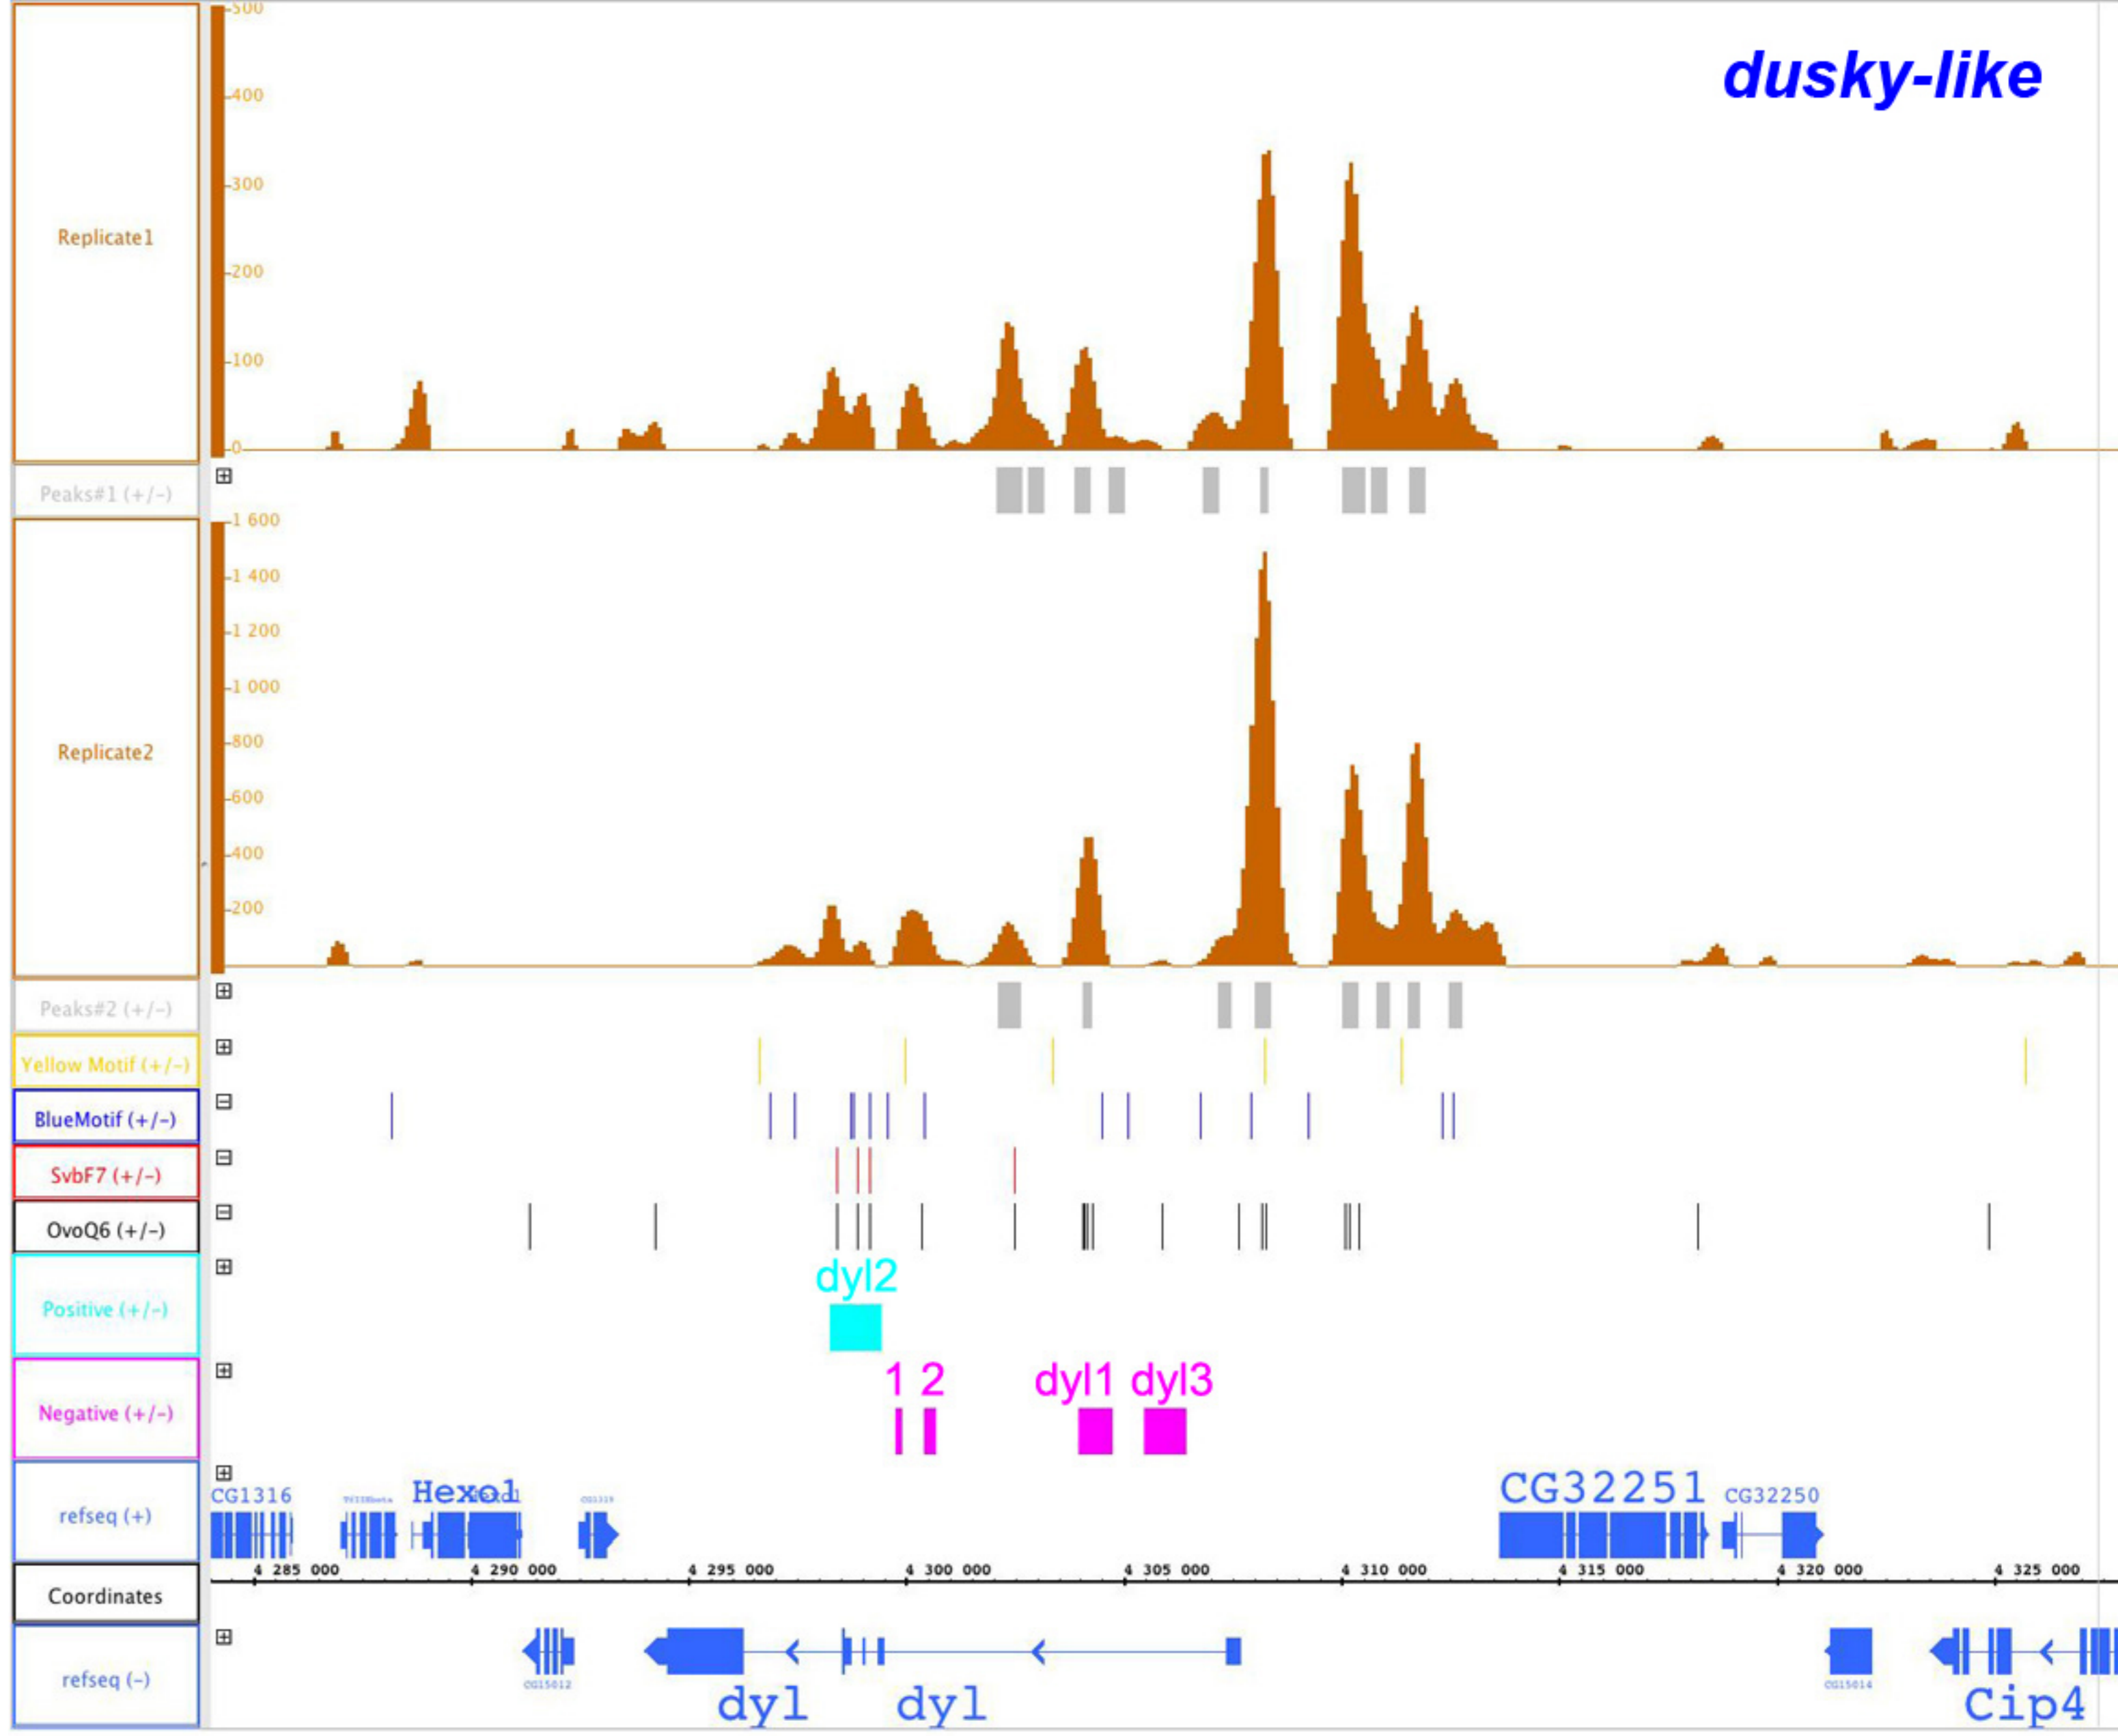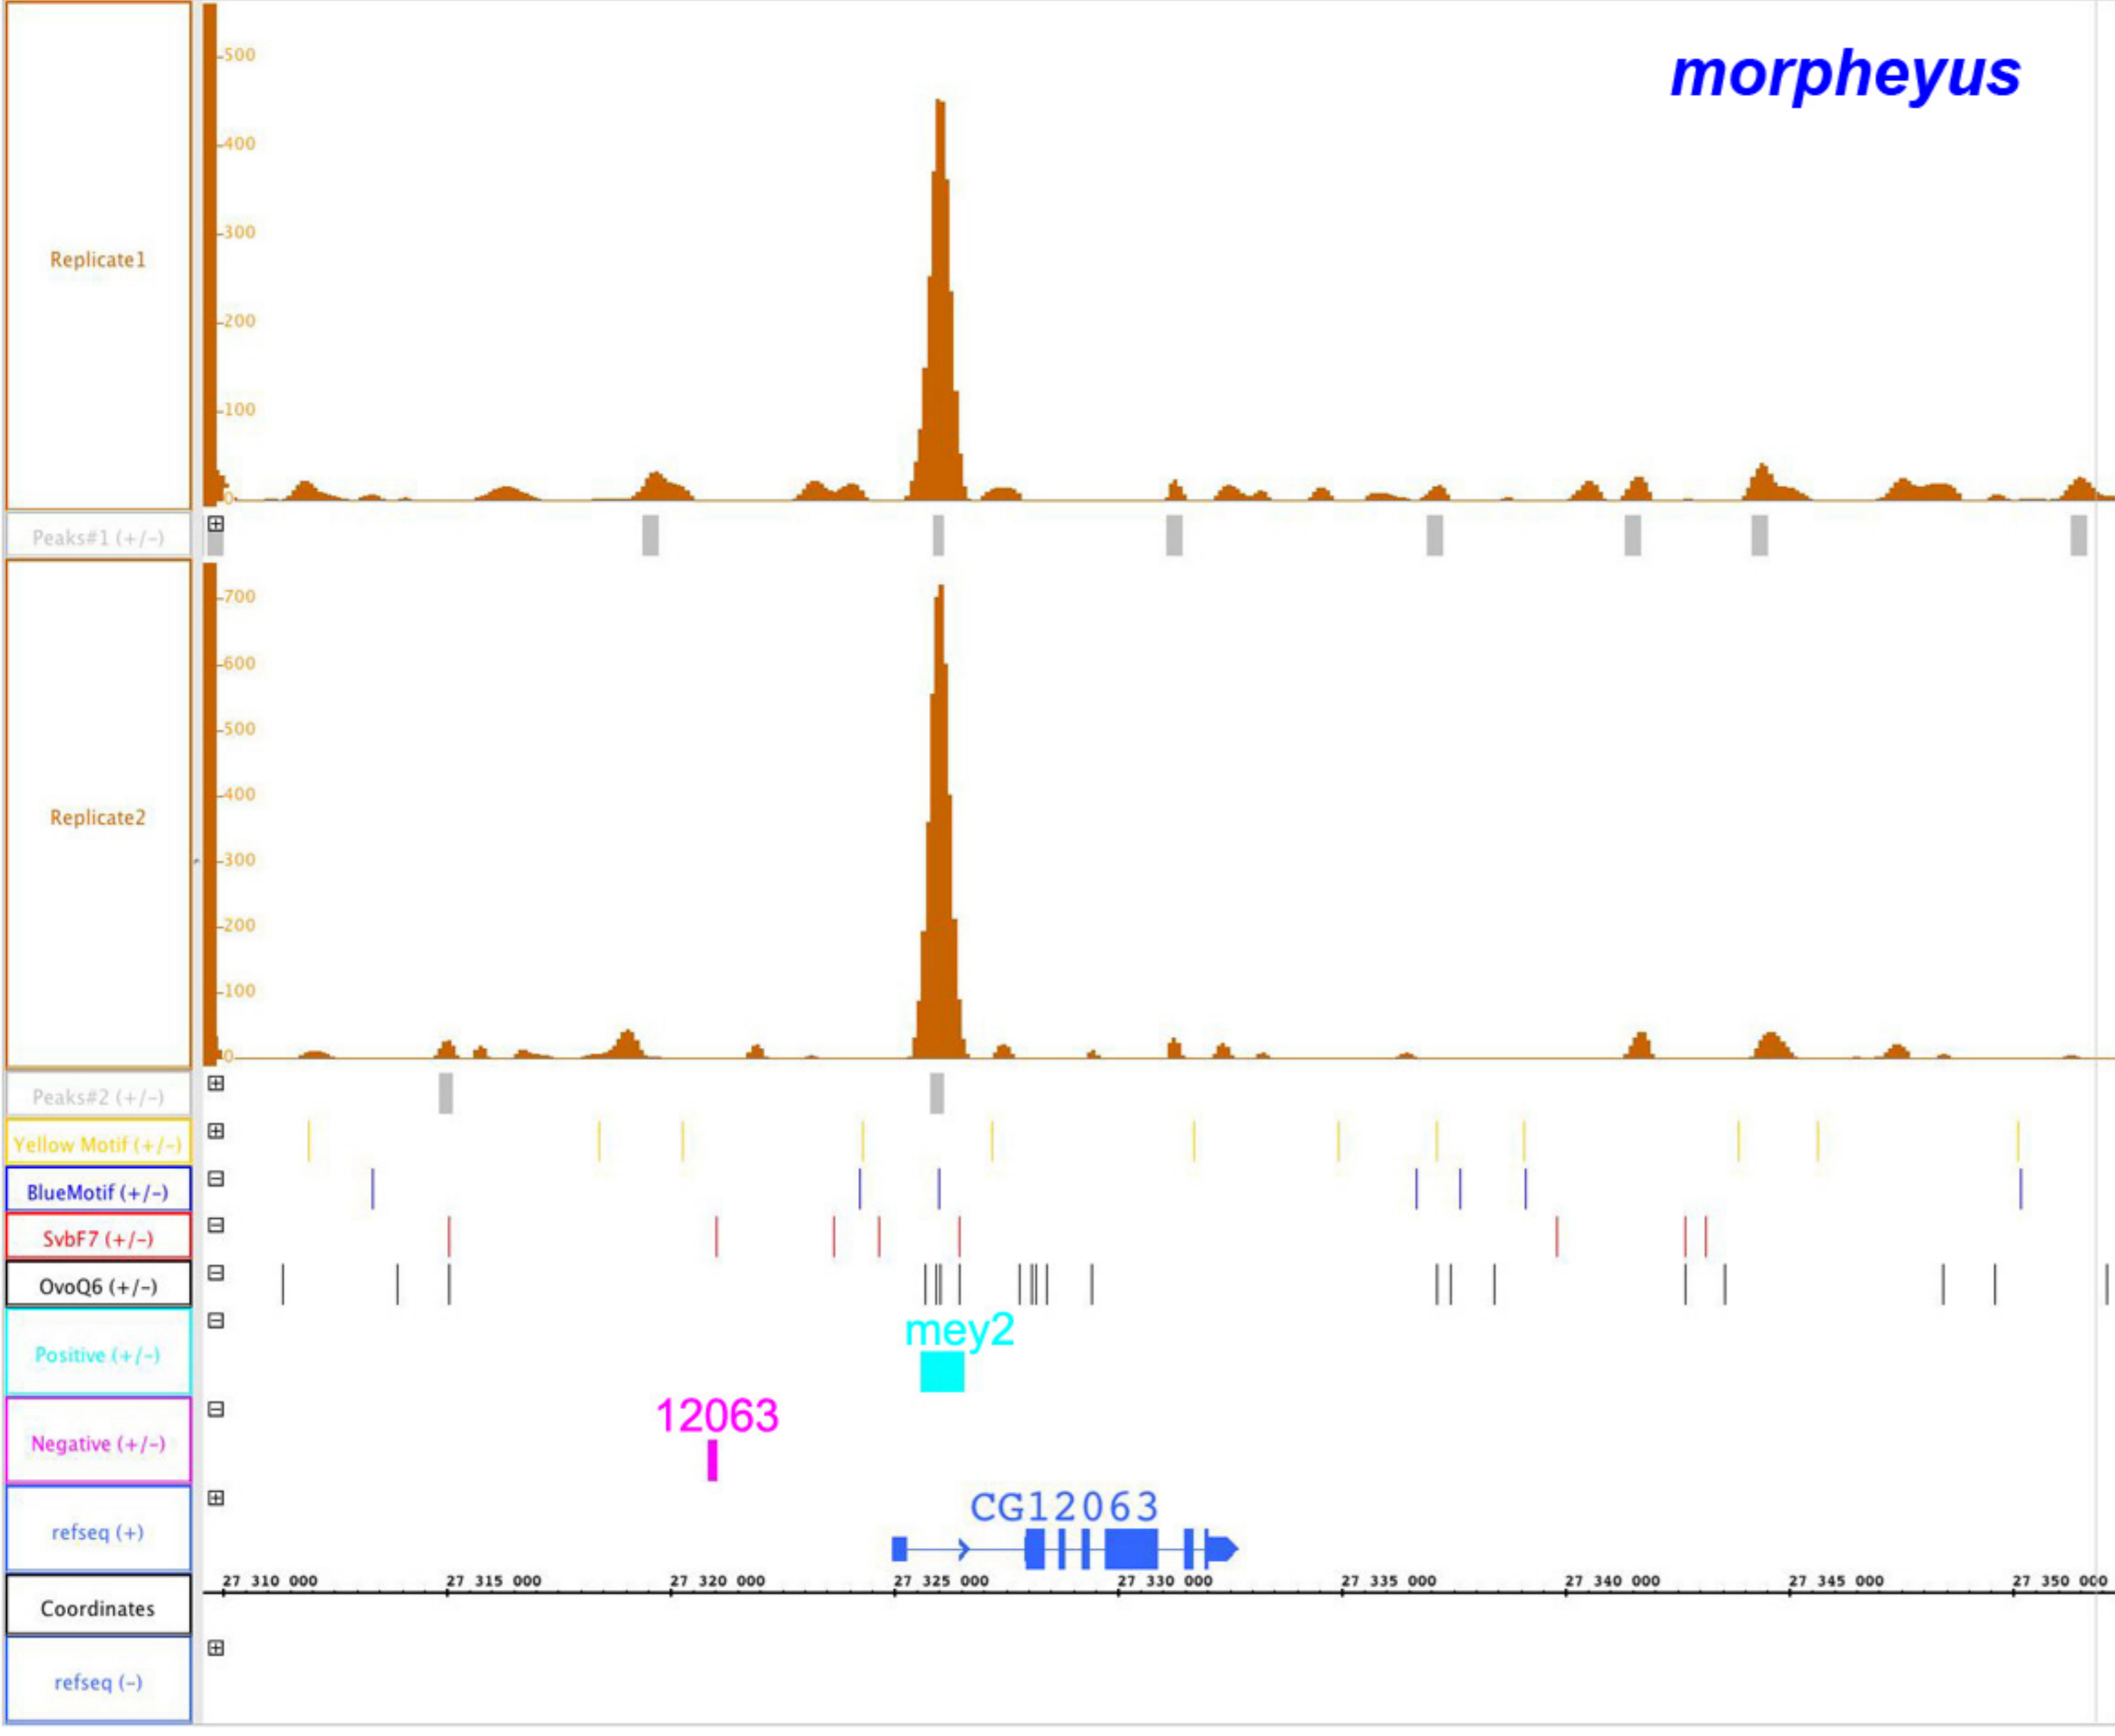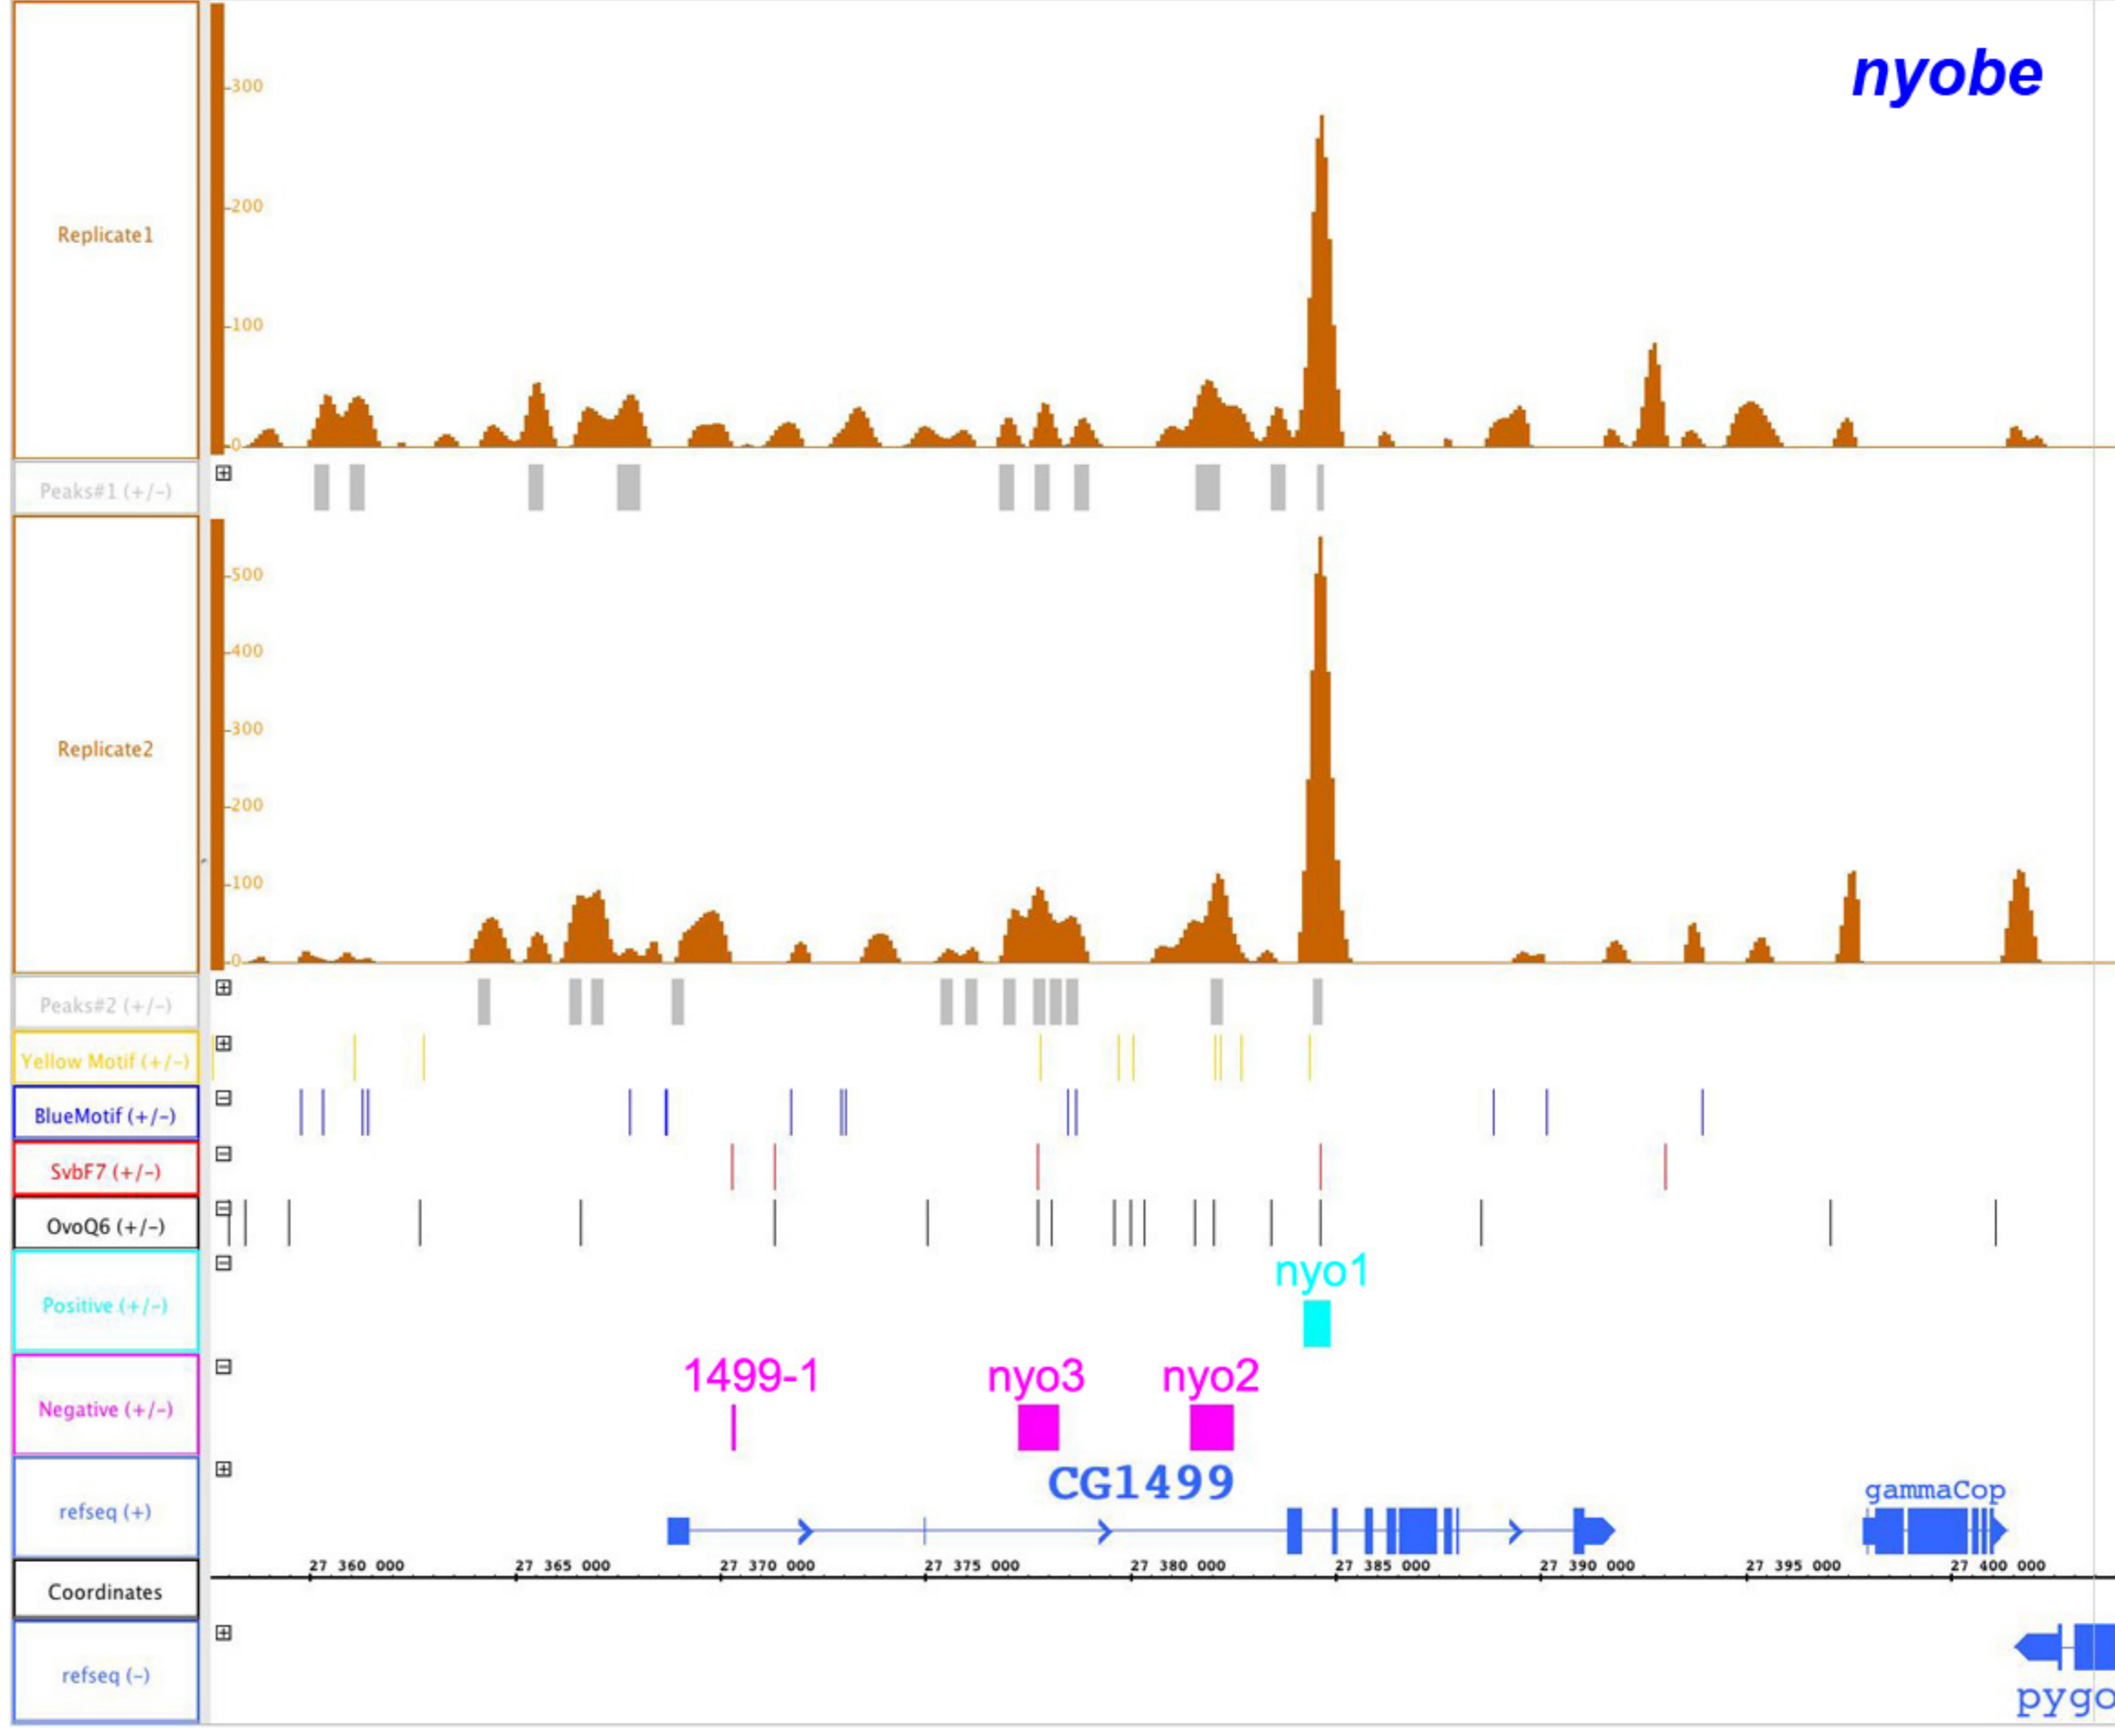

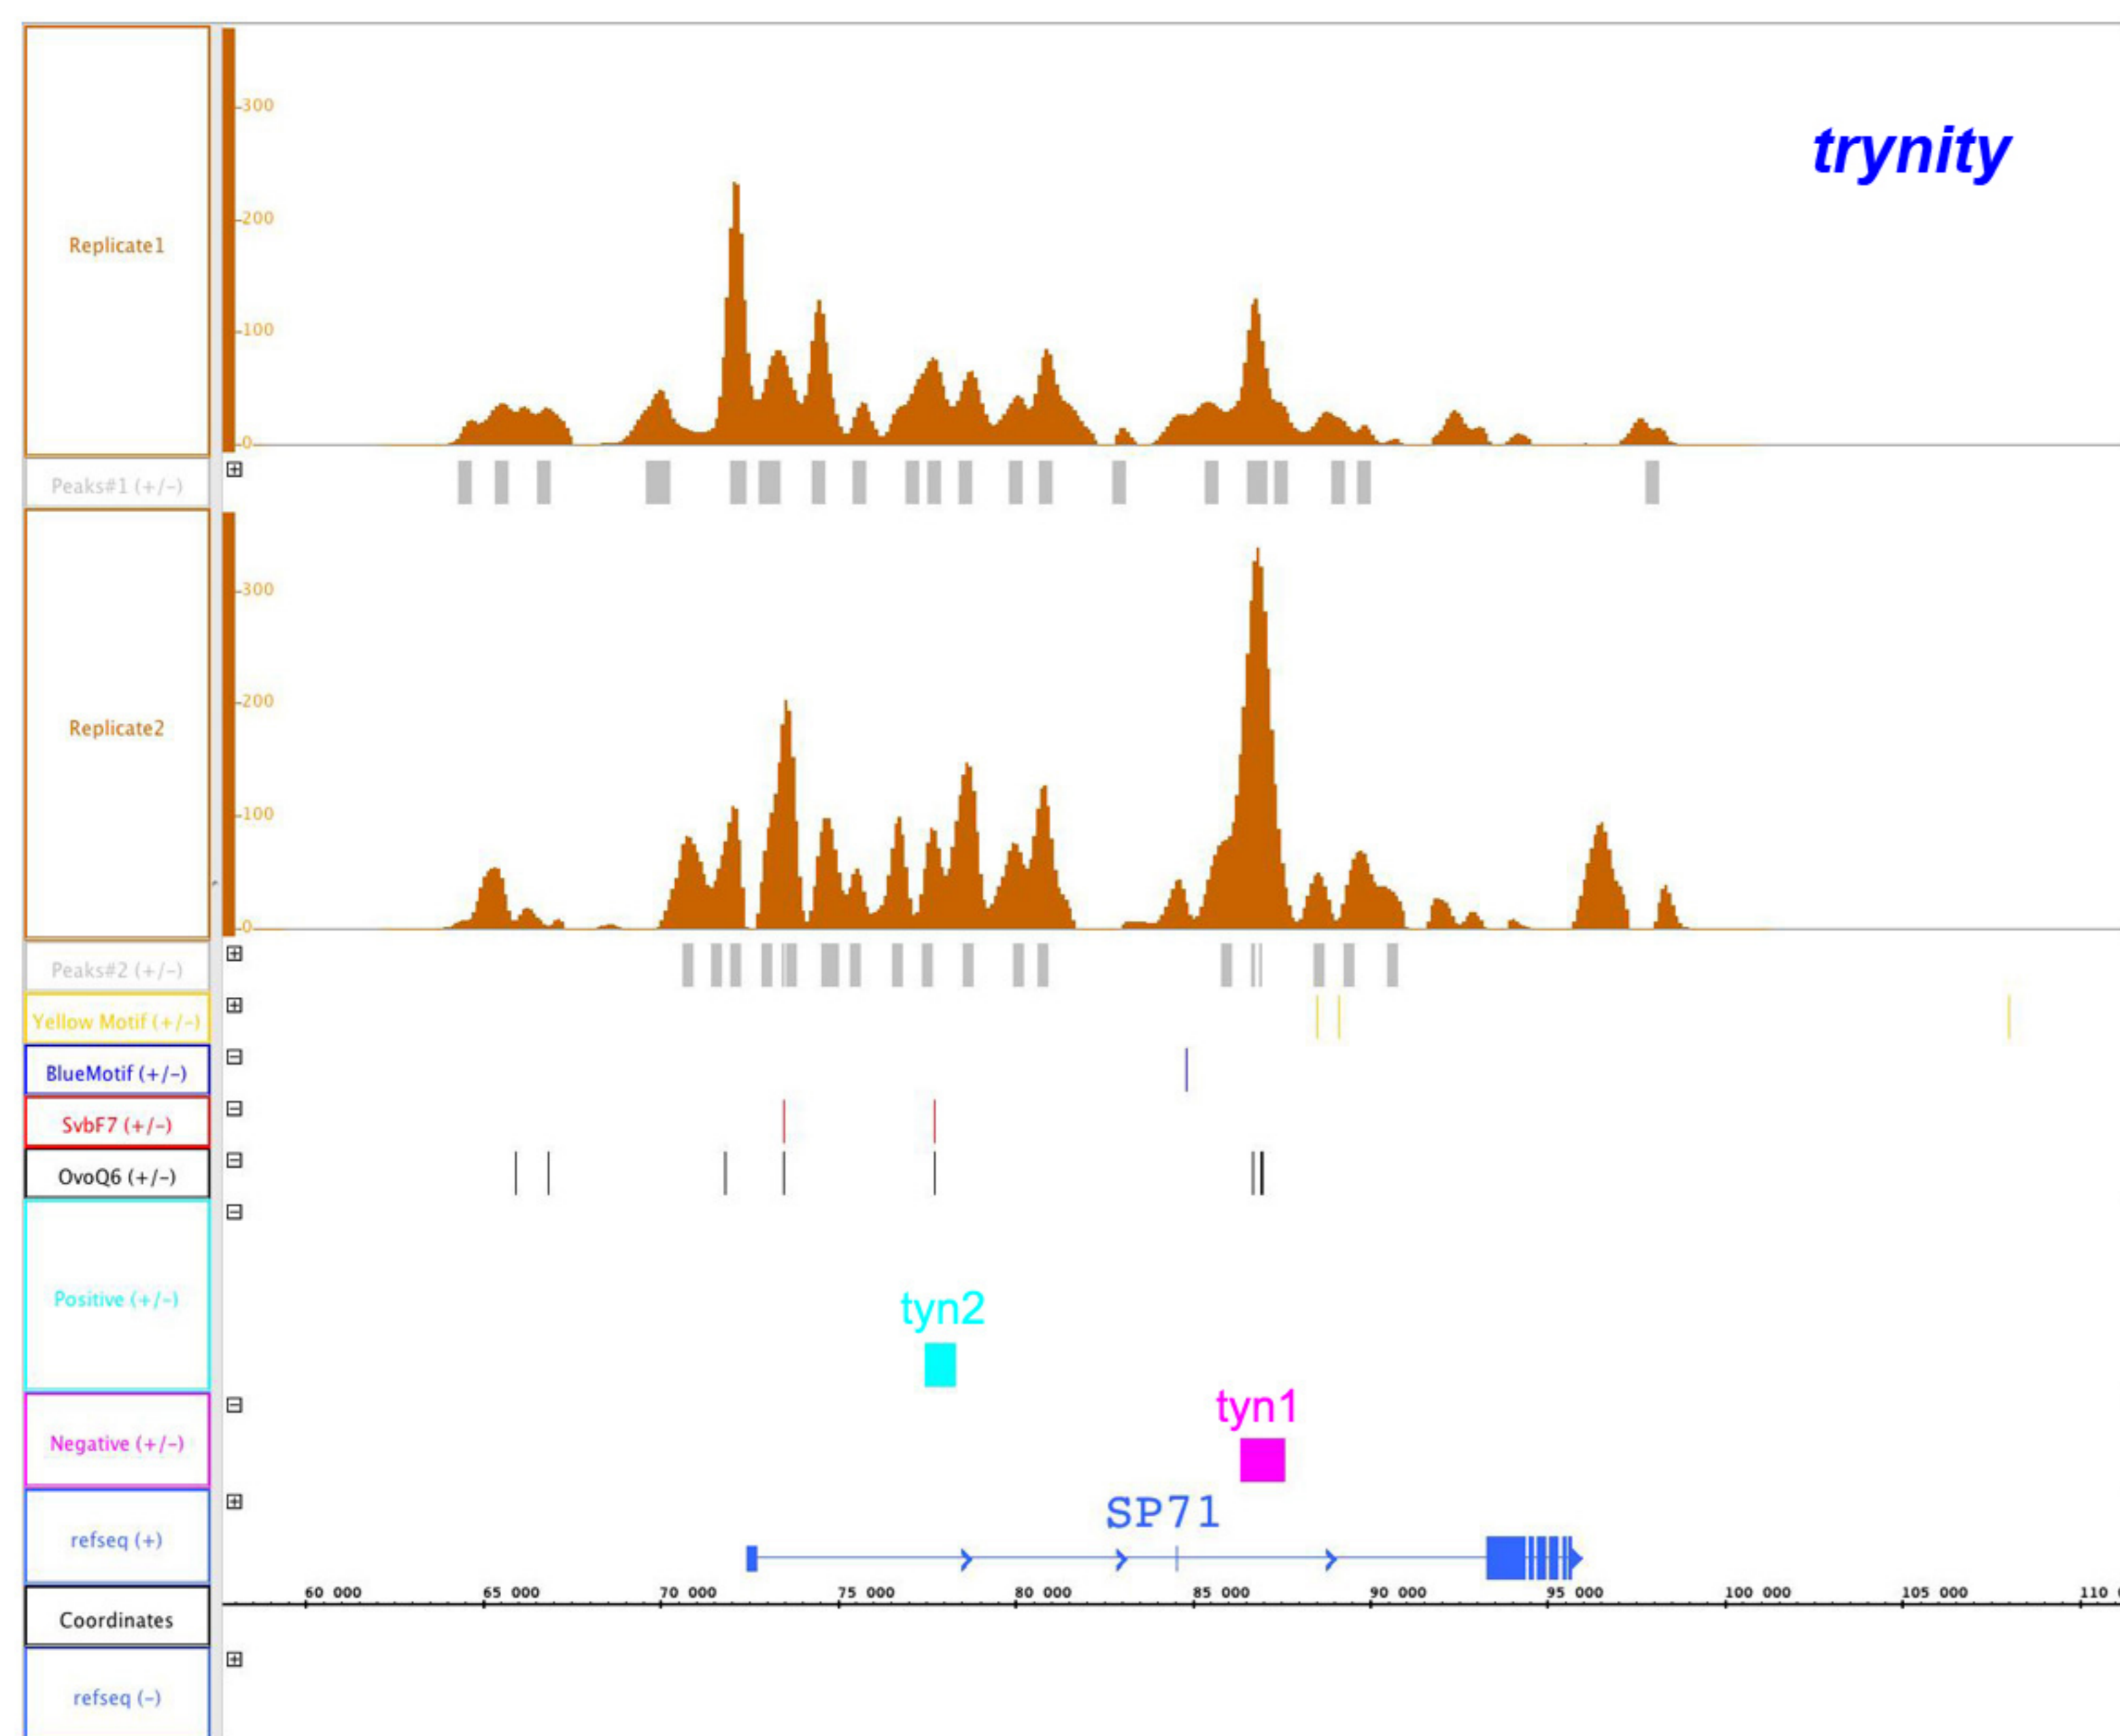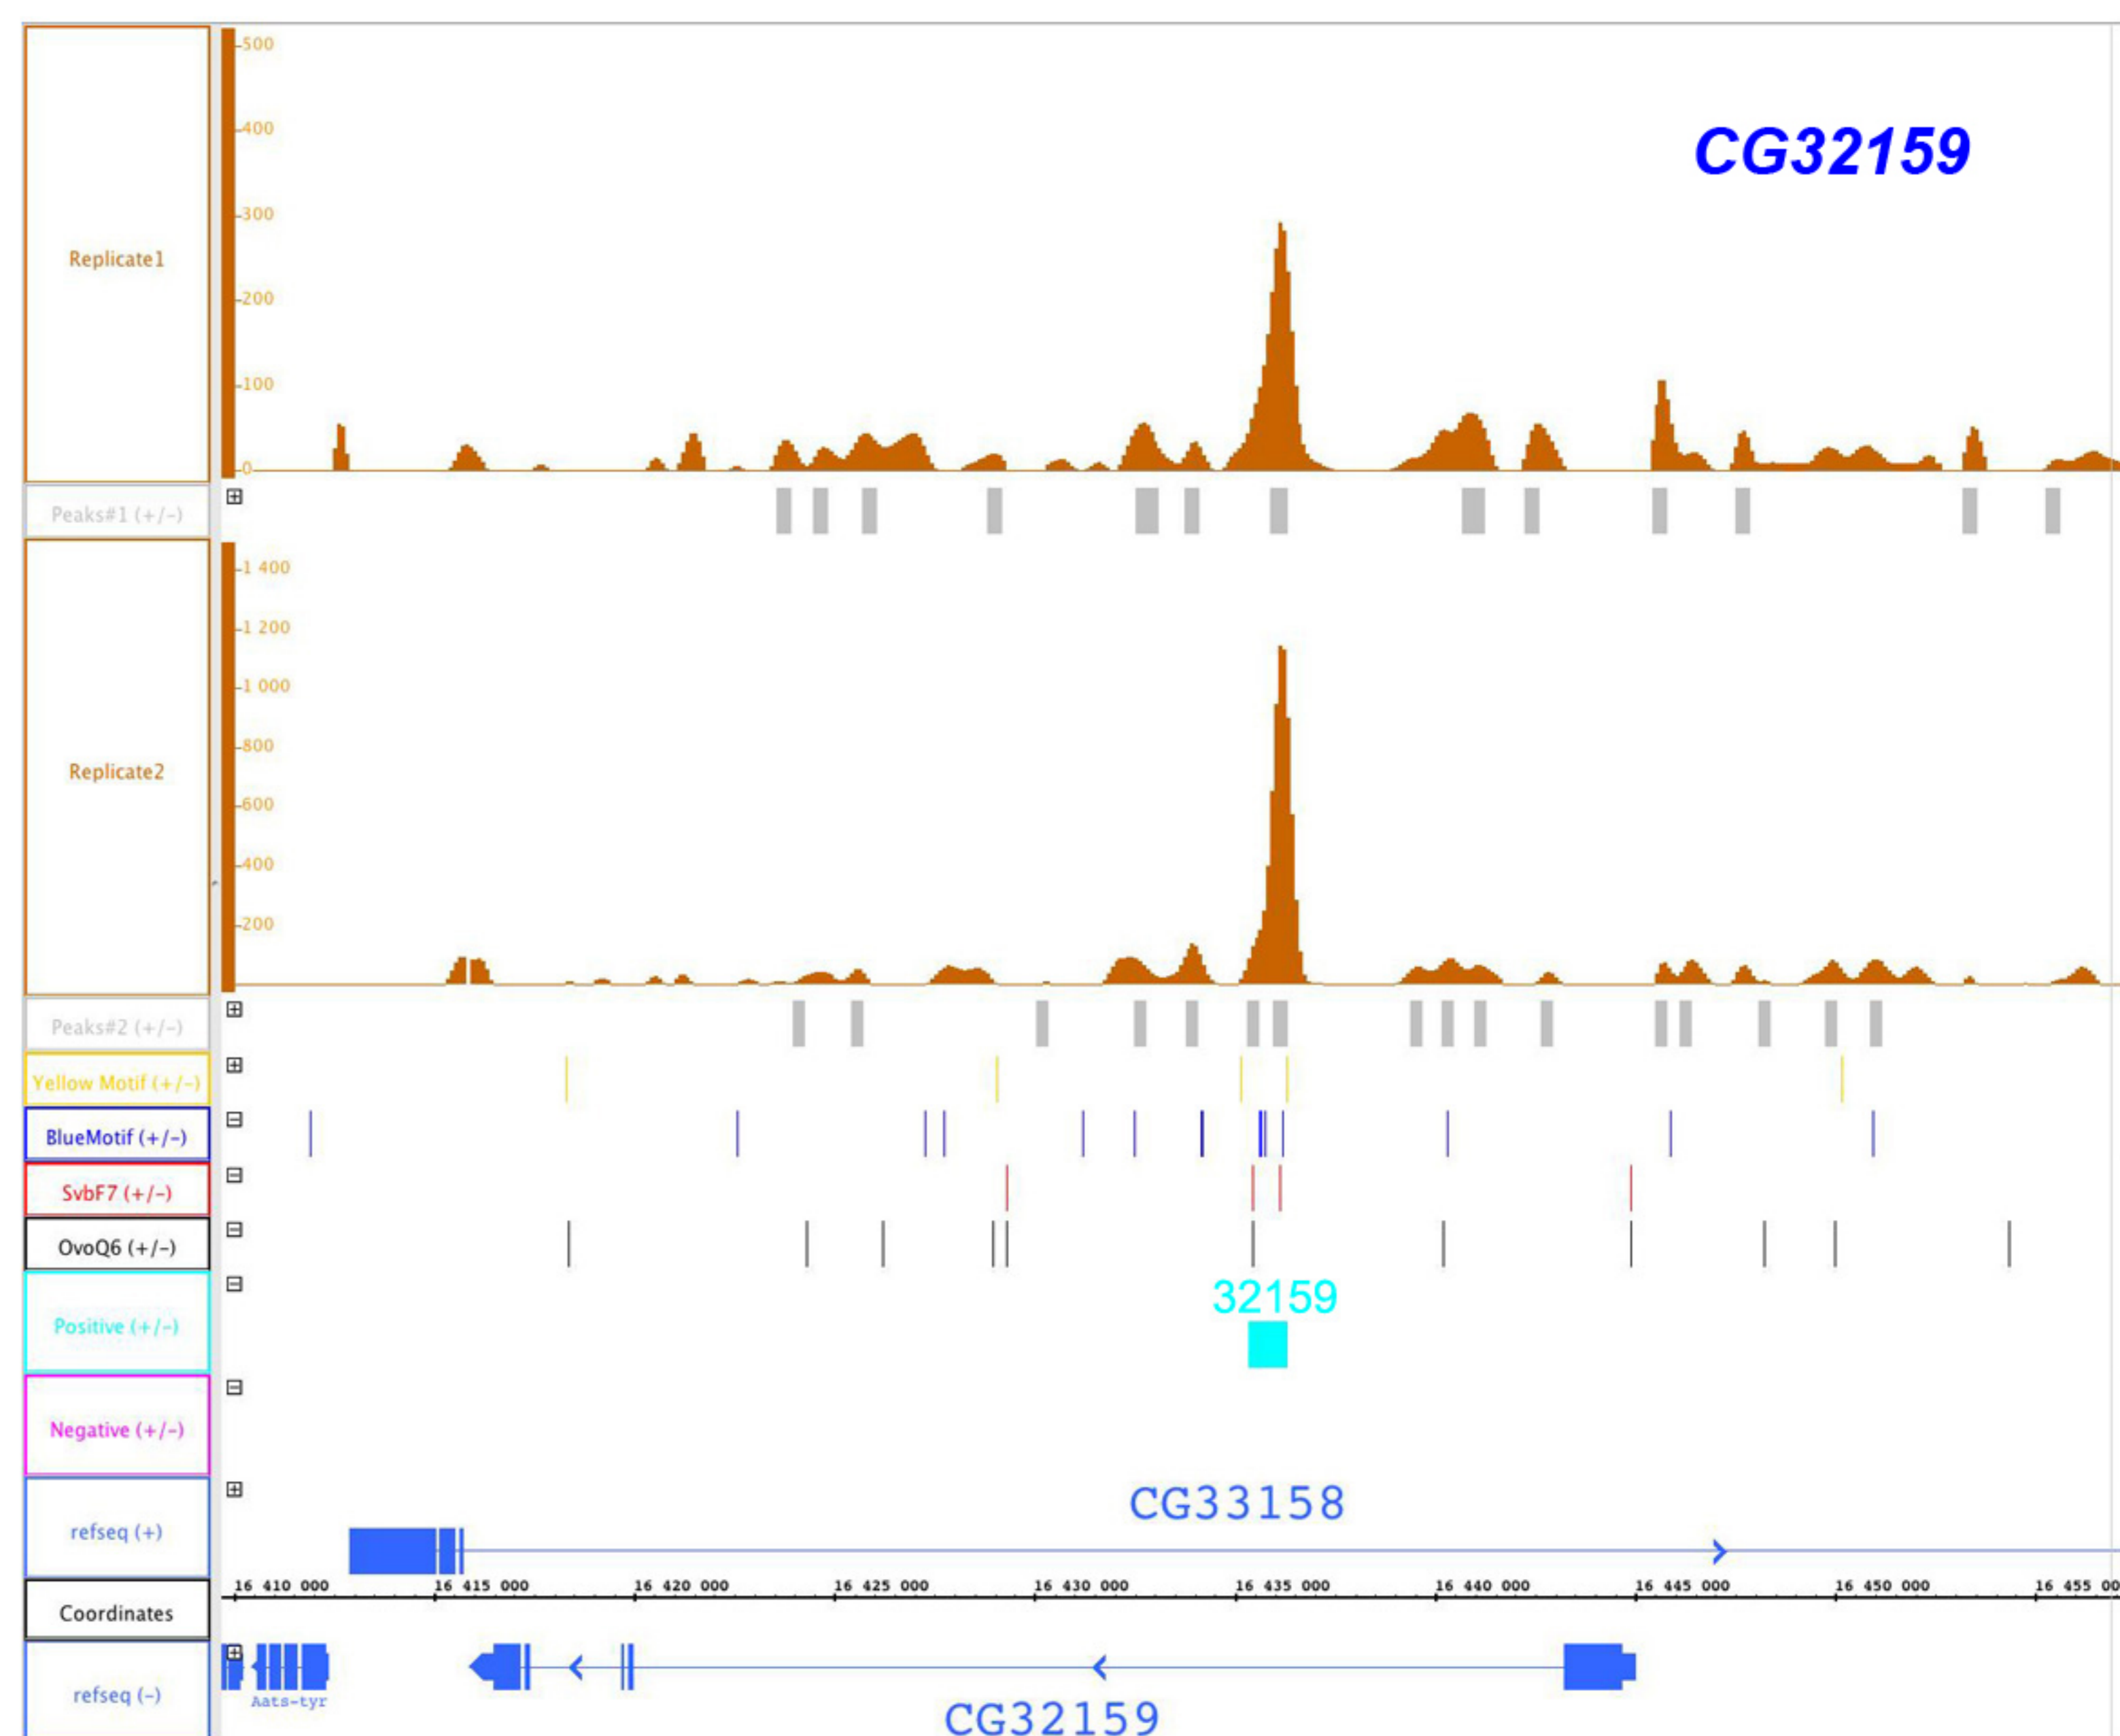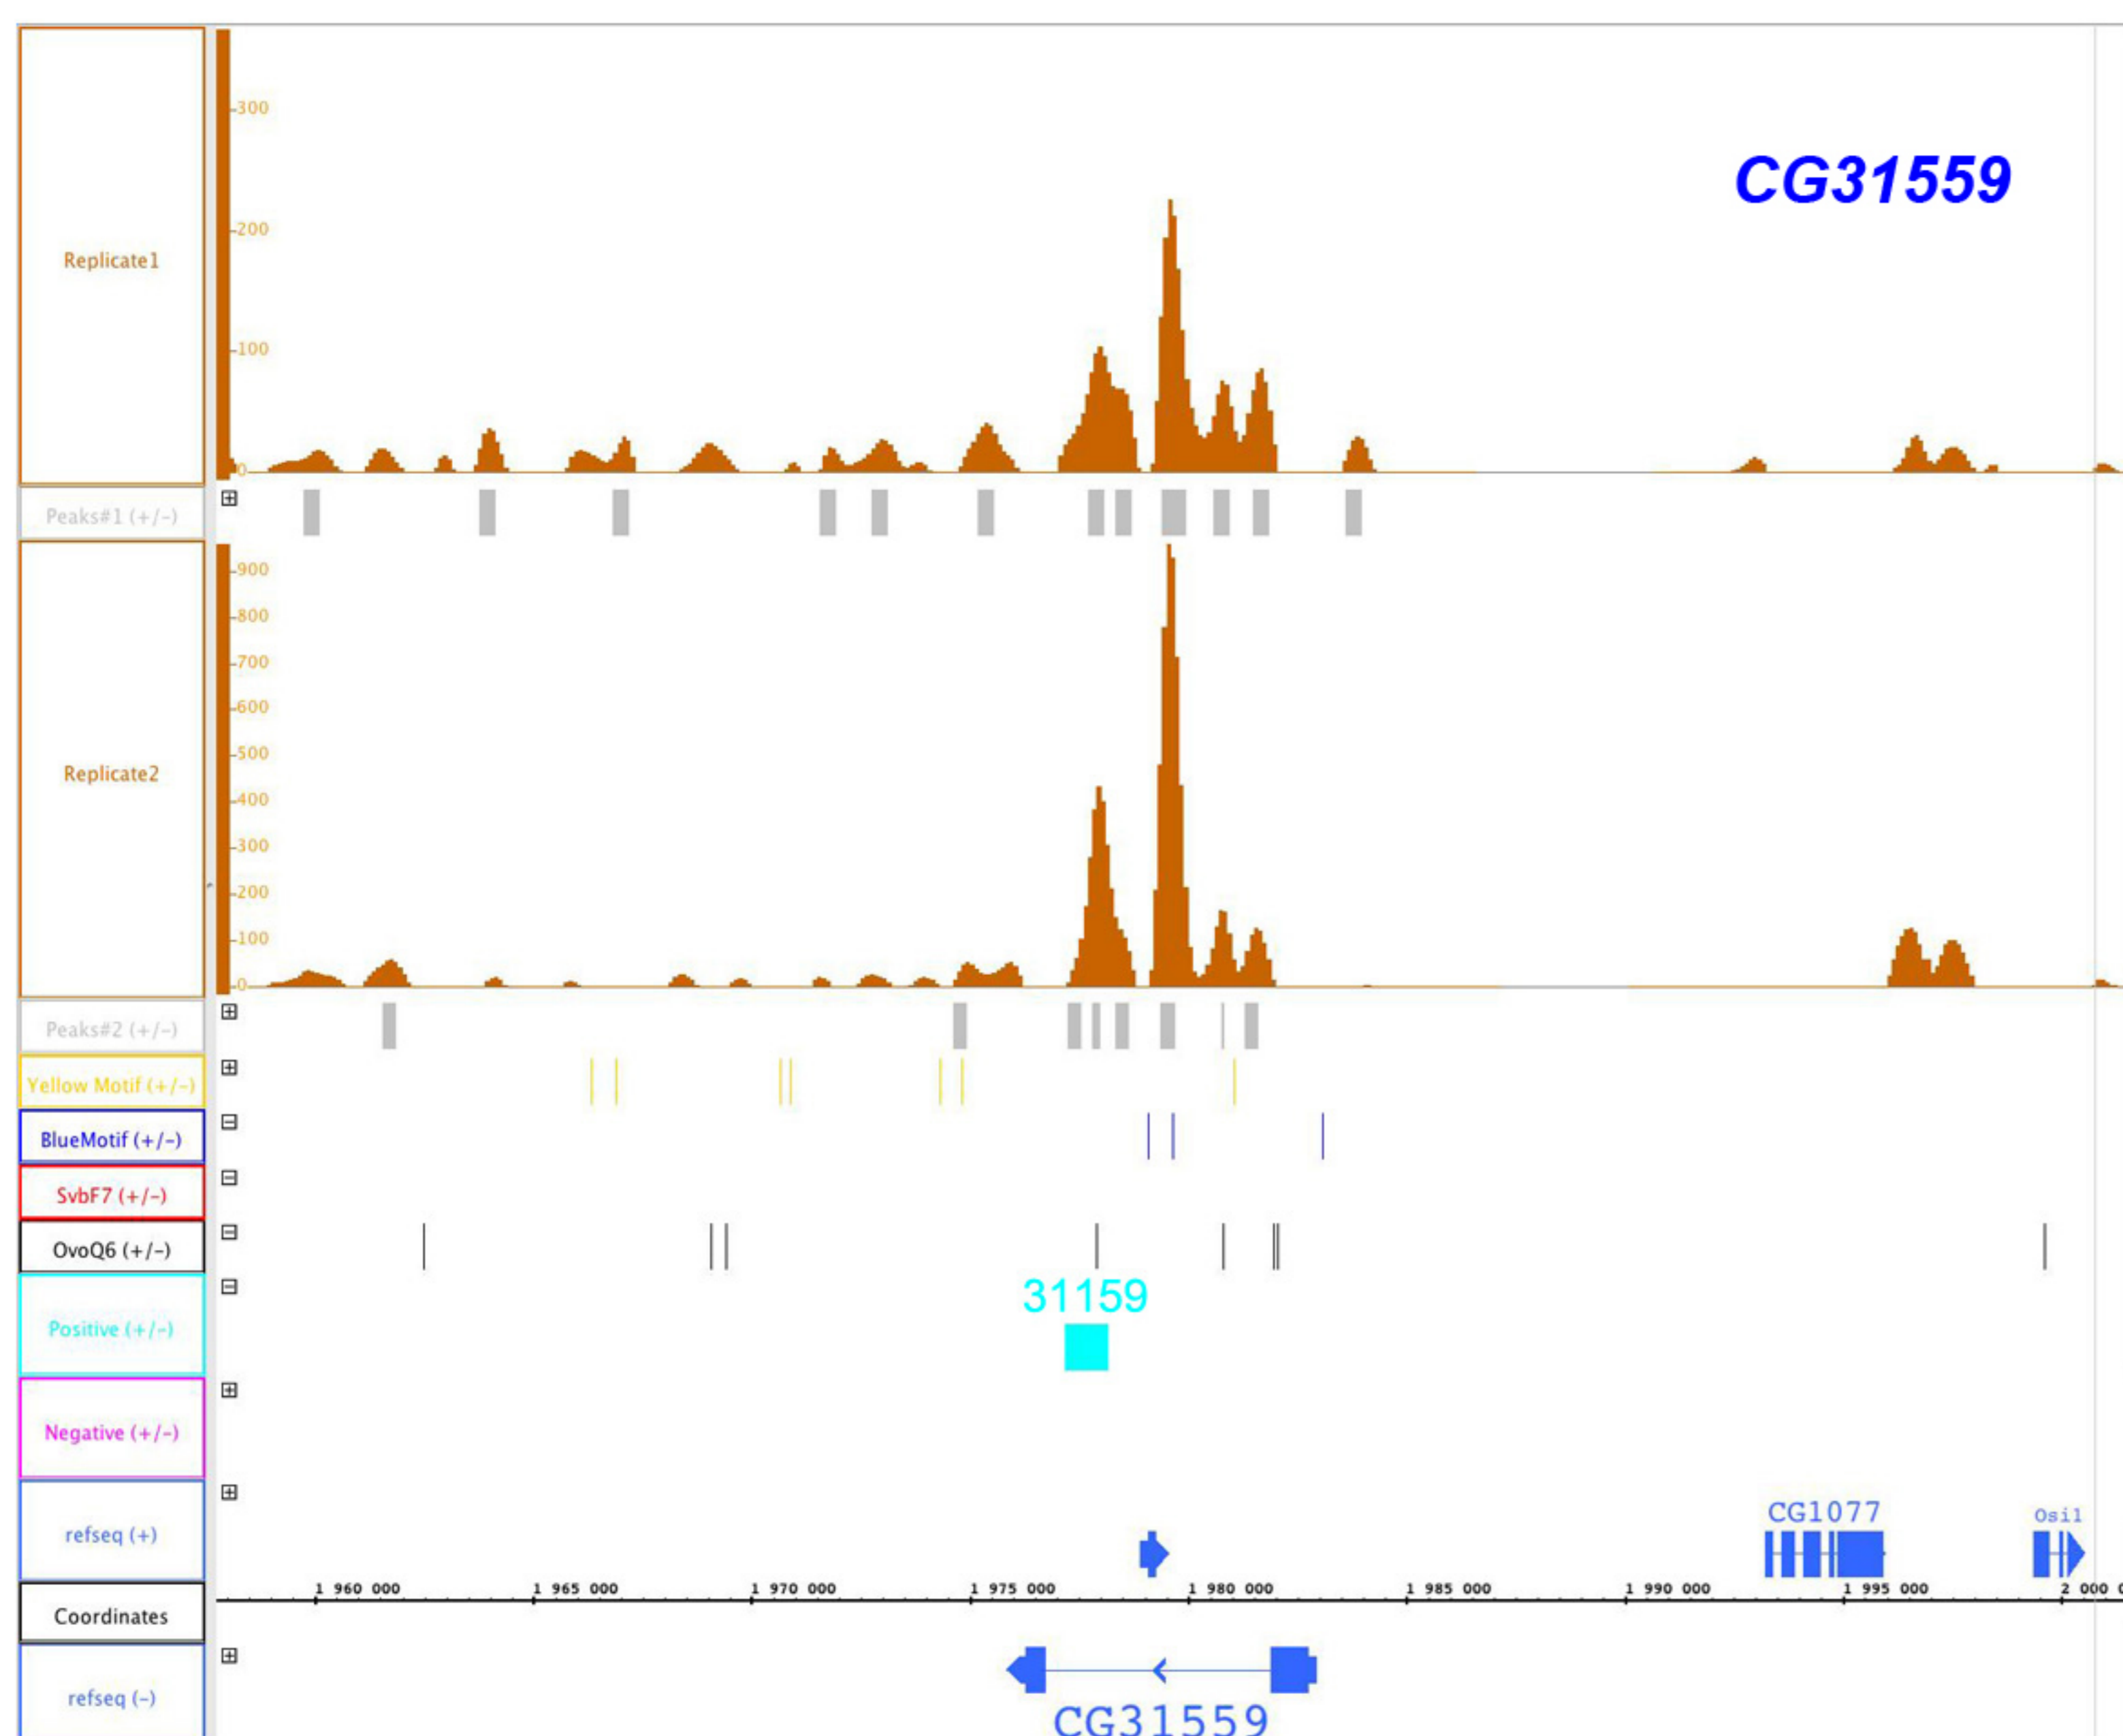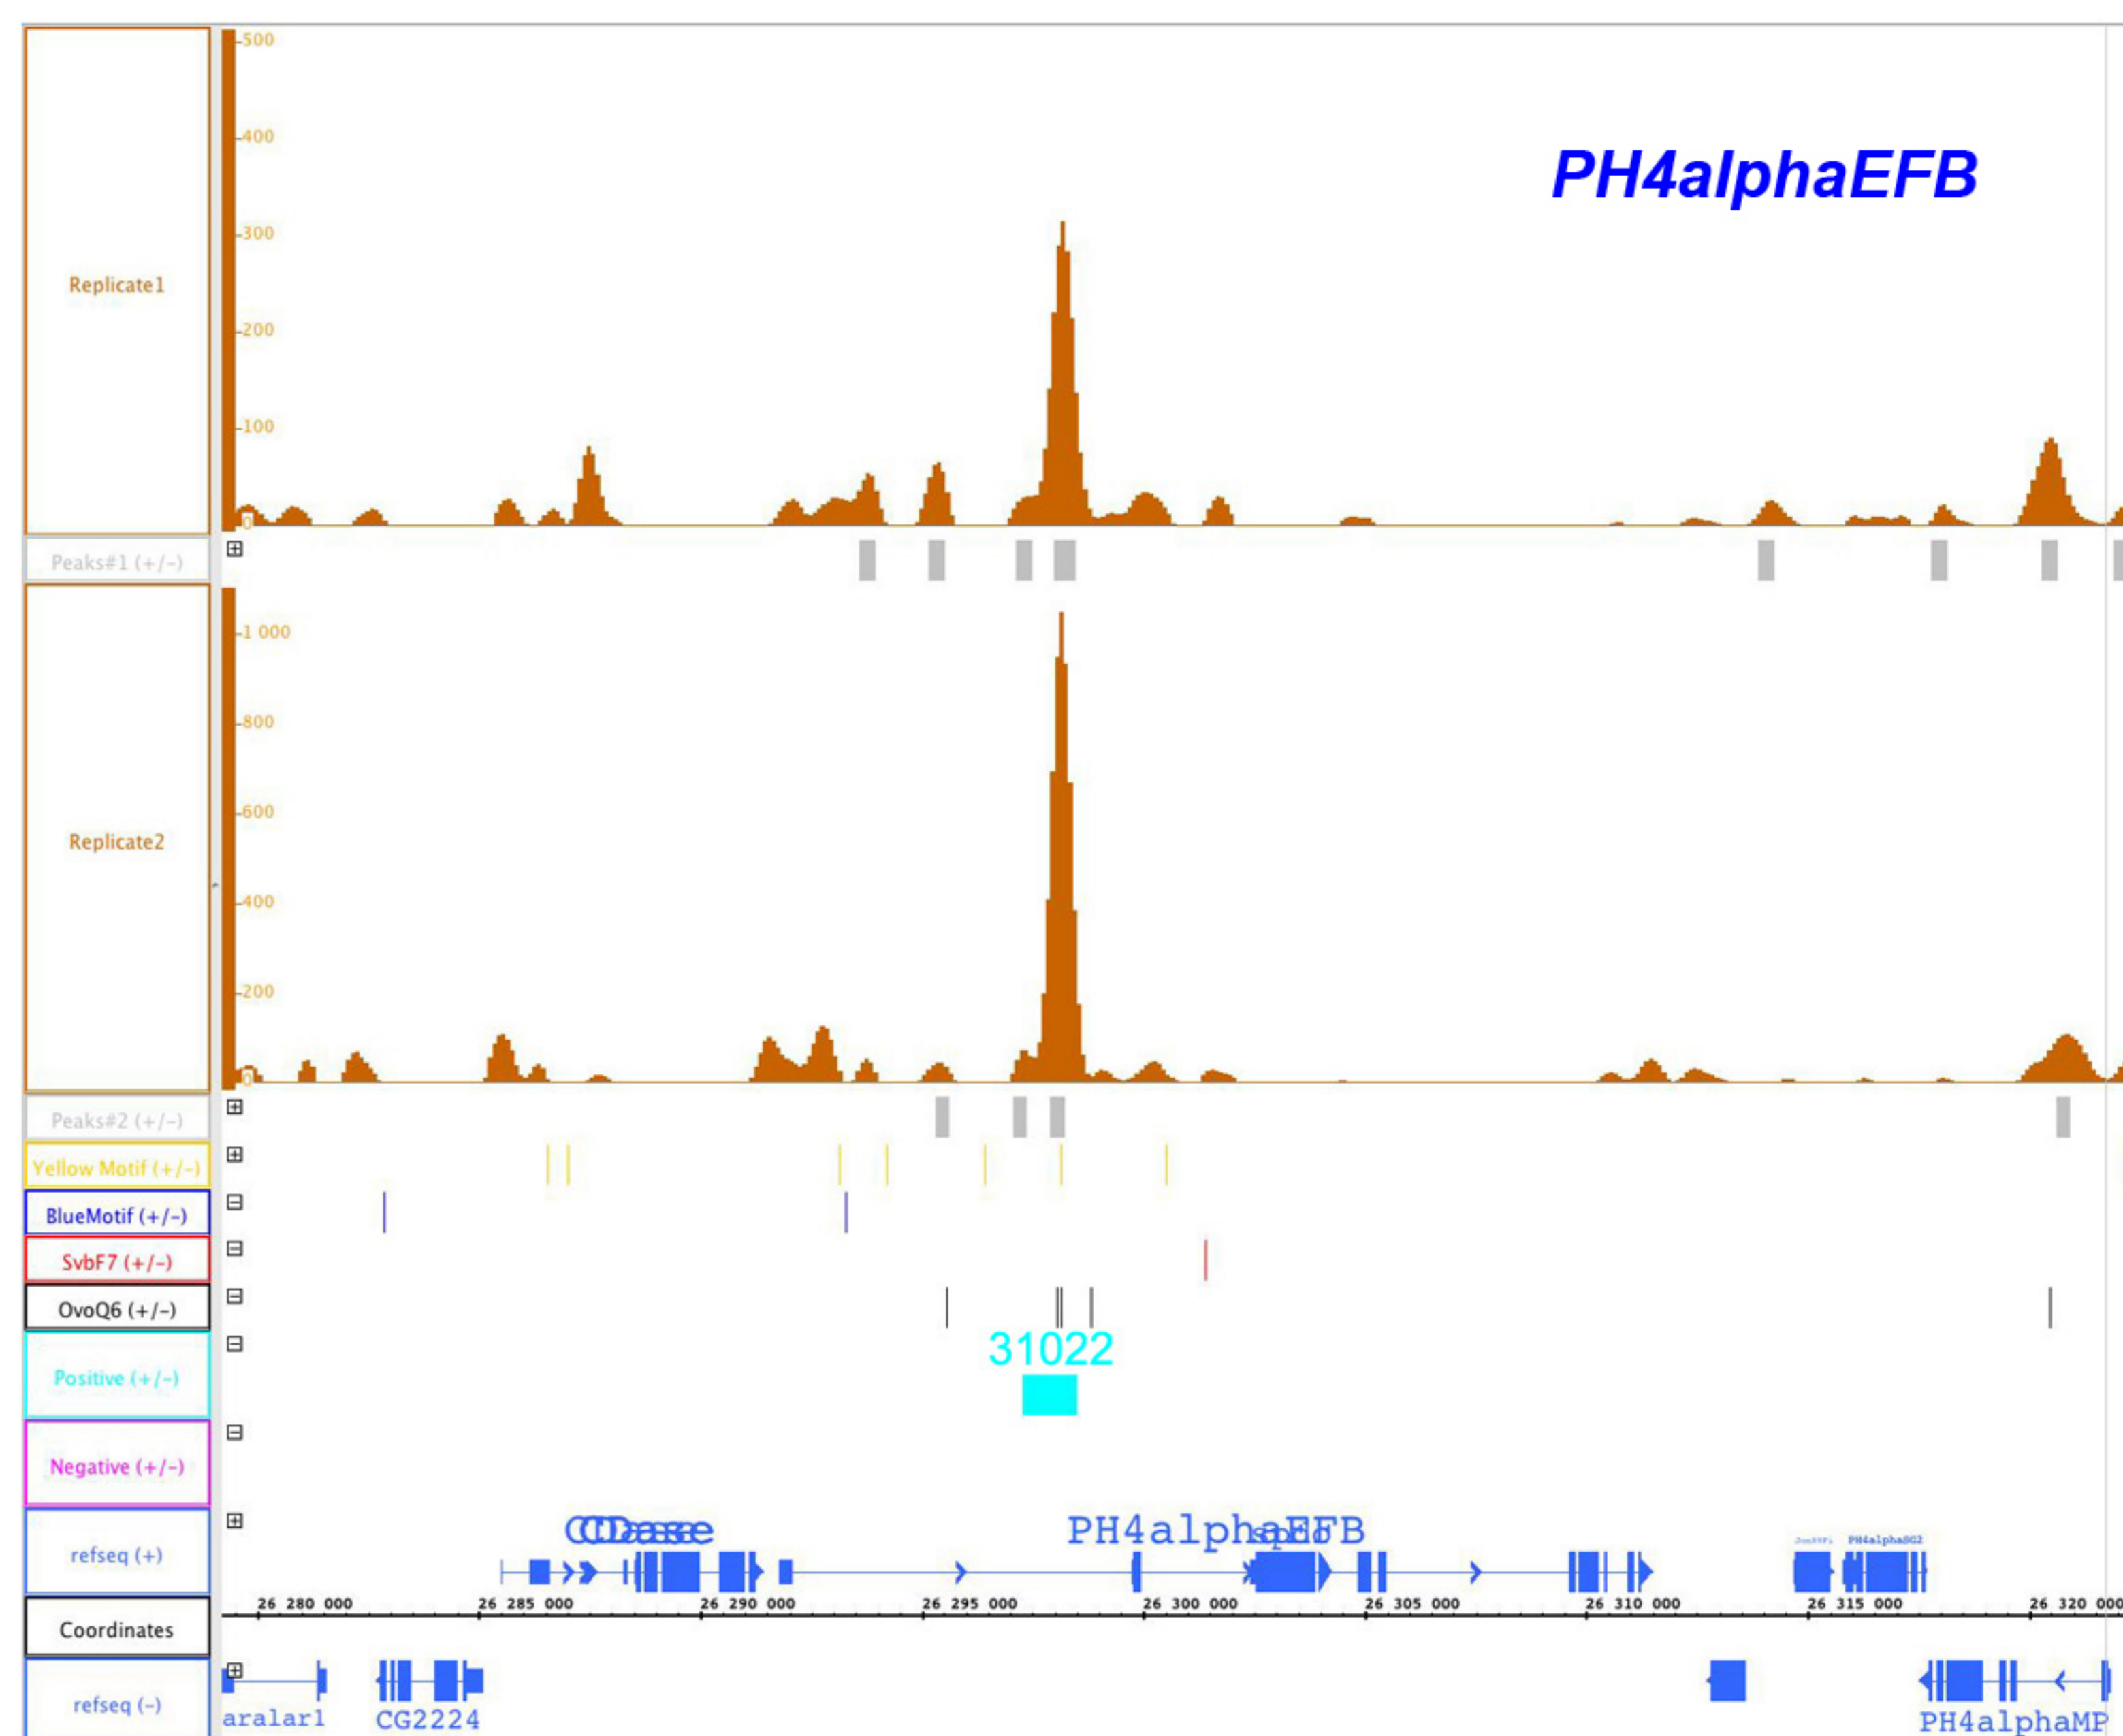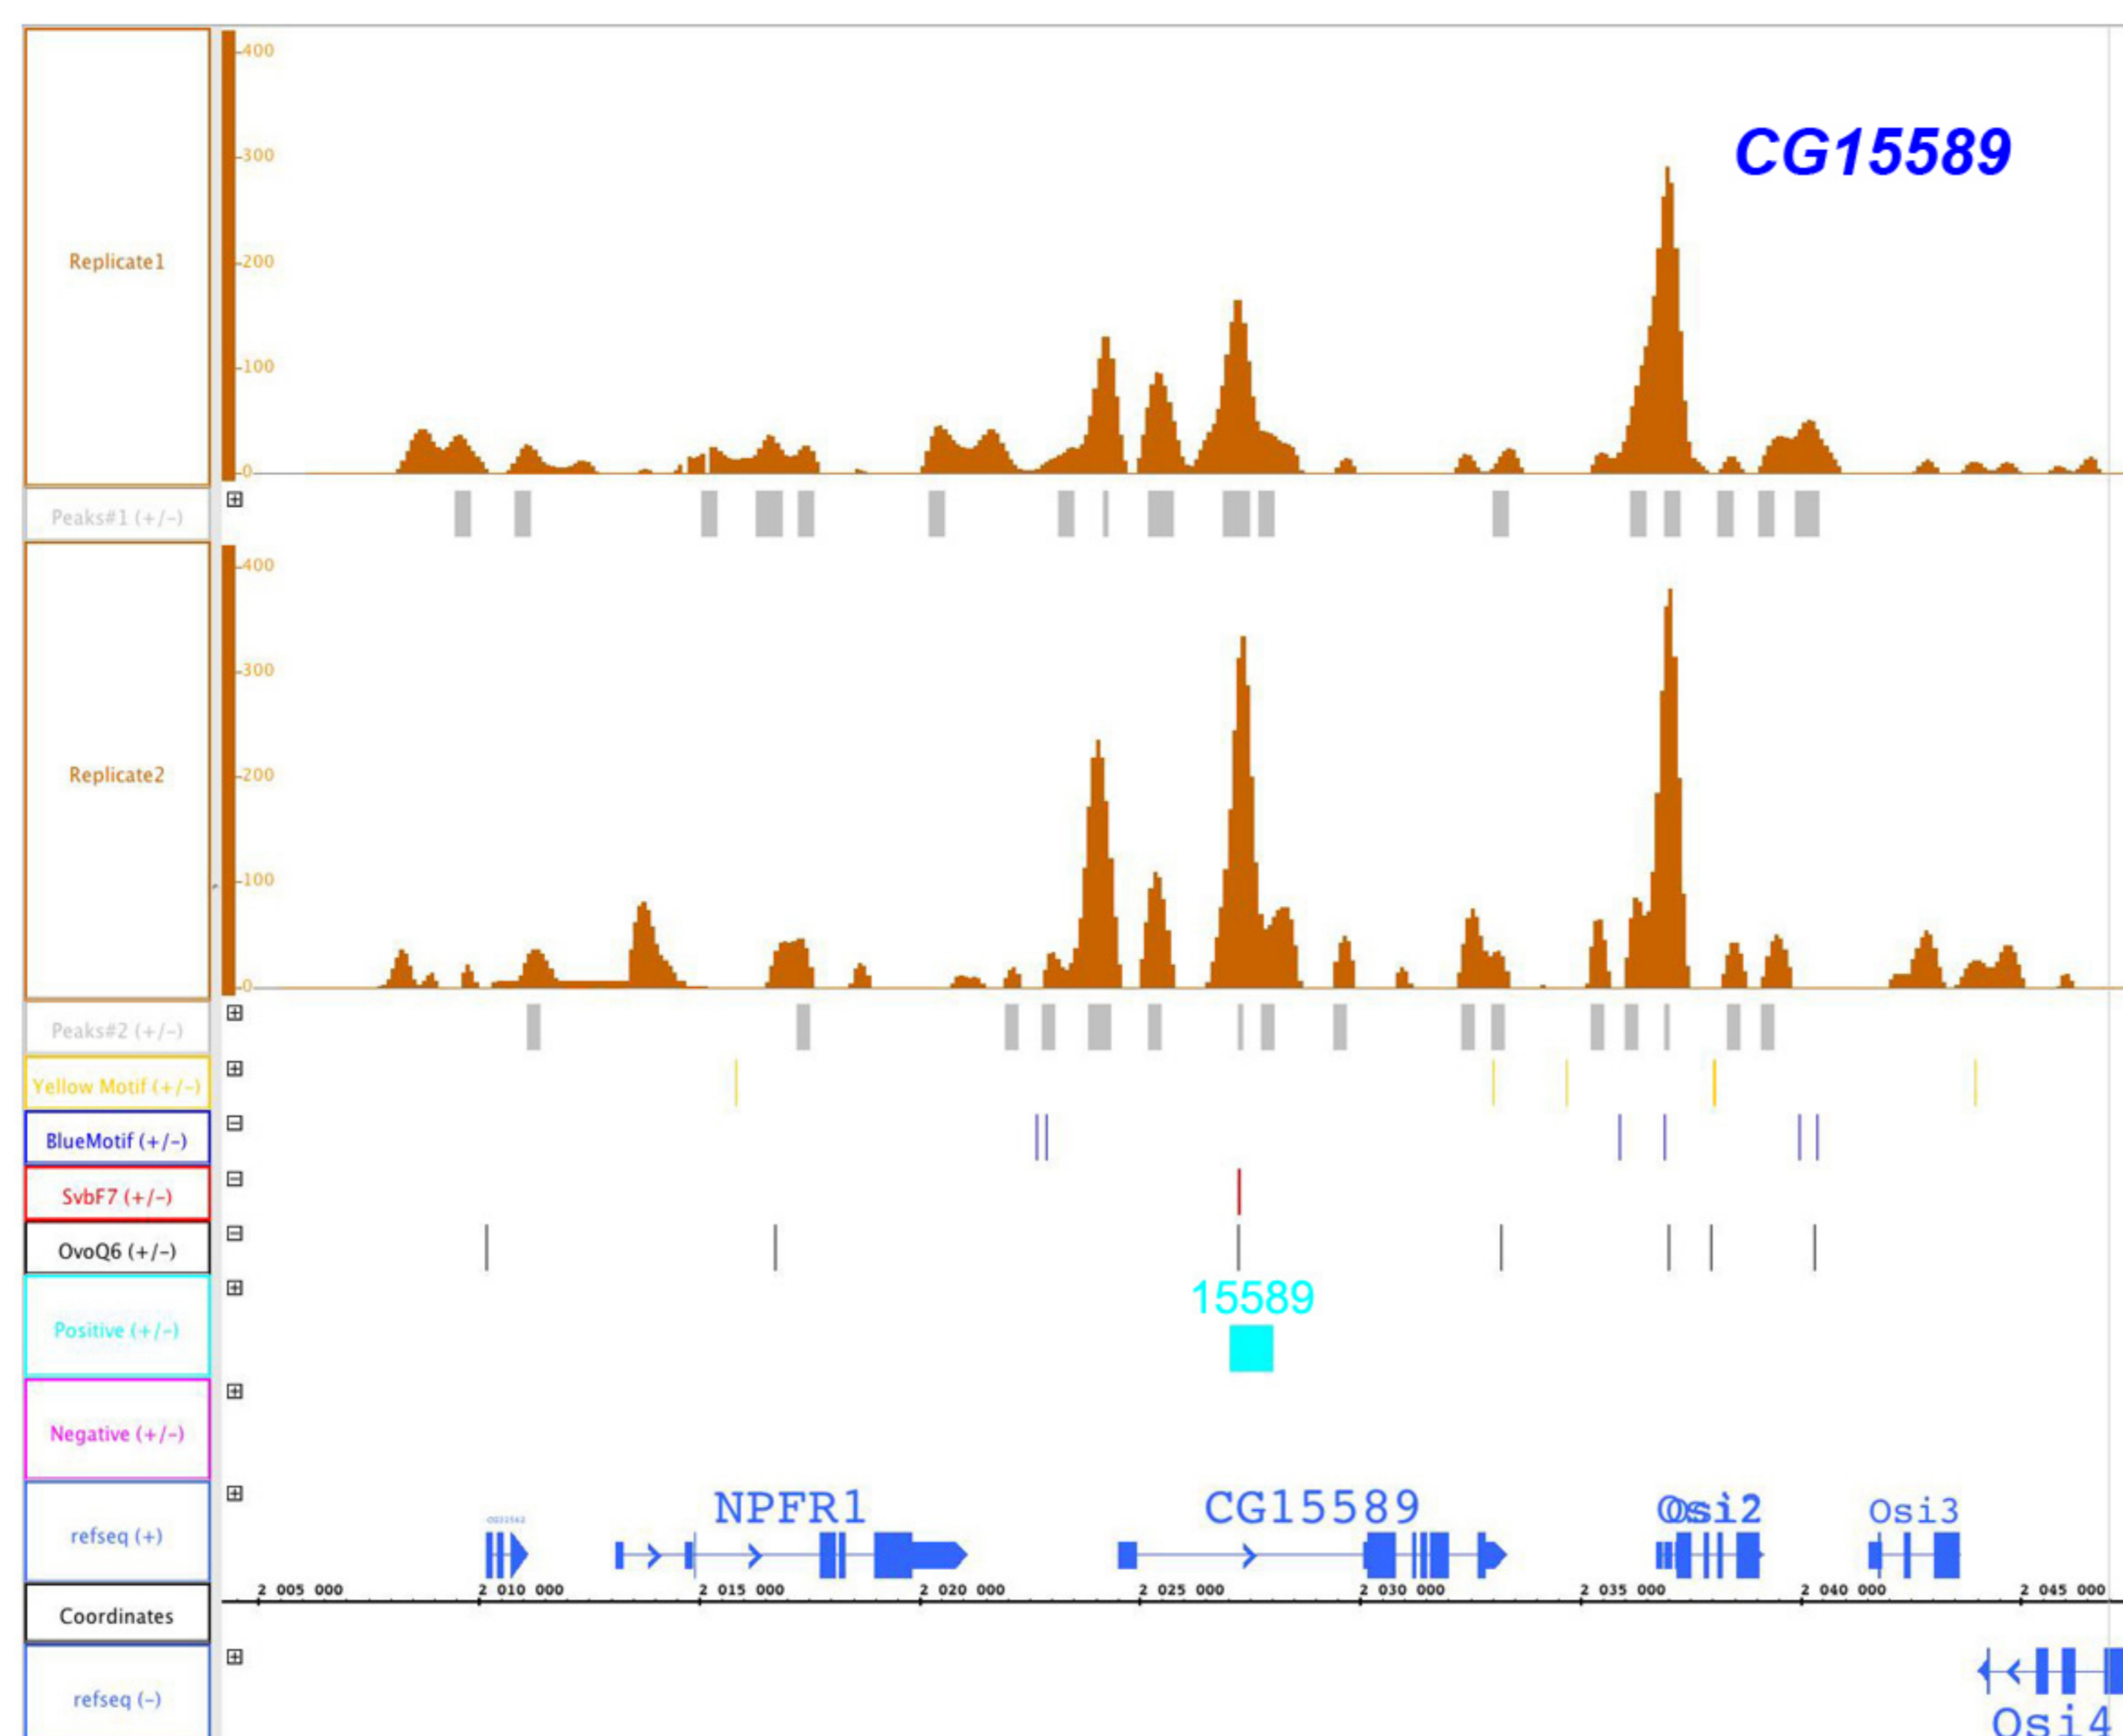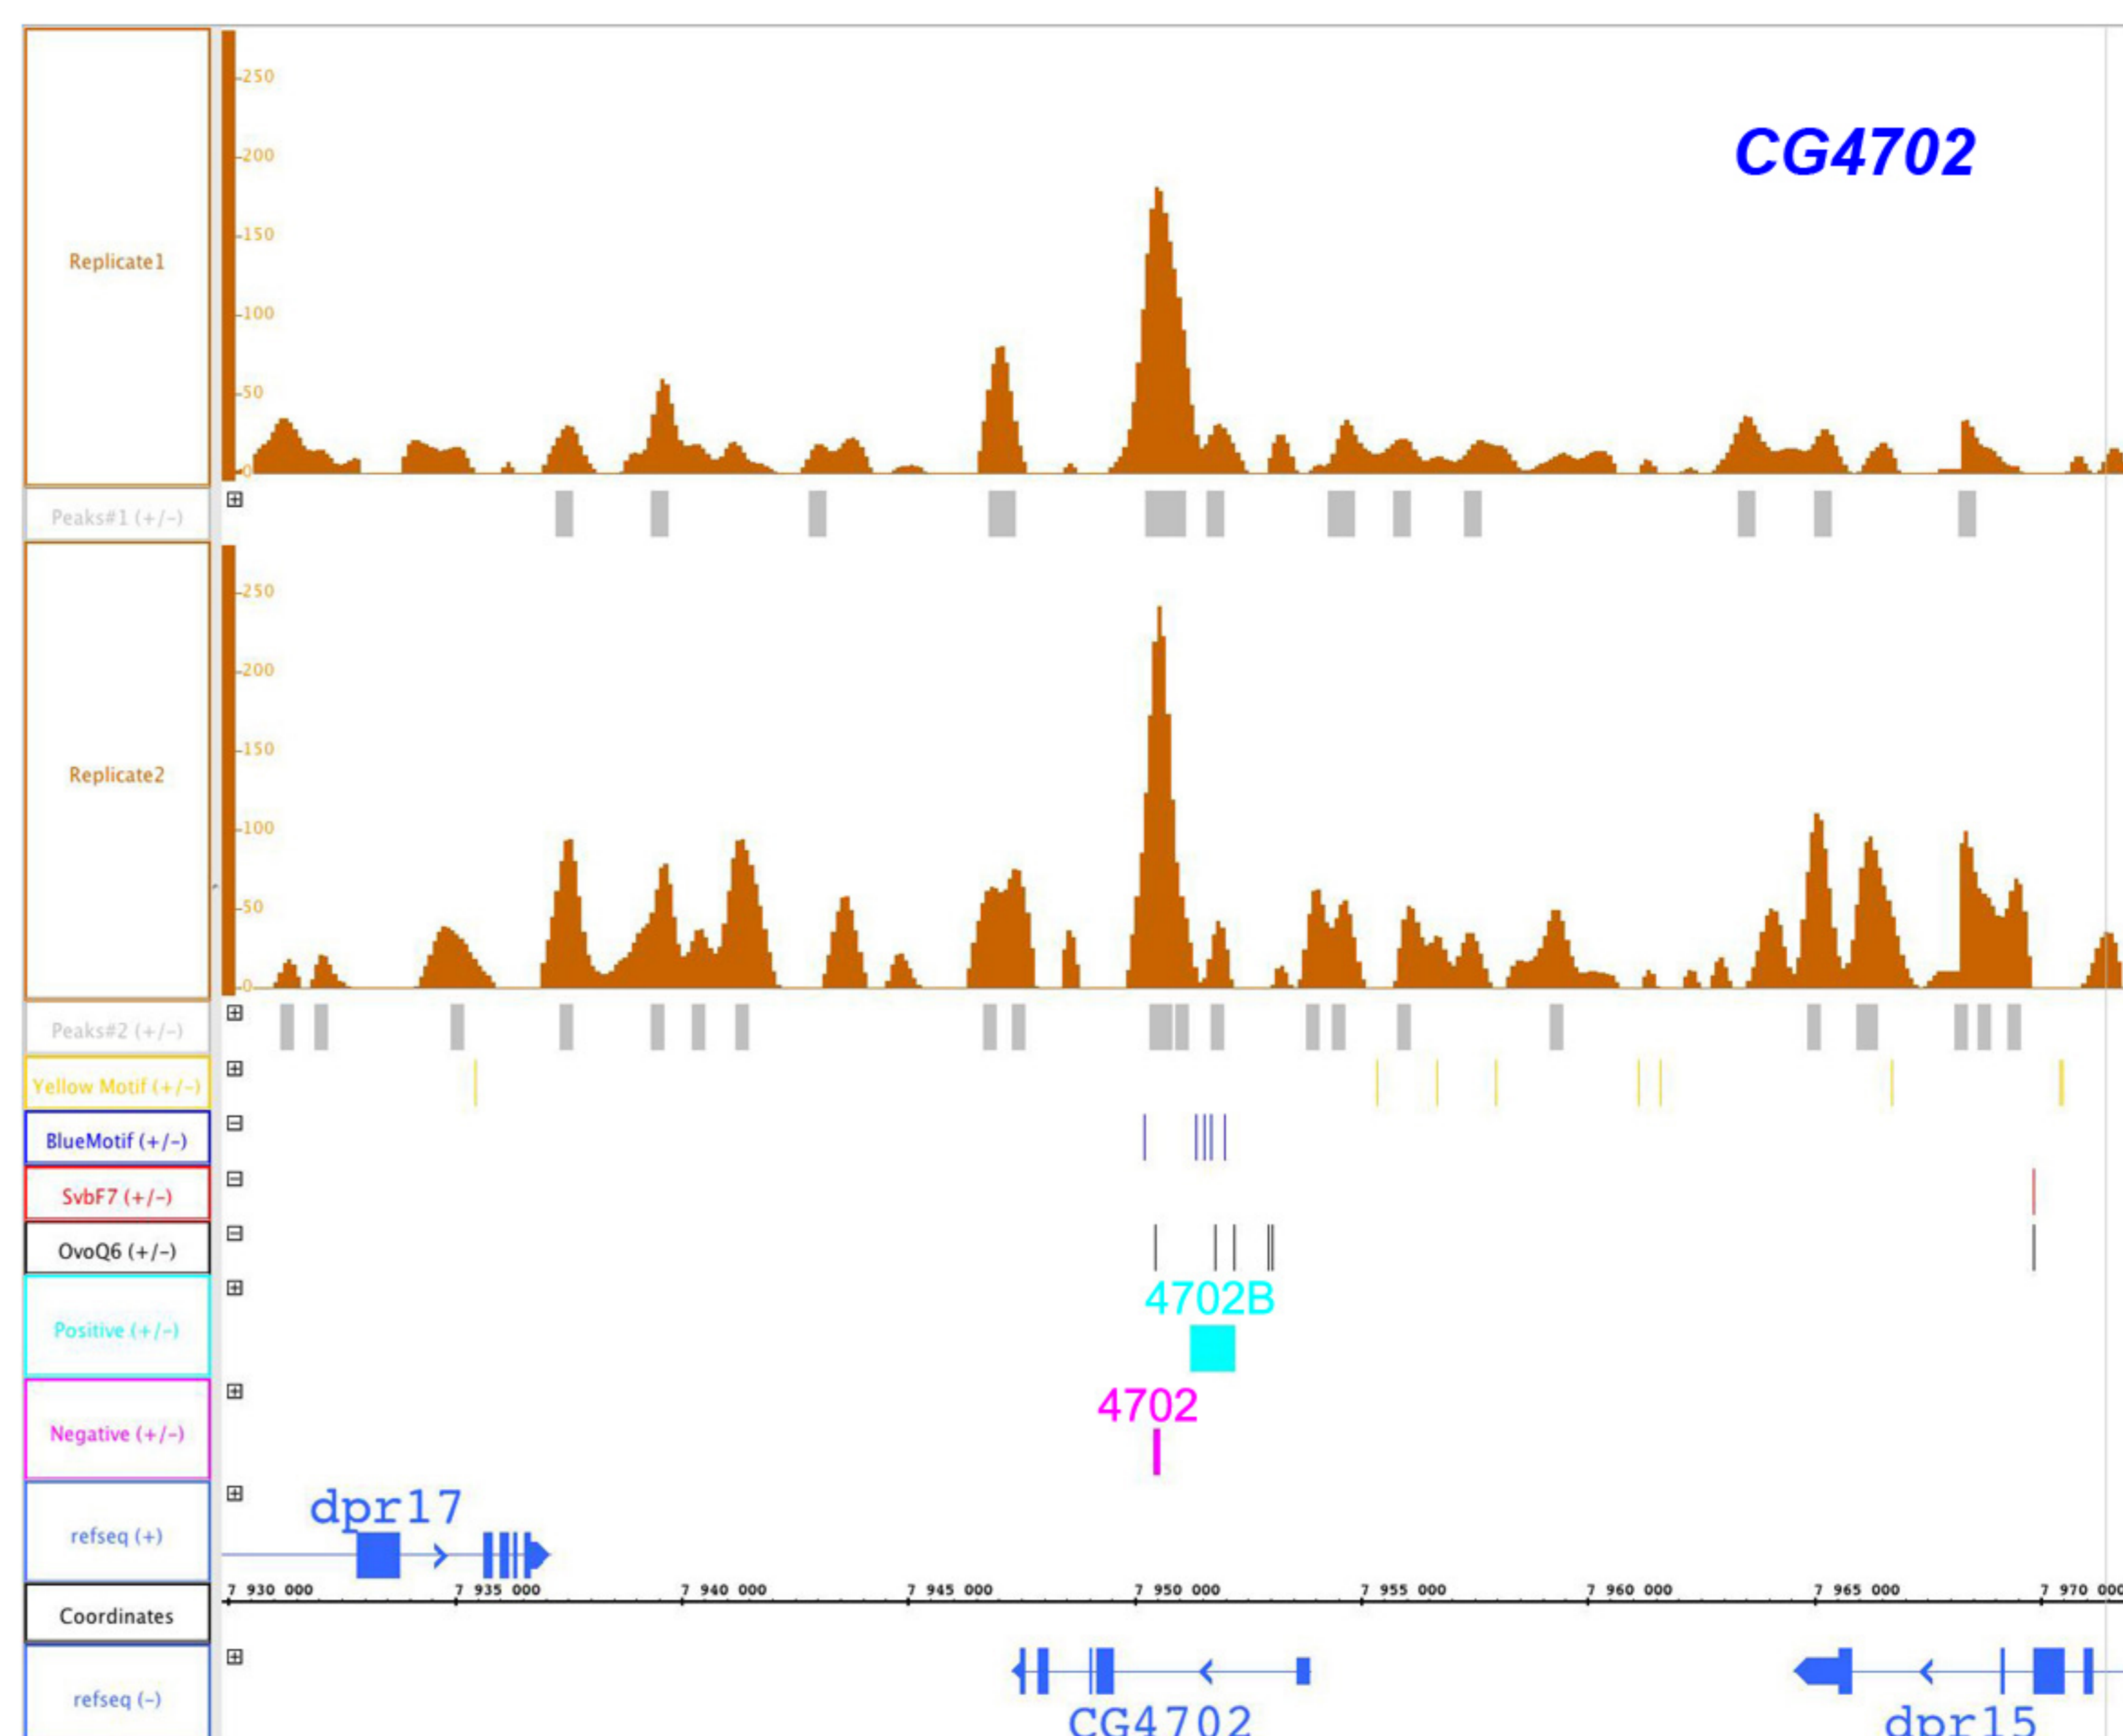

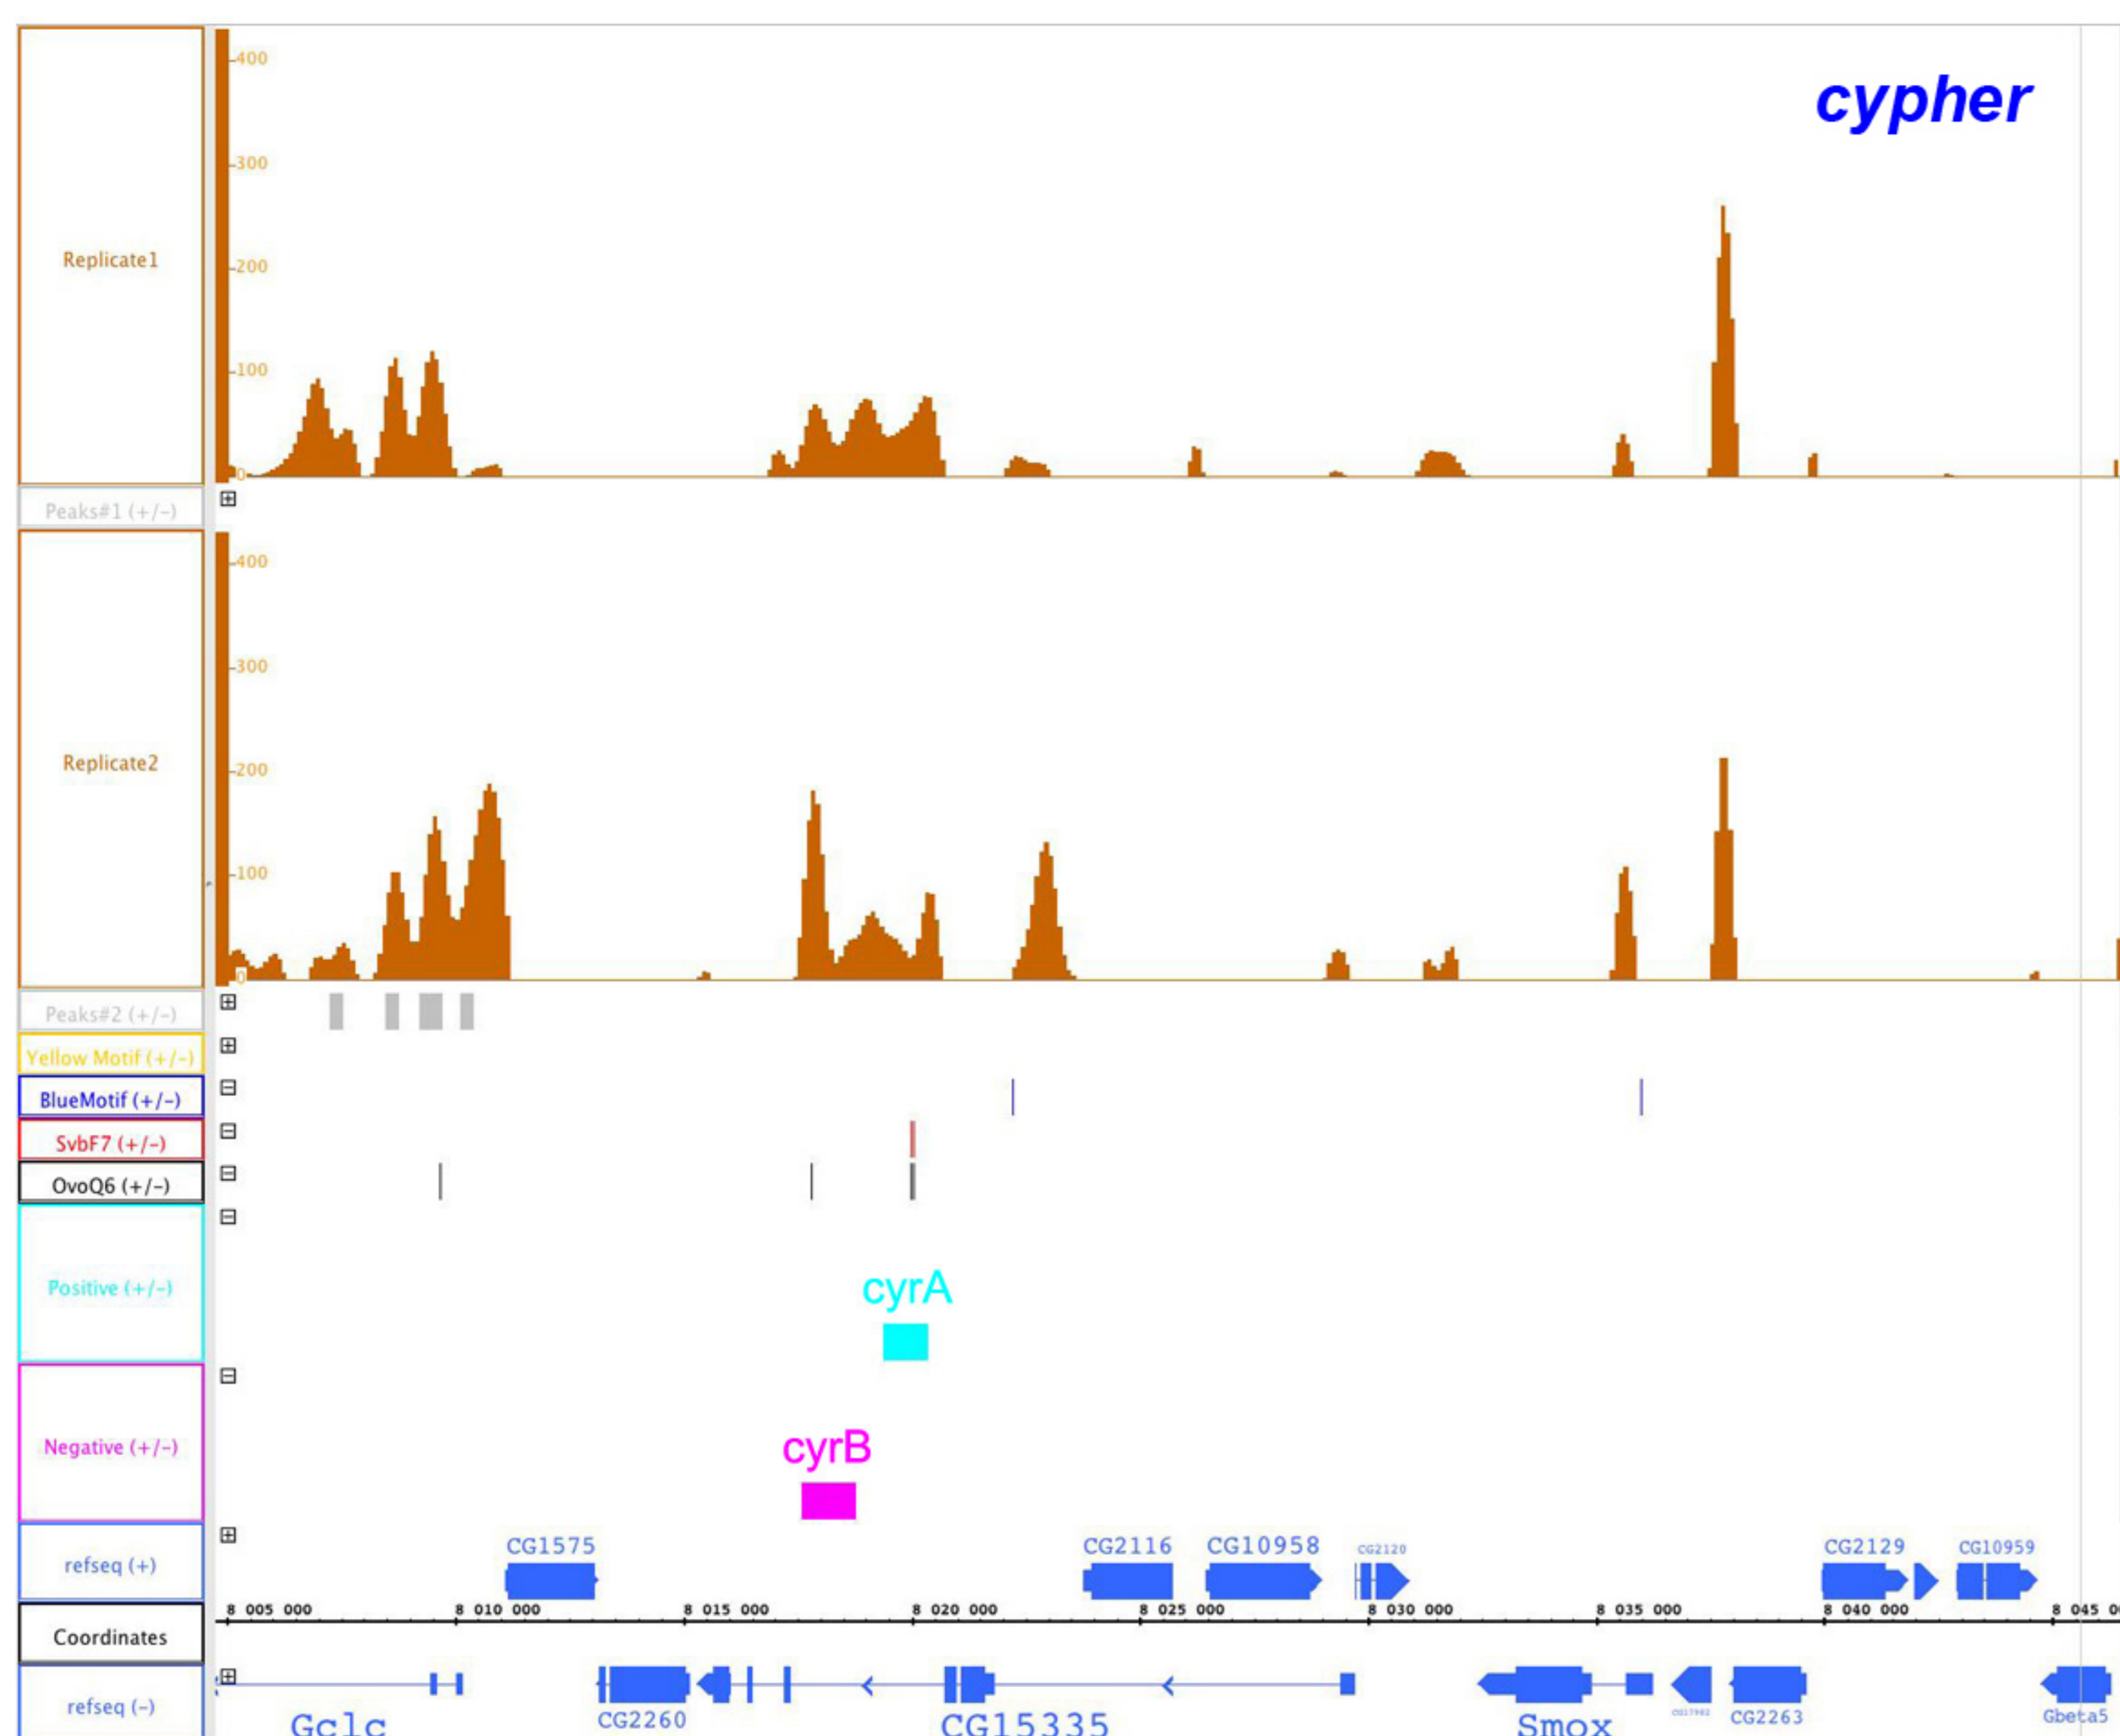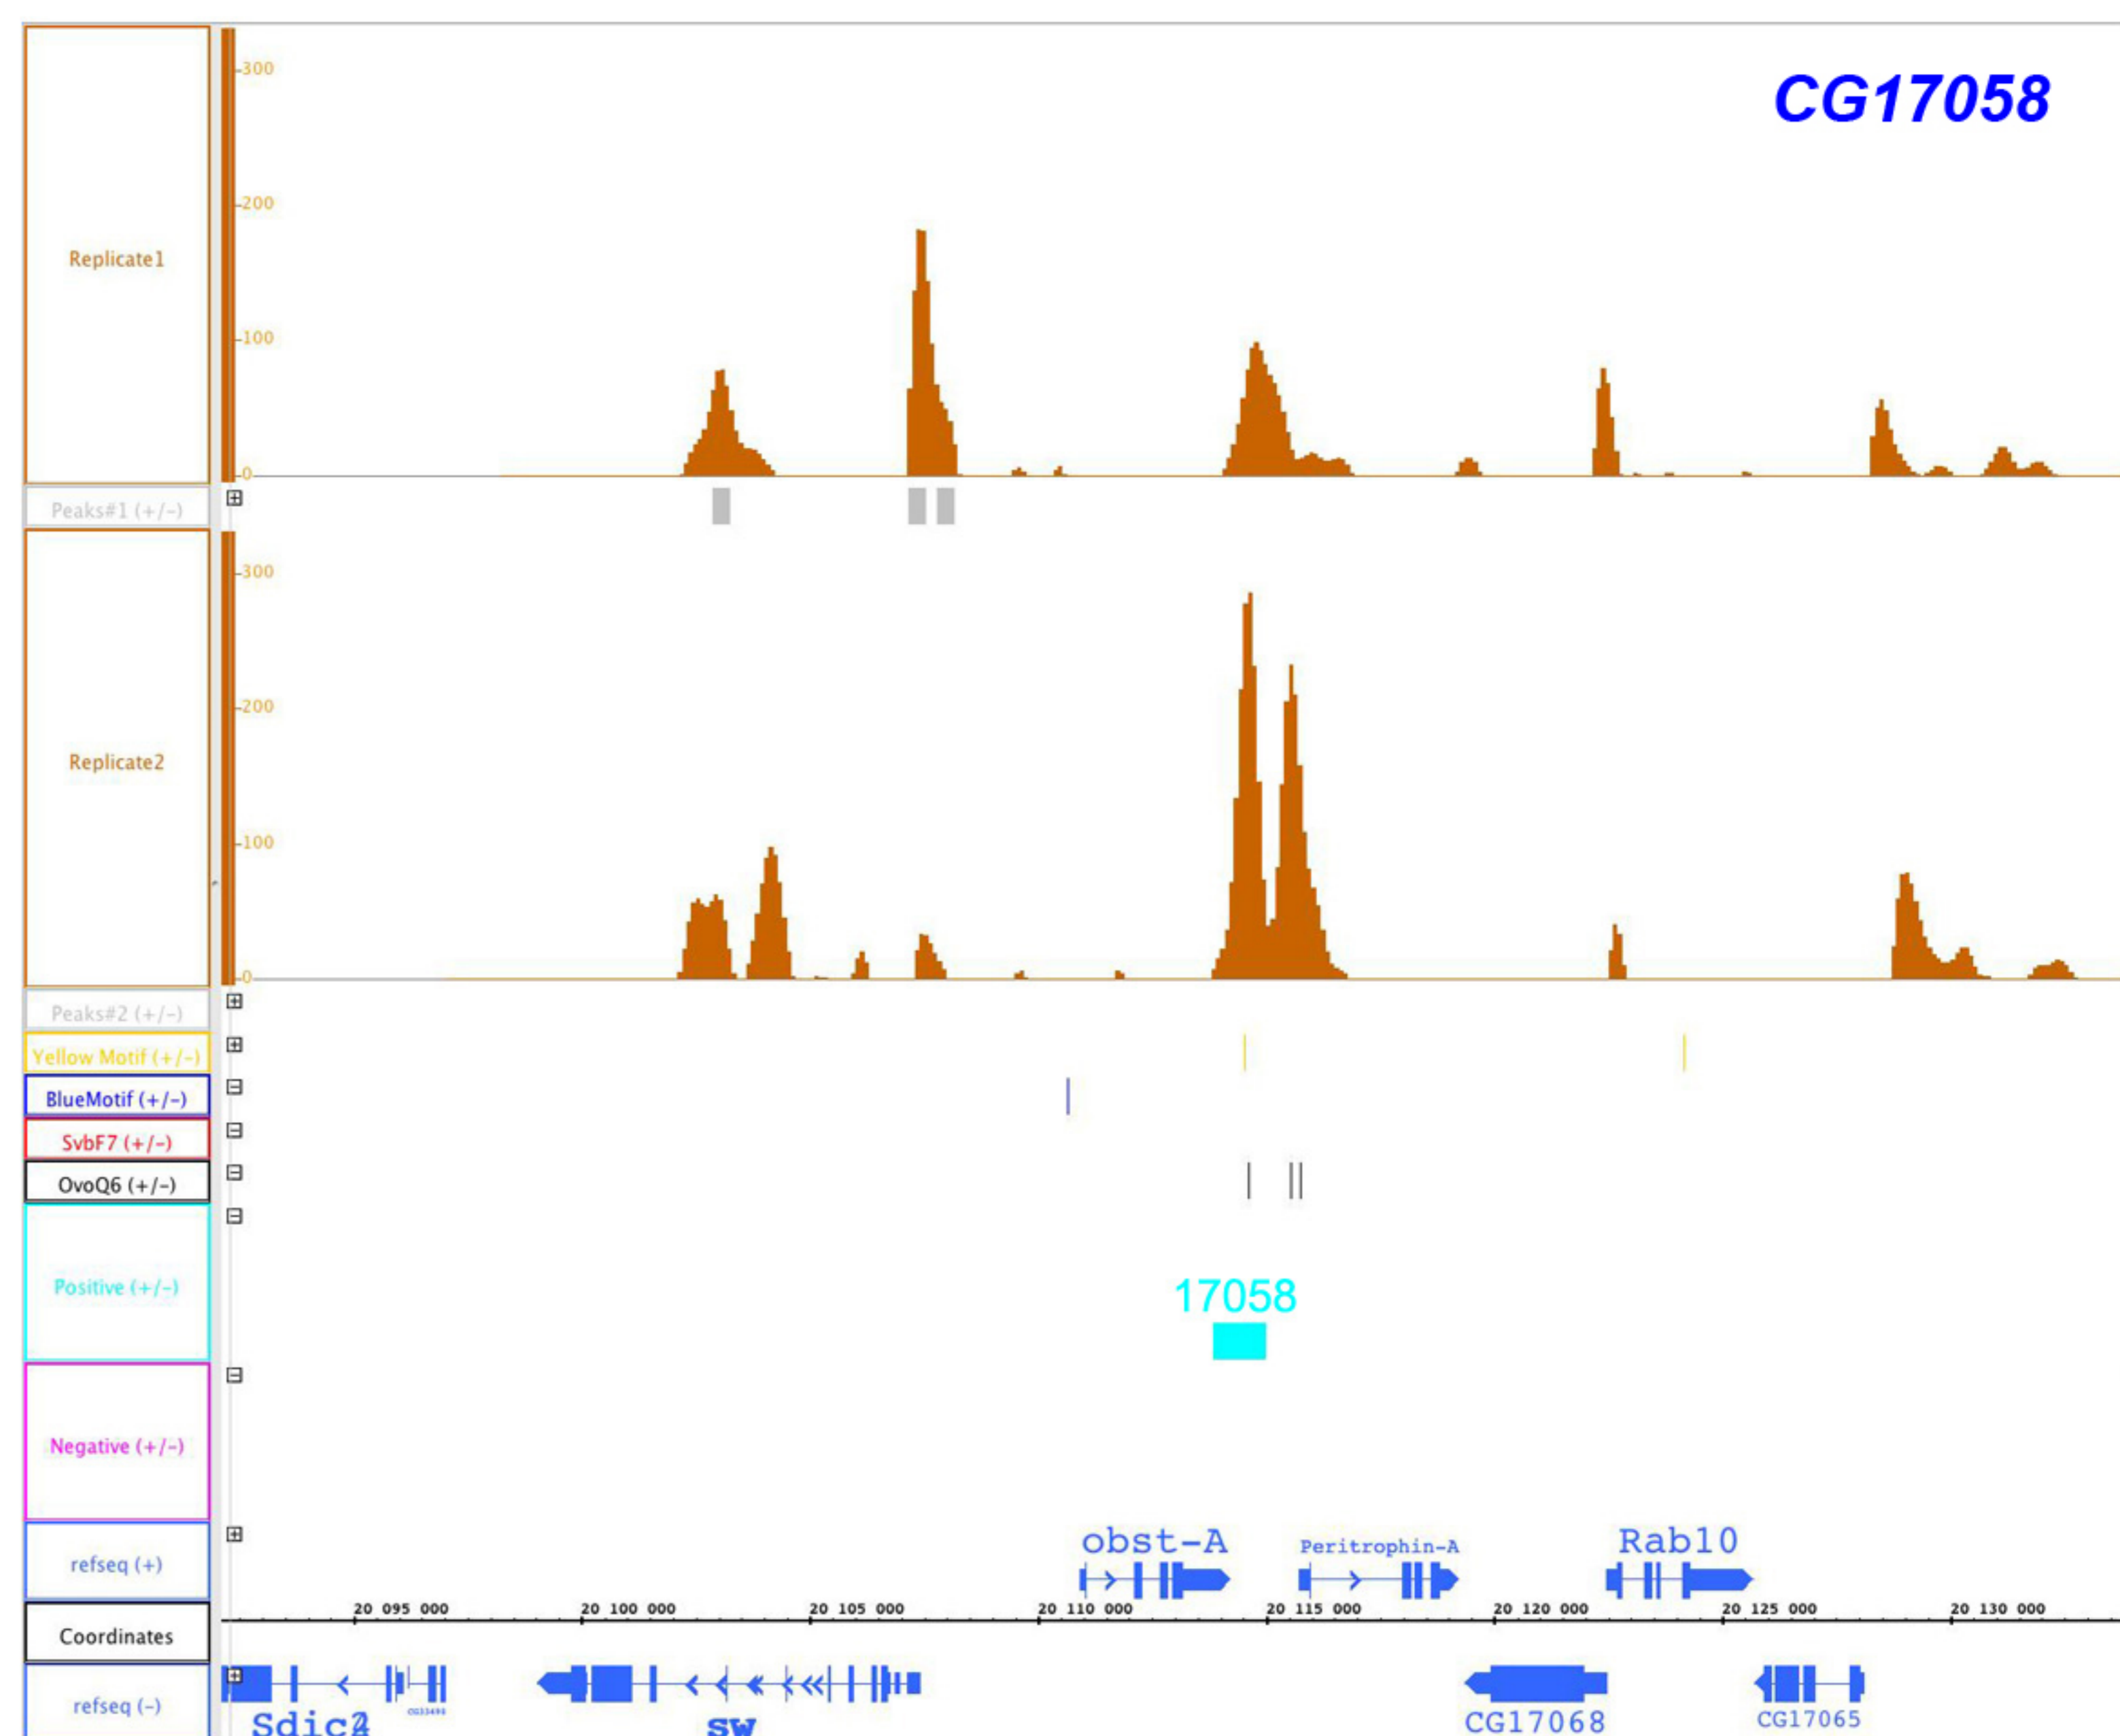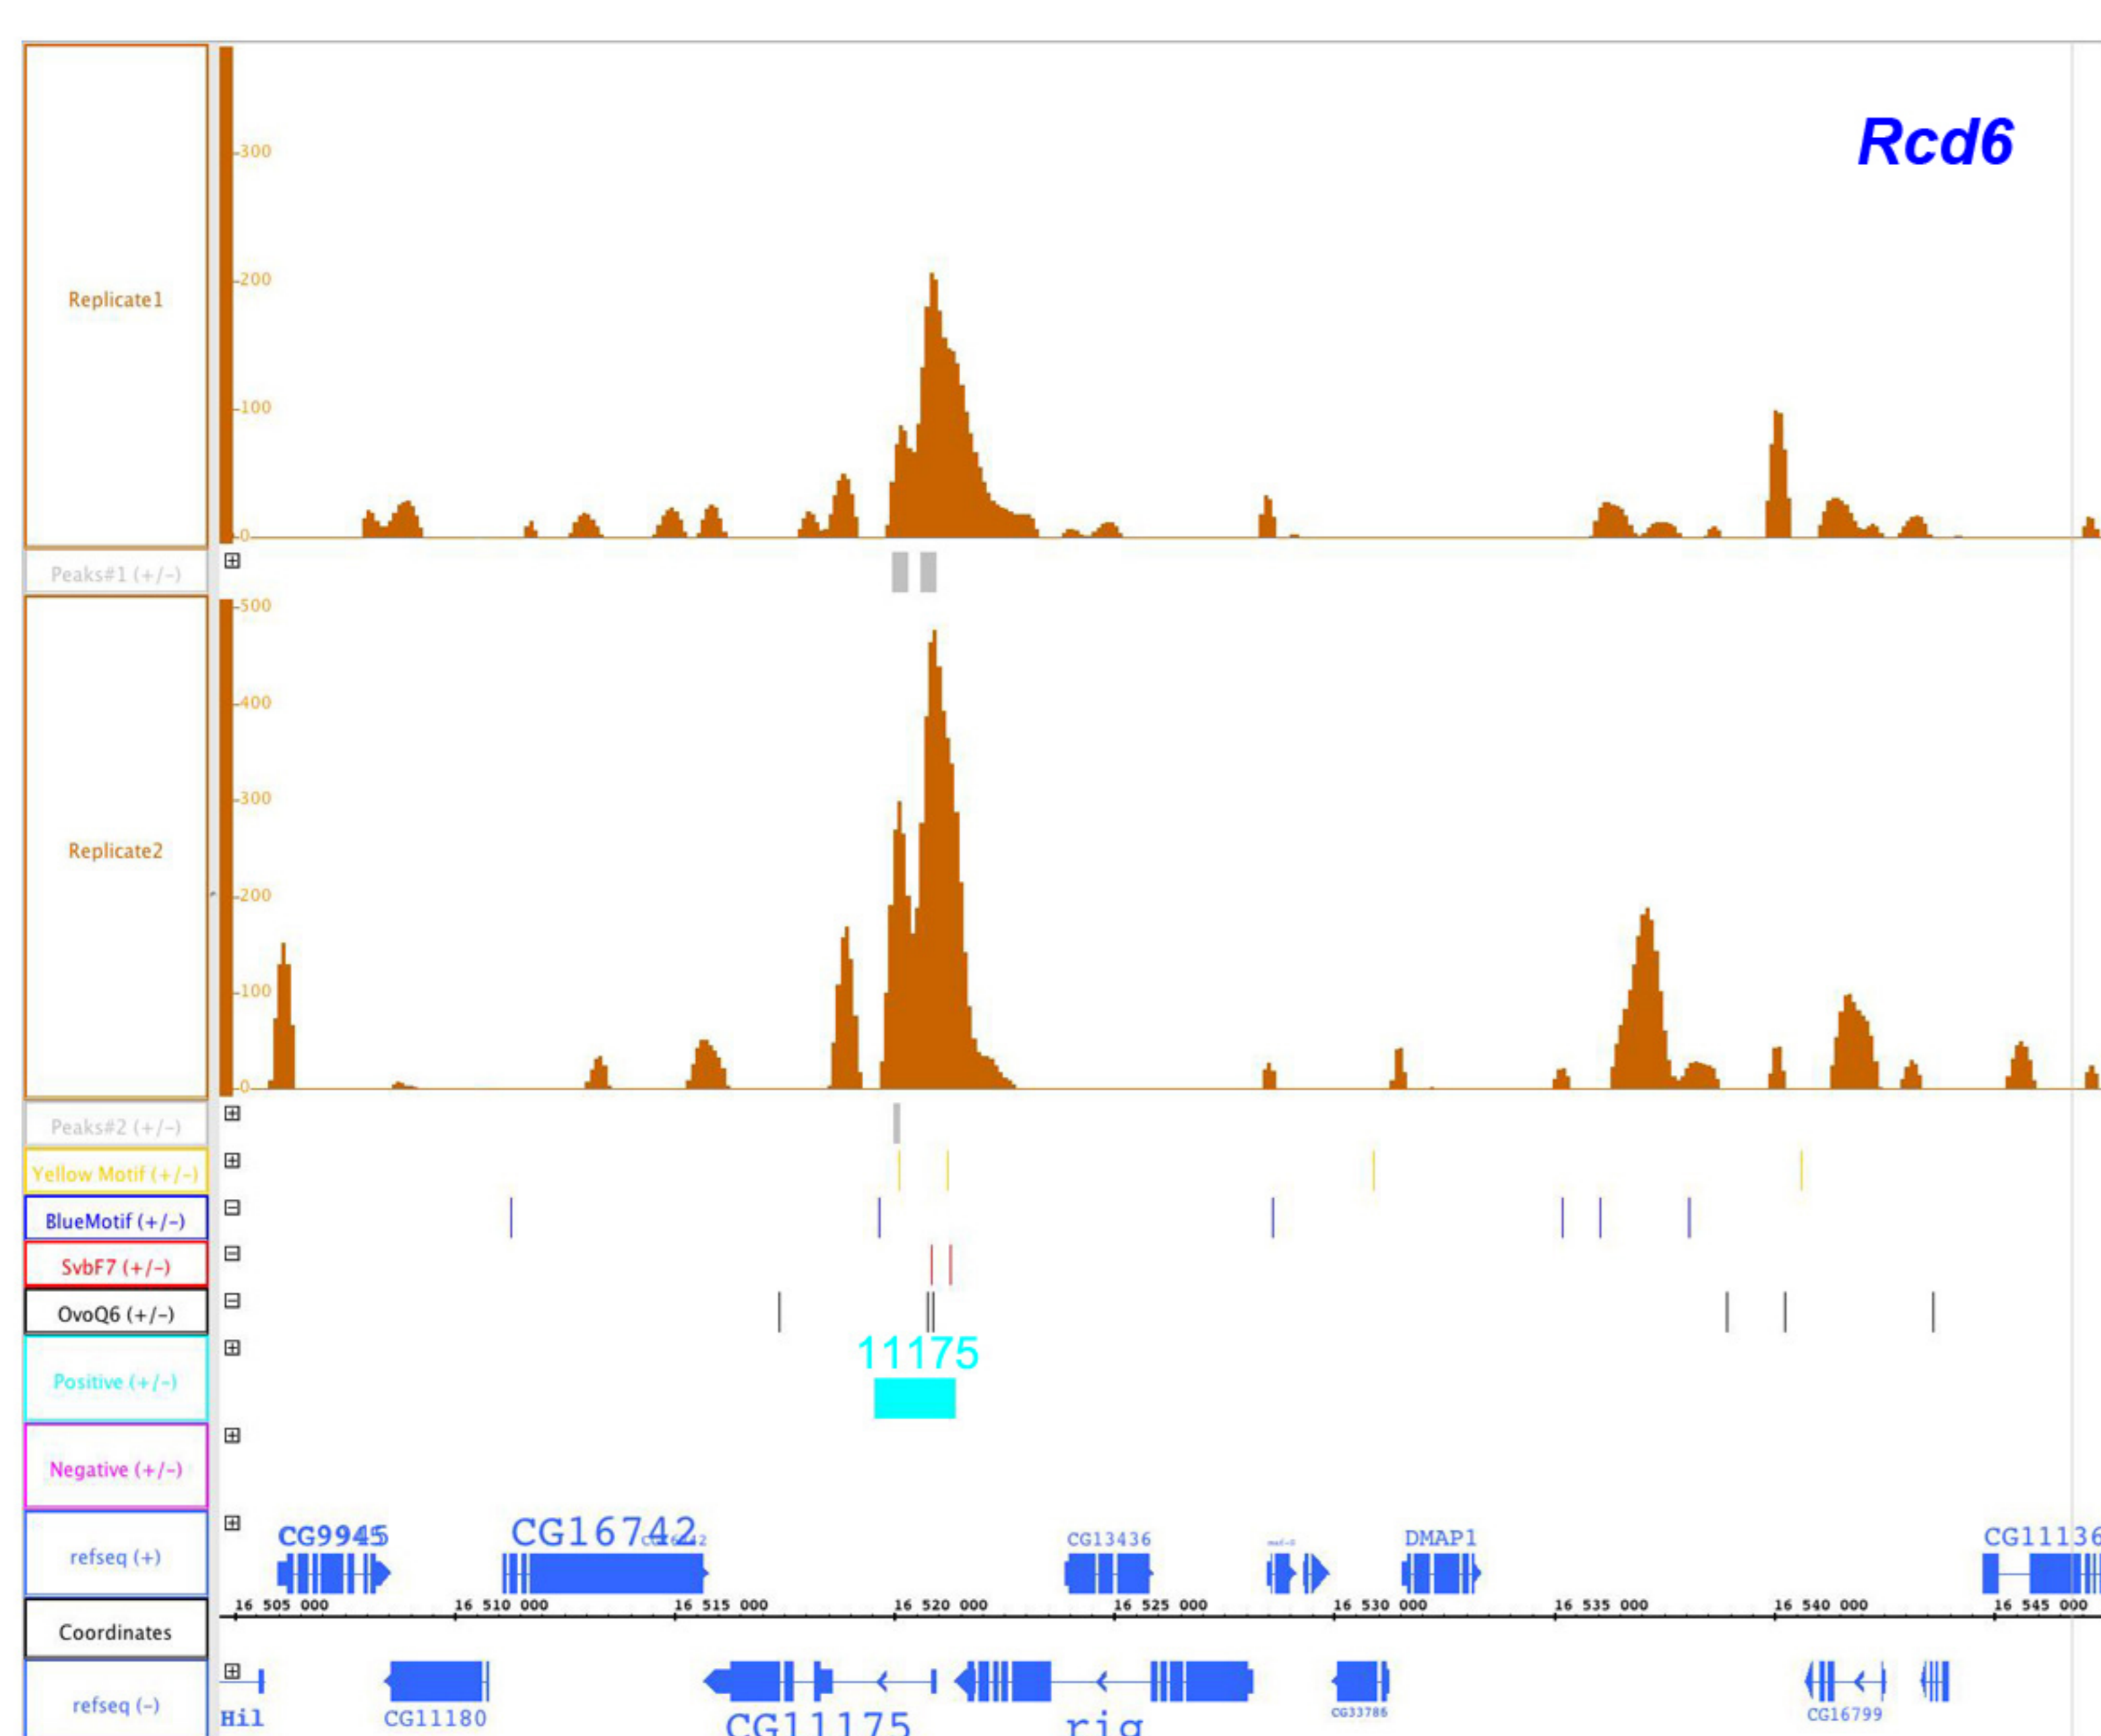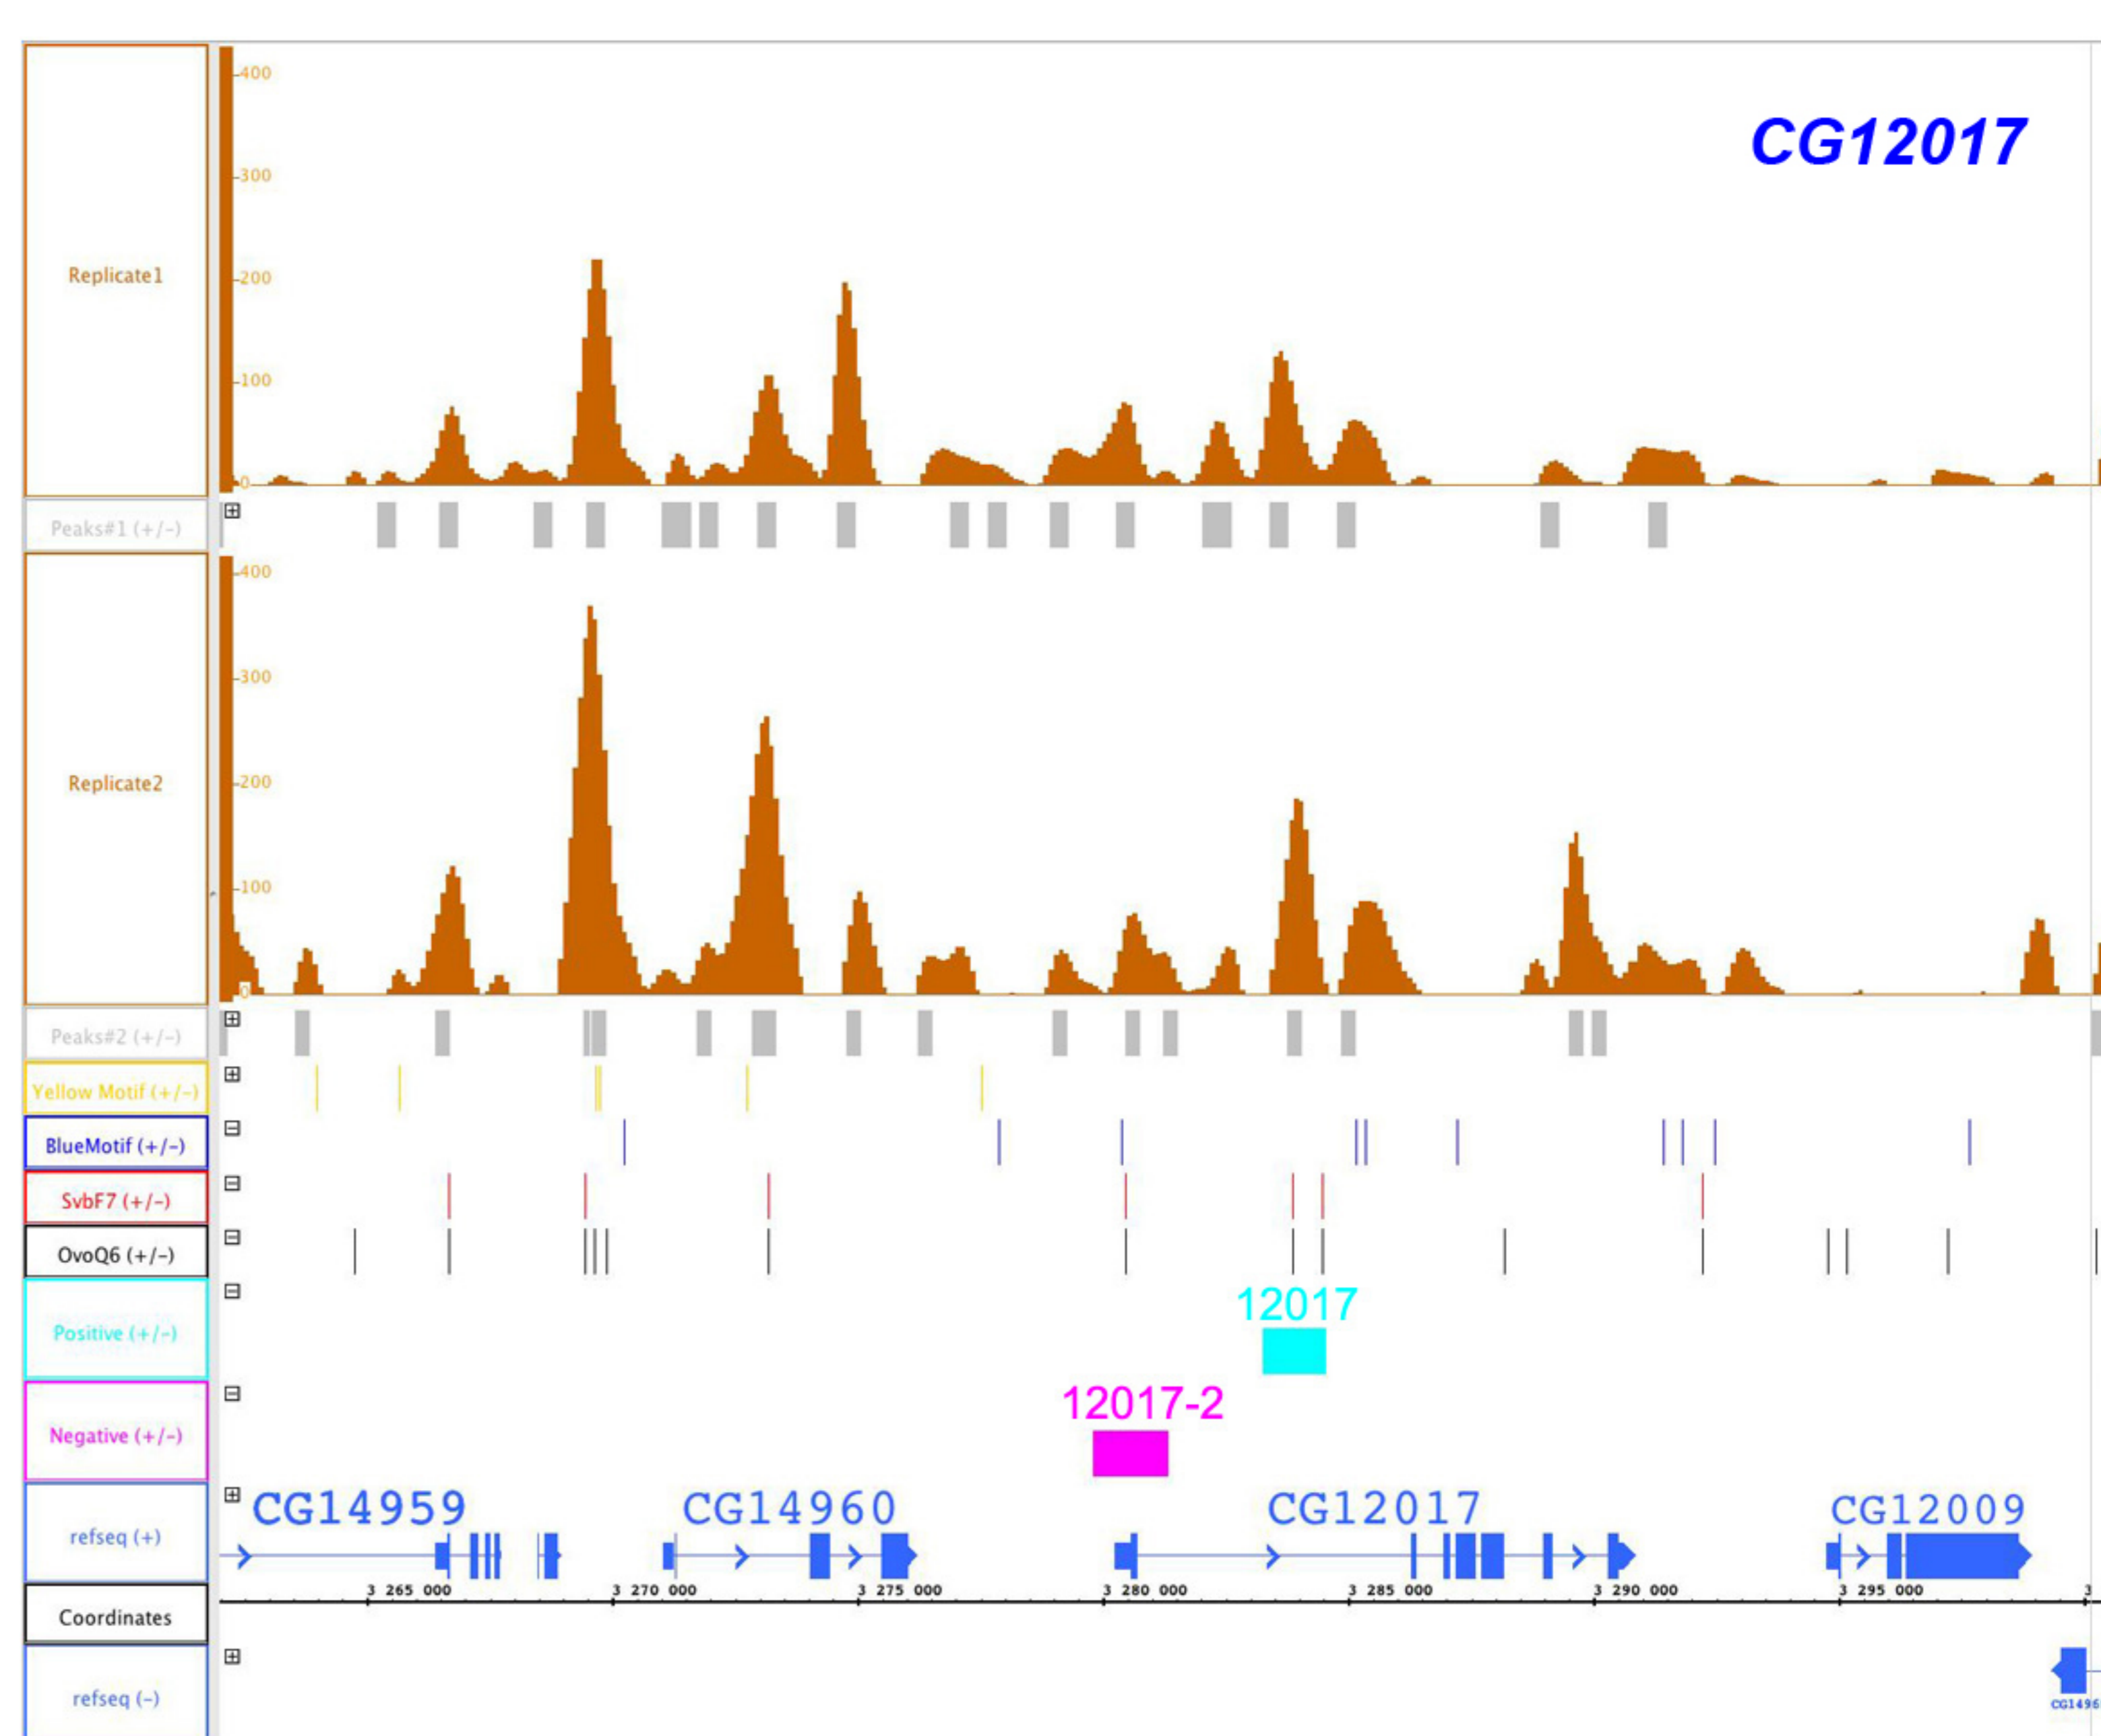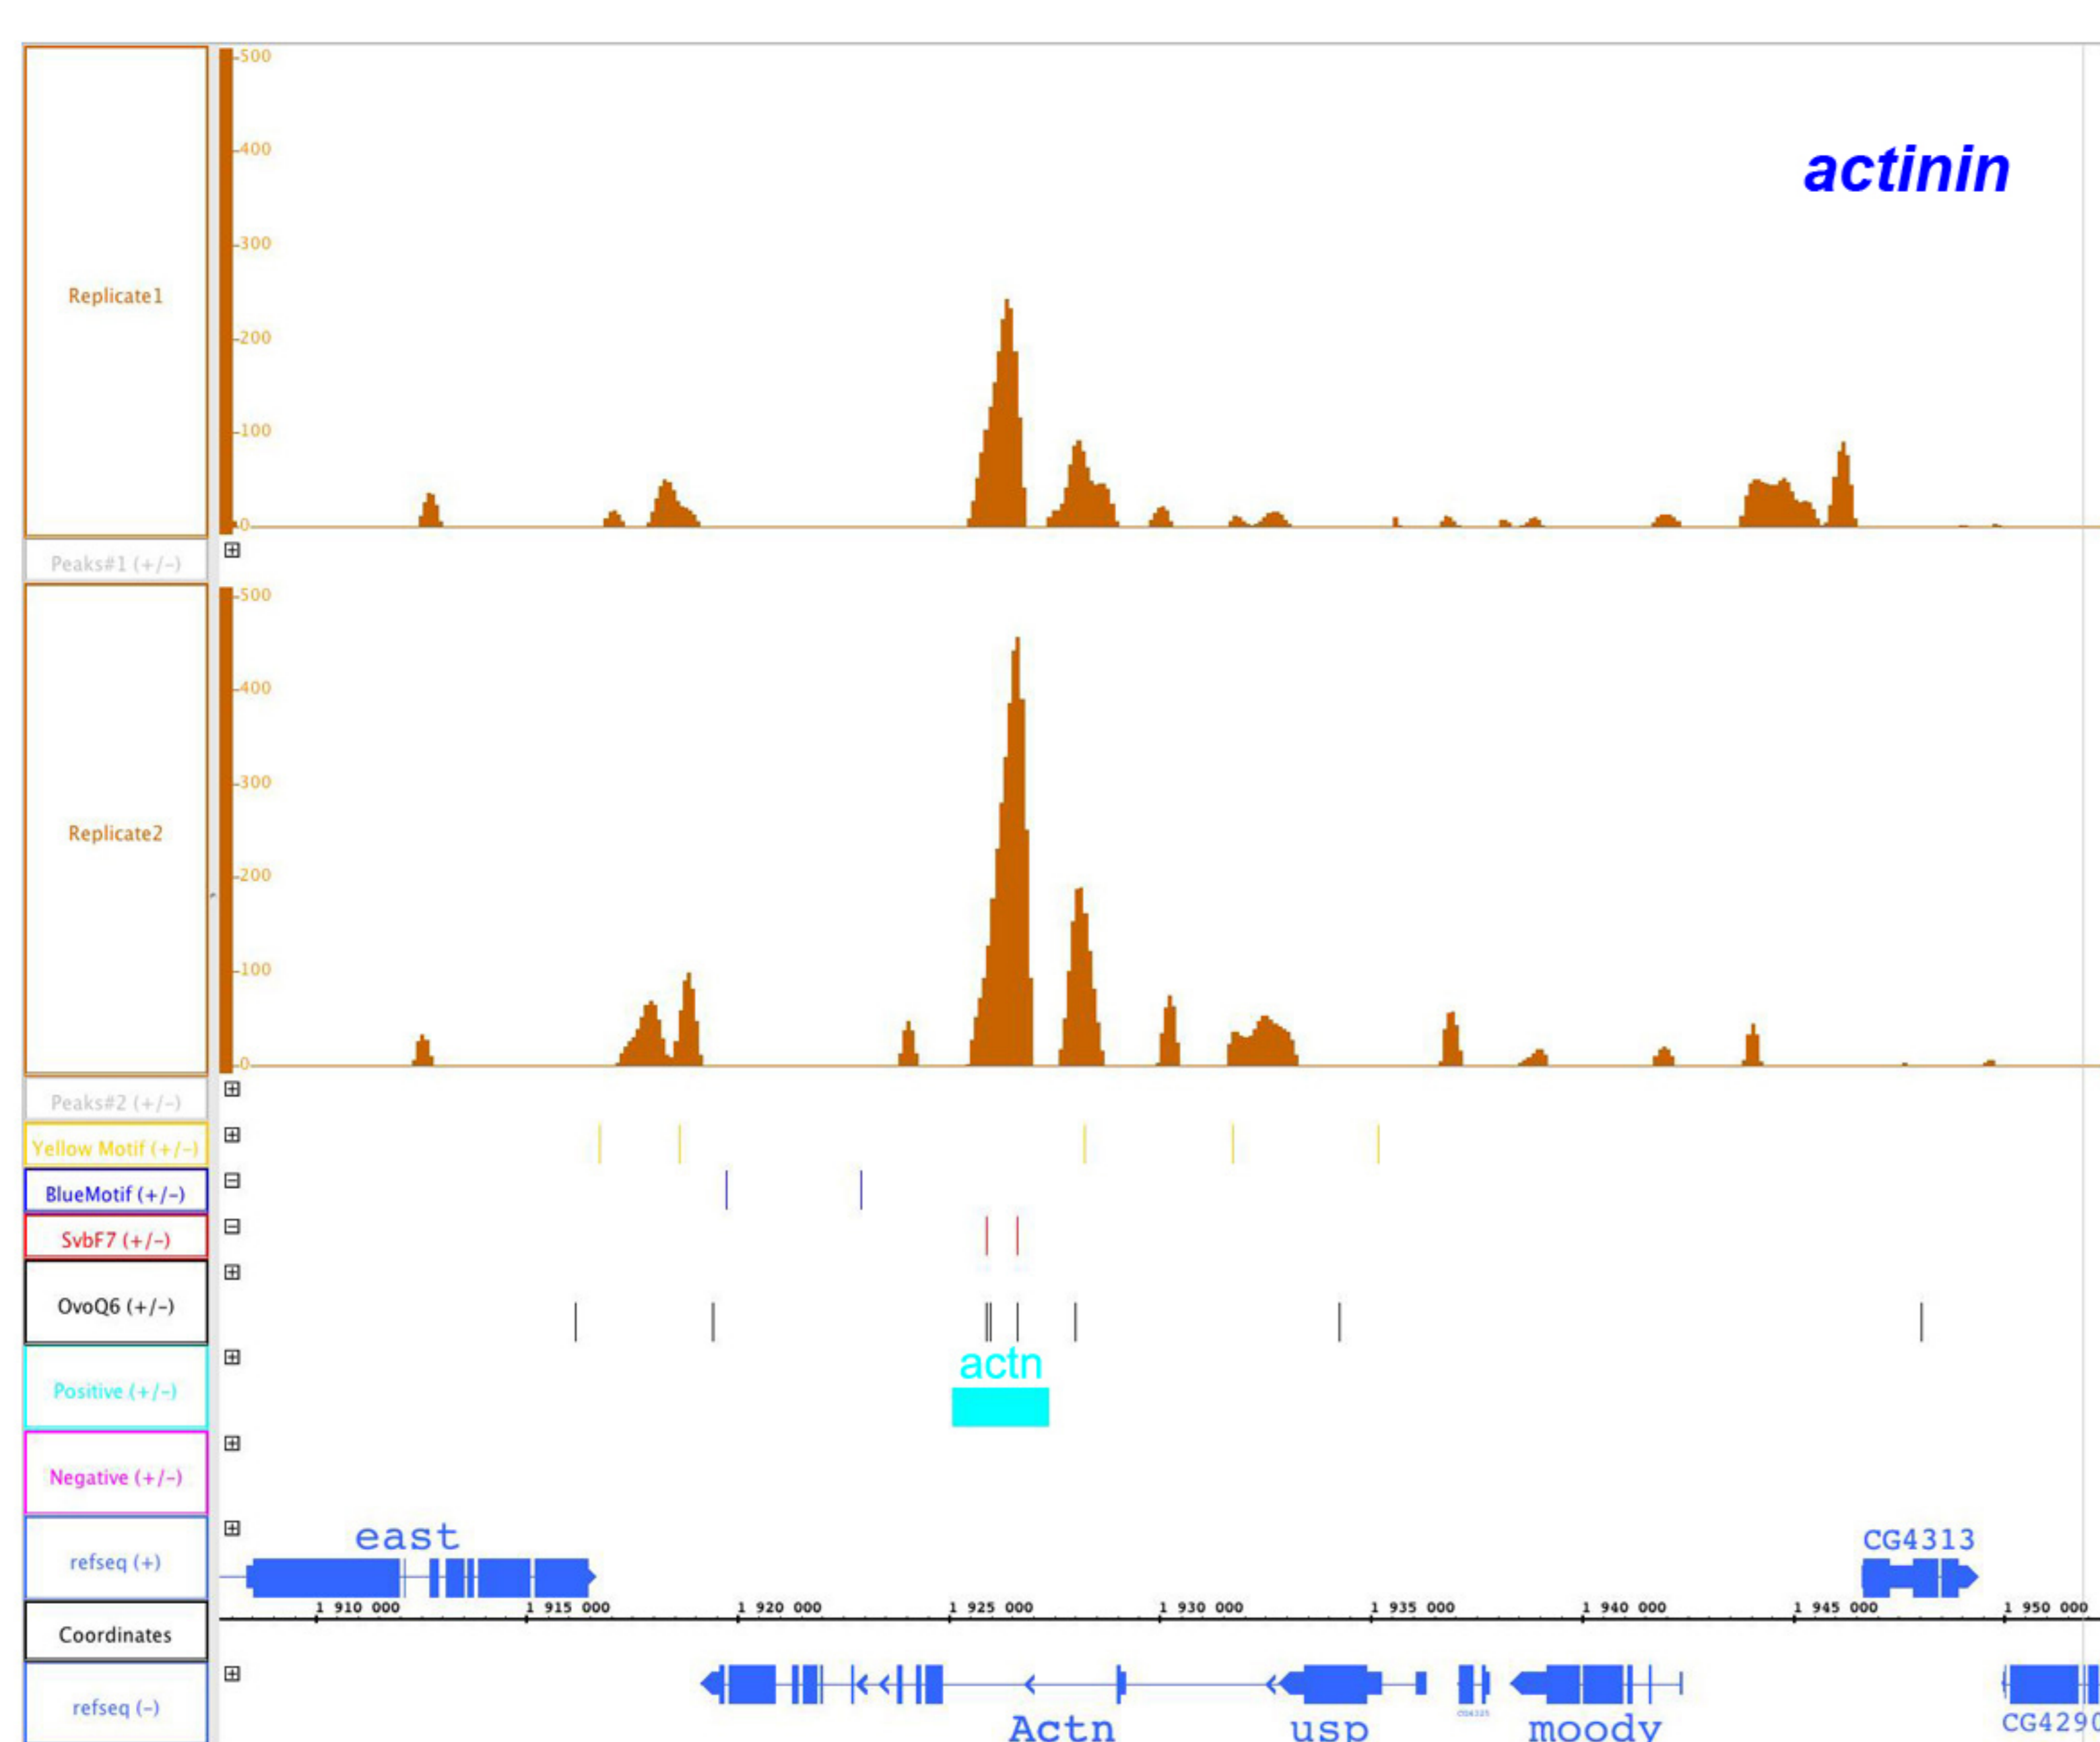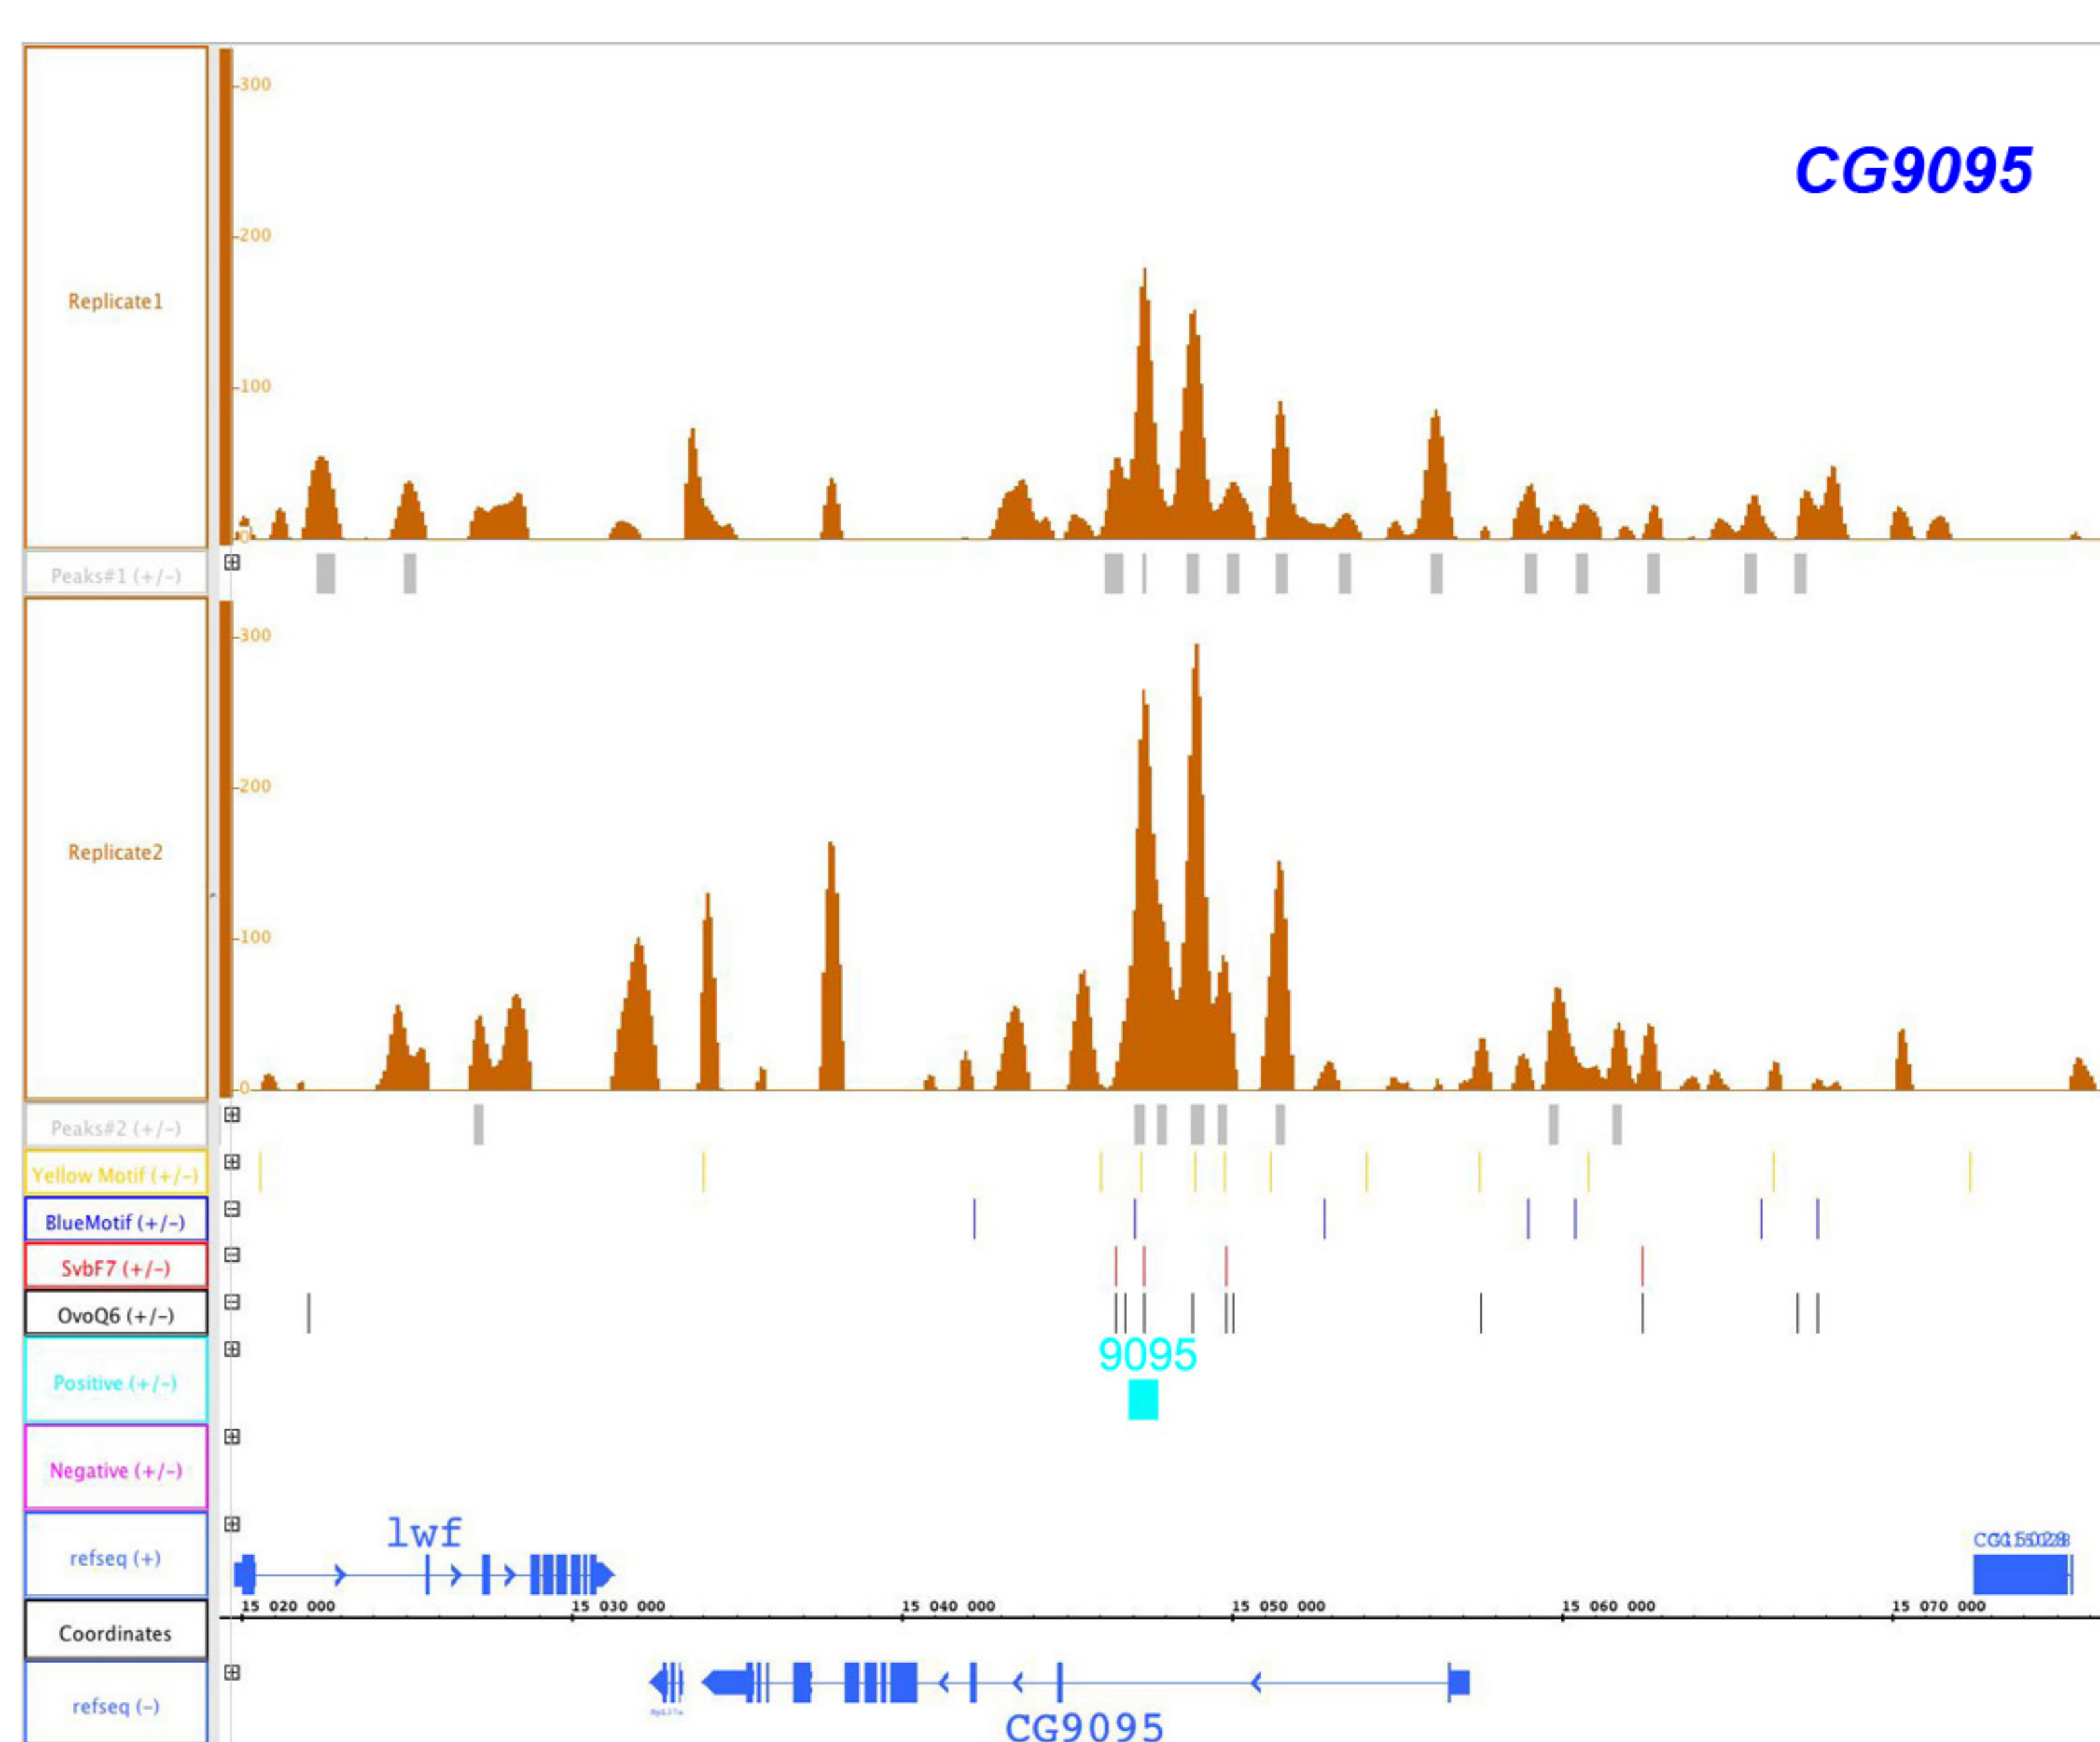

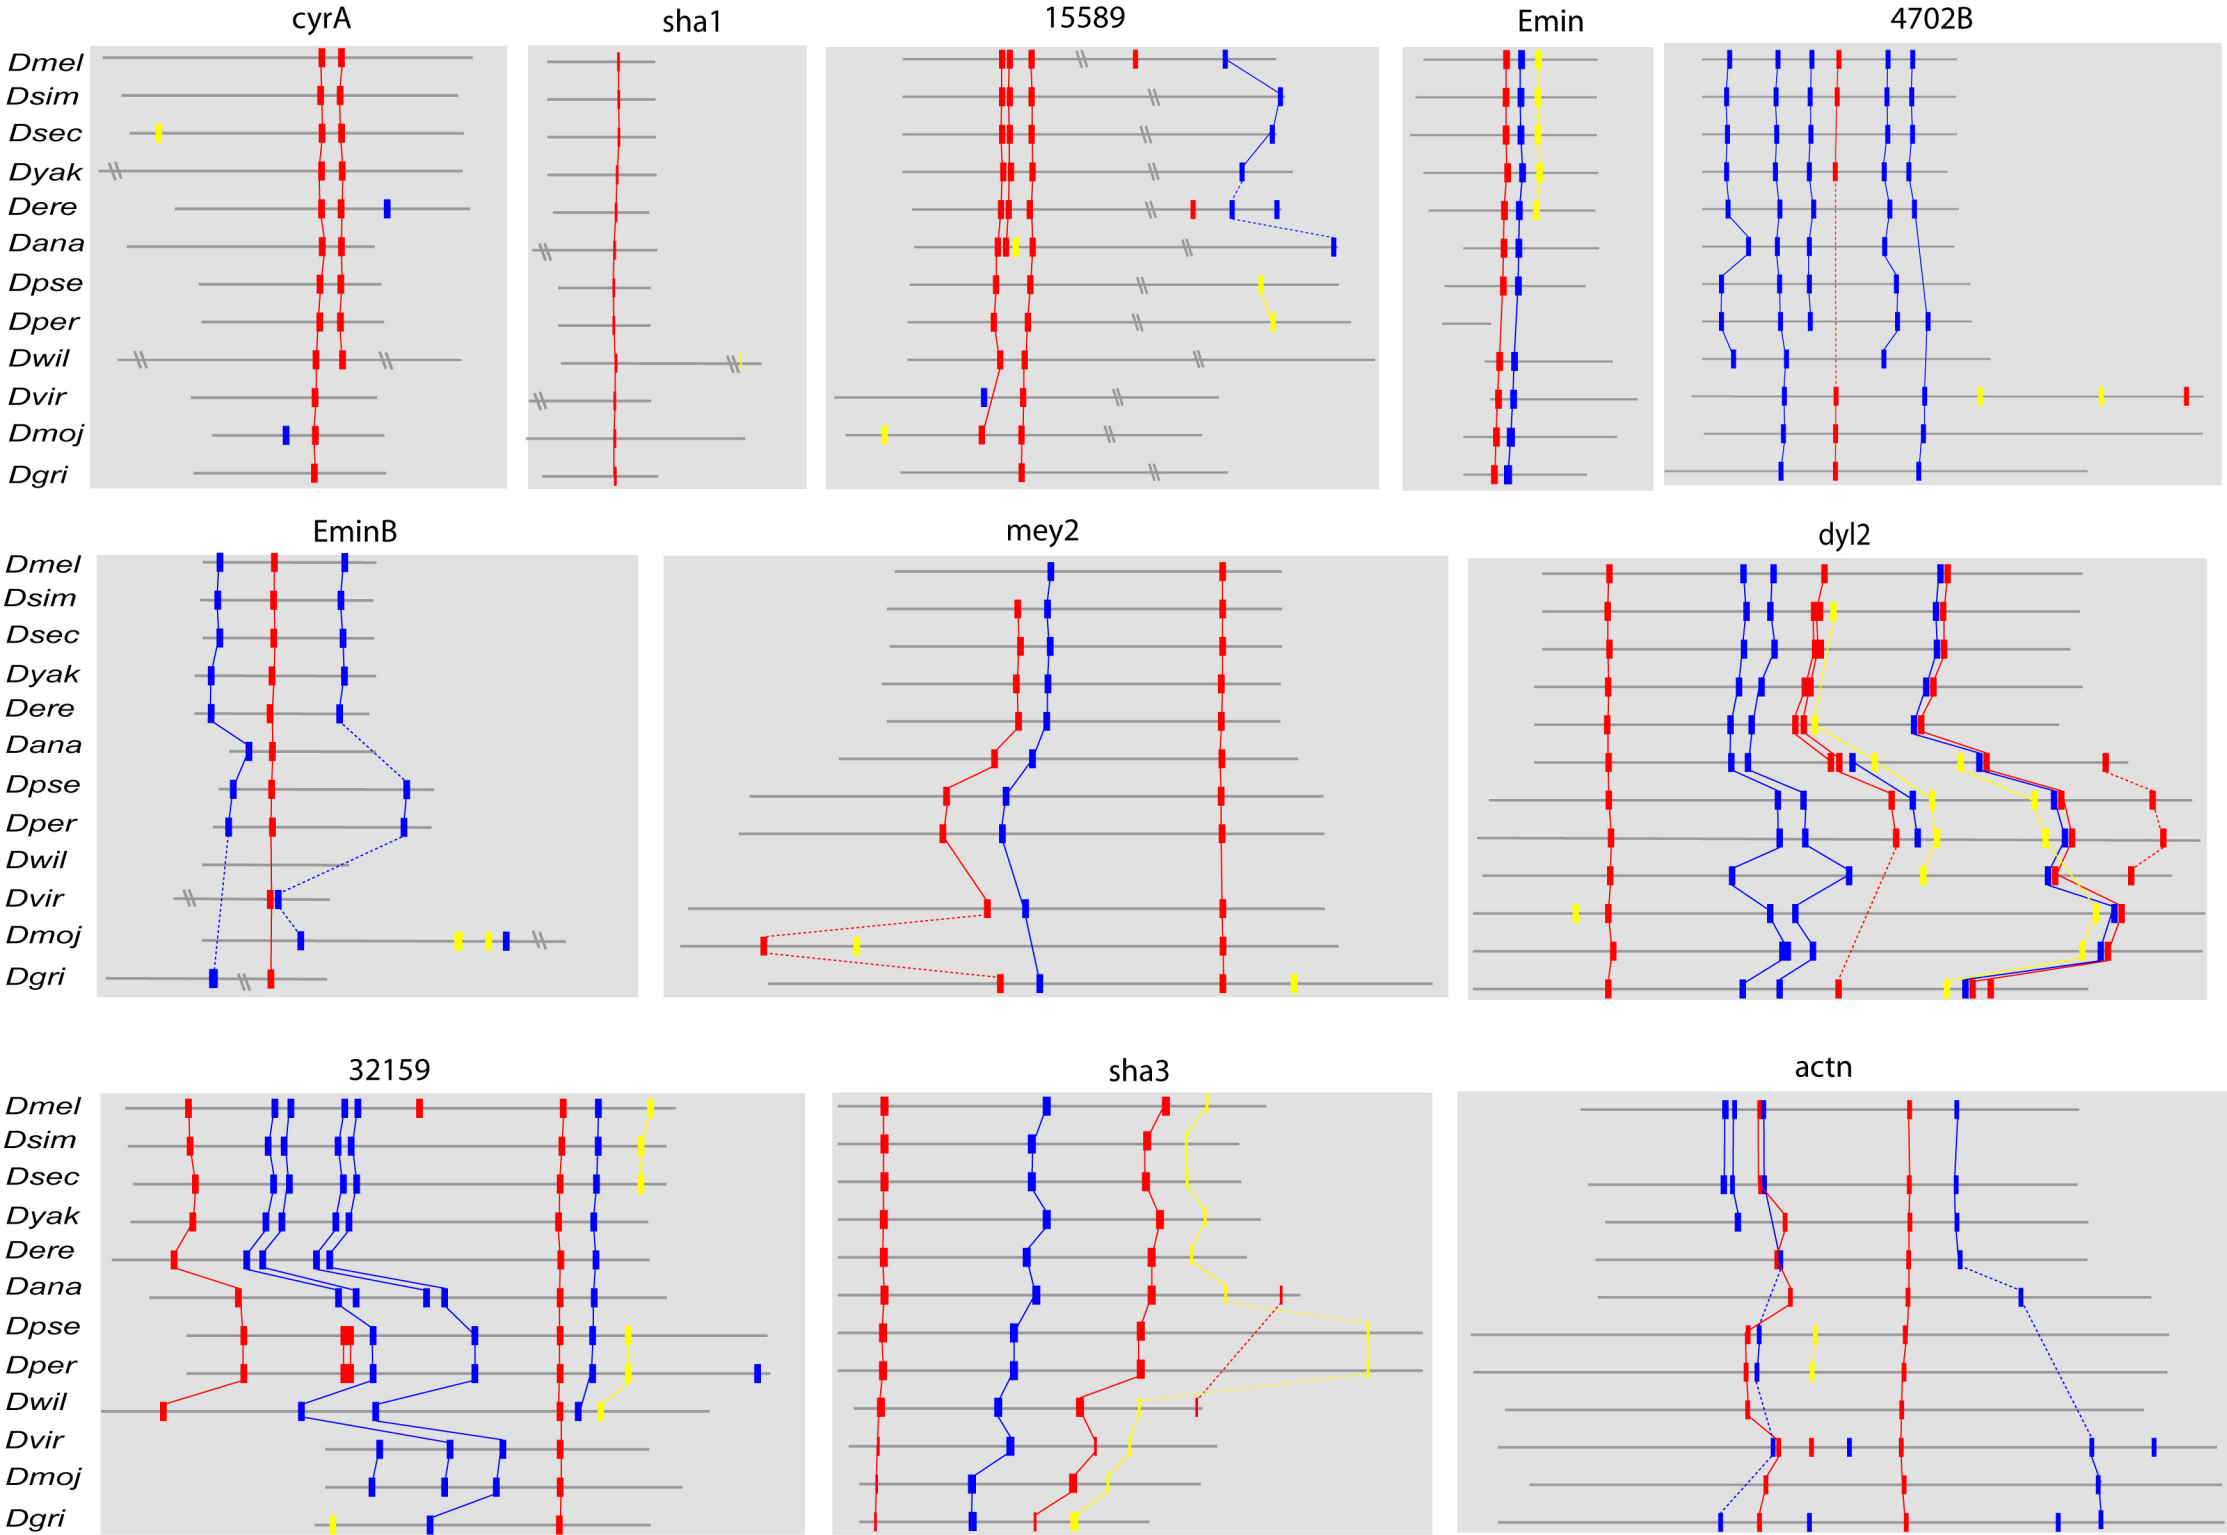

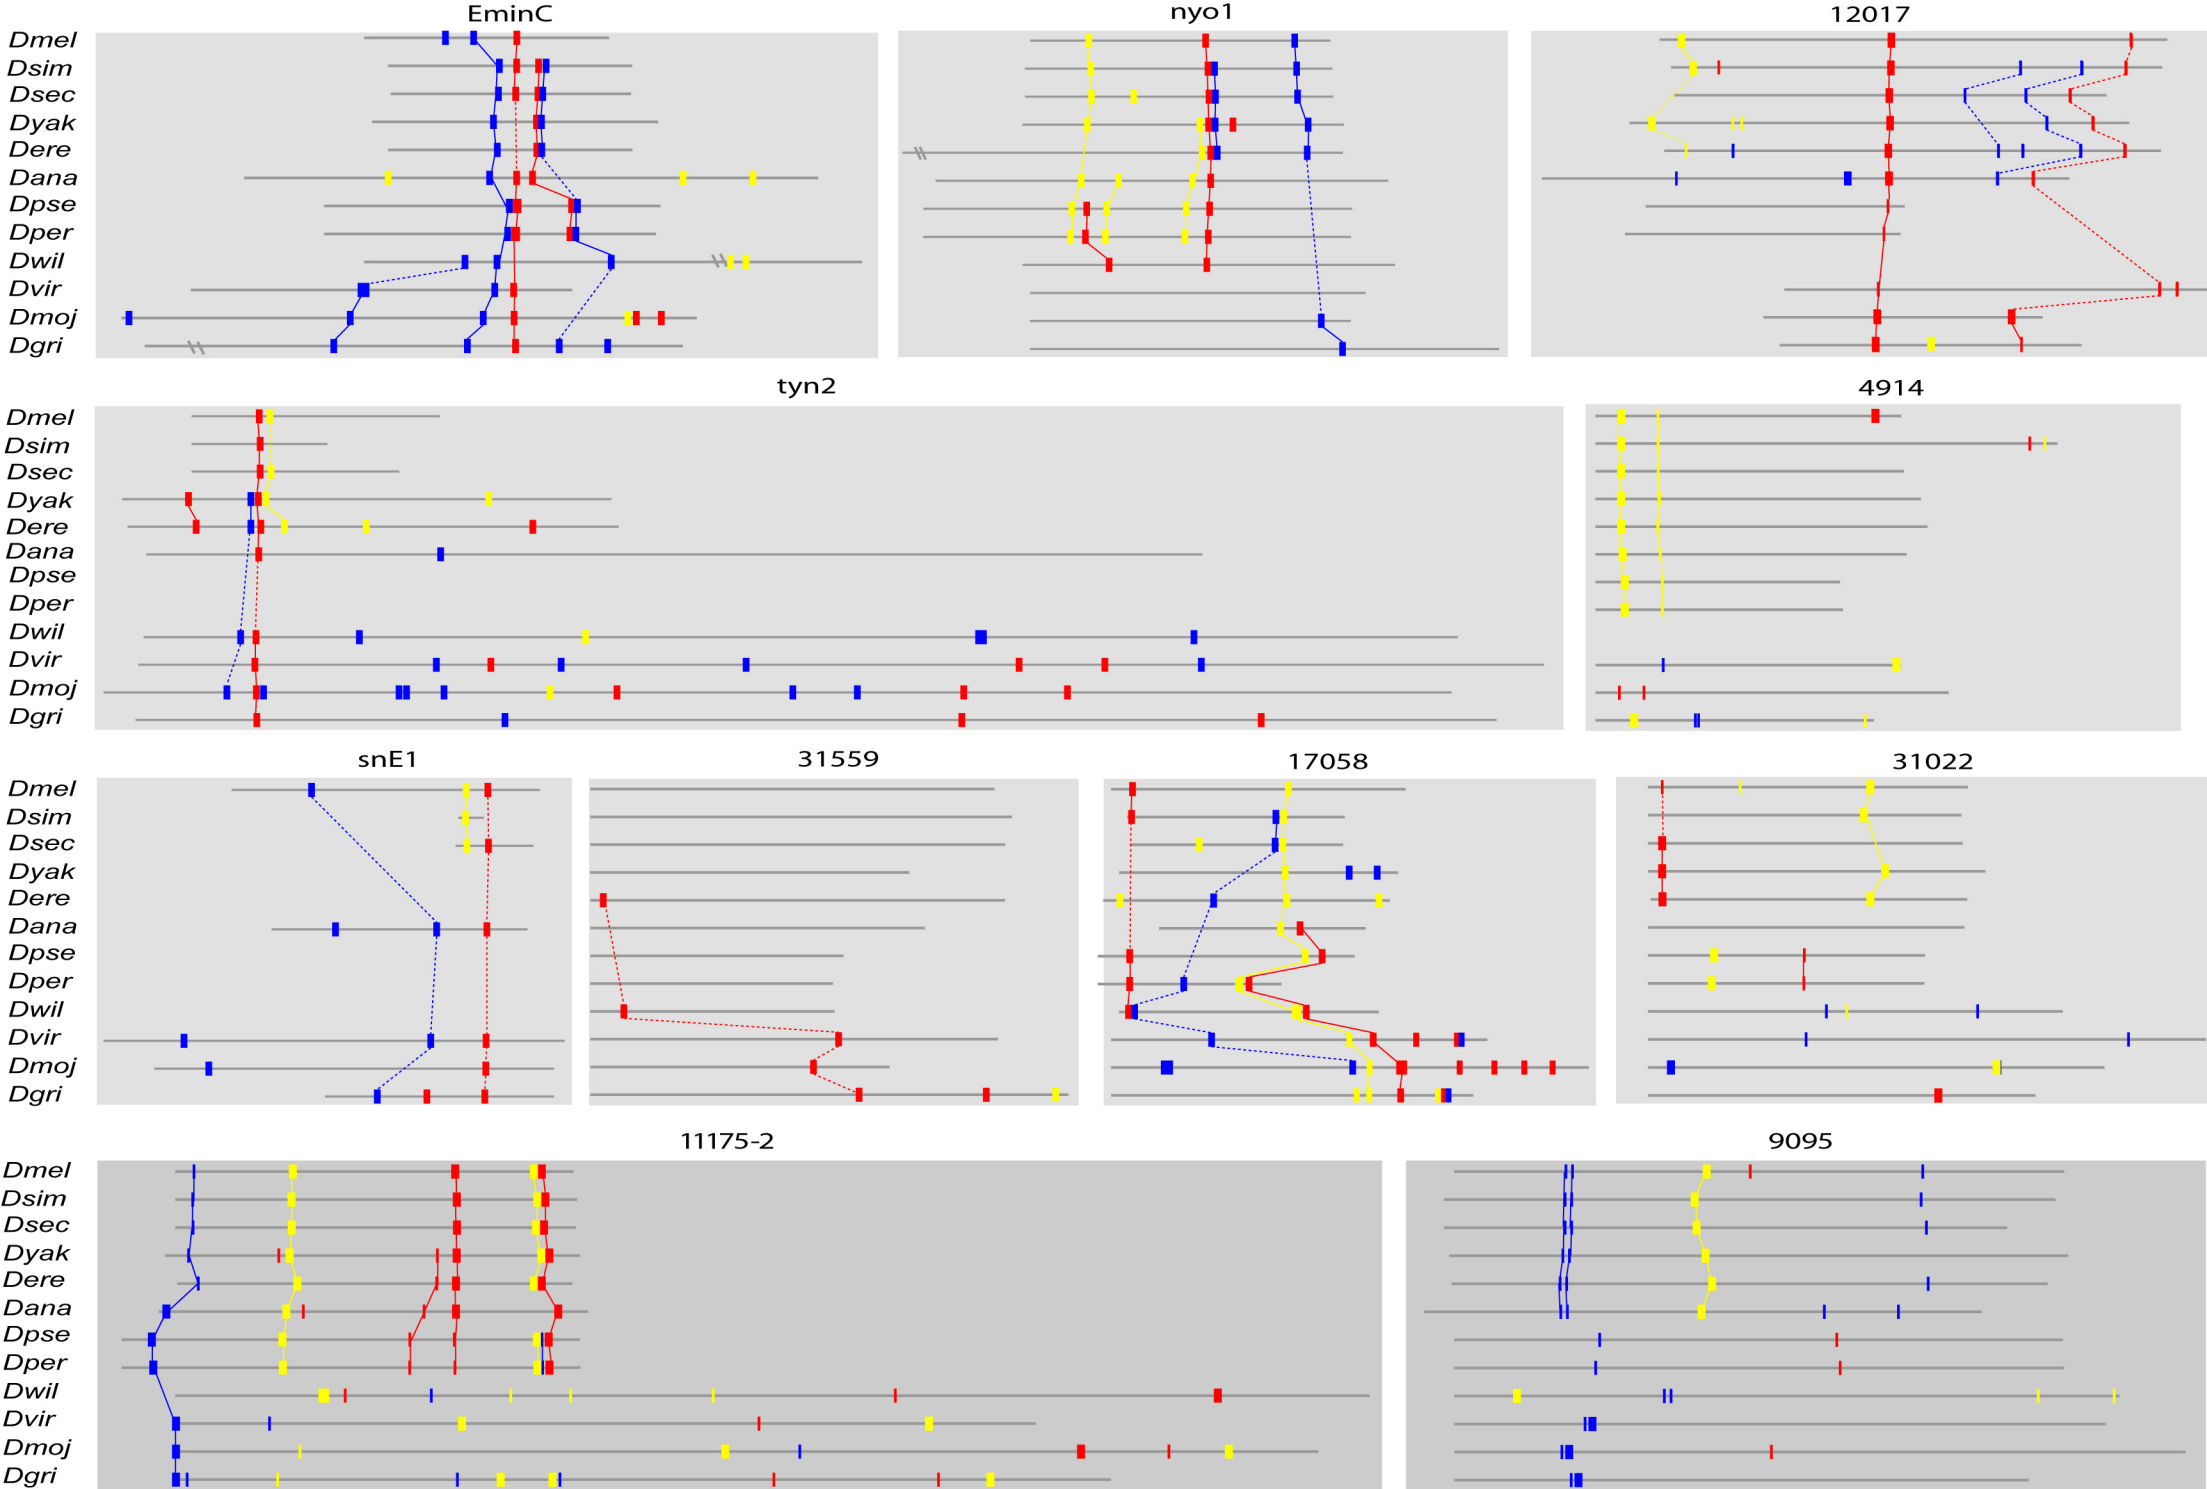

**Supplement:** Additional file 1 — Supplementary figures.

# Supplementary material for: Genome-wide analyses of Shavenbaby target genes reveals distinct features of enhancer organization
**Source:** Genome Biol. 2013 Aug 23;14(8):R86. doi: 10.1186/gb-2013-14-8-r86
**Supplement:** Additional file 2 — Legends to the supplementary figures.

**Figure S1A : Identification of 21 additional Svb-downstream genes**

Genes displaying expression in subsets of epidermal were selected from the database of expression patterns, developed by the Berkeley Drosophila Genome Project (http://insitu.fruitfly.org/cgi-bin/ex/insitu.pl). mRNA expression was compared between wild type (*wt*) and *shavenbaby (svb)* mutant embryos by *in situ* hybridization. These 21 genes show a reduced expression in the absence of Svb, as documented by ventral views, with the exception of CG12814, CG14395, CG15005, CG31559 and CG31973 representing laterals views and CG15022 a dorsal view. That the expression of these genes depends on *svb* activity was further confirmed by their up-regulation following ectopic expression of Svb in the epidermis (not shown).

**Figure S1B : Epidermal genes independent of Svb**

36 genes expressed in subsets of epidermal cells showing no significant modification of their expression in *svb* mutant embryos, when compared to *wt* control. This defines a set of epidermal genes used as negative control in motif discovery approaches.

**Figure S1C : Motif prediction and CRM activity.**

**Top**: Motifs predictions in Svb downstream genes and control epidermal genes, using cisTargetX (http://med.kuleuven.be/cme-mg/lng/cisTargetX/). The predicted motifs are ranked according to their enrichment within each set compared to all *Drosophila* genes, and their evolutionary conservation. Within the set of 36 epidermal genes that are independent of Svb (left), highly ranked motifs include binding sites associated with transcription factors involved in general epidermis differentiation, such as Grh, cEBP/Vri, but no Ovo/Svb-like motifs. In the set of 39 Svb downstream genes (middle), 4 of the top 5 motifs are related to the Ovo/svb binding site, all sharing the core sequence (CnGTT or AACnG in the reverse orientation). Upon their addition in the cisTarget library of motifs (right), svbF7 and blue motifs became the first and third most enriched motifs, respectively. The use of svbF7 also increased the accuracy of enhancer prediction when compared to OvoQ6, with three additional Svb-dependent enhancers (*32159, Emin, EminB,* in cyan) detected in the top100 cisTarget predictions, and 9 negative regions (pink) no longer predicted by cis-Target (*f2, sox21b, snH5, sha-intron, f5, f4, cyrB, snP & snE4*). **Bottom:** Expression pattern of 6 additional trichome enhancers identified during initial stages of our study. These enhancers drive reporter expression in trichome cells (lacZ immuno-staining, brown), reproducing fully or partially endogenous expression of their respective genes, as assayed by *in situ* hybridization to mRNA (purple). Reporter expression was strongly reduced in *svb* mutant embryos, showing that the activity of these enhancers depends on Svb function. Tested regions were selected from different attempts of predictions, based on putative evolutionary footprinting (*EminB*), manual examination of OvoQ6-related motifs (*17058, 31559*) or an earlier version of cisTarget (version1, genome release4) for *4702B, tyn2* and *32159*. While *EminB* and *32159* become predicted by cisTargetX following the introduction of svbF7, other active enhancers do not, due to a lack of motif clustering and/or evolutionary conservation.

**Figure S1D : comparison of the predictive efficiency of various Ovo/Svb related PWMs**

**Top**: SvbF7, ovoQ6 as well as additional Ovo/Svb related PWMs (as extracted from the Fly Factor Survey database, http://pgfe.umassmed.edu/ffs/) were used with *i*-cistarget to analyse the set of 39 *svb* downstream genes. PWMs are ranked according to their enrichment score. Logo representation highlights differences in nucleotide composition and/or relative weight between PWMs. **Bottom:** Pareto plots comparing the efficiency the five Ovo/Svb-related PWMs in discriminating between the 14 functional enhancers and 25 negative regions using motifs conserved across *Drosophila* species (left) or all motifs present in *D. melanogaster* genomic regions (right). SvbF7, and to a lesser extent OvoQ6, performs better than Ovo_FlyReg, ovo_SOLEXA or ovo_SANGER that detect more false negatives (x axis) and false positives (y axis).

**Figure S2A : Architecture of cis-regulatory motifs within trichome enhancers**

Graphs plot the distance measured between all possible combinations of homotypic pairs of svbF7 and blue motifs (F7-F7 and bm-bm, resp.) and of the distance between svbF7 and either a blue (F7-bm) or a yellow motif (F7-ym). These analyses did not revealed obvious bias in the positioning of cis-regulatory motifs, as quantified by the absolute distance (bp) or relative to helical periodicity (expressed as the percentage of DNA helix rotation)

**Figure S2B : Distribution of cis-regulatory motifs associated with Svb regulated genes.**

Distribution of svbF7, blue or yellow motifs within the whole set of Svb-regulated genes (150 genes defined from microarrays) *versus* the set of control genes (100 genes from microarrays), as estimated by the number of detected motifs *per* gene. **Left panel**: The graph plots the number of evolutionarily conserved svbF7 and blue motifs detected in each set of genes. *** indicates a p-value <0,001, ** <0,01. **Right panel**: A significant enrichment for svbF7 alone, or in combination with blue (bm) or yellow motifs (ym) is detected in the set of Svb-regulated genes when compared to control genes. To avoid over-fitting, the positives sequences (CRMs) used in Fig. 3 for *de novo* motif discovery were masked prior analyses. The combination of svbF7 and blue motif exhibits higher selectivity (<5% FPR), albeit reducing sensitivity of detection. In addition, prediction with svbF7+blue or svbF7+yellow is higher (more sensitive) than with only svbF7+blue (or with only svbF7+yellow ), indicating that a subset of Svb regulated-genes are predicted by the svbF7+blue combination, whereas others are predicted using the svbF7+yellow combination.

**Figure S3 : Genes regulated by Svb as deduced from microarray profiling.**

For microarrays analysis, we focused on genes showing significant levels of expression in wild type embryos, at the temporal stage examined. From this list of 5000 genes, 150 of them displayed down-regulation in *svb* mutant and in *pri* mutant embryos. Genes are ranked according to their expression levels in *svb* mutant embryos, expressed as the percentage of wild type levels. Levels of residual expression relative to *wt* are indicated for RNA samples extracted from *pri* and *svb* mutants. Further validation of candidate target genes was performed by *in situ* hybridization in embryos mutant for *svb* (see Fig. S4)*,* or manipulated to drive ectopic *svb* expression. For each gene, the chart indicates known or putative function and protein domain, expression pattern in the epidermis and additional embryonic tissues. It also summarizes the presence of associated svbF7, blue or yellow motifs. ChIP peaks (at two developmental stages) were associated with the closest genes when located in a 5kb window upstream and downstream the transcribed region plus introns. Bona fide Svb-target genes are highlighted in green, tested genes that displayed no modifications of their expression pattern in modified *svb* genetic backgrounds are in grey.

**Figure S4 : Experimental validation of novel Svb target genes identified from microarrays.** Gene expression was assayed by *in situ* hybridization, comparing patterns observed in wild type (left panels) and *svb* mutant embryos (right panels). These 21 genes displayed a reduction in their mRNA levels in trichome cells in the absence of *svb*, while additional expression domains were unaffected, providing internal controls for specificity.

**Figure S5 : Analysis of Svb-bound regions**

**Top**: Cross-correlation between conserved svbF7 (red), blue or yellow motif instances and Svb ChIP peaks associated with either Svb regulated genes (left) or control genes (right). Plots show numbers of svbF7, blue and yellow motifs found in a 10kb window on each side of the center of peaks. **Bottom**: Histogram of p-values corresponding to cross-correlation tests between conserved svbF7 (red), blue or yellow motifs and Svb ChIP peaks, as defined from two independent ChIP-seq replicates, and their reproducibility analysis using the IDR package (https://sites.google.com/site/anshulkundaje/projects/idr).

**Figure S6 : Motif analysis of ChIP peaks associated with Svb regulated or control genes.**

Svb-bound sequences associated with Svb-regulated and control genes were subjected to *de novo* motif discovery, using the Peak Motifs computational pipeline from the Regulatory Sequence Analysis Tools package (<http://rsat.ulb.ac.be>). Enriched motifs are listed according to their rank and the corresponding logo build from *de novo* discovery is indicated. Each discovered motif was compared and aligned to known TF binding sites when showing substantial overlap. Within peaks associated with Svb regulated genes, motif 3 (tACcGTTAs) extensively matches svbF7 (ACnGTTAg) and motif 9 shows limited similarity to the blue motif.

**Figure S7 : ChiP-seq profiles of 18 Svb regulated genes**

Screen shot views from the Integrated Genome Browser (<http://www.bioviz.org/igb>, Nicol & al, Bioinformatics 2009) of ChIP-Seq signals collected in the two independent replicates. ChIP-peaks called from MACS analysis are shown under each ChIP-seq profile. 

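Around the tested regions of 24 genes, extended by 10 kb on each side, the deposited lists held 75 ChIP peaks in replicate 1 and 89 in replicate 2, with a median of 3 per locus in each replicate. Peaks were present at 23 loci in replicate 1 and at all 24 in replicate 2, and 23 loci had at least 1 peak overlapped by the other replicate. The locus of *dusky like* (3L, 4288268 to 4316468) held the most, with 7 peaks in replicate 1 and 11 in replicate 2. At *singed* (X, 7852910 to 7883915) there were 6 and 7, at *miniature* (X, 11640982 to 11665097) 2 in each replicate, and at *shavenoid* (2R, 7199659 to 7230065) a single peak in each replicate. The locus of *sox21b* (3L, 14111641 to 14132852) had 0 peaks in replicate 1 and 6 in replicate 2, the strongest with rank 1404.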

Conserved svbF7 (red), OvoQ6 (black), blue and yellow motifs are drawn as vertical bars. Enhancers (positives) are shown as cyan boxes, negative regions in pink.

**Figure S8 : Evolution of the distribution of cis-regulatory motifs within trichome enhancers, across *Drosophila* species.**

Schematic representation of the distribution of svbF7 (red) blue and yellow motifs for each enhancer region, across *Drosophila* species. For motif detection, individual sequences from *D. melanogaster* and each of the orthologous regions taken from the 11 additional *Drosophila* species were processed independently, using the same threshold for the three motifs. Orthologous regions were aligned with respect to the best-conserved svbF7 site. Cis regulatory motifs that are well conserved and traceable across species are connected by full lines. Motifs for which the pattern of conservation is inferred from a parsimonious guess are connected by dashed lines. Trichome enhancers were regrouped along those showing strong (A) or more relaxed (B) conservation in the positioning of cis-regulatory motifs.

# Supplementary material for: Genome-wide analyses of Shavenbaby target genes reveals distinct features of enhancer organization
**Source:** Genome Biol. 2013 Aug 23;14(8):R86. doi: 10.1186/gb-2013-14-8-r86
**Supplement:** Additional file 3 — Supplementary information (details of experimental procedure, constructs, and so on).

**Supplementary informations**

**1. Genomic analyses and statistical Methods**

***De novo* motif generation**

We used the phylogeny-based *de novo* motif generation algorithm described in Rouault et al. (2010), available on the website (https://github.com/hrouault/Imogene/). The 14 positive CRMs were used as the training set for the algorithm and scanned for conserved motifs as described in (Rouault et al, 2010). The score threshold for motif generation, which sets the searched PWM information content, was varied from 7 to 13 bits in different runs of the algorithm, with a motif width set to 10 bp. In each run, the 5 highest scoring motifs were kept. This resulted in a large number of different motifs. In order to find the most discriminative ones, the 27 negative CRM were used as a negative set.

Positive and negative sets were used to evaluate the False Negative Rate (FNR) and False Positive Rate (FPR) for all motifs generated by the algorithm. For each motif, the two sets were scanned for conserved instances with a scanning threshold varied between 7 and 13 bits. For each threshold, FPR and FNR were computed as the proportion of Positive (resp. Negative) CRMs with at least one conserved instance for the motif with a score higher than the threshold. The best motifs, shown as red and blue dots, were selected based on the minimization of both FPR and FPR in a Pareto plot, as shown in Fig. 3B. These motifs were generated with a threshold of 10.1 bits and were scanned with optimal thresholds of 10.1 and 8.7 bits respectively.

**Genome-wide ranking of enhancers and genes**

In order to rank enhancers genome wide, we followed the method presented in Rouault et al, (2010). Coding sequences as well as the training set used for motif generation were masked. Conserved instances of *de novo* svbf7 and blue motifs at optimal threshold were then determined genome wide. Genomic fragment of 1Kbp were scored according to the additive Poisson score introduced in (Rouault et al., 2010) using the negative enhancers as a background set of intergenic fragments. Around each determined motif instance, the optimal scoring 1Kbp genomic fragment was defined as a putative enhancer. Each putative enhancer was associated to the nearest gene transcription start site. Each gene was attributed the highest score among its associated enhancers, or 0 if it had no associated enhancers.

**Statistical analyses**

To test for putative enrichment in a given motif between Svb-regulated and control set of genes (fig S2B), we used a Mann-Whitney U test using the transcribed region of each gene extended to 5 kb flanking sequences. A p-value was computed using the function wilcox.test from the R stats package. For motif *vs* ChIPseq cross-correlations (Fig. 6A & S5), we performed a c^2^-test to disentangle cross-correlation signals from small number fluctuations. Correlation data were binned in 500bp elements in a +/-10 kb region around the center of each ChIP peak, resulting in k=40 bins. A c^2^ was computed as the sum over the bins of the standardized counts S_i_ (O_i_ - E)^2^ / E, where O_i_ represents the observed count in bin i and E is the expected number of counts in a bin, taken to be uniform over the considered region. Finally, a p-value was computed as the probability that a c^2^ statistics with k-1 degrees of freedom takes at least the observed value.

**ChIP-seq analyses**

Sequence data was analyzed using a virtual machine image on the Bionimbus cloud (http://www.bionimbus.org/) and aligned to the *D. melanogaster* genome using Bowtie (http://bowtie-bio.sourceforge.net/index.shtml) (Langmead, 2009). Sequence density along the genome was visualized using wig files generated with SPP (Kharchenko, 2008) and sequence enrichment along the genome was defined by MACS with the following parameters: tag size=36, bandwidth=100, Pvalue=1e-5 (Zhang, 2008). files can be downloaded from the Gene Expression Omnibus public database (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE48791).

ChIP peaks were subjected to motifs detection using *i-cis*targetX (http://med.kuleuven.be/lcb/i-cisTarget/) (Herrmann et al, 2012) and Peak motif (RSA tools) (http://rsat.ulb.ac.be/peak-motifs_form.cgi) (Thomas-Chollier et al. 2012).

**Genome alignments**

The alignments have been engineered by A. Caspi with the help of the Mercator and MAVID programs and were downloaded from <http://www.biostat.wisc.edu/>~cdewey/fly_CAF1/data. They were processed through a customized script to produce alignments in fasta format, mask for coding sequences (CDS) and simple repeats using the coordinates from the gff file present at <ftp://ftp.flybase.net/releases/FB2011_06/dmel_r5.38/gff>.

**References**

Hermann C, Van de Sande B, Potier D, Aerts S (2012) i-cisTarget: an integrative genomics method for the prediction of regulatory features and cis-regulatory modules. Nucleic Acids Res 2012 40(15): e114.

Kharchenko PV, Tolstorukov MY, Park PJ (2008) Design and analysis of ChIP-seq experiments for DNA-binding proteins. Nat Biotechnol 26: 1351-1359.

Langmead B, Trapnell C, Pop M, Salzberg SL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10: R25.

Rouault H, Mazouni K, Couturier L, Hakim V, Schweisguth F (2010) Genome-wide identification of cis-regulatory motifs and modules underlying gene coregulation using statistics and phylogeny. Proc Natl Acad Sci U S A 107: 14615-14620.

Thomas-Chollier M, Herrmann C, Defrance M, Sand O, Thieffry D, van Helden J (2012) RSAT peak-motifs: motif analysis in full-size ChIP-seq datasets. Nucleic Acids Res. 40(4): e31.

Thomas-Chollier M, Darbo E, Herrmann C, Defrance M, Thieffry D, van Helden J (2012) A complete workflow for the analysis of full-size ChIP-seq (and similar) data sets using peak-motifs. Nat Protoc 7(8): 1551-1568.

Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, et al. (2008) Model-based analysis of ChIP-Seq (MACS). Genome Biol 9: R137.

**2. List of transgenic constructs**

**3. Microarray procedures**

Biotinylated cRNA targets were prepared, starting from 200 ng of total RNA, using the MessageAmp^TM^ Premier RNA Amplification Kit  (Ambion CAT# AM1792), according to the manufacturer recommendations. Following fragmentation, 6.5 μg of cRNAs were hybridized for 16 hours at 45^o^C on GeneChip® Drosophila Genome 2.0 Array interrogating over 18,500 transcripts (Affymetrix, Santa Clara, CA). The chips were washed and stained using the GeneChip® Fluidics Station 450 and scanned using the GeneChip® Scanner 3000 7G according to Affymetrix recommendations. Raw data (.CEL Intensity files) were extracted from the scanned images using the Affymetrix GeneChip® Command Console (AGCC) version 3.2. CEL files were further processed with Affymetrix Expression Console software version 1.1 to calculate probeset signal intensities using the statistics-based Affymetrix algorithms MAS-5.0 with default settings and global scaling as normalization method. The trimmed mean target intensity of each chip was arbitrarily set to 100.

files can be downloaded from the Gene Expression Omnibus public database (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE48997).

The control set of genes was defined by genes showing significant expression in wild type and showing irrelevant variations in *svb* and *pri* mutants (p-value >0.8). The table below summarizes their documented embryonic pattern, expression levels in *svb* and *pri* mutant conditions (%of *wt*) and if ChIP peaks are present within a +/-5kb window.

**Control set of genes**

**
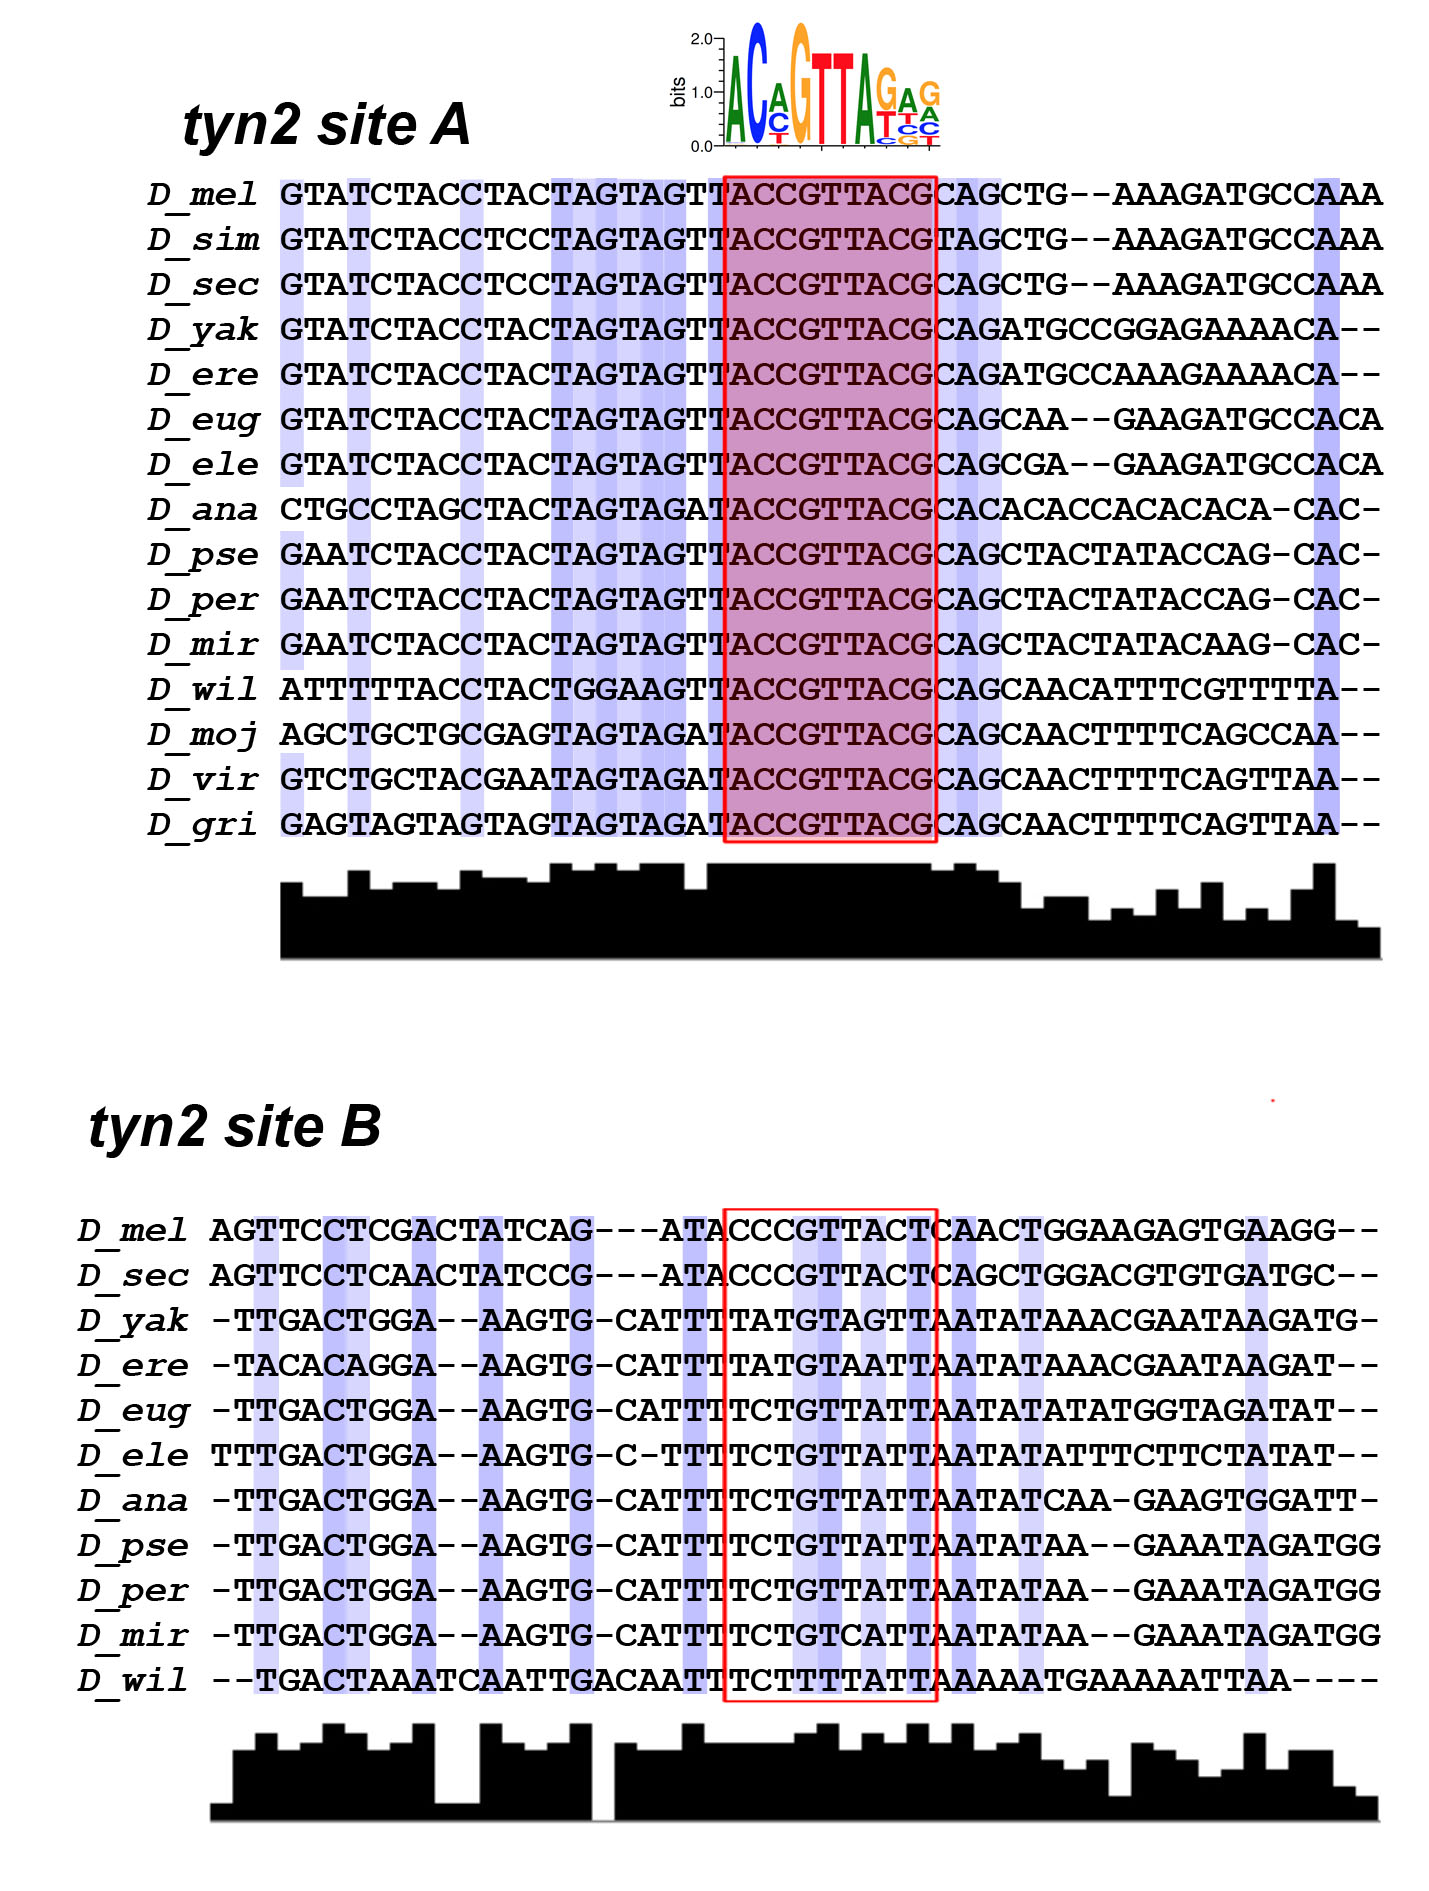
4. Evolutionary conservation of the *tyn2* enhancer**

How the deposited data were processed for this re-analysis (not part of the article)

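Svb binding was measured by ChIP-seq with an anti-GFP antibody in embryos aged 12 to 14 h that expressed Svb::GFP from the RSQ8 rescue transgene, in 2 independent replicates, with 1 sample of input chromatin as the control. The authors aligned the reads with Bowtie and called ChIP peaks with MACS on each replicate separately, and their methods give P below 1e-05, a tag size of 36 and a bandwidth of 100. The methods also mention peaks called with loose criteria, and the files do not say which of these lists was deposited. The deposited values are the start and end of each peak in BED layout and a score made by the authors' peak caller, which is larger for stronger peaks. Whether this score derives from a p or a q value is not given in the files, so it was used only to rank peaks and to relate scores between replicates. A processed file of the input was not in the files analysed here, and the microarray data were not analysed here.

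Positions were kept in genome release 5 and starts were moved from counting from 0 to counting from 1. The files hold no reads or read counts, so the depth per sample is unknown and no precision could be derived from it. Intervals are given only for shares of peaks (Wilson, 95%). The replicates were never pooled at the level of reads. Peaks of either replicate were listed one by one for the main values, so that a region bound in both replicates counts in each, and every result was also computed for each replicate alone.

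Peaks were counted as shared when they overlapped by at least 1 bp. The number shared was compared with 100000 circular shifts of the replicate 1 peaks along arms 2L, 2R, 3L, 3R, 4 and X, with the largest end of a peak or site as the length of an arm. Scores of shared peaks were compared by Spearman and Pearson correlation with 100000 permutations, each replicate 1 peak being paired with the highest-scoring replicate 2 peak that it overlapped. Pairs of peaks are not independent replicates. For the cross-correlation, distances of conserved motif instances to peak centers within 10 kb on each side were counted in 40 bins of 500 bp and compared with a uniform count by the chi-square test with 39 degrees of freedom, as in the supplementary methods of the paper. Sites within 500 bp of a center were also compared with 100000 circular shifts of the sites, and the p values of 9 such comparisons (3 motifs, with each replicate and with both) were adjusted by the Benjamini-Hochberg procedure. The lists of conserved sites in Additional file 4 were available up to the first 1999 sites each, which is 84.9% of the svbF7 list, 33.1% of the blue motif list and 16.4% of the yellow motif list, and each list was used only up to the last position that it covers. The number of peaks holding svbF7 sites was compared with circular shifts and with Poisson models, at the density of sites on the arms and at the density inside peaks. Regions tested for enhancer activity were taken with their coordinates from Additional file 3, and active and inactive regions were compared by Fisher's exact test. The threshold of every test was 0.05.

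The peaks and regions named in the text were chosen by a rule fixed before the processed files arrived. It took the 14 active enhancers, the 10 regions selected from the ChIP data, the genes that the paper names at a claim, and the 10 replicate 2 peaks of smallest p, here highest score, among those overlapped by a replicate 1 peak.

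The alternatives were peaks closer than 500 bp merged, an overlap of at least 50% of the shorter peak or midpoints within 200 bp for shared peaks, each replicate left out, only peaks overlapped by the other replicate, bins of 250 or 1000 bp, peaks merged between replicates, sites within 500 bp of the center or 250 bp of the edges of a peak, and a peak midpoint inside a region or a peak within 500 bp of it. The 2000 peaks of each replicate with the highest score were set as a stricter list for shared peaks before the files arrived and for the other results after seeing the data. The restriction of the svbF7 and blue motif comparisons to 2L, where all 3 lists are complete, was also chosen after seeing the data.

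Assignments of peaks to Svb-regulated and control genes and motif searches in peak sequences were left out, because the annotation and sequence of genome release 5 were not available. Region *EminA*, which Additional file 3 lists with the coordinates of another region, and a region without coordinates were left out. Irreproducible Discovery Rate analysis was not repeated, since it needs the loose-criteria peaks and the files do not say whether the deposited lists hold them.

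The motif and overlap tests were tested on simulated data, with 200 simulated sets per setting. With sites planted at peak centers, a ratio of 2.23 was made and 2.22 was recovered. Without planted sites, 5.5% of the sets fell below 0.05 in the test by shifts and 4.5% in the chi-square test. The simulated sites lay at random positions around a single list of peaks. These shares therefore do not cover clustered sites or regions listed once per replicate, as in the main setting. With 40% of peaks made to be shared, 39% were recovered after correction for the overlaps given by shifts. The shares of overlapped peaks in the text were not corrected in this way. Without sharing, 5% of the sets fell below 0.05. Earlier versions of the simulated peaks lay on a common grid and shared an end position, which raised the last of these values, and the simulation was changed while the tested functions were kept. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and plots were drawn with matplotlib 3.10.9.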

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

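The main tests, the alternatives and the rule for named regions were fixed before the processed files arrived, except the stricter list of 2000 peaks where it is said to have been chosen later. The division of peaks by score, the comparison restricted to 2L, the separate values for peaks called in a single replicate, the Poisson model at the density inside peaks and the windows around the loci were added afterwards. The explanations weighed in the closing section were chosen after the files arrived. Only 2 replicates of a single condition were available, so the design gives no biological contrast and no biological explanation was tested for any of the patterns.

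Replicate 2 had 504 peaks on chromosome 4, or 5.42% of its peaks (Wilson 95% confidence interval 4.98 to 5.90%), whereas replicate 1 had 71, or 1.23%. The paper does not discuss peaks on this chromosome, and no control sample with peaks was available. A larger number of peaks in replicate 2 on every arm would give similar ratios between replicates. The ratio was 7.10 on chromosome 4 and 1.52 on the other 5 arms together, which differ by a factor of 4.67 (Fisher's exact test, p = 6.5e-46). The prediction of similar ratios was made only after the numbers of peaks per arm had been seen. The other arms did not share a single ratio either. X had 1092 peaks in replicate 1 and 1065 in replicate 2, whereas 2L had 1106 and 1957. Weak peaks alone do not account for the excess, since chromosome 4 held 4.1% of the 2000 highest-scoring replicate 2 peaks, or 82 peaks, and 9 of those of replicate 1. Peaks that missed the threshold in replicate 1 by chance would be overlapped as often as replicate 2 peaks of similar score elsewhere. Of the 504 peaks, 38 were overlapped where 133.7 were predicted from the other arms (95% interval 117 to 151). This test cannot decide the question, since replicate 1 had only 71 peaks on chromosome 4, which by itself limits the number overlapped. Of those 71 peaks, 38 (53.5%) were overlapped by replicate 2, against 43.7% of all replicate 1 peaks. A difference between the chromatin preparations or libraries of the replicates, in sequencing depth or in the input used as the control may underlie the excess, but the files hold no reads with which to test these, and the pattern cannot be told apart from them.

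Replicate 2 also had 4 peaks on the mitochondrial genome, with ranks from 314 to 751, and replicate 1 had 0. In addition, 135 peaks of replicate 2 and 31 of replicate 1 lay on heterochromatin sequences. These sequences are outside those that the paper discusses. No test of these peaks was run, because read counts of the input and of the replicates would be needed to set them against background.

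Peaks of either replicate overlapped 16 of the 26 inactive regions of the pilot analysis. The paper does not report this count, although its Figure S7 draws called peaks and inactive regions together. Peaks at some of these loci had been listed before the predictions were written, so the presence of peaks was known, while the lengths, shifts and distances had not been computed. Longer regions did not account for the overlaps, since the median length was 933.5 bp for the 16 regions with a peak and 1000 bp for the 10 without (permutation p = 0.94). The density of peaks along the arms did not account for them either, since shifted regions gave 2.85 overlapped regions on average (95% range 0 to 7). Regions with a peak lay a median of 1.63 kb from the nearest active enhancer of the pilot analysis and those without a peak 9.91 kb. The difference in distance was not past the threshold (permutation p = 0.30, 16 regions against 10). Active enhancers selected from the ChIP data were left out of these distances. Some inactive regions also overlap each other and share peaks, so the tests of length and distance treat linked regions as independent. The tests leave open that peaks in inactive regions may reflect binding of Svb without enhancer activity, open chromatin that is recovered in any ChIP, or an activity too weak for the assay, none of which the peak lists can separate. Shifted regions also fall in parts of the genome without regulatory regions, so the comparison with shifts does not show an enrichment relative to other regulatory DNA. Many inactive regions had also been chosen at Svb downstream genes or for predicted OvoQ6 sites, which makes an excess over shifts likely.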

How the results depend on the processing

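Of the values recomputed under an alternative, 71 stayed on the same side of their test or within the spread allowed for them, 11 lost significance, 5 counts moved and 2 reversed. The numbers of peaks, the rank correlation and the cross-correlation of svbF7 by either test were unchanged in this sense under every alternative. So were the shares of peaks holding svbF7 sites, tested by shifts, and the comparisons of active with inactive regions. The Poisson model at the density inside peaks was not among these values. For peaks with at least 2 sites it gave exact Poisson p = 0.00017 with all peaks and 0.19 with only peaks overlapped by the other replicate. With the 2000 highest-scoring peaks the exact Poisson p was 0.16, so this excess depended on the peaks used.

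The number of shared peaks fell from 2523 to 795 with the 2000 highest-scoring peaks of each replicate. This alternative reduces the number of peaks that can be shared, and the share of replicate 1 peaks changed less, from 43.7% to 39.75%. The share of replicate 2 peaks went the other way, from 27.7% to 40.55%.

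The number of inactive pilot regions with a peak fell from 16 to 10 with the 2000 highest-scoring peaks. Of the 2 inactive regions selected from the ChIP data, between 1 and 2 had a peak across the 2 fits that each left out one replicate, 1 with only peaks overlapped by the other replicate and 0 with the 2000 highest-scoring peaks. These settings use fewer peaks.

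The excess of blue motif sites at peak centers was smaller on 2L up to position 16477982 than on 2L and 2R together. On 2L only, an alternative chosen after seeing the data, the ratio to shifts was 1.07 (permutation p = 0.25), against 1.39 on 2L and 2R, and the chi-square value was 47.8. With replicate 1 alone on 2L the chi-square value was 34.5. With replicate 2 alone on 2L it was also 34.5, and the ratio was 0.96 (permutation p = 0.64), below that of the shifts. Whether 2L and 2R differ was not tested.

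The ratio of yellow motif sites at peak centers to shifts ranged from 1.15 to 1.35 across the 2 fits that each left out one replicate, and it was 1.17 with the 2000 highest-scoring peaks (permutation p = 0.15), an alternative chosen after seeing the data. The chi-square value of the yellow motif ranged from 29.2 to 49.6 when one replicate was left out, against 57.6 in the main setting. It was 49.7 with the 2000 highest-scoring peaks and 42.6 with peaks of the replicates merged where they overlap, neither past the threshold. With 250 bp bins it was 89.3, but over 79 degrees of freedom, which was not past the threshold either. With 1000 bp bins it was 37.1 over 19 degrees of freedom, which was past the threshold. By shifts, the ratio of the yellow motif with merged peaks was 1.28 (permutation p = 0.00015). The chi-square value of the blue motif ranged from 42.4 to 70.7 when one replicate was left out, against 82.2. Most of these alternatives leave fewer sites per bin, and merging also removes the second count of regions bound in both replicates. With only peaks overlapped by the other replicate the chi-square values were higher, 87.1 for the yellow motif and 93.9 for the blue motif. That set lists each shared region once per replicate, so sites near it count more than once, which raises the chi-square value whatever the signal. By shifts, which allow for this, the p value of the same set was 0.037 for the yellow motif and 0.00048 for the blue motif, larger than in the main setting. Whether fewer sites account for the lower chi-square values was not tested. The yellow motif was covered on part of 2L only, which limits this result further.

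The replicate block was not run because the 2 ChIP replicates and the single input sample share only 1 replicate number and no test across samples was made. A stricter threshold of p at most 1e-10 was not run, since the unit of the score is unknown. Peak summits, fold enrichment and pileup were not in the files, so the alternatives that use them gave no values. The results for genes with peaks and for motif matches in peak sequences, with all their alternatives, were not run, since the annotation and sequence of genome release 5 were not available. Depth is unknown, so peaks called in a single replicate cannot be told apart from regions that the other replicate did not cover deeply enough.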

Differences from the paper's values

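Replicate 2 had 9295 ChIP peaks, and the paper's number of bound sites is almost 6000. With peaks closer than 500 bp merged, an alternative set before the files arrived, replicate 2 had 8128 peaks, which is within the factor of 1.5 used for the comparison. That was the only alternative for this value. On 2L, replicate 2 had 1957 peaks, and the paper's supplementary list has 1149. With peaks closer than 500 bp merged the number was 1705, which is within this factor, and no other alternative applied.

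The paper states that blue motifs correlate with Svb peaks more than yellow motifs do. On the part of 2L where both site lists are complete, a comparison chosen after seeing the data, the ratio of sites at peak centers to shifts in replicate 2 was 0.96 for the blue motif and 1.35 for the yellow motif. With the peaks of either replicate it was 1.07 for the blue motif and 1.28 for the yellow motif. In replicate 1 the order was that of the paper, with 1.26 for the blue motif and 1.15 for the yellow motif. The difference between the motifs was not tested. The paper describes the correlation of both motifs as significant. By the chi-square test, that of the blue motif had p = 0.33 in replicate 2, and that of the yellow motif had p = 0.87 in replicate 1 and p = 0.12 in replicate 2. With the peaks of both replicates listed together, the p values were 6.5e-05 for the blue motif and 0.028 for the yellow motif. These tests used 33.1% of the blue motif list and 16.4% of the yellow motif list, whereas the paper tested the whole genome. With fewer sites a chi-square test has less power, so p values above the threshold here do not contradict the paper. Its Figure S5 also shows p values for each replicate, which were not compared here.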

Other observations

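Overlap between the replicates was limited, with 43.7% of replicate 1 peaks and 27.7% of replicate 2 peaks shared. If weak peaks account for this, the share should rise with the score in both replicates. It was 21.19 percentage points higher in the highest-scoring than in the lowest-scoring of 5 equal groups of peaks in replicate 1, and 62.7 points higher in replicate 2. From the lowest to the highest group, the replicate 1 shares were 38.8, 37.1, 38.2, 44.3 and 59.9%, without a rise over the lower groups. Only replicate 2 rose at every step. Weak peaks may thus explain part of the limited overlap in replicate 2, and less clearly in replicate 1. This prediction was made only after the shares by score had been seen. Shifted positions of the same peaks were tested by allowing a gap of 500 bp, which added 409 of the 3241 replicate 1 peaks without overlap where shifted peaks added 359.9 (10000 shifts). The difference is 1.51% of the peaks without overlap, the value that the prediction set against a majority of them. The shifted peaks had more peaks without overlap to draw from, 5444 on average. In a calculation added afterwards, the gap added 12.6% of the peaks without overlap and 6.6% of the shifted peaks without overlap, an excess of 6.0 percentage points. By either value, shifts in position of this size account for few of the peaks without overlap. Depth and library quality of the replicates could not be tested.

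Peaks called in a single replicate had fewer svbF7 sites at their centers than shared peaks. If they were background without Svb binding, sites were predicted to be as frequent as with shifted sites, and the ratio was 1.75 (permutation p = 1e-05, the smallest that 100000 shifts can give). This does not exclude background, since peaks in open or regulatory chromatin would also exceed sites shifted to any part of an arm. In the same peaks, the ratio was 1.29 for the blue motif (permutation p = 0.00079) and 1.26 for the yellow motif (permutation p = 0.0012). Lower scores of these peaks were tested by permuting overlap within each replicate and score group. Shared peaks with a site within 500 bp of the center numbered 380 where the permutations gave 274.0, a ratio of 1.39 (permutation p = 1e-05), so scores alone did not account for the difference. Background regions, or a mixture of bound and background regions, among the peaks called in a single replicate remain candidate explanations, which the peak lists cannot resolve.

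A relation of peak score to svbF7 was predicted to appear in both replicates. In replicate 2 the median score was 36.5 for peaks holding a site and 21.9 for the others (permutation p = 1e-05), and in replicate 1 it was 38.5 and 35.9 (permutation p = 0.090, 184 peaks with a site). The share of peaks with a site went from 0.72% to 7.00% between the lowest-scoring and highest-scoring of 5 equal groups of replicate 2 peaks, and from 2.96% to 4.38% in replicate 1. Whether the relation differs between replicates was not tested, and no cause was tested.

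The supplementary list of ChIP peaks in Additional file 4 has 6040 peaks according to its full size, of which 1149 are on 2L. Of the replicate 1 peaks on 2L, 81.7% (904 of 1106) overlap this list, and of the replicate 2 peaks 28.6% (560 of 1957). If the list held replicate 1 called with other settings, at least 90% of replicate 1 peaks were predicted to overlap it, a prediction made only after overlaps with the list had been seen, and the share was lower. The test cannot decide between these, since the cut-off was set with overlaps in view and other settings would themselves change the overlap. Of the 1149 peaks, 75.5% overlap a replicate 1 peak and 45.5% a replicate 2 peak, and 191 overlap a peak of neither replicate. Scores that differ between the lists by a constant factor of 10 were not seen, since the ratio of supplementary to deposited replicate 1 score had a median of 3.21 and a 5th to 95th percentile range from 1.26 to 6.56 over 795 pairs of peaks, whose scores had a Spearman rho of 0.73. The lowest score in the available part of the supplementary list was 50.04, against 7.45 in replicate 1 and 7.07 in replicate 2. The scores of the lists thus differ in scale or in cut-off. On 2L the median width was 548 bp in the supplementary list, 331.5 bp in replicate 1 and 270 bp in replicate 2. How the supplementary list was made from the replicates remains open. With the 806 peaks of this list on 2L up to position 16477982, the ratio of sites at peak centers to shifts was 2.87 for svbF7, 1.29 for the blue motif (permutation p = 0.031) and 1.20 for the yellow motif (p = 0.042).

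The paper's own tables of Svb-regulated and control genes mark which genes have a ChIP peak. By these tables, 85 of 149 Svb-regulated genes (57.0%) and 48 of 97 distinct control genes (49.5%) have a peak. A higher share among Svb-regulated genes was predicted before the counts were made, but the difference was not past the threshold (Fisher's exact test, p = 0.295). The control table has 100 rows, some of which repeat a gene, and repeated rows were dropped.

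All predictions not said to have been made after the result was seen were written before the result of their test was computed.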
